# Global modulation of gene expression and transcriptome size in aneuploid combinations of maize

**DOI:** 10.1073/pnas.2426749122

**Published:** 2025-05-01

**Authors:** Hua Yang, Vincent Brennan, Zhi Gao, Jian Liu, Frimpong Boadu, Jianlin Cheng, James A. Birchler

**Keywords:** aneuploidy, gene balance, gene dosage effects, dosage compensation, inverse effect

## Abstract

Genomic imbalance refers to the more severe phenotypic consequences of changing a single chromosome compared to changing the whole genomic set. Previous genomic imbalance studies in maize have identified gene expression modulation in aneuploids of single chromosome arms. Here, the modulation of gene expression in more complex aneuploids, e.g., monosomy of one chromosome arm and trisomy of another was examined to determine the extent that combination aneuploids were additive, multiplicative, or rebalanced in terms of their effect on gene expression. A series of genetic crosses was performed to produce one, two, and three copies of one arm with independent one, two, and three copies of the other arm in each of the three genotypes for the opposite arm. In total, 31 combinations were analyzed. By examining RNA modulation, we found that *cis* genes on varied chromosome arms are generally more dosage-compensated in aneuploid combinations than in single aneuploidy even though some showed a clear dosage effect. For genes on the unvaried chromosomes (*trans*), there is greater modulation in most of the aneuploidy combinations. Finally, 22 of the 31 combinations were found to have an altered transcriptome size, suggesting that extensive stoichiometric changes of genomic regions upset global messenger RNA (mRNA) transcription. Overall, these results have important implications for understanding the role of genomic stoichiometry for mechanisms of gene expression, the evolution of dosage-sensitive duplicated genes, the evolution of sex chromosomes, the rapid growth adaptation of aneuploid cancer cells, and the control of quantitative traits.

## Significance

Aneuploidy is a major cause of birth defects, a hallmark of cancer, and a reflection of the dosage sensitivity of genes involved in quantitative traits. Most studies on how aneuploidy affects gene expression have examined single genomic regions at a time. Here, we examined combination trisomies, combination monosomies, and combinations of trisomy for one region and monosomy for another. The effects on global gene expression were found to be cumulative, rebalanced, or in some cases multiplicative. Most aneuploidies alter the total transcriptome size. The results have implications for the stoichiometric control of gene expression, the progression of aneuploidy in cancer, the evolution of sex chromosomes, the role of the triploid block in polyploid evolution, and the control of quantitative traits.

Genome imbalance refers to the phenomenon of changing the copy number of parts of the genome, which has a more detrimental effect on the phenotype than changing the whole set. This phenomenon was first reported by Alfred Blakeslee in the flowering plant *Datura stramonium* (1, 2). Blakeslee noted that trisomy (at that time he referred to each trisomy as a “mutation”) of each chromosome in *Datura* produced a unique morphology and had different modulation of the anthocyanin pigment level of the plants. On the other hand, when the whole set of chromosomes was changed (polyploidy), there was much less effect. Early work in *Drosophila* also documented the balance phenomenon (3). In maize, the availability of B-A translocations, which involve the supernumerary B chromosome and various normal chromosome (A chromosomes) arms, allows the study of the genome imbalance in a wide variety of dosage changes (4, 5). The B chromosome perpetuates itself in populations by a drive mechanism consisting of nondisjunction at the second pollen mitosis that produces the 2 sperm followed by preferential fertilization of the egg by the B-containing sperm during double fertilization (6). Thus, translocations between the B chromosome and any A chromosome arm will allow the latter to be varied as 0, 1, and 2 copies in sperm, and then 1 to 3 doses in the embryos produced after fertilization (7).

In an early study on molecular attributes of genome balance, the enzyme alcohol dehydrogenase 1 (ADH1), encoded on the long arm of chromosome 1 (considered a *cis* gene, which we define as genes located on the varied chromosome arm, while genes on the remaining chromosomes are referred to as *trans* genes) in maize, was used to study enzyme activity levels in a 1 to 4 dosage series of the chromosome arm. Theoretically, the ADH1 expression should have displayed a dosage effect in which protein levels are proportional to chromosomal dose. However, ADH1 showed little to no change in expression levels, a phenomenon known as dosage compensation (8, 9). In contrast, some enzymes not encoded on chromosome 1L (*trans* genes) exhibited an inverse modulation of expression. In trisomies and tetrasomies, their expression levels decreased to approximately 2/3 and 1/2, respectively, while in monosomies, their expression nearly doubled.

These types of responses to aneuploidy were extended to global protein levels (9) and mRNA (10). Moreover, these effects are prevalent in segmental aneuploid studies consisting of only a few percent of the genome of *Drosophila* (summarized in refs. 8 and 11). The inverse effect is found for every small (2 to 3% of the genome) trisomic region of the genome for the enzymes collectively studied. Some studies have been conducted on larger segments (20% of the genome) in *Drosophila* (12, 13) but without the intent of determining how combinations behave.

These types of dosage effects were reduced to single genes by screening for modifiers affecting the *white* eye color in *Drosophila* as heterozygous mutations (14). Ultimately, 47 dosage-sensitive modifiers were identified, most of which exhibited an inverse effect on eye color. The characterized functions of these modifiers were largely related to components involved in regulating gene expression, such as transcription factors (TFs), signal transduction components (STs), and chromatin modifiers (14). A study of combinations of a few selected examples found that the combinations were noncumulative or epistatic to each other (15). Recent studies of selected examples found that individual regulatory genes modulated hundreds of target genes with a similar partitioning in favor of more inverse effects than direct effects (16). The empirically observed inverse effect is viewed as a type of dominant negative response to varying individual components of a multisubunit regulatory complex (17).

The gene balance concept is supported by evolutionary genomics from whole-genome duplication (WGD) events observed across various species (18–20). These studies have found that genes encoding components of macromolecular structures and interactions were selectively retained during genome fractionation following WGD. In contrast, segmental duplications of smaller chromosomal regions tend to be underrepresented for these classes of genes (19, 21). This suggests that genes involved in multicomponent interactions are dosage-sensitive, with detrimental consequences arising if one member of a balanced duplicated pair is lost post-WGD. Unlike WGD, duplications of smaller chromosomal regions, which alter the copy number of only a subset of these genes, often result in negative fitness effects that are selected against (18, 19). Studies of aneuploidy provide a global gene expression context for these observations.

Recent genome-wide transcriptome analyses of genome imbalance have been conducted in maize (4, 5). By plotting the ratios of the expression of each gene in aneuploidy compared to control samples, it was observed that a subset of *cis* genes displayed a dosage effect while many exhibited dosage compensation. In other words, the expression of most *cis* genes fell within the ranges of 1.0 to 2.0, 1.0 to 1.5, and 0.5 to 1.0 in haploid disomy, diploid trisomy, and diploid monosomy, respectively. Interestingly, when stronger dosage compensation was observed in *cis*, a more pronounced inverse effect was seen for *trans* genes. These findings provide insight into how gene regulation operates across the genome and illustrate the multiple levels at which genomic imbalance can have an impact. In a study of human trisomies, dosage effects of transcription factors were matched with their targets, which found an inverse modulation of targets was greater in number than direct modulations of targets (22) and that the number of *cis* compensated genes correlated with the number of *trans* inversely affected genes in the different trisomies and cell types.

The RNA sequencing (RNA-seq) method used in the above analyses assumes no change in the overall transcriptome size and, therefore, cannot detect global transcriptome size alterations. Previously, to address whether genome imbalance changes the transcriptome size, we adopted the method from Coate and Doyle (23), which compares mRNA levels to genomic DNA of the same genes in total nucleic acid preparations. Using this approach, disomies covering 17 chromosomal arms were assayed for transcriptome size changes. The results revealed that most chromosome arms (10 out of 17) showed a decrease in transcriptome size when the dose was changed from 1 to 2 in haploids. Notably, four of these arms exhibited transcriptome sizes reduced to approximately half, and these four disomies also displayed the most detrimental phenotypes (4). These findings suggest that when the genomic stoichiometry is altered in aneuploidy, the overall transcriptome can be modulated, impacting growth and vigor of the organism.

In the present study, we addressed whether combinations of trisomies or monosomies were additive, multiplicative, or rebalanced for global gene expression. Also, we determined how trisomy for one region together with monosomy of another behaved for the same types of reactions. Finally, transcriptome size measurement was performed to test how genome imbalance in aneuploid combinations could affect the transcriptome size. The findings provide insights into understanding the stoichiometric aspects of gene expression and the molecular consequences of aneuploidy.

## Results

### Generation and Identification of Combination Aneuploids.

We screened 10 combinations of chromosome arms, including homoeologous regions 1L+5S and 6L+9S, as well as nonhomoeologous regions 1S+9L, 1L+3L, 1L+4L, 3L+4L, 3L+5L, 4L+5L, 4L+6L, and 5L+6L. The individual chromosome arms selected in this study showed detrimental effects on phenotype and significant modulation of gene expression (defined as a change relative to the normal diploid control) in previous studies (4, 5). To generate aneuploid combinations, we crossed the hyperploid heterozygotes (trisomy) of one chromosome arm with hyperploid heterozygotes of the other. The male heterozygote produced progeny with one (monosomy), two (diploid), or three doses (trisomy) of the chromosome arm, while the female produced diploid and tertiary trisomy progeny (no A-B chromosome). This cross produced six genotypic combinations in the progeny (*SI Appendix*, Fig. S1). To further expand the genotypes, we screened the progenies for plants that were hyperploid heterozygotes (trisomy) of one chromosome arm with euploid heterozygotes (euploid) of the other. The plants were crossed as males to a normal female line (*r1-r* W22), resulting in nine genotypes: single-arm trisomy and monosomy for each arm, euploid for both arms (diploid control), and aneuploid combinations such as trisomy + trisomy, trisomy + monosomy, monosomy + trisomy, and monosomy + monosomy (*SI Appendix*, Fig. S2). While these nine genotypes would be predicted as zygotes, in practice, we found some to be rare or missing, particularly double monosomies presumably being too detrimental to survive.

During double fertilization in maize, a fusion of a diploid central cell (two polar nuclei) and a sperm cell results in a triploid endosperm, which consists of a 2:1 maternal/paternal genome ratio. Breaking the genome ratio in endosperm can affect endosperm development. Interestingly, kernel size variation was observed in all combinations except 4L+6L (*SI Appendix*, Fig. S3), which we utilized to facilitate genotype classifications. In combinations 1L+3L, 1L+4L, 1L+5S, and 1S+9L, three distinct kernel phenotypes were identified: normal size, smaller size, and the smallest size. This finding is consistent with previous studies (24) showing that genomic imbalance in the endosperm impacts its development. Only normal and smaller kernel sizes were observed in combinations 3L+4L, 3L+5L, 4L+5L, 5L+6L, and 6L+9S. We separated kernels based on size, germinated them, and performed Fluorescence in Situ Hybridization (FISH) on the primary roots of 3 to 4-d seedlings to confirm their chromosome constitution. The smallest kernels from 1L+3L, 1L+4L, 1L+5S, and 1S+9L, as well as smaller kernels from 3L+4L, 3L+5L, 4L+5L, 5L+6L, and 6L+9S, were identified as trisomy+trisomy (Dataset S1). Additionally, smaller kernels from 1L+3L, 1L+4L, and 1S+9L were found to contain trisomy 1L, trisomy 1L+monosomy 3L, trisomy 1L+monosomy 4L, and trisomy 1S. Notably, trisomy 1L and trisomy 5S in 1L+5S produced smaller kernel sizes. The effect on endosperm development was even more pronounced when both chromosome arms are missing (trisomy+trisomy in embryo) in combinations 1L+3L, 1L+4L, 1L+5S, and 1S+9L. However, while the absence of single arms 3L, 4L, 5L, 6L, 9S, or 9L had minimal or no effect themselves, the combined loss of any combination of these arms in the same endosperm markedly affected the development. There was only one exception, 4L+6L for which the loss of both chromosome arms did not detectably change the endosperm size.

### Phenotypes of Aneuploid Combinations.

The combination of nine genotypes allows us to compare qualitatively the phenotypes of combined aneuploidy, single-arm aneuploidy, and euploid plants (control). Aneuploidy phenotypes exhibited a wide spectrum of changes, with observable differences as early as the 2-wk seedling stage (*SI Appendix*, Fig. S4) and more pronounced effects at the 45-d stage (Fig. 1 and *SI Appendix*, Fig. S5). Most aneuploid plants showed detrimental phenotypic effects. When compared to segregating control plants at the 45-d stage, only trisomy 6L exhibited an increase in stature. There were no visible or minimal phenotypic differences in trisomies 1S, 5L, 9S, and 9L compared to normal plants. However, trisomies 1L, 3L, 4L, and 5S exhibited detrimental effects, with trisomy 4L being the least affected and trisomy 1L having the most adverse effects (Fig. 1 and *SI Appendix*, Fig. S5).

**Fig. 1.**
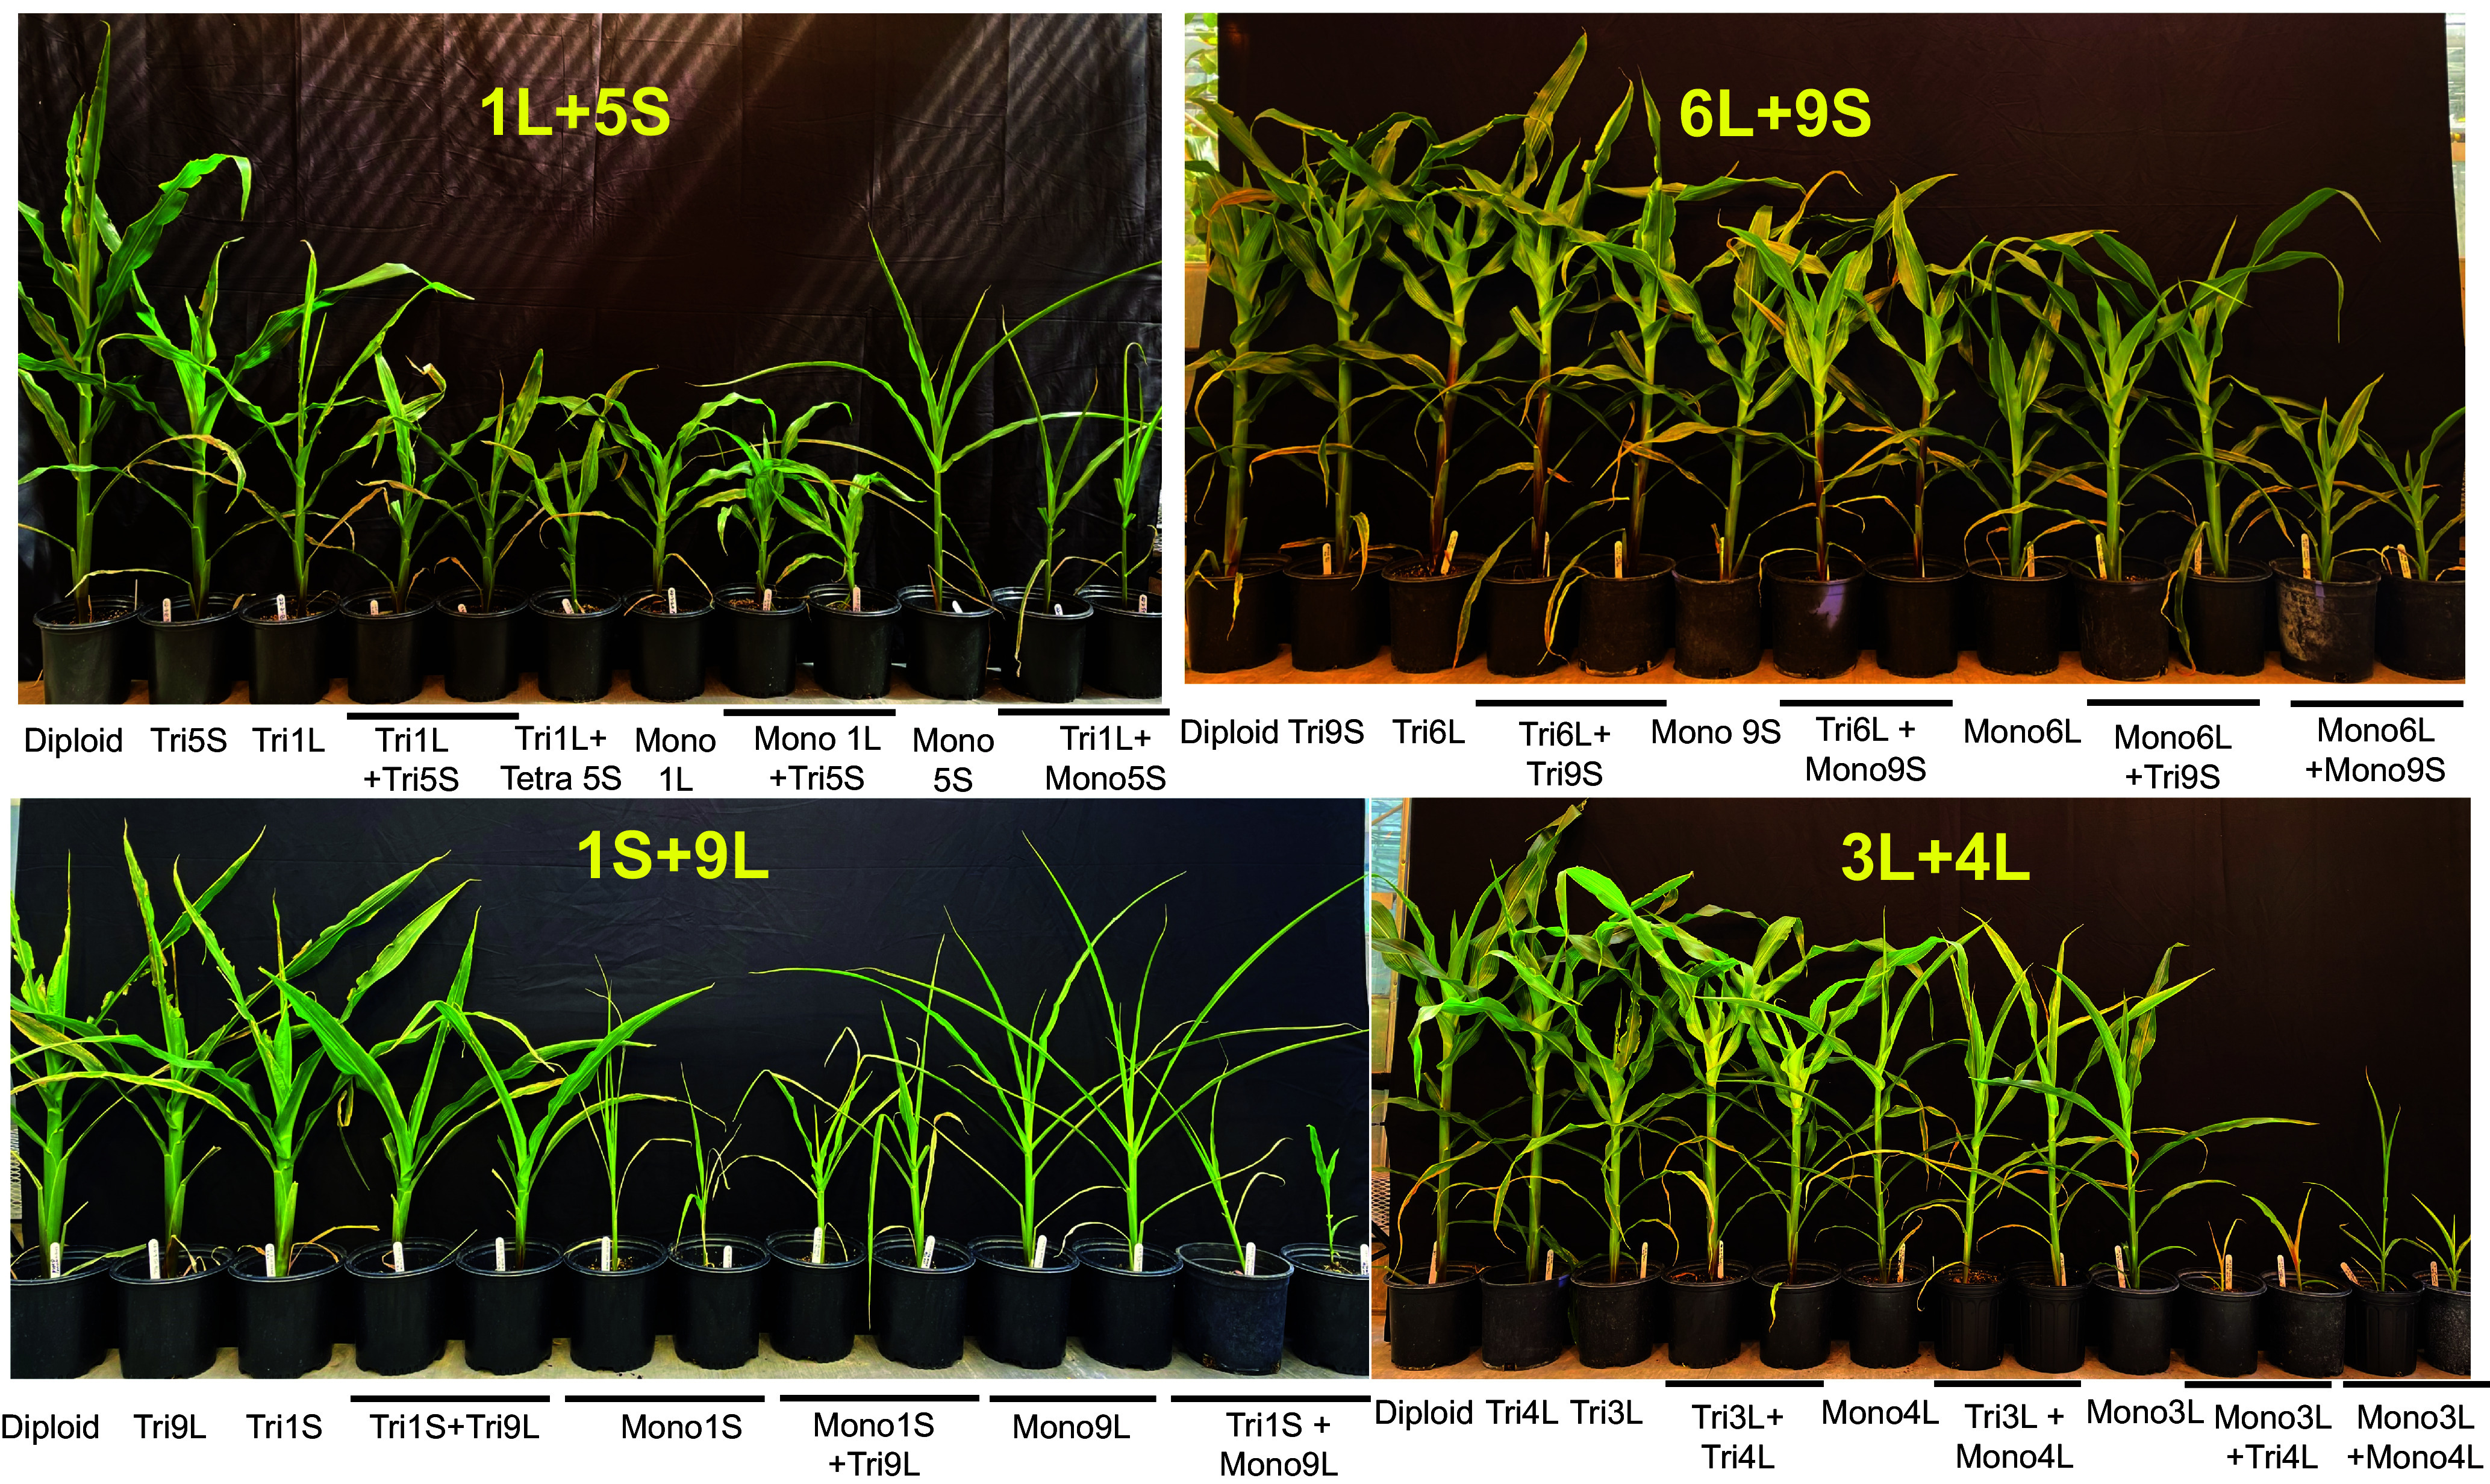
Family portrait of four aneuploid combinations. The phenotype of aneuploidy combinations, single-arm aneuploidy, and the control is shown, including chromosome regions that are related (1L+5S and 6L+9S) or unrelated to each other (1S+9L and 3L+4L).

Monosomic plants were less vigorous than trisomic plants, consistent with previous results (25). Phenotypic differences between single-arm aneuploidy and combined aneuploidy were also observed (*SI Appendix*, Table S1). The addition of the second chromosome arm in trisomy generally worsens the detrimental effects. Most double trisomies (6 out of 10), such as 1L+5S, 1S+9L, 1L+4L, 1L+3L, 4L+5L, and 4L+6L, showed more severe effects compared to single-arm trisomies. The phenotypes of trisomy 3L+4L and trisomy 3L+5L were intermediate between those of the corresponding single-arm trisomies. Double trisomy 5L+6L showed no visible change compared to the control and was less vigorous than trisomy 6L. The stature of trisomy 6L+9S plants was slightly increased compared to single-arm trisomies and the diploid control.

In most cases, double monosomy had a more adverse effect than single-arm monosomy, as observed in 1L+4L, 3L+4L, 3L+5L, 4L+5L, 5L+6L, and 6L+9S. Among these, double monosomies of 3L+4L, 3L+5L, and 4L+5L had the most severe effects. No double monosomies of 1L+3L, 1L+5S, and 1S+9L were found. Only monosomy 4L+monosomy 6L showed no phenotypic changes compared to single-arm monosomies.

In this study, two pairs of examined chromosome arms involved major portions with homoeologous genomic regions. It was of interest to investigate whether these homoeologous regions could compensate for each other in analogy to homoeologous compensating nullisomic-tetrasomics in allohexaploid wheat (26). In the combination of 1L+5S, we did not observe such an effect in trisomy 1L+monosomy 5S or monosomy 1L+trisomy 5S, as aneuploid combinations were less vigorous than the single-arm monosomies (Fig. 1). In contrast, the stature of monosomy 6L+trisomy 9S was greater than that of monosomy 6L, suggesting that adding 9S to monosomy 6L could partially reverse the adverse effect. For chromosome arms without homoeologous regions, we also observed more robust phenotypes in monosomy 1S+trisomy 9L, trisomy 3L+monosomy 5L, and monosomy 5L+trisomy 6L compared to the corresponding single-arm monosomies, suggesting a partial rebalancing. Two aneuploid combinations, monosomy 4L+trisomy 5L and trisomy 4L+monosomy 6L, displayed similar phenotypes to single monosomy 4L and 6L, respectively. In the remaining combinations, the addition of one chromosome arm did not compensate for the loss of the other arm.

Interestingly, while the detrimental effect of a trisomy + trisomy combination can result in a phenotype similar to that of a single-arm trisomy (*SI Appendix*, Table S1), in combinations of trisomy + monosomy and monosomy + trisomy, the aneuploidy combinations did not exhibit a reversal to the single-arm trisomic phenotype although the vigor of some combinations could approach that of the single-arm monosomy (*SI Appendix*, Table S1).

In some rare cases, single individuals with tetrasomy for a chromosome arm were found, which are not predicted from the canonical behavior of B-A translocations but were verified by karyotype analysis. We included these in the RNA-seq analyses in the event that they would reveal additional insight into global effects as a collective group. Indeed, in all three cases, the tetrasomy combination had a greater impact on gene expression (See below). These aneuploidy combinations include 1L trisomy +5S tetrasomy, 4L trisomy +6L tetrasomy, and 3L tetrasomy +5L trisomy. 

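The spread of the *trans* ratios was compared between each tetrasomy combination and the double trisomy of the same chromosome arms, as the interquartile range (IQR) of the log2 ratio to the diploid control. In trisomy 1L+tetrasomy 5S the IQR was 1.03, against 0.78 in double trisomy 1L+5S. In trisomy 4L+tetrasomy 6L it was 0.80, against 0.55 in double trisomy 4L+6L, and in tetrasomy 3L+trisomy 5L it was 0.73, against 0.37 in double trisomy 3L+5L. The percentage of *trans* genes with a low q-value in the authors' deposited table cannot rank these combinations, because the number of plants enters the q-values. Each tetrasomy combination was a single plant, while the double trisomies had 4, 3 and 5 plants, so the IQR of a mean of several plants is set beside that of 1 plant and the difference was not tested.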

All three combinations exhibited a less vigorous phenotype compared to their double trisomy counterparts, suggesting that a higher dosage of chromosomal changes leads to more detrimental effects (Fig. 1 and *SI Appendix*, Fig. S5).

### Dosage Compensation and Inverse Effects Observed in Aneuploid Combinations.

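RNA was sequenced from leaves of plants grown for 45 d in the greenhouse, with rRNA-depleted libraries. The data cover 107 aneuploid plants of 33 combinations and 29 diploid controls of 9 pairs of chromosome arms. A combination had 1 to 5 plants, a pair had 2 to 4 controls, and the 3 combinations with a tetrasomy had 1 plant each. For 1 further plant of the pair 1S+9L the karyotype and the sample title name different combinations, and it was not assigned to a group. Dataset S8 lists all controls of 1L+3L and 6L+9S, and 1 control of 5L+6L, as euploid plants with a translocation. The authors trimmed the reads with fastp, removed organelle reads, aligned the remainder with STAR to the W22 genome and the B chromosome sequence, and compared each combination with the controls of its own pair using Cuffdiff. The deposited tables hold 1 mean per group for 41448 genes, in fragments per kilobase, scaled to the number of mapped fragments (FPKM), with the authors' p-values and q-values. They hold no values per plant and no read counts, so no SD between plants, no n of a mean and no depth of a library is given with the values, and no plant could be left out. The FPKM of a group summed to between 570672 and 654278, and the sum of a combination was 0.912 to 1.04 times that of its controls. The library scaling is not named, so whether a ratio of 1 stands for an unchanged share of the total is not known.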

RNA-seq data from both aneuploidy combinations and single-arm aneuploidies were aligned to the W22 genome, with gene expression normalized using Reads Per Kilobase per Million mapped reads (RPKM) values. To gain the most information, multiple types of data displays of gene expression were employed to capture the extent and nature of the global effects, namely, ratio distributions of the expression of every expressed gene, violin plots of the various median values to illustrate the spread, and differential gene expression scatter plots. For ratio distribution analysis, the averaged expression values from biological replicates under aneuploid conditions were compared to those from diploid controls, and the resulting ratios were plotted as a distribution for all 31 combinations (Figs. 2 and 3 and *SI Appendix*, Fig. S6). 

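Ratios were formed from the deposited group means for genes whose aneuploid and diploid means summed to at least 1 FPKM, without a pseudocount. This left 19635 to 21174 genes in each of the 33 comparisons. The genes of a varied arm were taken as *cis* (462 to 1793 genes per arm) and the genes of chromosomes 1 to 10 outside both arms as *trans* (17188 to 18525 genes). The first gene position of each arm was set so that the *cis* gene numbers matched those of Dataset S5, which left a mismatch of 0 genes for the 9 arms. On chromosome 4, for example, 4L began at 170408479, and on chromosome 9 the 9S arm ended before 56050150. The position at which the ratio changes along the chromosome lay between -0.201 and 1.78 Mb from these boundaries. Each median is given with a 95% interval from 1000 bootstrap draws of the genes, which covers the spread over genes and not the spread between plants.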

Ratio distributions of single-arm aneuploidy for comparison are from Shi et al. (5). Ratios of 1.5 for *cis* genes indicate a dosage effect in trisomy, while ratios of 0.5 represent a dosage effect in monosomy. A ratio of 1.0 signifies complete dosage compensation, and ratios between the dosage effect values and 1.0 reflect partial dosage compensation. For *trans* effects, a ratio of 1.0 indicates no change between aneuploid and control conditions. Ratios below 1.0 in single-arm and double trisomy indicate inverse effects (opposite to chromosome dosage changes), while inverse effects in single-arm and double monosomy are shown by the ratios above 1.0. Direct effects are observed when ratios are above 1.0 in trisomy and below 1.0 in monosomy, reflecting the same direction of change as the chromosomal dosage.

**Fig. 2.**
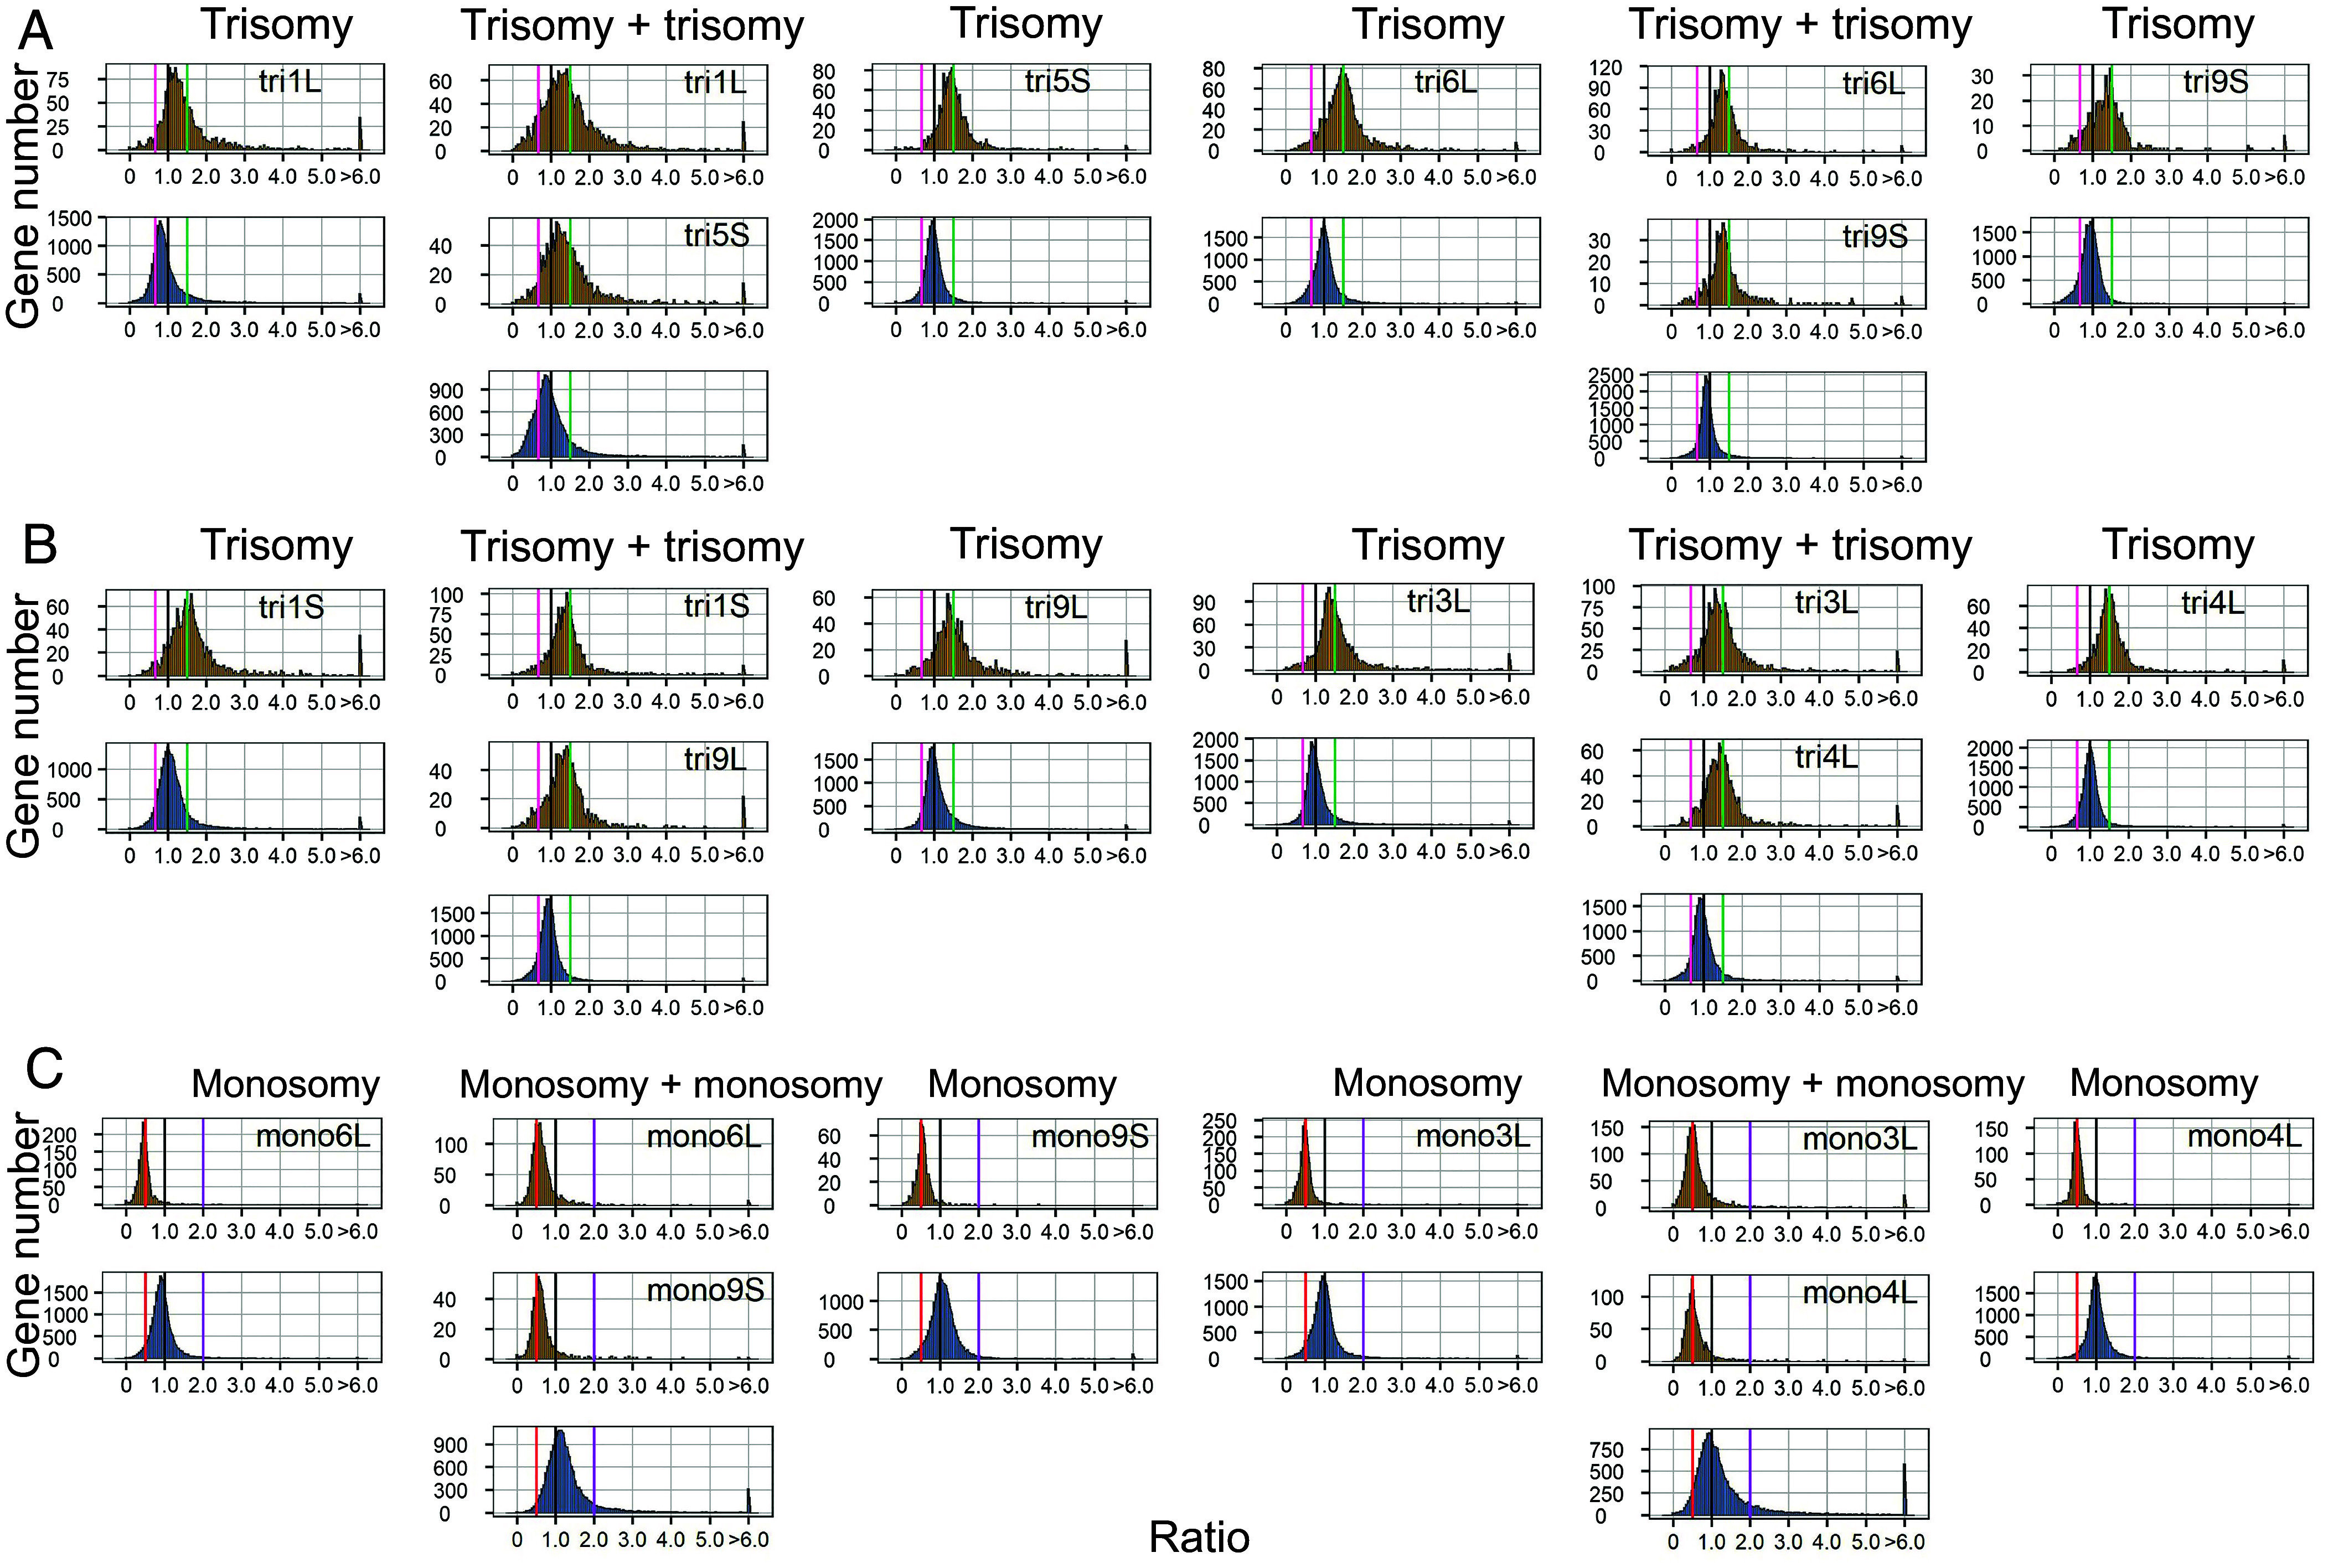
Ratio distributions of gene expression in selected aneuploidy combinations compared with the single-arm aneuploidy. The normalized counts from RNA-seq were averaged for the biological replicates. Those genes with a sum of averaged counts of aneuploidy and control <1 are regarded as lowly expressed genes and were filtered out. For each expressed gene, a ratio of the averaged normalized value in the aneuploidy was made over the normalized counts in the segregating diploid control. These ratios were plotted in bins of 0.05. The x-axis notes the value for each bin, and the y axis notes the number of genes per bin (frequency). For each aneuploidy, genes were partitioned into those encoded on the varied chromosome (*cis*, orange) versus those encoded on the remainder of the genome that were not varied in dosage (*trans*, blue). For *cis* genes, a ratio of 1.5 and 0.5 represents a gene-dosage effect in trisomy and monosomy, respectively, while 1.0 represents dosage compensation. A ratio range 1 to 1.5 and 0.5 to 1 represents partial dosage compensation in trisomy and monosomy, respectively. For the *trans* genes, a ratio of 1.0 represents no change in the experimental genotype versus the control. These ratio values are demarcated with labeled vertical lines in purple (2.0) and red (0.5). Single-arm ratio distributions are derived from Shi et al. (5). Ratio distributions of an additional 17 combinations are shown in *SI Appendix*, Fig. S6. (*A*) Double trisomy of homoeologous regions. (*B*) Double trisomy of nonhomoeologous regions. (*C*) Double monosomy.

**Fig. 3.**
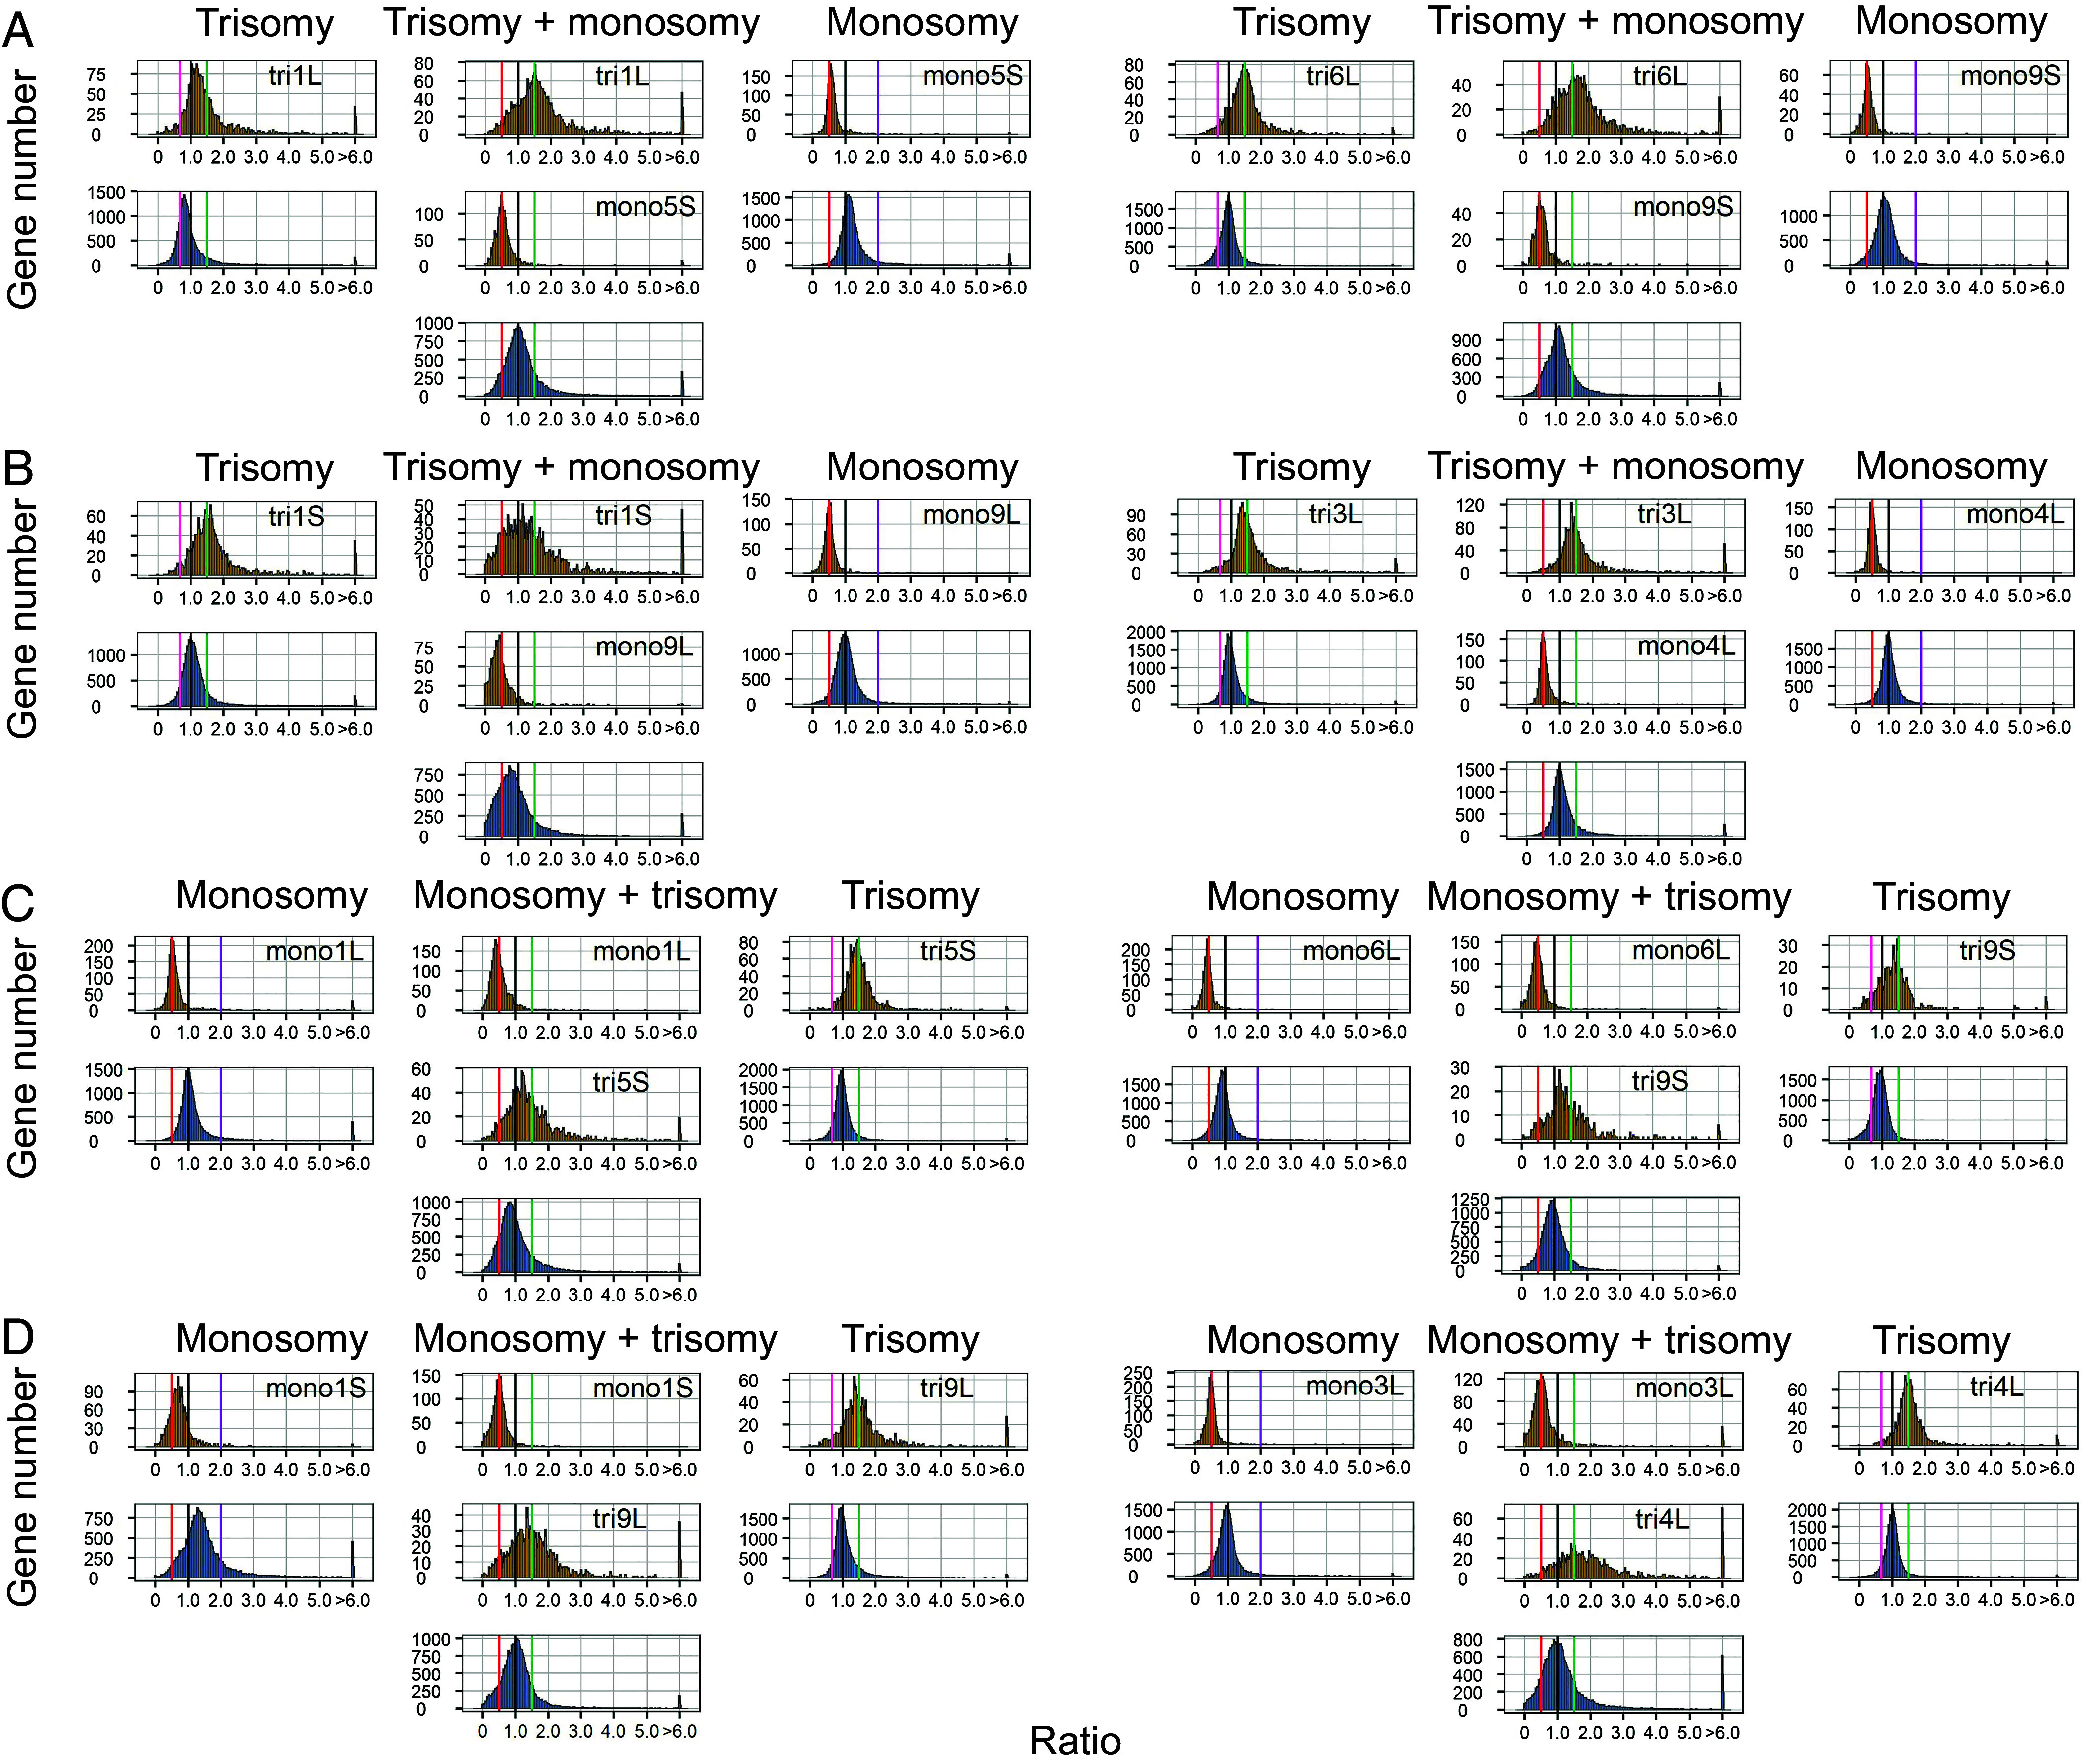
Ratio distributions of gene expression in selected aneuploidy combinations involving trisomy + monosomy compared with the single-arm aneuploidy. The normalized counts from RNA-seq were averaged for the biological replicates. Those genes with a sum of averaged counts of aneuploidy and control <1 are regarded as lowly expressed genes and were filtered out. For each expressed gene, a ratio of the averaged normalized value in the aneuploidy was made over the normalized counts in the segregating diploid control. These ratios were plotted in bins of 0.05. The x-axis notes the value for each bin, and the y axis notes the number of genes per bin (frequency). For each aneuploidy, genes were partitioned into those encoded on the varied chromosome (*cis*, orange) versus those encoded on the remainder of the genome that were not varied in dosage (*trans*, blue). For *cis* genes, a ratio of 1.5 and 0.5 represents a gene-dosage effect in trisomy and monosomy, respectively, while 1.0 represents dosage compensation. A ratio range 1 to 1.5 and 0.5 to 1 represent partial dosage compensation in trisomy and monosomy, respectively. For the *trans* genes, a ratio of 1.0 represents no change in the experimental genotype versus the control. These ratio values are demarcated with labeled vertical lines in purple (2.0) and red (0.5). Single-arm ratio distributions are derived from Shi et al. (5). Ratio distributions for an additional 17 combinations are shown in *SI Appendix*, Fig. S6. (*A*) Trisomy + monosomy for homoeologous regions. (*B*) Trisomy + monosomy for nonhomoeologous regions. (*C*) Monosomy + trisomy for the regions in (*A*). (*D*) Monosomy + trisomy for the regions in (*B*).

In addition to the ratio distributions, the median of the ratios was calculated to quantify the *cis* and *trans* effects in the aneuploidy combinations (Dataset S2). 

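Among the 33 combinations, the lowest median ratio of *trans* genes was 0.825 (95% interval 0.816 to 0.832) in trisomy 1S+monosomy 9L, and the highest was 1.17 (95% interval 1.17 to 1.18) in double monosomy 6L+9S. The trisomic arms ranged from 1.24 (95% interval 1.17 to 1.30) for 1S in trisomy 1S+monosomy 9L to 1.78 (95% interval 1.72 to 1.87) for 4L in monosomy 3L+trisomy 4L, where the medians of the 5 windows of 20 Mb on 4L lay between 1.53 and 1.81 after division by the *trans* median. The lowest median of a monosomic arm was 0.414 (95% interval 0.395 to 0.433) for 9L in trisomy 1S+monosomy 9L, and the highest was 0.602 (95% interval 0.593 to 0.614) for 6L in double monosomy 5L+6L. Dataset S8 notes leaf mid-rib for 2 of 2 plants of trisomy 1S+monosomy 9L. An effect of the tissue on its values cannot be told apart from the aneuploidy. Of the other filters and boundaries tried, a sum of means of at least 10 FPKM moved the *trans* medians most, by 5.21% in double monosomy 3L+4L and by a median of 1.12% over the combinations.

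**Figure D1:**
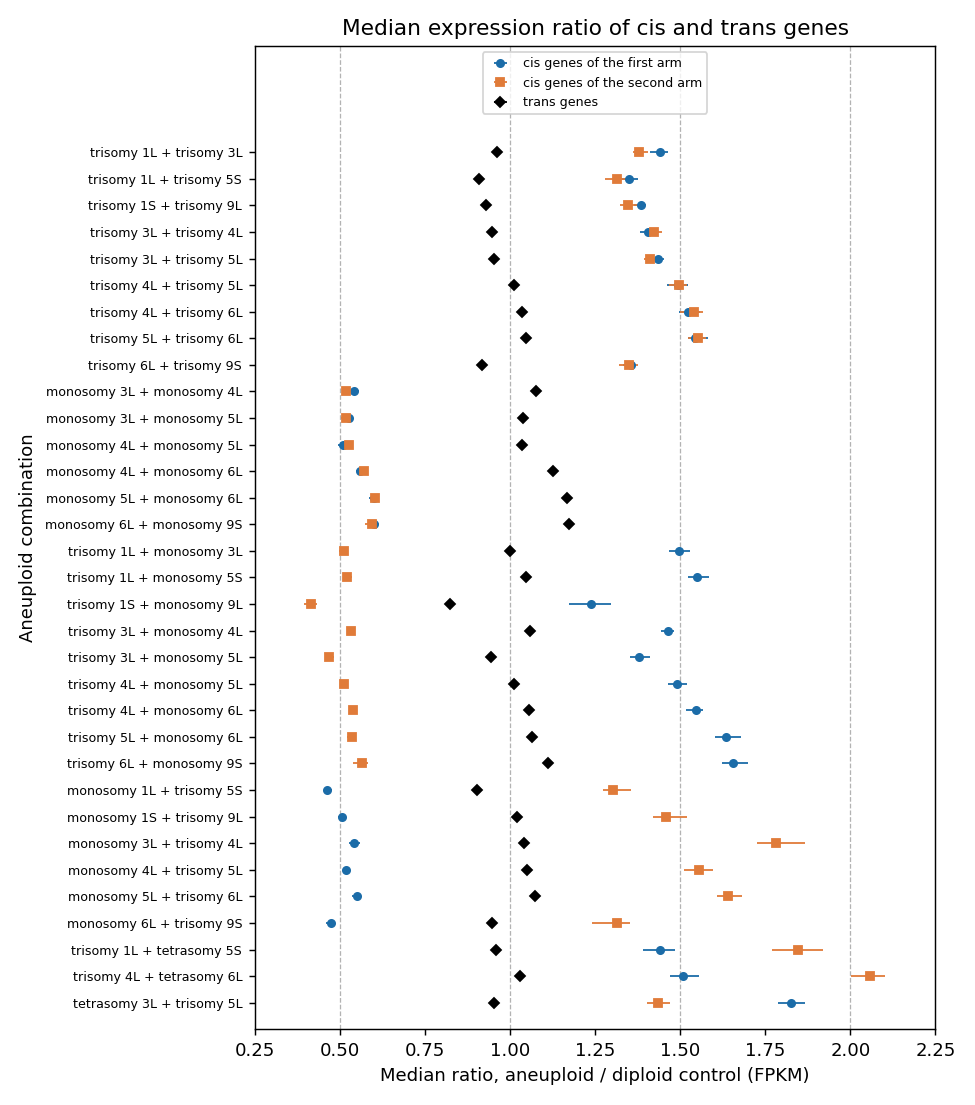
Median ratio of FPKM, aneuploid to diploid control, on the x axis for each combination on the y axis. Circles and squares are the *cis* genes of the first and second arm, diamonds are the *trans* genes, horizontal bars are 95% bootstrap intervals over genes and dashed lines mark 0.5, 1, 1.5 and 2. The *trans* medians lie between 0.825 and 1.17.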

A partial dosage compensation was observed for genes located on the varied chromosome arms. 

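The medians of the arms were also divided by the *trans* median of the same combination. In the double trisomies the 18 trisomic arms then lay between 1.44 and 1.50, with a median of 1.48, and 16 of the 18 were below 1.5. In the double monosomies the 12 monosomic arms lay between 0.483 and 0.515, with a median of 0.507, and 8 of the 12 were above 0.5.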

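Among the 9 double trisomies, the lowest median of an arm was 1.31 (95% interval 1.28 to 1.35) for 5S in 1L+5S. Medians of 1.35 (95% interval 1.32 to 1.38) for 9L in 1S+9L, 1.35 (95% interval 1.32 to 1.38) for 9S and 1.35 (95% interval 1.33 to 1.37) for 6L in 6L+9S, and 1.35 (95% interval 1.32 to 1.38) for 1L in 1L+5S had overlapping intervals. The medians of 1S in 1S+9L and of the arms of 1L+3L, 3L+4L, and 3L+5L were between 1.38 and 1.44. In 4L+5L the 4L genes had a median of 1.49 (95% interval 1.46 to 1.52) and the 5L genes 1.50 (95% interval 1.47 to 1.52). The arms of 4L+6L had medians of 1.52 and 1.54, and those of 5L+6L had medians of 1.54 and 1.55.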

In double trisomy (trisomy + trisomy), 7 out of 9 combinations showed a median ratio of slightly less than 1.5 for *cis* genes on both arms, indicating a similar shift in cis gene expression for the two genomic regions (*SI Appendix*, Fig. S7). The *trans* genes also exhibited a ratio peak shift in the same direction as the *cis* genes, with the median ratio in seven double trisomies below 1.0. This correlated peak ratio shift for *cis* and *trans* genes is consistent with data from single-arm aneuploids (4, 5). It should be noted that this shift is not due to the contributions of *cis* dosage effects to the transcriptome because the percentage of the genome in each case (4) is too low to account for the observed changes, which are indeed heterogeneous (Figs. 2 and 3 and *SI Appendix*, Fig. S6). 

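The *trans* median was below 1 in 6 of the 9 double trisomies, with intervals wholly below 1. It was 0.909 in 1L+5S, 0.918 in 6L+9S, 0.929 in 1S+9L, 0.948 in 3L+4L, 0.954 in 3L+5L and 0.961 in 1L+3L. The intervals of the other 3 lay wholly above 1, with medians of 1.01 (95% interval 1.01 to 1.02) in 4L+5L, 1.03 in 4L+6L and 1.05 in 5L+6L. With a sum of means of at least 10 FPKM, the median of 4L+5L fell to 0.992 and 7 of the 9 were below 1. The *cis* shift of a combination was taken as the mean over both arms of log2 of the median over 1.5 and the *trans* shift as log2 of the *trans* median. Across the 9 double trisomies they were correlated with a Pearson r of 0.994 (two-sided exact permutation p = 1.10e-05) and a Spearman rho of 0.950 (two-sided exact permutation p = 3.53e-04). Without the 2 combinations farthest from the median *cis* shift, r was 0.984 (n = 7, exact permutation p = 7.94e-04). Within the 6 combinations with a *trans* median below 1, r was 0.968 (exact permutation p = 0.00694) and rho was 0.829 (exact permutation p = 0.0583). Of 3 such relations computed, the Benjamini-Hochberg adjusted p of the first r was 3.31e-05. Both shifts come from the same group means, so a scaling factor of a comparison moves both alike. The correlations do not separate such a factor from a response of the plants. The labels name no sequencing batch.

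**Figure D2:**
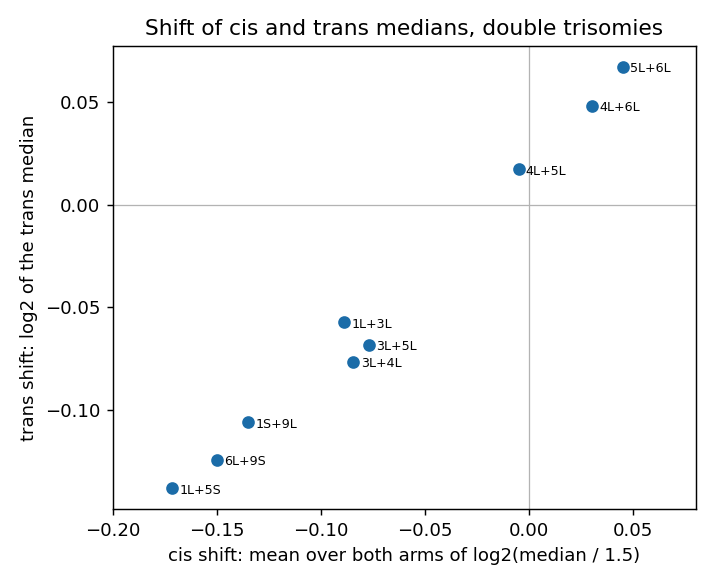
Shift of the *cis* medians from 1.5 on the x axis and of the *trans* median from 1 on the y axis, both in log2 units, with 1 point per double trisomy. The points rise together from 1L+5S at the lower left to 5L+6L at the upper right, and 3 of the 9 lie above 0 on the y axis.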

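The genes of the 2 varied arms held between 8.89% and 15.4% of the summed FPKM of the diploid controls. A *trans* ratio was computed for each combination under the assumptions that *cis* genes follow gene dosage, that *trans* genes do not change and that the total is constant. On the log2 scale it ranged from -0.11 to -0.06 in the double trisomies, where the observed *trans* medians ranged from -0.14 to 0.07. In the double monosomies it ranged from 0.07 to 0.09, and the observed medians from 0.05 to 0.23. The computed and the observed value lay on the same side of 0 in 6 of 9 double trisomies, in 6 of 6 double monosomies and in 8 of 15 combinations of a trisomy with a monosomy. In double trisomy 5L+6L the computed value was -0.08 and the observed value 0.07. In trisomy 1S+monosomy 9L they were -0.0069 and -0.28. With each gene's FPKM multiplied by the length of its locus, the computed range of the double trisomies was -0.11 to -0.06.

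**Figure D3:**
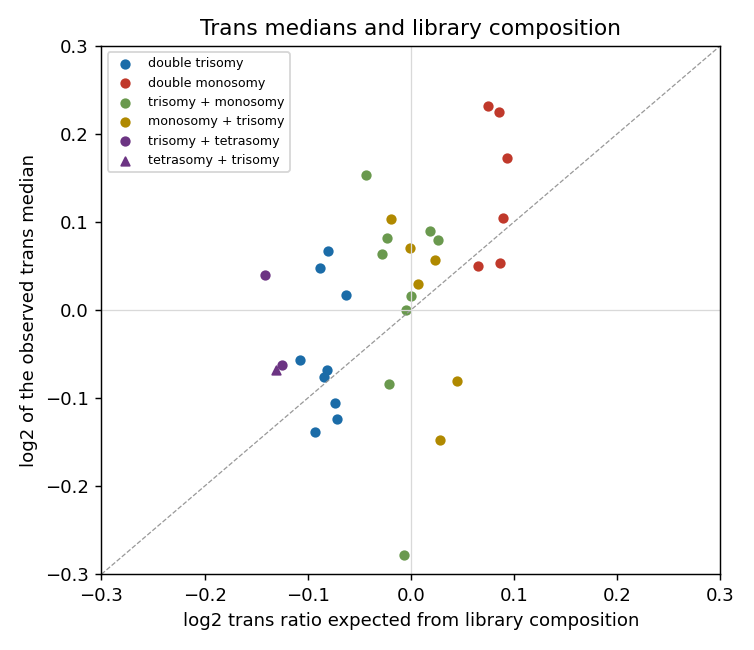
Log2 of the *trans* ratio computed from the share of diploid expression on the varied arms (x axis) against log2 of the observed *trans* median (y axis), with 1 point per combination and colors for the types of combination. The dashed line marks equal values, and the observed values spread from -0.28 to 0.23 while the computed ones lie between -0.14 and 0.09.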

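In the 6 double monosomies, the lowest median of an arm was 0.508 (95% interval 0.494 to 0.520) for 4L in 4L+5L, and the arms of 3L+4L, 3L+5L, and 4L+6L had medians between 0.517 and 0.571. In 6L+9S the median was 0.602 for 6L and 0.595 for 9S. The *trans* median was 1.13 in 4L+6L, 1.17 in 5L+6L and 1.08 in 3L+4L. It was lowest in 4L+5L, at 1.04 (95% interval 1.03 to 1.04), and this value fell to 0.995 when a sum of means of at least 10 FPKM was required. In 3L+5L it was 1.04 (95% interval 1.03 to 1.04).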

A similar pattern was found in double monosomies, where *cis* arms had peak medians shift slightly above 0.5, and *trans* gene ratios exceeded 1. In other words, the medians of double trisomies and double monosomies were generally slightly shifted below the dosage effect level and above the dosage effect level, respectively. For *trans* medians, the double trisomies were more often below 1.0 and the double monosomies were all above 1.0. 

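For 6 pairs of arms both a double trisomy and a double monosomy were sequenced, and the 2 combinations of a pair were compared with the same controls. The log2 *trans* median was higher in the double monosomy in 6 of 6 pairs, by a mean of 0.16 ± 0.11 (SD, n = 6 pairs). The difference was smallest in 4L+5L, at 0.03, and largest in 6L+9S, at 0.36. A two-sided exact sign-flip permutation test gave p = 0.0312, the smallest p that 6 pairs allow, and the Benjamini-Hochberg adjusted p over the 2 tests of this kind was also 0.0312. With each pair left out in turn, the mean difference stayed between 0.12 and 0.19.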

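In the double trisomies, 17.3% to 35.4% of the *cis* genes of an arm had a ratio within 10% of 1.5, and 7.03% to 12.9% had a ratio within 10% of 1. In the double monosomies, 18.3% to 22.8% of the *cis* genes of an arm were within 10% of 0.5, and 2.89% to 6.59% within 10% of 1. Between 18.2% and 39.1% of the *trans* genes of these 15 combinations had a ratio within 10% of 1. A ratio of 1.5 or more was found in 4.10% to 13.1% of the *trans* genes of the double trisomies, and a ratio of 1/1.5 or less in 7.45% to 23.0%. In the double monosomies the percentages were 5.94% to 13.9% for a ratio of 1/1.5 or less and 16.2% to 25.2% for a ratio of 1.5 or more. These percentages describe genes in group means, and the part due to noise between plants is not known.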

While the median ratio is used to evaluate the *cis* and *trans* effects, it is clear from the ratio distributions that a subset of genes in most of the combinations still exhibit expression patterns of dosage effect in *cis* and direct effect in *trans* (Figs. 2 and 3 and *SI Appendix*, Fig. S6).

In contrast to the double trisomies and double monosomies, the various medians of trisomy + monosomy were more dispersed, illustrating that some of these combinations have more extreme global effects (*SI Appendix*, Fig. S7). 

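The SD of the log2 *trans* median was 0.113 over the 15 combinations of a trisomy with a monosomy, 0.0753 over the 9 double trisomies and 0.0819 over the 6 double monosomies. For the *cis* arms, the SD of log2 of the median over gene dosage was 0.130 over 30 arms, 0.0777 over 18 and 0.0949 over 12. The differences between these SDs were not tested. With trisomy 1S+monosomy 9L left out, which was chosen after its values were seen, the SD was 0.0836 over the other 14 *trans* medians and 0.109 over 28 arms. The *trans* medians of the 15 combinations reached up to 1.11 (95% interval 1.11 to 1.12) in trisomy 6L+monosomy 9S, and the next lowest after trisomy 1S+monosomy 9L was 0.903 (95% interval 0.896 to 0.910) in monosomy 1L+trisomy 5S.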

Eleven out of 15 monosomy + trisomy combinations showed a trend toward dosage compensation (median > 0.5) for genes on the reduced chromosome arm (Dataset S2). 

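The 11 monosomic arms with a median above 0.5 ranged from 0.505 (95% interval 0.493 to 0.518) for 1S in monosomy 1S+trisomy 9L to 0.564 (95% interval 0.539 to 0.584) for 9S in trisomy 6L+monosomy 9S. Apart from 9L in trisomy 1S+monosomy 9L, the monosomic arms below 0.5 were 1L in monosomy 1L+trisomy 5S, with 0.462 (95% interval 0.453 to 0.476), 5L in trisomy 3L+monosomy 5L, with 0.469 (95% interval 0.462 to 0.483), and 6L in monosomy 6L+trisomy 9S, with 0.473 (95% interval 0.460 to 0.486). The median over the 15 monosomic arms was 0.519.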

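Among the 15 combinations of a trisomy with a monosomy, the trisomic arm had its lowest medians after 1S in monosomy 1L+trisomy 5S, with 1.30 (95% interval 1.27 to 1.36) for 5S, and in monosomy 6L+trisomy 9S, with 1.31 (95% interval 1.24 to 1.35) for 9S. After 4L in monosomy 3L+trisomy 4L the highest were 1.66 (95% interval 1.62 to 1.70) for 6L in trisomy 6L+monosomy 9S and 1.64 (95% interval 1.61 to 1.68) for 6L in monosomy 5L+trisomy 6L. The median was 1.50 (95% interval 1.47 to 1.53) for 1L in trisomy 1L+monosomy 3L and 1.49 (95% interval 1.46 to 1.52) for 4L in trisomy 4L+monosomy 5L, with intervals that contained 1.5.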

Trisomies more frequently trended toward dosage compensation (median < 1.5) rather than a dosage effect (median =/> 1.5) with 8 versus 7 instances in monosomy + trisomy (*SI Appendix*, Fig. S7). The primary peaks of *cis* and *trans* of trisomy and monosomy did not always shift in the same direction in these types of combinations.

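Each median was placed above or below its reference, which was 0.5 for the monosomic arm, 1.5 for the trisomic arm and 1 for *trans* genes. The monosomic arm and the *trans* genes were on the same side in 14 of the 15 combinations, the trisomic arm and the *trans* genes in 12, and all 3 medians in 11. In trisomy 3L+monosomy 4L, for example, the monosomic 4L had a median of 0.533 and the *trans* genes 1.06, while the trisomic 3L had 1.46. Trisomy 1L+monosomy 3L had a *trans* median of 1.000 (95% interval 0.993 to 1.01), which rose to 1.01 without a filter.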

In the three trisomy + tetrasomy combinations, all *cis* chromosome arms showed a trend toward dosage compensation, as indicated by medians less than 1.5 in trisomy and less than 2.0 in tetrasomy. 

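In trisomy 1L+tetrasomy 5S the median was 1.44 (95% interval 1.39 to 1.48) for 1L and 1.85 (95% interval 1.77 to 1.92) for 5S. In tetrasomy 3L+trisomy 5L it was 1.83 (95% interval 1.79 to 1.87) for 3L and 1.43 (95% interval 1.40 to 1.47) for 5L. In trisomy 4L+tetrasomy 6L it was 1.51 (95% interval 1.47 to 1.56) for the trisomic 4L and 2.06 (95% interval 2.00 to 2.10) for the tetrasomic 6L. Without a filter on low values the 4L and 6L medians of this combination were 1.49 and 2.02. When only ratios between 1/6 and 6 were kept, an alternative chosen after seeing the data, they were 1.48 and 1.98. Each value comes from a single plant.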

For *trans* genes, the medians for trisomy+tetrasomy in 1L+5S were below 1.0, while in 4L+6L they were above 1.0. 

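The *trans* median was 0.958 (95% interval 0.949 to 0.967) in trisomy 1L+tetrasomy 5S and 1.03 (95% interval 1.02 to 1.04) in trisomy 4L+tetrasomy 6L. The 2 values lay on the same sides of 1 under the other filters and boundaries tried, from 0.917 to 0.989 in the first and from 1.01 to 1.04 in the second.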

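For the 18249 *trans* genes of the plant with tetrasomy 3L and trisomy 5L, the median ratio was 0.954 (95% interval 0.949 to 0.961), and 55.2% of these genes had a ratio below 1. The difference from the *trans* median of double trisomy 3L+5L was within the interval.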

In tetrasomy 3L+trisomy 5L, *trans* genes were modulated to below 1.0 (*SI Appendix*, Fig. S8 and Dataset S3).

### Aneuploidy Combinations Showed Greater Modulation than the Single-Arm Aneuploidy.

To compare the *cis* and *trans* effects in combined aneuploidy to single-arm aneuploidy, we first conducted Kolmogorov–Smirnov (K-S) tests to assess differences between the two ratio distributions of gene expression in aneuploid combinations and single-arm aneuploidies. All comparisons indicated significant differences (Dataset S4), suggesting distinct modulation of gene expression in these comparisons. Bartlett’s test showed that the variance of combined aneuploidy is significantly different from the single-arm aneuploidy, an indication that the range of gene expression is significantly different in the comparisons (Dataset S4).

To examine whether the modulation observed in *cis* and *trans* in aneuploid combinations tends to be stronger or weaker when compared with the single-arm aneuploidy, we generated differential gene expression plots to show the significant genes versus those unchanged comparing combinations to single-arm aneuploidies (Fig. 4 and *SI Appendix*, Fig. S9). In addition, we retrieved the number of differentially expressed genes (DEGs) in *cis* and *trans* from the plots for each group. For example, for *cis* genes, if an aneuploidy combination had more genes in *cis* tending to be dosage compensated, there would be more genes for which the expression is unchanged (ratio shift toward to 1.0). 

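In the authors' deposited table, the numbers of *cis* genes with a q-value below 0.05 differed widely between arms. In double trisomy 6L+9S, 227 of 1318 genes on 6L and 95 of 484 on 9S were differentially expressed, and in double trisomy 5L+6L 583 of 1043 on 5L and 768 of 1341 on 6L. The percentage of unchanged *cis* genes of an arm ranged from 42.7% to 82.8% in the double trisomies (median 57.9%), from 29.9% to 53.2% in the double monosomies (median 37.3%) and from 22.7% to 73.8% in the combinations of a trisomy with a monosomy (median 42.7%). With a q-value below 0.01, the total over the double trisomies fell from 8720 to 5671 *cis* genes. Unchanged here means a q-value of at least 0.05. Gene dosage gives a ratio of 1.5 in a trisomy and 0.5 in a monosomy. The smaller change of a trisomy passes the threshold less easily, so these percentages do not compare dosage compensation between the types of combination. The number of plants also enters the q-values, and 6L+9S had 2 controls against 4 in 5L+6L.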

We calculated the percentage of unchanged genes (total *cis* genes minus DEG genes)/total *cis* genes). A higher percentage in aneuploidy combinations indicates a greater dosage compensation, while a lower percentage indicates less. To compare *trans* effects between single-arm trisomy and double trisomy or single-arm monosomy and double monosomy, the number of significantly upregulated (SU) and significantly downregulated (SD) genes was compared to the total *trans* genes, respectively. The higher percentage of SD in double trisomies indicates a stronger inverse effect while a higher %SU illustrates an intensified direct effect in the combinations. For double monosomies, a higher %SD and %SU indicate a stronger direct effect and inverse effect, respectively. In monosomy + trisomy combinations, it is challenging to determine the direct and inverse effect in *trans* compared to the single aneuploids because the number of *trans* genes changes. Instead, we calculated the percentage of the *trans* DE genes. 

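From the q-values of the authors' deposited table, the percentage of *trans* genes differentially expressed ranged from 9.46% (1706 of 18038 genes) in monosomy 4L+trisomy 5L to 34.0% (5991 of 17601 genes) in monosomy 1L+trisomy 5S over the 15 combinations of a trisomy with a monosomy, with a median of 20.0%. More *trans* genes had a higher than a lower expression in 10 of the 15. A q-value below 0.01 lowered their total from 53474 to 33730.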

A higher percentage in the combined aneuploidy indicates greater modulation of gene expression, while a lower value suggests a reduced effect on gene expression.

**Fig. 4.**
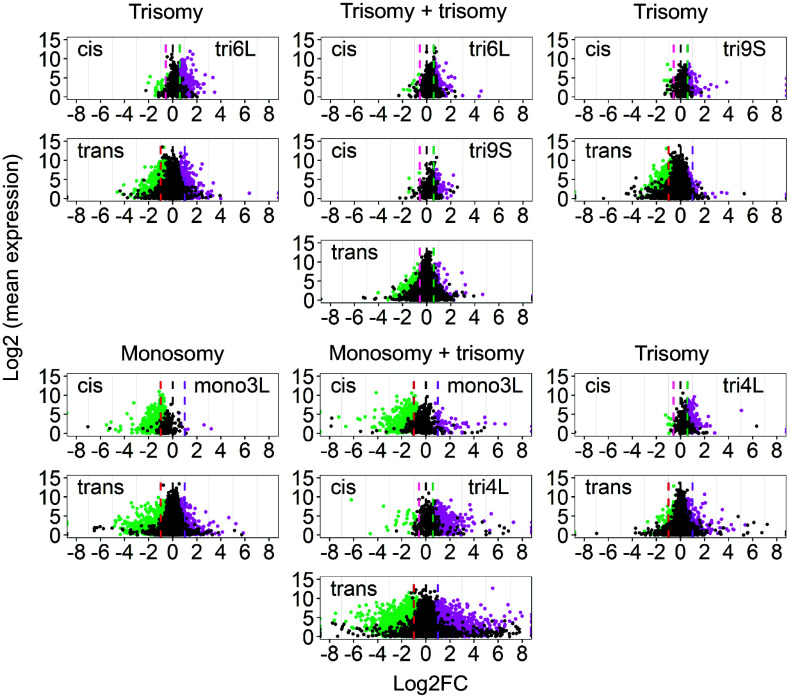
Scatter plots of differential gene expression in double trisomies 6L+9S and monosomy + trisomy 3L+4L that illustrate an example of rebalancing and of a multiplicative effect. Scatter plots of significant differential expression (using Cuffdiff) for each gene comparing aneuploidy of the combination and single-arm to the diploid control are shown. The scatter plot analysis was used as a complement to ratio distributions to illustrate both the magnitude of deviation from the diploid control and the magnitude of expression difference. Lowly expressed genes were filtered using the same criteria as in the ratio distributions. The x-axis represents log2-fold change of the aneuploidy to the diploid control and the y-axis shows the mean of normalized counts of the aneuploidy and diploid. Data points with a q-value (adjusted *P*-value) < 0.05 and a corresponding log-fold change of aneuploidy to the control more than 0 were depicted in magenta, while points with a q value < 0.05 and a corresponding log-fold change of aneuploidy to diploid control < 0 were depicted in green. Otherwise, they were designated in black. For the respective aneuploidy, genes were partitioned into those encoded on the varied chromosome (*cis*) and those in the remainder of the genome (*trans*). Three designated ratio values, 0.5, 1.0, and 2.0, were depicted in red, black, and purple vertical dashed lines, respectively. Vertical dashed lines of pink and green designate ratio values of 0.67 and 1.5, respectively. Scatter plots of differential gene expression for an additional 30 combinations are shown in *SI Appendix*, Fig. S9.

In general, a greater modulation in *cis* and *trans* occurred in plants with a greater chromosome dosage change. For example, in double monosomies, all of them showed a stronger inverse effect in *trans* and dosage compensation in *cis* than each of the single-arm monosomies. 

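In the authors' deposited table, more *trans* genes were significantly upregulated than downregulated in 6 of the 6 double monosomies, 18334 against 8121 in total. The share of upregulated genes among these was highest in 6L+9S, at 85.4%, with 2583 upregulated and 443 downregulated genes, and lowest in 3L+5L, at 57.6%, with 2258 and 1660. In 5L+6L the numbers were 3764 and 870. Among *cis* genes, 53.2% of the 6L genes and 52.8% of the 9S genes of double monosomy 6L+9S were unchanged, and 29.9% of the 4L genes of double monosomy 4L+6L. The pair 6L+9S had 2 controls and 4L+6L had 3, and the number of plants enters the q-values. The single-arm monosomies were not analysed here.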

The greater modulation is consistent with the phenotypic changes, as the absence of one copy of both chromosome arms showed more detrimental effects than the single-arm monosomy (Datasets S5 and S6 and *SI Appendix*, Table S1). However, combinations such as double monosomies 3L+4L, 4L+5L, and 4L+6L showed a stronger direct effect than the monosomy 4L suggesting an overall greater modulation in the combinations, with some genes being modulated to a higher expression while a subset of other genes was further downregulated.

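Double monosomy 3L+4L had 1562 significantly downregulated *trans* genes beside 2957 upregulated ones in the authors' deposited table, 4L+5L had 1799 beside 3099, and 4L+6L had 1787 beside 3673. In 4L+6L, 7.91% of the *trans* genes past the filter had a ratio below 0.5 and 7.80% a ratio above 2. In 3L+4L these percentages were 5.17% and 14.6%, and in 4L+5L they were 4.70% and 13.7%.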

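By the q-values of the authors' deposited table, 1791 *trans* genes (10.0%) were differentially expressed in monosomy 6L+trisomy 9S and 3663 in monosomy 1S+trisomy 9L, for which 3 plants were mapped and 4 are listed in Dataset S8. In the opposite combinations the percentage was 28.8% in trisomy 1S+monosomy 9L (2 plants), 9.70% in trisomy 4L+monosomy 5L (4 plants) and 18.7% in trisomy 6L+monosomy 9S (5 plants). Monosomy 6L+trisomy 9S and monosomy 4L+trisomy 5L had 2 plants each, and the number of plants enters the q-values. The IQR of the log2 *trans* ratios was 0.52 in monosomy 4L+trisomy 5L, 0.65 in monosomy 6L+trisomy 9S and 0.76 in monosomy 1S+trisomy 9L. In the opposite combinations of these arms it was 0.48, 0.67 and 1.18. Leaf mid-rib is noted for 2 of 2 plants of trisomy 1S+monosomy 9L, which had the 1.18.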

In monosomy+trisomy of 1S+9L, 4L+5L, and 6L+9S, where the combined aneuploidies displayed similar or more vigorous phenotypic traits than the single-arm monosomy, less *trans* modulation was observed, suggesting that the phenotypic compensation in the combinations was due to a rebalancing of gene expression. The remainder of the combinations showed a greater modulation with one in particular, monosomy 3L+trisomy 4L, showing a range of gene expression from the normal control extending up to 2 to the 8th power (Fig. 4). In this case, there is a multiplicative response to the combined aneuploidies. 

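In monosomy 3L+trisomy 4L, 472 *trans* genes had a ratio above 8 and 267 a ratio below 1/8, together 4.18% of the *trans* genes, and the highest log2 ratio of a gene with a diploid mean above 0 was 11.0. The IQR of its log2 ratios was 0.95. Trisomy 1S+monosomy 9L, with leaf mid-rib noted for 2 of 2 plants, had a larger IQR, 1.18, and more such genes in total, 840. Of these, 198 had a ratio above 8, fewer than in monosomy 3L+trisomy 4L, and 642 a ratio below 1/8. The highest log2 ratio was larger in other combinations, for example 12.7 in double monosomy 3L+5L and 11.9 in double monosomy 4L+5L. Double monosomy 4L+5L also had more genes with a ratio above 8, 492, and 81 with a ratio below 1/8. These numbers depend on weakly expressed genes. Over the 33 combinations there were 9493 such genes, and 1701 when a pseudocount of 1 FPKM was added to both means. Among the 3596 *trans* genes of monosomy 3L+trisomy 4L with a mean of at least 1 FPKM in both groups and a q-value below 0.05 in the authors' deposited table, Zm00004b014563 on chromosome 5 had the highest ratio, with 1.41 FPKM in the diploid controls and 179 FPKM in the aneuploid plants (log2 ratio 6.98). Zm00004b039184 on chromosome 10 followed, with 5.79 and 655 FPKM (6.82). Zm00004b007944 on chromosome 2 had the lowest ratio, with 168 FPKM in the controls and 2.26 FPKM in the aneuploid plants (-6.22), followed by Zm00004b037263 on chromosome 7, with 70.4 and 1.27 FPKM (-5.79). The q-value of each was 4.52e-04 in the authors' deposited table. The files do not pair these identifiers with gene names. The aneuploid means rest on 2 plants, of which 1 is noted with leaf mid-rib in Dataset S8. The other is not listed there, so its leaf tissue is not known.

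**Figure D4:**
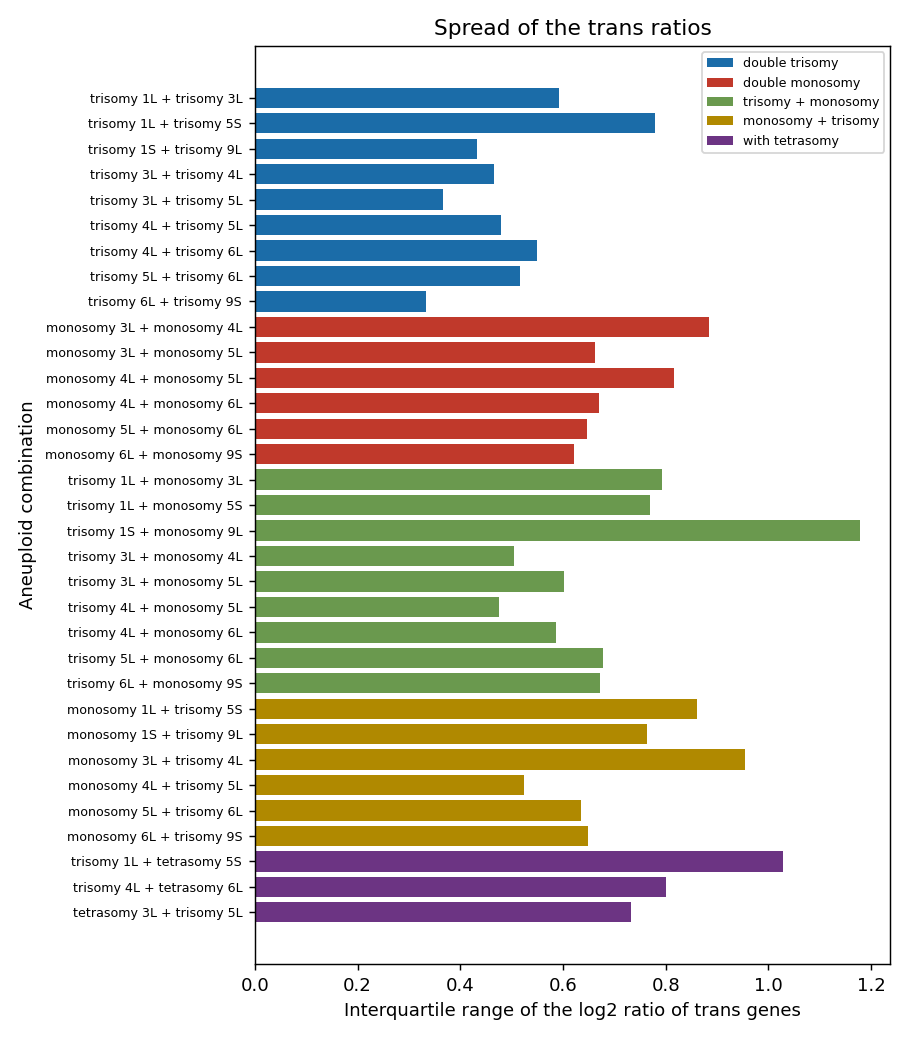
IQR of the log2 ratio of *trans* genes on the x axis, with a bar for each combination on the y axis and colors for the types of combination. Trisomy 1S+monosomy 9L has the longest bar (1.18), and monosomy 3L+trisomy 4L reaches 0.95.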

The double trisomies, which represent the least morphological change in combinations, showed a lesser percentage of DE genes in *trans* in general. 

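In the authors' deposited table, 3.36% to 30.1% of the *trans* genes had a q-value below 0.05 in the 9 double trisomies (median 8.30%), and 16.4% to 30.2% in the 6 double monosomies (median 25.2%). Double trisomy 1L+5S had the highest percentage of the double trisomies, and no double monosomy of this pair was sequenced. In the 6 pairs with both combinations, the percentage was higher in the double monosomy in 6 of 6, by a mean of 13.4 ± 3.28 percentage points (SD, n = 6 pairs; range 8.22 to 18.2). The two-sided exact sign-flip permutation test gave p = 0.0312, the smallest p possible with 6 pairs (adjusted p = 0.0312 over 2 tests). The pairs share arms and are not independent. The double monosomy had no more plants than the double trisomy in 4 of the 6 pairs. With a q-value below 0.01 the mean difference was 9.50 percentage points.

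**Figure D5:**
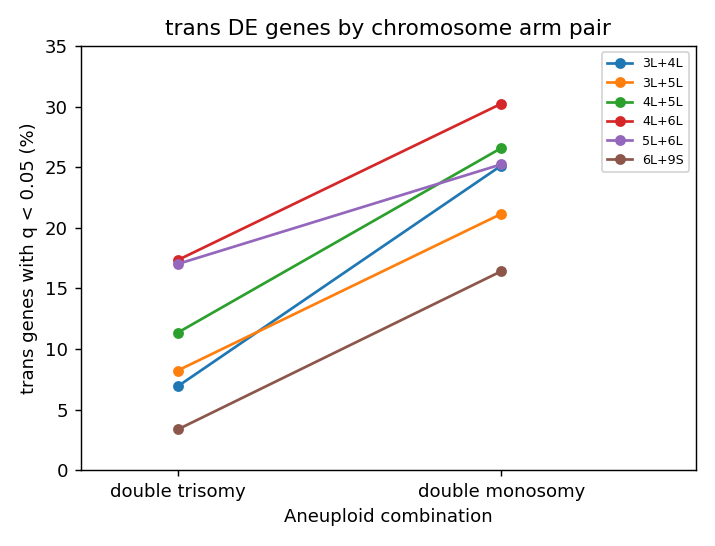
Percentage of *trans* genes with a q-value below 0.05 in the authors' deposited table (y axis) in the double trisomy and the double monosomy (x axis) of 6 pairs of arms, with a line for each pair. All 6 lines rise, from 3.36% to 16.4% in 6L+9S for example.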

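In double trisomy 5L+6L, 1615 *trans* genes were significantly upregulated and 1404 significantly downregulated in the authors' deposited table, among 17746 past the filter. In double trisomy 6L+9S, 121 were upregulated and 481 downregulated among 17901. Both combinations had 4 plants, but 5L+6L had 4 controls and 6L+9S had 2. The number of plants enters the q-values, so the 2 sets of counts are not on an equal footing. The single-arm trisomies were not analysed here.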

The combinations of double trisomies 5L+6L and 6L+9S showed lesser inverse effects compared to each of the single-arm trisomy, which is consistent with the similar phenotype changes in the former and a less vigorous trait in the latter (Fig. 4). In addition to this, the *trans* genes of double trisomy 6L+9S are more clustered than either of the trisomies, which is an example of rebalanced gene expression in this combination. These findings suggest that greater phenotypic changes in aneuploidy combinations are associated with greater gene expression modulation.

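Double trisomy 6L+9S had the lowest IQR of the log2 *trans* ratios among the 33 combinations, 0.33, followed by double trisomy 3L+5L. The quartiles of its *trans* ratios were 0.817 and 1.03, and 72 genes (0.402%) had a ratio above 8 or below 1/8. In the other combinations of these arms the IQR was 0.67 in trisomy 6L+monosomy 9S and 0.62 in double monosomy 6L+9S. From such comparisons of plots and percentages with the single-arm aneuploids, the paper proposes that greater phenotypic changes go with greater modulation of gene expression, and it gives double trisomy 6L+9S as a case of rebalanced expression.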

### Response of Subgenomes to Genomic Imbalance.

As noted above, maize has descended from a most recent whole genome duplication (WGD) approximately 12 Mya. Subsequent fraction of the genome is not uniform across functional gene categories. Previous studies have shown that different functional groups of genes respond differently to genomic imbalance (4, 5). Ribosomal genes tend to be selectively retained as duplicates after WGD (18), suggesting that maintaining the stoichiometry of ribosomal proteins is critical. There are too few *cis* ribosomal genes for a meaningful analysis but the expression of ribosomal genes in *trans* in response to aneuploidy varied across different chromosome arm pairs (*SI Appendix*, Fig. S10). Previous findings showed that genes from maize subgenome 1, which are descended from one ancestor to the most recent WGD, tend to be retained more and expressed at a higher level compared to those in subgenome 2, which are descended from the other ancestral parent (27). We separated these genes based on their location in maize subgenome 1 or 2 to determine whether aneuploidy affected the subgenomes differently. However, we did not observe significant changes in ribosomal gene expression between subgenomes 1 and 2 when comparing the control and the combination aneuploids, suggesting a similar response of these duplicated genes to genomic imbalance (*SI Appendix*, Fig. S10 and Dataset S7). The expression (FPKM) of the *trans* genes in subgenome1 is higher than those in subgenome2 in all aneuploidy combinations, suggesting that genomic imbalance does not alter the relative expression dominance of subgenomes even though imbalance alters their expression collectively, at least in the case of ribosomal protein genes (*SI Appendix*, Fig. S11).

### Transcriptome Size in Most Examined Aneuploidy Combinations Has Changed.

Ratio distributions only detect relative changes in gene expression, with no reflection on absolute changes in the transcriptome. To test whether genomic imbalance could affect the global RNA transcriptome, we used the method described in previous studies (4, 23) to quantify changes in transcriptome size. The accuracy of this approach is shown by the strong correlation between transcriptome size and the number of genomes in a ploidy series (4, 5). Unlike the ratio distribution in which an aneuploidy combination could be compared with the single-arm aneuploidy, we only collected the leaf tissue of combined aneuploidy and control for transcriptome size measurement.

A consideration in these analyses is that there is a low level of endoreduplication in maize leaves (28). This is unlikely to affect the results because the strength of the aneuploidy effects in general is dependent on the relationship to the background ploidy (4, 5), even in the endosperm where endoreduplication is extensive (10). Indeed, the assay determines the mRNA/genomic DNA relationship, which will provide a relative measure of the transcriptome size regardless of the cell ploidy.

The majority of the combinations resulted in a significant change in estimated transcriptome size (Fig. 5). Specifically, the transcriptome size decreased in 13 aneuploidy combinations (*P*-value < 0.05), while nine combinations exhibited an increase (*P*-value < 0.05). No significant changes in transcriptome size were observed in the remaining eight combinations. Among the aneuploidies showing increased transcriptome size, 1 out of 9 exhibited highly significant increases (*P*-value < 0.001). For aneuploidies with a decreased transcriptome size, 8 out of 13 displayed highly significant reductions (*P*-value < 0.001).

**Fig. 5.**
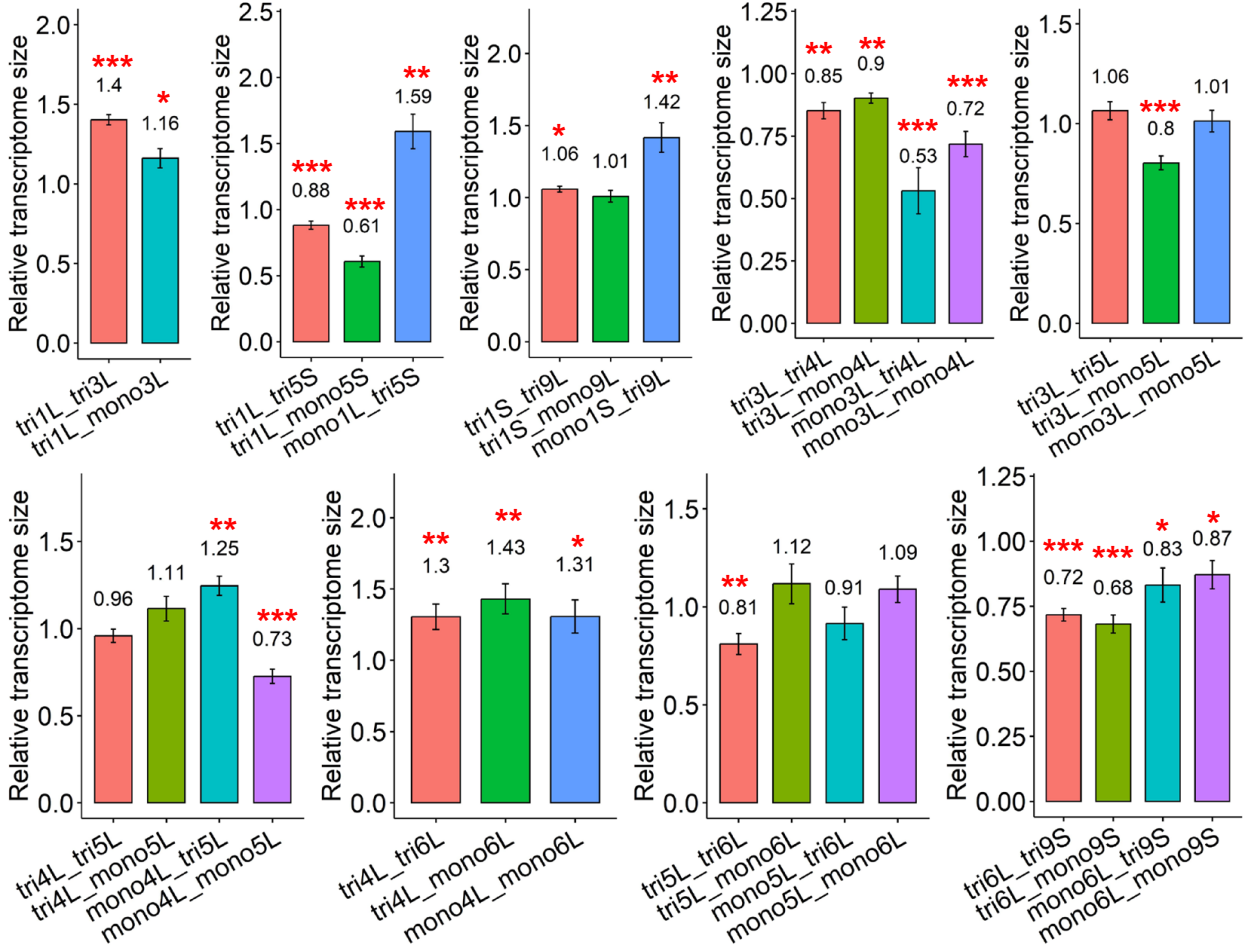
Transcriptome size measurement of aneuploidy combinations. There are 10 independent estimates (10 genes) of transcriptome size in each aneuploid combination by comparing the relative expression per genome (aneuploid combination/diploid control) from ddPCR to the relative expression per transcriptome (aneuploid combination/diploid control) from RNA-seq data. The x axis is the average value of 10 estimates, and the bar is SE across the 10 estimates.

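The RNA-seq ratios of the 10 genes, which form the denominators of the estimates, differed between genes within each combination. The median of the 10 ratios was lowest in trisomy 1S+monosomy 9L, at 0.800, and highest in trisomy 6L+monosomy 9S, at 1.26. In double trisomy 6L+9S the 10 ratios ranged from 0.768 for the SNF7 family gene Zm00004b032873 to 1.22 for peroxidase 5 (Zm00004b030088), which lies on the varied 6L. In monosomy 3L+trisomy 4L they ranged from 0.191 for the photosystem II reaction centre W gene Zm00004b018833, which lies on the monosomic 3L, to 2.54 for the transcription factor gene *glk8* (Zm00004b011191), with a median of 1.02. Of the 10 genes, 7 to 9 lay outside both varied arms. With these alone, the median of the 33 medians was 0.974, against 0.969 with all 10, and in 3 combinations the median changed its side of 1. Gene names are those of *SI Appendix*, Table S2. The ddPCR measurements were not used here.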

For chromosome arms 1L+3L, 1L+5S, 3L+4L, 4L+6L, and 6L+9S, all combinations (monosomy/monosomy, trisomy/trisomy, monosomy/trisomy) showed significant changes in transcriptome size. The combinations of 3L+4L and 6L+9S appeared to disrupt transcriptome size, as all types of combinations in these pairs showed a decrease, while in 1L+3L, and 4L+6L, all combinations showed an increase in transcriptome size. However, with 1L+5S, double trisomy and trisomy 1L+monosomy 5S showed a reduction of transcriptome size but monosomy 1L+trisomy 5S displayed an increase (Fig. 5). For 1S+9L and 4L+5L, two combined aneuploids each (tri1S+tri9L; mono1S+tri9L; mono4L+tri5L; mono4L+mono5L) exhibited changes in transcriptome size. In the remaining combinations, only the double trisomy of 5L+6L and trisomy 3L+monosomy 5L showed a decrease in transcriptome size.

The estimated transcriptome size is not always reflected in the relative gene expression changes. For example, in two cases with the greatest increase in transcriptome size (mono1L+tri5S and mono1S+tri9L) (Fig. 5), the ratio distributions show a trend of overall down modulation of a subset of genes (Fig. 3). On the other hand, the combination with the lowest transcriptome size (mono3L+tri4L) shows a wider spread but with an apparent downward shift in relative expression for many genes.

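In monosomy 1L+trisomy 5S, 59.5% of the *trans* genes had a ratio below 1, 12.3% a ratio below 0.5 and 7.02% a ratio above 2. In monosomy 1S+trisomy 9L, 47.7% were below 1, 10.8% below 0.5 and 5.57% above 2, and the *trans* median was 1.02 (95% interval 1.01 to 1.03). Among the *trans* genes with a q-value below 0.05 in the authors' deposited table, 3863 were downregulated and 2128 upregulated in the former, and 2077 and 1586 in the latter.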

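In monosomy 3L+trisomy 4L the quartiles of the *trans* ratios were 0.741 and 1.44, and the 1st and 99th percentiles were 0.0864 and 35.1. The *trans* median was 1.04 (95% interval 1.03 to 1.05), 46.3% of the *trans* genes had a ratio below 1 and 10.7% a ratio below 0.5. In the authors' deposited table, 1983 *trans* genes were downregulated and 2439 upregulated.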

In previous findings (4), we observed that the morphology of three haploid disomies (3L, 4L, and 6L), which exhibited a transcriptome size reduced to approximately half, were severely affected. In this study, we found 8 aneuploidy combinations with very detrimental phenotypes (*SI Appendix*, Table S1). Among them, our droplet digital PCR (ddPCR) results revealed that four combinations-monosomy 3L+trisomy 4L, monosomy 3L+monosomy 4L, trisomy 3L+monosomy 5L, and monosomy 4L+monosomy 5L—showed a highly significant reduction in transcriptome size (*P*-value < 0.001). One of them, monosomy 3L+trisomy 4L in which the DGE scatter plot displayed multiplicative gene expression in *trans*, showed a transcriptome size reduction to about half (0.53). The remaining three combinations among the 8 severely affected combinations exhibited no significant changes in estimated mRNA abundance compared to the control. Only in trisomy 1L+monosomy 3L did the transcriptome size show a slight increase (1.16). For tetrasomy+trisomy, tetra3L+tri5L had a significantly increased transcriptome size while tri4L+tetra6L showed no change (*SI Appendix*, Fig. S11). These results suggest that when there is a transcriptome size decrease in the affected cells, there is a more severe phenotypic change.

## Discussion

### Dosage Compensation and Inverse Effects in Aneuploid Combinations.

The across-genome modulation of aneuploidy has been described in detail in various species such as maize, *Drosophila*, *Arabidopsis*, and human (16, 17, 22). Previous studies (4, 5) on aneuploidy in maize involving single chromosome arms, both at the haploid and diploid levels, have shown that many *cis* genes are dosage compensated, while *trans* genes tend to be inversely modulated as the most common response. A similar trend was observed in this study. In combinations such as monosomy + monosomy, trisomy + trisomy, and tetrasomy + trisomy, the median ratio of *trans* genes often shifted in the same direction as the *cis* genes. Trisomy leads to downregulation of more genes, while monosomy leads to upregulation, creating an inverse effect. The inverse modulation in *trans* offsets the dosage effect of the *cis* genes to varying degrees. We found that in all chromosome combinations, the *cis* genes of aneuploidy combinations trend toward dosage compensation despite subsets of genes showing a dosage effect in some chromosome combinations. 

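The 9 trisomy + monosomy combinations, 1 for each pair of arms, were used to relate the shift of the monosomic arm, log2 of its median over 0.5, to log2 of the *trans* median. Pearson's r was 0.995 (two-sided exact permutation p = 2.76e-05, adjusted over 3 relations 4.13e-05) and Spearman's rho was 0.933 (exact permutation p = 7.50e-04). Without the 2 combinations farthest from the median shift of the monosomic arm, r was 0.963 (n = 7, exact permutation p = 0.00198). For the trisomic arm, with log2 of its median over 1.5, r was 0.949 (exact permutation p = 4.55e-04, adjusted 4.55e-04) and rho was 0.800 (exact permutation p = 0.0138). Without the 2 farthest combinations, r was 0.801 (n = 7, exact permutation p = 0.0306) and rho was 0.571 (exact permutation p = 0.200), so that the rank relation of the trisomic arm rests on those 2 combinations. The shifts of an arm and of the *trans* genes come from the same group means, so a scaling factor of a comparison moves both alike. The permutation tests do not allow for this, and the correlations do not separate such a factor from a response of the plants.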

In trisomy + monosomy and monosomy + trisomy, we found that if the *cis* ratio peaks shift, the median ratio of the *trans* genes was found to be shifted in the same direction.

### A Stronger Modulation in Aneuploid Combinations Compared with Single-Arm Aneuploidy.

The phenotype of aneuploidy combinations is more adversely affected than that of the aneuploidy of single arms. For gene expression, there is more dosage compensation in *cis* and inverse effects in general in the combinations when compared with the single arms. 

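Over the 15 combinations of a trisomy with a monosomy, the median of log2 of the arm's median over gene dosage was 0.05 for the monosomic arms and -0.0044 for the trisomic arms. After division by the *trans* median of the combination, the monosomic arms ranged from 0.494 to 0.520 and 11 of 15 were above 0.5. The trisomic arms then ranged from 1.38 to 1.71 and 11 of 15 were below 1.5.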

Interestingly, the *cis* genes of monosomy in the combinations were more likely to be dosage compensated than those of the trisomic counterpart as was the case of monosomy + trisomy. Adding trisomy in the combination results in more global effects (*cis* and *trans*), which in turn act on the *cis* genes of monosomy. The same effect could also apply to the *cis* genes of trisomy when there is a reduced dosage of the other chromosome arm (i.e., monosomy). We found that the *trans* modulation in monosomy + trisomy is increased for both the number of genes affected and the magnitude of the effect when compared to single-arm aneuploidy. The greater effects on the molecular level in combination aneuploids parallels the qualitative phenotypic observations.

Some authors working with yeast where natural isolates have a high degree of aneuploidy (29, 30) have emphasized the role of translation and protein degradation in aneuploid syndromes and tolerance. There is, however, in yeast clear evidence for the inverse effect and compensation (31) as well as evolutionary signatures of genomic balance similar to those described above in all other eukaryotes (17, 32). MicroRNAs (33) and long noncoding RNAs (22) are modulated similarly to mRNAs in aneuploidy, illustrating further that genomic balance effects have impacts before translation and protein degradation of overexpression. Therefore, it seems likely that the latter effects may be downstream and may represent an evolved feature for aneuploidy tolerance in a single-celled organism to capitalize on gene dosage effects to selective advantage. Yet, the primary response on the RNA level is generalizable across taxa as was found to be the case (31).

### Transcriptome Size Changes in Aneuploidy Combinations.

In a previous study, 10 haploid disomies were found to have a decreased transcriptome size compared to 4 disomies with an increase (4). Doubling of 3L, 4L, and 6L in disomy was found to reduce the transcriptome size by about half. In this study, all types of combinations of 3L+4L decreased the global transcriptome size, indicating that the combination of 3L and 4L did not restore transcriptome size to control levels. In contrast, in 4L+6L, the genomic stoichiometry may become more balanced, as all three combinations showed an increased transcriptome size.

The general phenotype of combined aneuploidies was less vigorous than that of controls. Thirteen aneuploidy combinations were found to have a decreased transcriptome size compared with eight that showed an increase, while in the disomy data, 10 disomies showed a decrease and five showed an increase. The difference between the combination results and the haploid data, in terms of the decreased transcriptome size, could be due to several factors: 1) haploid disomies represent a unique developmental state in which every gene in the cell has only one copy, making them more sensitive to genome imbalance compared to their diploid counterparts, both in terms of gene expression and transcriptome size changes; 2) disomies represent a twofold change in chromosome dosage, while only double monosomy in this study has the same dosage change. The remainder of the aneuploidy combinations have dosage changes ranging from 1.5 to 2-fold although the combinations involve a larger total genomic fraction than disomies. On the other hand, maize is an ancient tetraploid, and the diploid genome formed after WGD consists of homoeologous blocks (such as 6L+9S) as well as dispersed homoeologous regions. Combinations of two chromosome arms in this study might allow other duplicates, dispersed on different chromosome regions (34), to compensate for each other, while this situation cannot occur in disomy because only a single syntenic block is varied.

In this study, three methods were used to measure gene expression changes: ratio distribution (relative gene expression), differential gene expression analysis, and transcriptome size measurement (gene expression per genome). The actual expression of both *cis* and *trans* genes in aneuploidy combinations reflects a combination of these two measurements. For instance, in double monosomies with an observed relative inverse effect (median ratio >1.0), a reduced transcriptome size in certain combinations may shift the expression of most of the *trans* genes toward no change or below 1.0 in terms of absolute expression. Conversely, an increased global transcriptome size could indicate further upregulation of *trans* gene expression than indicated by a relative determination.

### Implications from Aneuploid Combinations.

#### Quantitative traits.

As pointed out previously (10), multiple aneuploidies affect any particular phenotypic trait, suggesting a relationship between the control of quantitative traits and aneuploid syndromes. Quantitative traits are impacted by multiple dosage-sensitive regions as illustrated by the comprehensive studies in poplar (35, 36). For both kernel size and overall plant stature, the combination aneuploids illustrate the varied and complex nature of the control of quantitative traits involving stoichiometric effects across the genome.

#### Polyploidy formation and fractionation.

Many examples of WGDs have occurred in the evolutionary history of eukaryotes with an especially greater frequency in the plant kingdom (37). One path to polyploidy in plants is the production of unreduced gametes that upon fertilization result in a triploid, which usually is highly sterile due to the production of aneuploid gametes (38). However, in the event that triploids produce some gametes with a doubled set of chromosomes, progression to a more stable tetraploid state can occur. Our results with combination aneuploids that exhibit reduced vigor suggest a selection against individuals with intermediate chromosome numbers.

Another aspect involving polyploidy concerns the subgenomes that originate from the respective diploid contributors to the WGD. In maize, the subgenomes are dispersed across the present genome, but in our combinations, there were two chromosome arm pairs that in large part were homoeologous, namely 6L+9S and 1L+5S. We sought to determine whether they would be additive in combinations (e.g., trisomy–trisomy) or compensating to produce a more vigorous stature in monosomy-trisomy. The double trisomy 1L+5S was indeed additive for the effect on plant stature but this result was also the case for most combinations. However, the 6L+9S trisomy was the one combination in the study with a greater stature compared to the individual trisomies. With regard to compensating monosomy-trisomy, this was only found with the 6L monosomy-9S trisomy. The differential boundaries of the homoeologous regions in the different chromosomes and their divergence is such that the “homoeologous” arms compared can behave differently as was the case.

Also with regard to polyploidy, genome dominance is the phenomenon that subgenomes resulting from a paleopolyploid event express at generally different levels (27). As an example to investigate how subgenomes 1 and 2 in maize react to genomic imbalance, we examined the *trans* modulations of ribosomal protein genes in the two subgenomes and found no significant difference even though the duplicates in the two subgenomes were generally expressed at different levels. This result indicates that any subgenome differences in expression for the ribosomal protein genes are not differentially affected by changes in genomic stoichiometry.

#### Aneuploidy in cancer versus the organism.

Widespread increases in transcriptome size, i.e., hypertranscription, are commonly observed in aggressive human cancers (39, 40). Aneuploidy has been recognized as a hallmark of cancer for over a century (41–43). It is present in approximately 90% of solid tumors (44). In addition, ~30% of primary tumors and approximately 60% of metastatic tumors are polyploid (45, 46). It is thought that polyploidy confers a selective advantage to cancer cells and helps support malignant transformation (47, 48). The whole genome doubling might buffer the chromosome dose change of the diploid aneuploidy and help to overcome the cell stress caused by genomic imbalance (49). However, given the detrimental effects of aneuploidy observed in most eukaryotes at the organismal level (4, 25, 50, 51), it remains unclear how premalignant tumor cells overcome these fitness challenges. Based on our results, one hypothesis is that once the cancer cell genome is doubled, a combination of appropriate chromosomal gains and losses across the genome could optimize the transcriptome size to accelerate growth. Due to the genetically heterogeneous feature of cancers, being highly aneuploid polyploid cells, it is difficult to document the progression of gene expression changes leading to the most aggressive growth patterns. The genetic tools of maize provided a way to produce controlled combinations of aneuploids to determine the types of effects that result and revealed that transcriptome size changes can occur in combination aneuploids. In the aneuploid progression in cancer (49), the combinations that increase the transcriptome size to the greatest degree would be selected.

#### Sex chromosome evolution.

Sex chromosomes that are heteromorphic exist in different doses between the sexes that as aneuploids would be expected to be highly detrimental or lethal. Dosage compensation mechanisms have evolved to accommodate this issue (17). In vertebrates, dosage-sensitive genes are retained between the two sex chromosomes and are a contributor to the ability of such configurations to evolve with less genomic balance effects (52). In human sex chromosome evolution, there have been sequential gene reductions on the Y (53, 54). In the range of chromosomal dosage changes involved in sex chromosome evolution, our results indicate that increasing aneuploidy causes greater *trans* effects across the genome and illustrates that sex chromosomes must accommodate these effects. The dosage compensation that occurs in experimentally produced aneuploidy is unlikely to result from natural selection per se because it is not subjected to it but rather reflects the genomic imbalance of gene regulatory processes. Nevertheless, the inverse effect could be capitalized upon to bring about dosage compensation of some genes on an emerging sex chromosome. Based on our results, the varied chromosome is more likely to be dosage compensated with an increasingly varied fraction of the genome, but there is also a greater impact on the remainder of the genome, which must be counteracted as sex chromosomes evolve.

#### Transcriptome size versus relative expression in aneuploidy.

The results demonstrated that the majority of aneuploids studied had a significant change in estimated transcriptome size, be it greater or lesser than normal. For this to be realized, the majority of genes comprising the transcriptome would need to be modulated in the same direction. The inverse and direct effects for a particular aneuploidy would be coordinated for many genes and illustrate the global effect of genomic imbalance on gene expression, but it is clearly the case that subsets of genes deviate from the overall trend. This realization demonstrates the role of genomic stoichiometry, or balance, on global gene expression.

## Materials and Methods

### Materials.

Nine B-A translocations in the W22 genetic background were selected in this study including TB-1Sb, TB-1La, TB-3La, TB-4Lb, TB-5Sc, TB-5Lb, TB-6Lc, TB-9Sd, and TB-9Lc and the resulting 10 chromosome pairs including 1S (short arm of chromosome 1) + 9L (long arm of chromosome 9), 1L+3L, 1L+4L, 1L+5S, 3L+4L, 3L+5L, 4L+5L, 4L+6L, 5L+6L, and 6L+9S. To make aneuploid combinations, hyperploid heterozygotes (trisomy) (7) of two chromosome arms were crossed together and the progeny were karyotyped to find trisomy of one chromosome arm and euploid (A-B; B-A; A) of the other. Then the plants were crossed to a normal female line (*r1-r* W22). Nine genotypes will result including four combined aneuploidies: double trisomies, double monosomies, trisomy + monosomy and monosomy + trisomy, and 4 kinds of single-arm aneuploidy: trisomy chromosome arm 1, trisomy chromosome arm 2, monosomy chromosome arm 1, monosomy chromosome arm 2 and one segregating normal diploid. Maize seedling images were taken on the floor in Sears Greenhouse at University of Missouri. The ear pictures were taken with a black background. Plant phenotypes were captured in the Sears Greenhouse with a solid black muslin backdrop.

### Chromosome Karyotyping.

Kernels of different sizes were sorted and placed in different germination boxes. To avoid fungal contamination, the germination boxes were predisinfected by spraying 70% ethanol and dried. Kernels were coated with Captan antifungal powder. Kernels were germinated separately at 28 °C for 3 to 4 d in moist vermiculite. The primary root tip was excised and then the seedlings were transplanted to the greenhouse. Probe preparation, somatic chromosome spreading, FISH, image capture, and processing were performed as described previously (4, 5).

### Leaf Collection and RNA Extraction.

To avoid circadian rhythm fluctuation in gene expression, leaf tissue of 45-d-old plants was collected between 11 am and 12 pm with the number of replicates as noted in Dataset S7. RNA extractions were performed as previously described (4).

### RNA-seq and Data Analysis.

The RNA sequencing was conducted in the University of Missouri Genomics Technology Core (GTC). The average read count was 50 million paired reads per sample. GTC constructed stranded RNA-seq libraries using an rRNA depletion method as previously described (4). Libraries were sequenced on a NovaSeq platform.

The raw reads were trimmed, and low-quality reads were filtered out by fastp using default parameters (55, 56). The organelle (chloroplast and mitochondria) reads were removed before mapping to the A chromosome sequence using STAR with default parameters because some chloroplast genes that have abundant expression are highly similar to several A chromosome genes so the organelle reads might be misaligned to the A reference genome and could complicate the downstream analysis. The remaining reads were aligned to the W22 genome and the B chromosome genome using STAR (57–59). Differential expression analysis used the same method as previously described (4).

### Ratio Distributions and Scatter Plots.

To minimize the batch effect and environmental factors, segregating diploid controls were used to compare to aneuploid combinations in the RNA-seq analysis. Single-arm aneuploidy RNA-seq data (trisomy, monosomy) were retrieved at the Gene Expression Omnibus repository under the accession number GSE149186. Each aneuploid was compared to segregating controls except 5L which used the euploid control of 1S. The methods used to plot the gene expression ratios as a distribution and the scatter plots are as described (4, 5). Because the *cis* genes are from different chromosome arms in the aneuploidy combinations, we separated the *cis* genes in ratio distributions and scatter plots. The *trans* genes are those genes for which the *cis* genes on both arms have been excluded.

### ddPCR Analysis and Genome Normalized Expression.

We adopted a genome-normalized expression method from Coate and Doyle (23) in our ddPCR assay. To preserve the in vivo mRNA/genomic DNA (gDNA) ratios, total nucleic acids were coextracted using the P Isolation Kit (BioChain, K2021010). Approximately 1 µg of RNA and gDNA mixture (Total Nucleic Acid) was used for reverse transcription with iScriptTM Reverse Transcription Supermix (1708840, Bio-Rad).

Eight complementary DNA (cDNA) and six genomic DNA (gDNA) primers as previously described (4), and two additional cDNA primers were designed. For the cDNA primers, at least one primer from each pair was designed across exon–exon junctions to avoid nonspecific binding to gDNA. The gDNA primers were designed from regions upstream of the 5′ UTR or downstream of the 3′ UTR to prevent binding to mature or precursor mRNA. Primers for the amplicons, ranging from 70 bp to 150 bp, were blasted against NCBI or MaizeGDB to ensure specificity. All cDNA and gDNA primers were tested for specificity: cDNA primers produced products only with cDNA templates, while gDNA primers amplified only gDNA templates.

For each sample, 10 cDNA and 6 gDNA primers were used for amplification. To minimize experimental error, a master mix using ddPCR EvaGreen mix (1864033, Bio-Rad) for 16 reactions (10 cDNA and 6 gDNA, excluding primers) was prepared. A 20 µL reaction mix was then distributed into 16 wells of a PCR plate (e.g., Fisher Scientific, 14230244). For each cDNA or gDNA amplification, 1.2 µL of forward and reverse primers were added per well. The mixture was vortexed thoroughly for at least 20 s. For each reaction mixture in one ddPCR plate well, there are 250 nM primers, and 50 ng cDNA + gDNA mix. For droplet generation, 20 µL of each assembled ddPCR reaction mixture was loaded into a droplet generator cartridge (1864008, Bio-Rad) with 70 µL of droplet generation oil (1864006, Bio-Rad). The cartridge was placed into the droplet generator (1864002, Bio-Rad) to generate droplets. The droplets were collected and transferred to a 96-well PCR plate (12001925, Bio-Rad), which was heat-sealed with a foil seal (1814040, Bio-Rad) and placed on a conventional deep-well thermal cycler (e.g., C1000, Bio-Rad). The PCR conditions were as follows: 95 °C for 5 min, followed by 40 cycles of a two-step protocol (95 °C for 30 s and 60 °C for 1 min). A postcycling signal stabilization protocol was applied (4 °C for 5 min, then 90 °C for 5 min). The ramp rate for all steps was set to 2 °C/s. After PCR, the 96-well plate was placed in the droplet reader (1864003, Bio-Rad). Data analysis was performed using QuantaSoft analysis software (Bio-Rad).

Each of the 10 genes (cDNA values from ddPCR) was normalized to six DNA amplicons, and the resulting ratios were averaged to minimize effects due to DNA primer amplification efficiency. The relative expression per genome for each gene was divided by RNA-seq data of relative expression per transcriptome. Outliers were filtered out if the absolute difference between the averaged ratio and the ratio for each gene was equal to or greater than twofold the SD, preventing skewed estimates from extreme values. The final relative transcriptome size was determined by averaging the ratios of (relative expression per genome)/(relative expression per transcriptome).

### Statistical Analysis.

Statistical tests were performed as described in a previous study (5). The median ratio of each comparison was computed. The K–S test was used to check for differences between two ratio distributions. Bartlett’s test was used to examine whether variances are equal across different groups.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

Dataset S06

Dataset S07

Dataset S08

## Data Availability

The data are available in the NCBI GEO repository GSE284999 (60).

## References

[1] A. F. Blakeslee, Types of mutations and their possible significance in evolution. Am. Nat. **55**, 254–267 (1921).

[2] A. F. Blakeslee, J. Belling, M. E. Farnham, Chromosomal duplication and Mendelian phenomena in Datura mutants. Science **52**, 388–390 (1920).17829955 10.1126/science.52.1347.388

[3] C. B. Bridges, Triploid intersexes in *Drosophila melanogaster*. Science **54**, 252–254 (1921).17769897 10.1126/science.54.1394.252

[4] H. Yang , Predominantly inverse modulation of gene expression in genomically unbalanced disomic haploid maize. Plant Cell **33**, 901–916 (2021).33656551 10.1093/plcell/koab029PMC8226288

[5] X. Shi , Genomic imbalance determines positive and negative modulation of gene expression in diploid maize. Plant Cell **33**, 917–939 (2021).33677584 10.1093/plcell/koab030PMC8226301

[6] V. A. Brennan , Variation for maize B chromosome preferential fertilization: A component of the B chromosome drive mechanism. Nucleus **66**, 305–310 (2023).

[7] J. A. Birchler, H. Yang, The supernumerary B chromosome of maize: Drive and genomic conflict. Open Biol. **11**, 210197 (2021).34727722 10.1098/rsob.210197PMC8564619

[8] J. A. Birchler, A study of enzyme activities in a dosage series of the long arm of chromosome one in maize. Genetics **92**, 1211–1229 (1979).17248947 10.1093/genetics/92.4.1211PMC1214066

[9] J. A. Birchler, K. J. Newton, Modulation of protein levels in chromosomal dosage series of maize: The biochemical basis of aneuploid syndromes. Genetics **99**, 247–266 (1981).17249116 10.1093/genetics/99.2.247PMC1214499

[10] M. Guo, J. A. Birchler, *Trans*-acting dosage effects on the expression of model gene systems in maize aneuploids. Science **266**, 1999–2002 (1994).17836517 10.1126/science.266.5193.1999

[11] L. Sun , Dosage compensation and inverse effects in triple X metafemales of Drosophila. Proc. Natl. Acad. Sci. U.S.A. **110**, 7383–7388 (2013).23589863 10.1073/pnas.1305638110PMC3645549

[12] R. H. Devlin, D. G. Holm, T. A. Grigliatti, Autosomal dosage compensation *Drosophila melanogaster* strains trisomic for the left arm of chromosome 2. Proc. Natl. Acad. Sci. U.S.A. **79**, 1200–1204 (1982).6803235 10.1073/pnas.79.4.1200PMC345929

[13] R. H. Devlin, D. G. Holm, T. A. Grigliatti, The influence of whole-arm trisomy on gene-expression in *Drosophila*. Genetics **118**, 87–101 (1988).8608935 10.1093/genetics/118.1.87PMC1203269

[14] J. A. Birchler, U. Bhadra, M. P. Bhadra, D. L. Auger, Dosage-dependent gene regulation in multicellular eukaryotes: Implications for dosage compensation, aneuploid syndromes, and quantitative traits. Dev. Biol. **234**, 275–288 (2001).11396999 10.1006/dbio.2001.0262

[15] U. Bhadra, M. P. Bhadra, J. A. Birchler, Interactions among dosage-dependent trans-acting modifiers of gene expression and position-effect variegation in Drosophila. Genetics **150**, 251–263 (1998).9725844 10.1093/genetics/150.1.251PMC1460319

[16] S. Zhang , Modulation of global gene expression by aneuploidy and CNV of dosage sensitive regulatory genes. Genes (Basel) **12**, 1606 (2021).34681000 10.3390/genes12101606PMC8535535

[17] J. A. Birchler, R. A. Veitia, One hundred years of gene balance: How stoichiometric issues affect gene expression, genome evolution, and quantitative traits. Cytogenet. Genome Res. **161**, 529–550 (2021).34814143 10.1159/000519592

[18] M. Freeling, Bias in plant gene content following different sorts of duplication: Tandem, whole-genome, segmental, or by transposition. Annu. Rev. Plant Biol. **60**, 433–453 (2009).19575588 10.1146/annurev.arplant.043008.092122

[19] S. Tasdighian , Reciprocally retained genes in the angiosperm lineage show the hallmarks of dosage balance sensitivity. Plant Cell **29**, 2766–2785 (2017).29061868 10.1105/tpc.17.00313PMC5728127

[20] J. Defoort, Y. V. Peer, L. Carretero-Paulet, The evolution of gene duplicates in angiosperms and the impact of protein-protein interactions and the mechanism of duplication. Genome Biol. Evol. **11**, 2292–2305 (2019).31364708 10.1093/gbe/evz156PMC6735927

[21] M. Freeling , Many or most genes in Arabidopsis transposed after the origin of the order Brassicales. Genome Res. **18**, 1924–1937 (2008).18836034 10.1101/gr.081026.108PMC2593585

[22] S. Zhang , Inverse and proportional trans modulation of gene expression in human aneuploidies. Genes **15**, 637 (2024).38790266 10.3390/genes15050637PMC11121296

[23] J. E. Coate, J. J. Doyle, Quantifying whole transcriptome size, a prerequisite for understanding transcriptome evolution across species: An example from a plant allopolyploid. Genome Biol. Evol. **2**, 534–546 (2010).20671102 10.1093/gbe/evq038PMC2997557

[24] J. A. Birchler, J. R. Hart, Interaction of endosperm size factors in maize. Genetics **117**, 309–317 (1987).17246405 10.1093/genetics/117.2.309PMC1203206

[25] E. A. Lee, L. L. Darrah, E. H. Coe, Genetic variation in dosage effects in maize aneuploids. Genome **39**, 711–721 (1996).18469931 10.1139/g96-090

[26] E. R. Sears, Nullisomic analysis in common wheat. Am. Nat. **87**, 245–252 (1953).

[27] J. C. Schnable, N. M. Springer, M. Freeling, Differentiation of the maize subgenomes by genome dominance and both ancient and ongoing gene loss. Proc. Natl. Acad. Sci. U.S.A. **108**, 4069–4074 (2011).21368132 10.1073/pnas.1101368108PMC3053962

[28] L. Bao , ZmSMR10 increases the level of endoreplication of plants through Its interactions with ZmPCNA2 and ZmCSN5B. Int. J. Mol. Sci. **25**, 3356 (2024).38542329 10.3390/ijms25063356PMC10970704

[29] H. A. Dutcher , The response to single-gene duplication implicates translation as a key vulnerability in aneuploid yeast. PLoS Genet. **20**, e1011454 (2024).39453980 10.1371/journal.pgen.1011454PMC11540229

[30] J. Muenzner , Natural proteome diversity links aneuploidy tolerance to protein turnover. Nature **630**, 149–157 (2024).38778096 10.1038/s41586-024-07442-9PMC11153158

[31] J. Hou , Global impacts of chromosomal imbalance on gene expression in Arabidopsis and other taxa. Proc. Natl. Acad. Sci. U.S.A. **115**, E11321–E11330 (2018).30429332 10.1073/pnas.1807796115PMC6275517

[32] L. Hakes , All duplicates are not equal: The difference between small-scale and genome duplications. Genome Biol. **8**, R209 (2007).17916239 10.1186/gb-2007-8-10-r209PMC2246283

[33] X. Shi , Dosage-sensitive miRNAs trigger modulation of gene expression during genomic imbalance in maize. Nat. Commun. **13**, 3014 (2022).35641525 10.1038/s41467-022-30704-xPMC9156689

[34] Z. Swigonová , Close split of sorghum and maize genome progenitors. Genome Res. **14**, 1916–1923 (2004).15466289 10.1101/gr.2332504PMC524415

[35] H. Bastiaanse , A comprehensive genomic scan reveals gene dosage balance impacts on quantitative traits in Populus trees. Proc. Natl. Acad. Sci. U.S.A. **116**, 13690–13699 (2019).31213538 10.1073/pnas.1903229116PMC6613180

[36] H. Bastiaanse , A systems genetics approach to deciphering the effect of dosage variation on leaf morphology in Populus. Plant Cell **33**, 940–960 (2021).33793772 10.1093/plcell/koaa016PMC8226299

[37] Y. Hao , Convergent evolution of polyploid genomes from across the eukaryotic tree of life. G3 (Bethesda) **12**, jkac094 (2022).35451464 10.1093/g3journal/jkac094PMC9157103

[38] C. Köhler, O. M. Scheid, A. Erilova, The impact of the triploid block on the origin and evolution of polyploid plants. Trends Genet. **26**, 142–148 (2010).20089326 10.1016/j.tig.2009.12.006

[39] M. Zatzman , Widespread hypertranscription in aggressive human cancers. Sci Adv. **8**, eabn0238 (2022).36417526 10.1126/sciadv.abn0238PMC9683723

[40] S. Henikoff , Epigenomic analysis of formalin-fixed paraffin-embedded samples by CUT&Tag. Nat. Commun. **14**, 5930 (2023).37739938 10.1038/s41467-023-41666-zPMC10516967

[41] A. M. Taylor , Genomic and functional approaches to understanding cancer aneuploidy. Cancer Cell **33**, 676–689.e3 (2018).29622463 10.1016/j.ccell.2018.03.007PMC6028190

[42] D. J. Gordon, B. Resio, D. Pellman, Causes and consequences of aneuploidy in cancer. Nat. Rev. Genet. **13**, 189–203 (2012).22269907 10.1038/nrg3123

[43] A. J. Holland, D. W. Cleveland, Boveri revisited: Chromosomal instability, aneuploidy and tumorigenesis. Nat. Rev. Mol. Cell Biol. **10**, 478–487 (2009).19546858 10.1038/nrm2718PMC3154738

[44] B. A. Weaver, D. W. Cleveland, Does aneuploidy cause cancer? Curr. Opin. Cell Biol. **18**, 658–667 (2006).17046232 10.1016/j.ceb.2006.10.002

[45] C. M. Bielski , Genome doubling shapes the evolution and prognosis of advanced cancers. Nat. Genet. **50**, 1189–1195 (2018).30013179 10.1038/s41588-018-0165-1PMC6072608

[46] P. Priestley , Pan-cancer whole-genome analyses of metastatic solid tumours. Nature **575**, 210–216 (2019).31645765 10.1038/s41586-019-1689-yPMC6872491

[47] C. T. Hsu , JNK inactivation induces polyploidy and drug-resistance in coronarin D-treated osteosarcoma cells. Molecules **23**, 2121 (2018).30142914 10.3390/molecules23092121PMC6225306

[48] N. Niu , IL-6 promotes drug resistance through formation of polyploid giant cancer cells and stromal fibroblast reprogramming. Oncogenesis **10**, 65 (2021).34588424 10.1038/s41389-021-00349-4PMC8481288

[49] T. Baslan , Ordered and deterministic cancer genome evolution after p53 loss. Nature **608**, 795–802 (2022).35978189 10.1038/s41586-022-05082-5PMC9402436

[50] E. M. Torres , Effects of aneuploidy on cellular physiology and cell division in haploid yeast. Science **317**, 916–924 (2007).17702937 10.1126/science.1142210

[51] B. R. Williams , Aneuploidy affects proliferation and spontaneous immortalization in mammalian cells. Science **322**, 703–709 (2008).18974345 10.1126/science.1160058PMC2701511

[52] D. W. Bellott, D. C. Page, Dosage-sensitive functions in embryonic development drove the survival of genes on sex-specific chromosomes in snakes, birds, and mammals. Genome Res. **31**, 198–210 (2021).33479023 10.1101/gr.268516.120PMC7849413

[53] B. T. Lahn, D. C. Page, Four evolutionary strata on the human X chromosome. Science **286**, 964–967 (1999).10542153 10.1126/science.286.5441.964

[54] C. Lemaitre , Footprints of inversions at present and past pseudoautosomal boundaries in human sex chromosomes. Genome Biol. Evol. **1**, 56–66 (2009).20333177 10.1093/gbe/evp006PMC2817401

[55] S. Chen, Ultrafast one-pass FASTQ data preprocessing, quality control, and deduplication using fastp. Imeta **2**, e107 (2023).38868435 10.1002/imt2.107PMC10989850

[56] S. Chen, Y. Zhou, Y. Chen, J. Gu, fastp: An ultra-fast all-in-one FASTQ preprocessor. Bioinformatics **34**, i884–i890 (2018).30423086 10.1093/bioinformatics/bty560PMC6129281

[57] A. Dobin , STAR: Ultrafast universal RNA-seq aligner. Bioinformatics **29**, 15–21 (2013).23104886 10.1093/bioinformatics/bts635PMC3530905

[58] N. M. Springer , The maize W22 genome provides a foundation for functional genomics and transposon biology. Nat. Genet. **50**, 1282–1288 (2018).30061736 10.1038/s41588-018-0158-0

[59] N. Blavet , Sequence of the supernumerary B chromosome of maize provides insight into its drive mechanism and evolution. Proc. Natl. Acad. Sci. U.S.A. **118**, e2104254118 (2021).34088847 10.1073/pnas.2104254118PMC8201846

[60] H. Yang , RNA-seq data of aneuploidy combinations in maize. GSE284999. NCBI GEO. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE284999. Deposited 19 December 2024.

# Supplementary material for: Global modulation of gene expression and transcriptome size in aneuploid combinations of maize
**Source:** Proc Natl Acad Sci U S A. 2025 May 1;122(18):e2426749122. doi: 10.1073/pnas.2426749122
**Supplement:** Supplementary file 1 — Appendix 01

**Supporting Information for**

**Global modulation of gene expression and transcriptome size in  
aneuploid combinations of maize**

**Hua Yang<sup>1</sup>, Vincent Brennan<sup>1</sup>, Zhi Gao<sup>1</sup>, Jian Liu<sup>2</sup>, Frimpong Boadu<sup>2</sup>,  
Jianlin Cheng<sup>2</sup>, James A. Birchler<sup>1\*</sup>**

James A. Birchler

**This PDF file includes:**

Figures S1 to S12  
Tables S1 to S2  
Legends for Datasets S1 to S8  
SI References

**Other supporting materials for this manuscript include the following:**

Datasets S1 to S8

# Cross of two hyperploid heterozygotes to make aneuploidy combinations

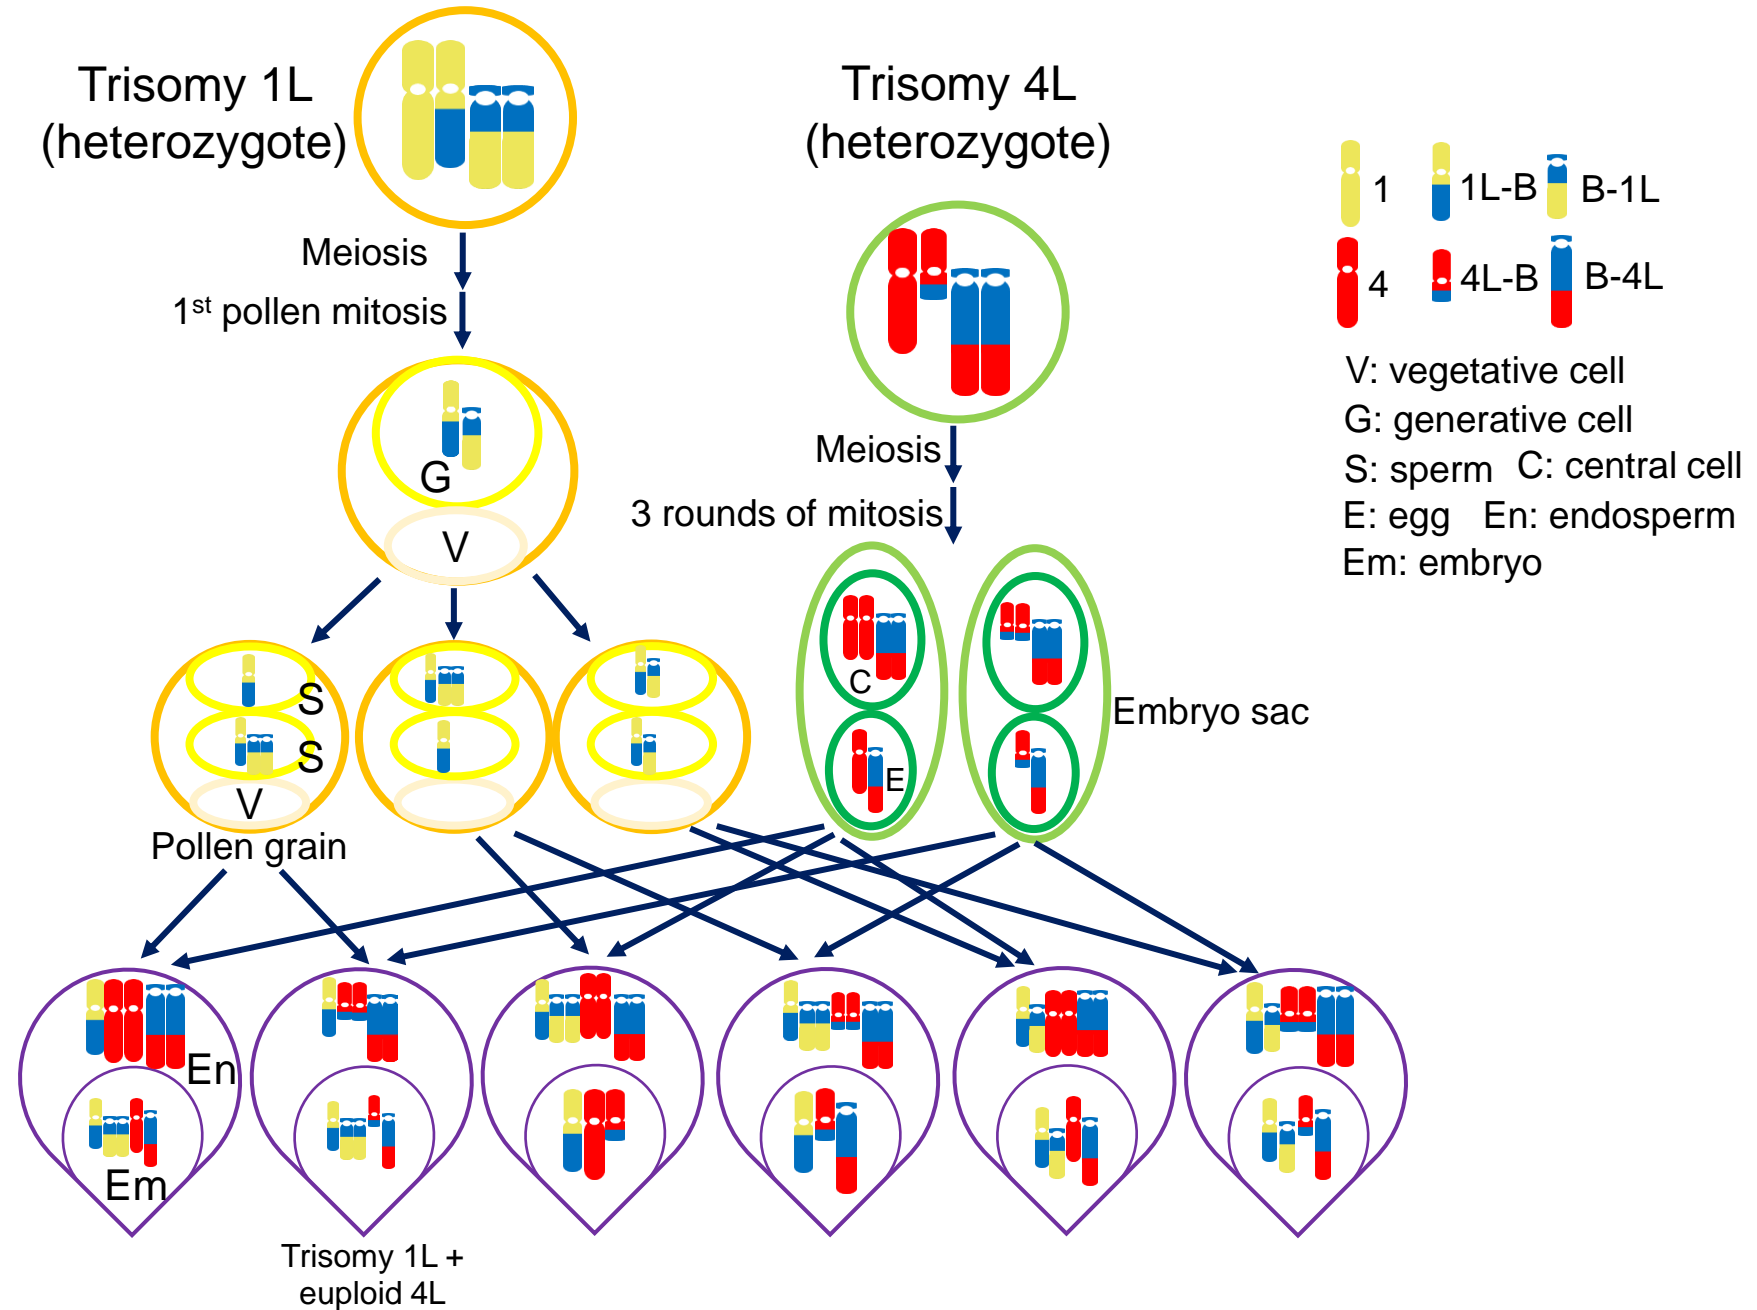

**SI Figure S1. Diagram of producing the combinations of the hyperploid 1L (long arm of chromosome 1) and euploid 4L.**

Male hyperploid heterozygote (trisomy) of 1L (TB-1La) was crossed with the female hyperploid heterozygote 4L (TB-4Lb). During male meiosis, the balanced pollen grain containing B-1L+1L-B would out-compete the pollen tube growth of the unbalance 1+B-1L. Because of B chromosome non-disjunction during the second pollen mitosis, the pollen of B-1L+1L-B produces three kinds of sperms, 1L-B+B-1L+B-L(extra copy of 1L), B-1L+1L-B (balanced) and 1L-B (absence of 1L). The female hyperploid 4L would produce a balanced spore B-4L+4L-B and an unbalanced spore 4+B-4L and there is equal transmission of these two spores through the female side. The resulting progeny would have six genotypes. The combination of trisomy1L + euploid 4L was selected by karyotype analysis and crossed to *r1-r* W22 line.

# Using two B-A translocations to make an aneuploidy combination

Trisomy 1L+ euploid 4L

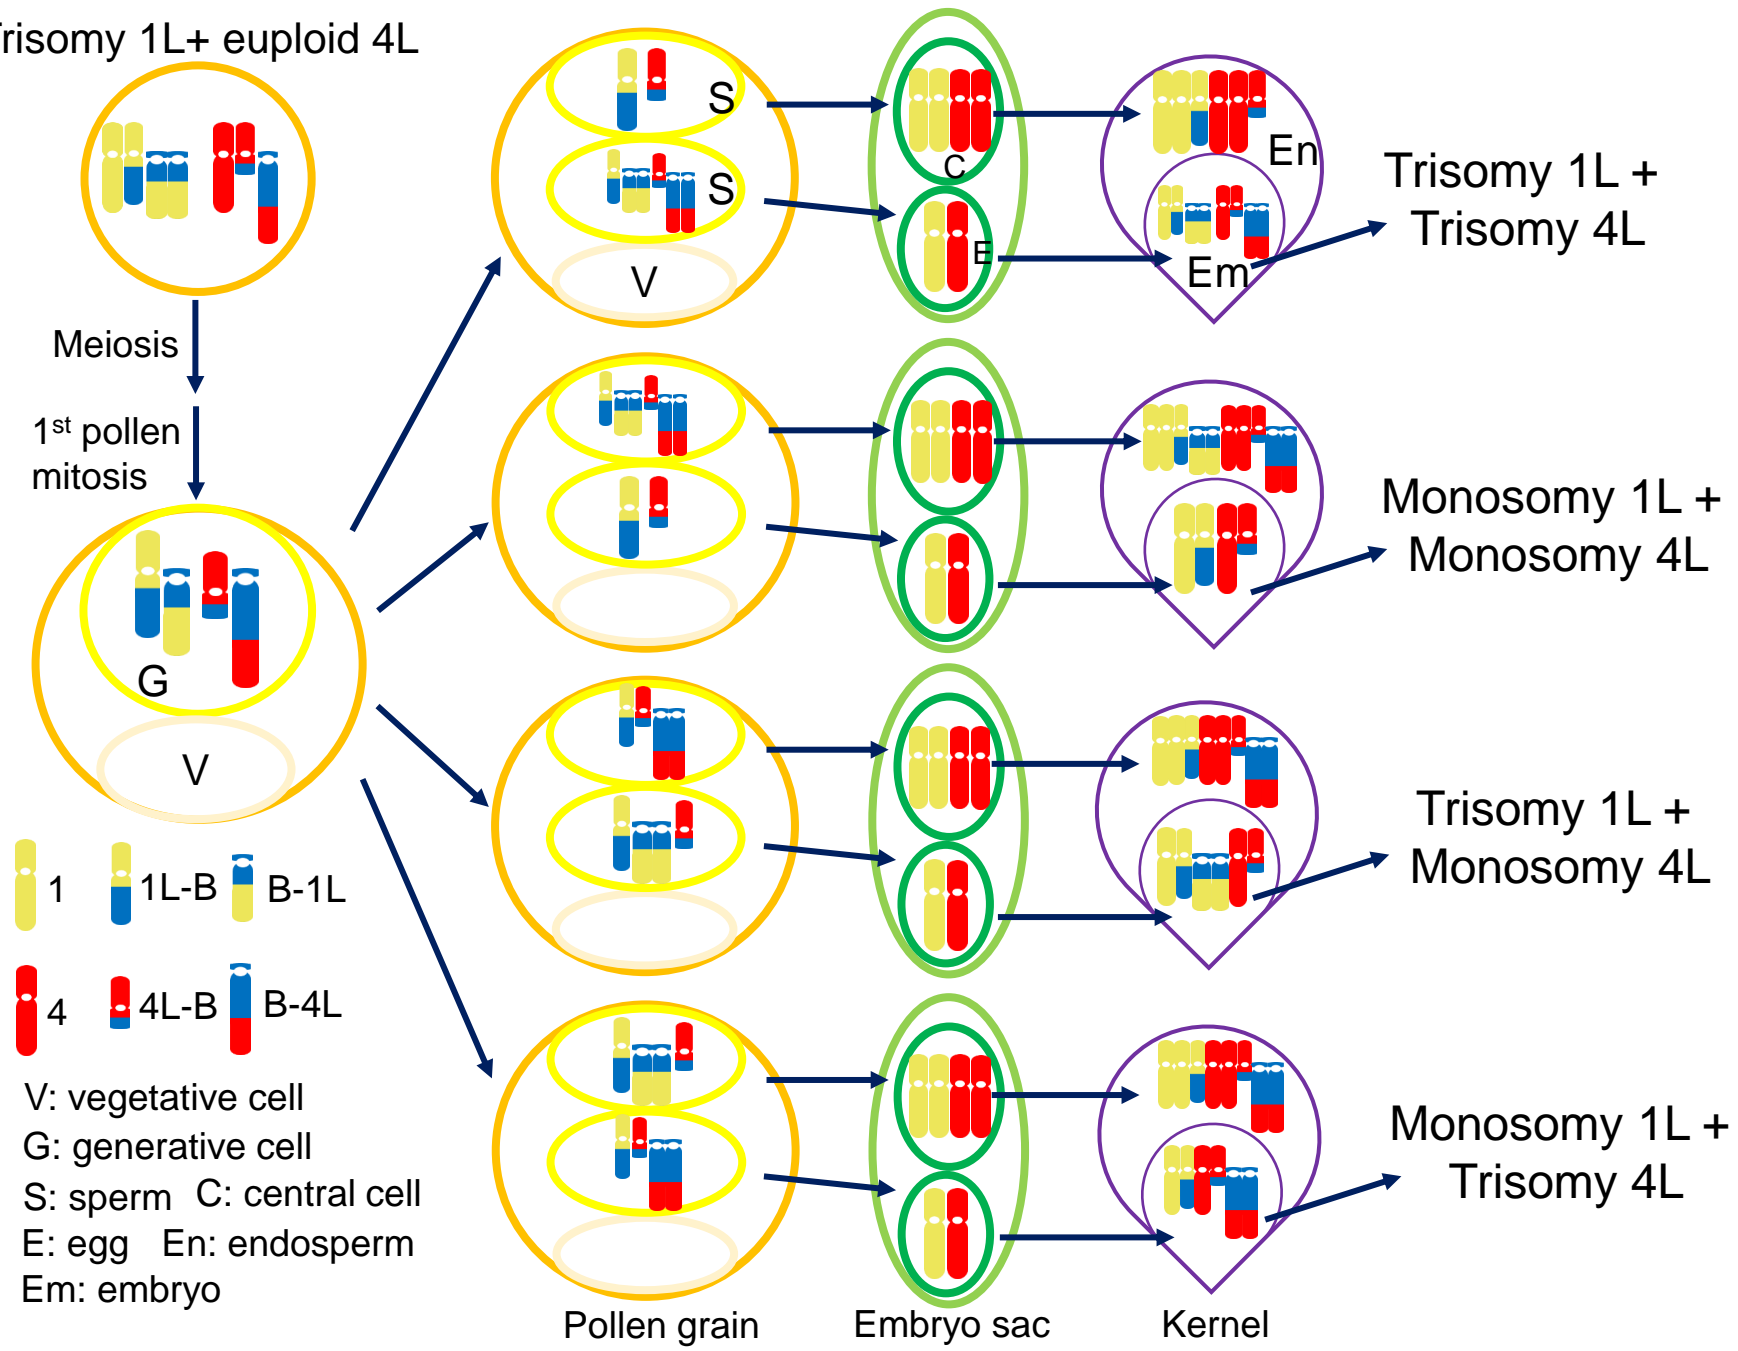

**SI Figure S2. Diagram of producing aneuploid combination of the long arm of chromosome 1 (1L) with the long arm of chromosome 4 (4L).**

Hyperploid heterozygotes (trisomy) of 1L (TB-1La) and 4L (TB-4Lb) were crossed together and the progeny were karyotyped to find trisomy of 1L and euploid of 4L. Then the plants were crossed to a normal female line (*r1-r* W22). Because of the nondisjunction of B-1L and B-4L during the second pollen mitosis, these will have one, two and three copies of 1L with independent one, two and three copies of 4L in each of the three genotypes for the opposite arm. These nine genotypes include 4 kinds of aneuploid combination (shown in the diagram): trisomy 1L + trisomy 4L (double trisomies), monosomy 1L + monosomy 4L (double monosomies), trisomy 1L + monosomy 4L and monosomy 1L + trisomy 4L, and 4 kinds of aneuploidy of a single arm: trisomy 1L, trisomy 4L, monosomy 1L, monosomy 4L and one segregating normal diploid. Only the diagram of aneuploidy combination was shown.

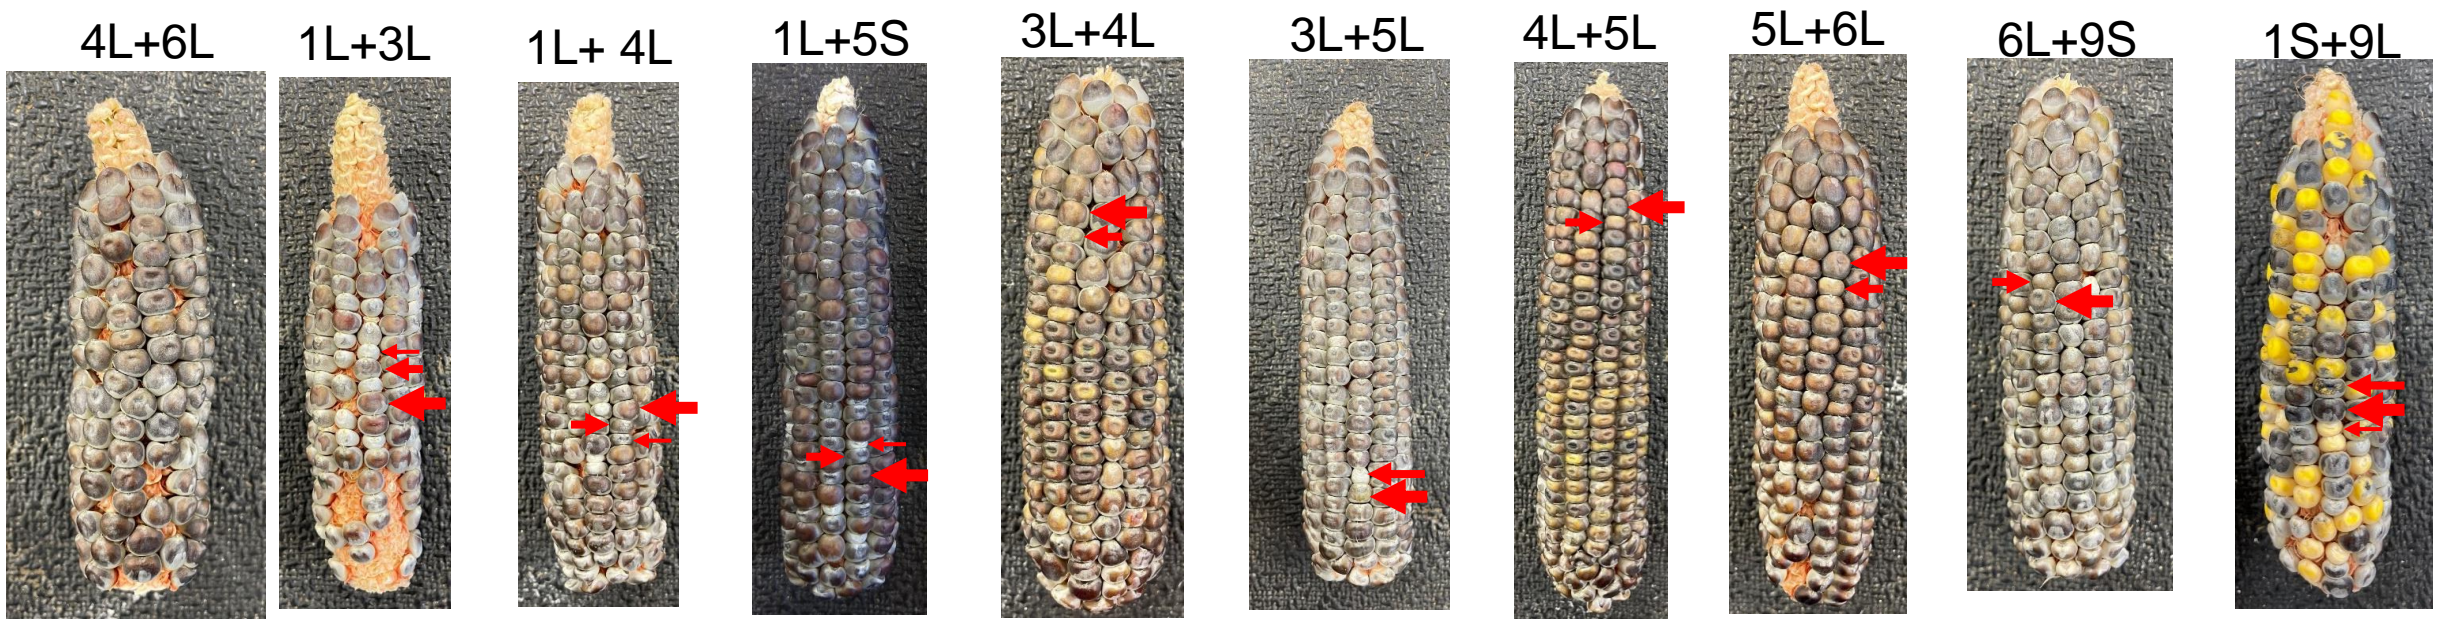

- ← Normal kernel size
- ← Smaller kernel size
- ← Smallest kernel size

**SI Figure S3. The progeny ears of males with hyperploid heterozygotes of one chromosome arm and euploid heterozygotes of the other arm after crosses to a normal female line.**

In diploid cross conditions, triploid endosperm consists of a 2:1 maternal/paternal ratio. Previous studies by Birchler and Hart, 1987(1) on crossing hyperploid heterozygotes of two chromosome arms or the same arm showed that such crosses produce a small kernel phenotype. In this study, all chromosome combinations except for 4L+6L show two or three categories of kernel size. Karyotyping of the smallest kernels from 1L+3L, 1L+4L, 1L+5S, and 1S+9L, as well as smaller kernels from 3L+4L, 3L+5L, 4L+5L, 5L+6L, and 6L+9S, were confirmed by karyotype analysis as trisomy+trisomy, which shown in Supplemental Dataset 1.

~2 weeks seedlings

TB-1Sb+ TB-9Lc

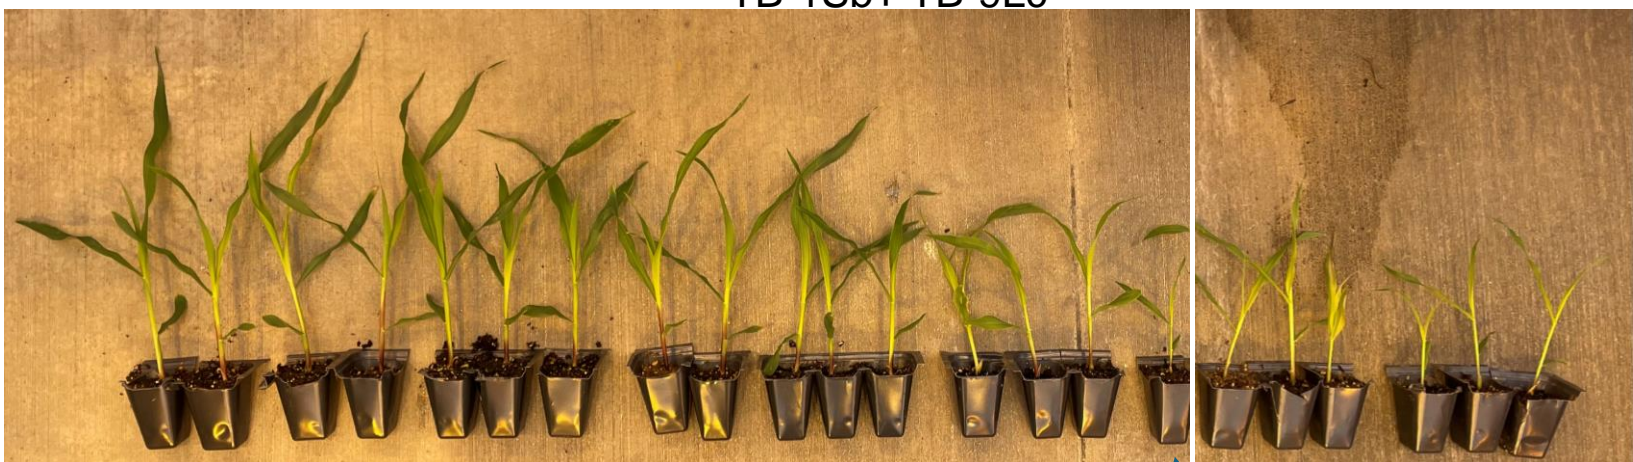

Diploid (segregated)    TB-1Sb euploid    Trisomy TB-9Lc    Trisomy TB-1Sb    Trisomy TB-1Sb+ trisomy TB-9Lc    Monosomy TB-1Sb + trisomy TB-9Lc    Monosomy TB-1Sb    Monosomy TB-9Lc

Trisomy TB-1Sb + tetrasomy TB-9Lc

TB-1La+ TB-3La

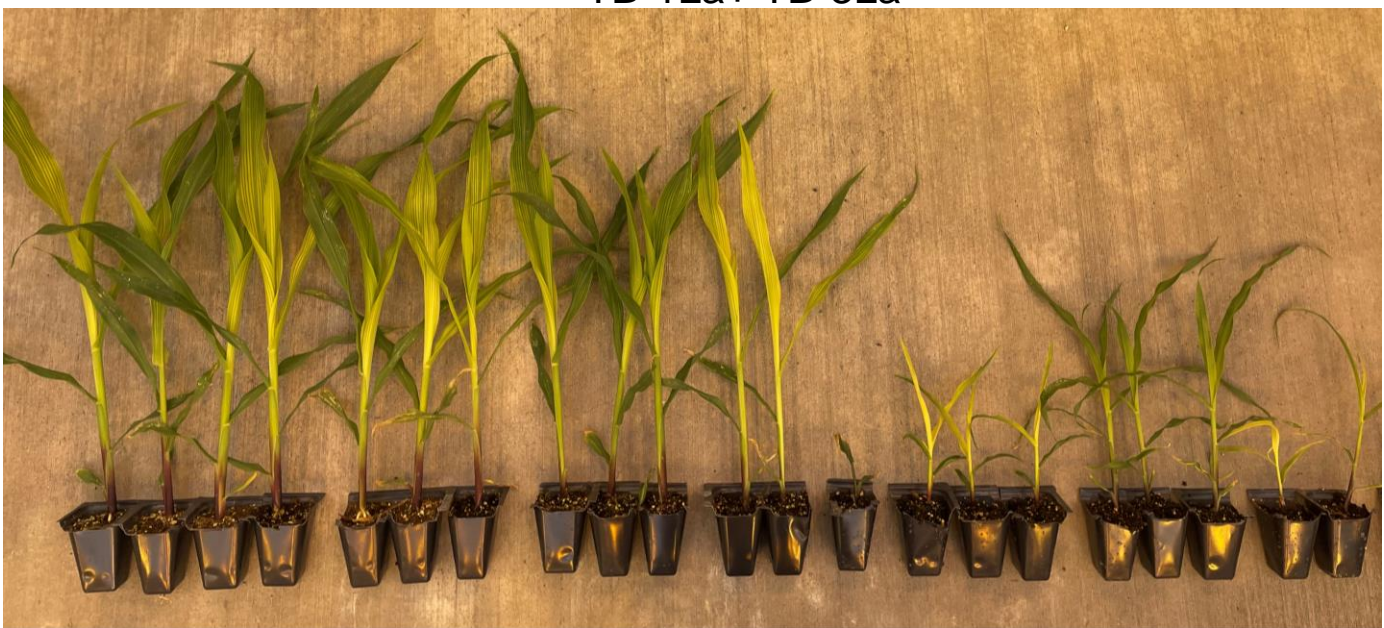

TB1La euploid (segregated)    Trisomy TB-3La    Trisomy TB-1La    Trisomy TB-1La+ trisomy TB-3La    Monosomy TB-3La    Trisomy TB-1La + monosomy TB-3La    Monosomy TB-1La    Monosomy TB-1La + trisomy TB-3La

## TB-1La+ TB-4Lb

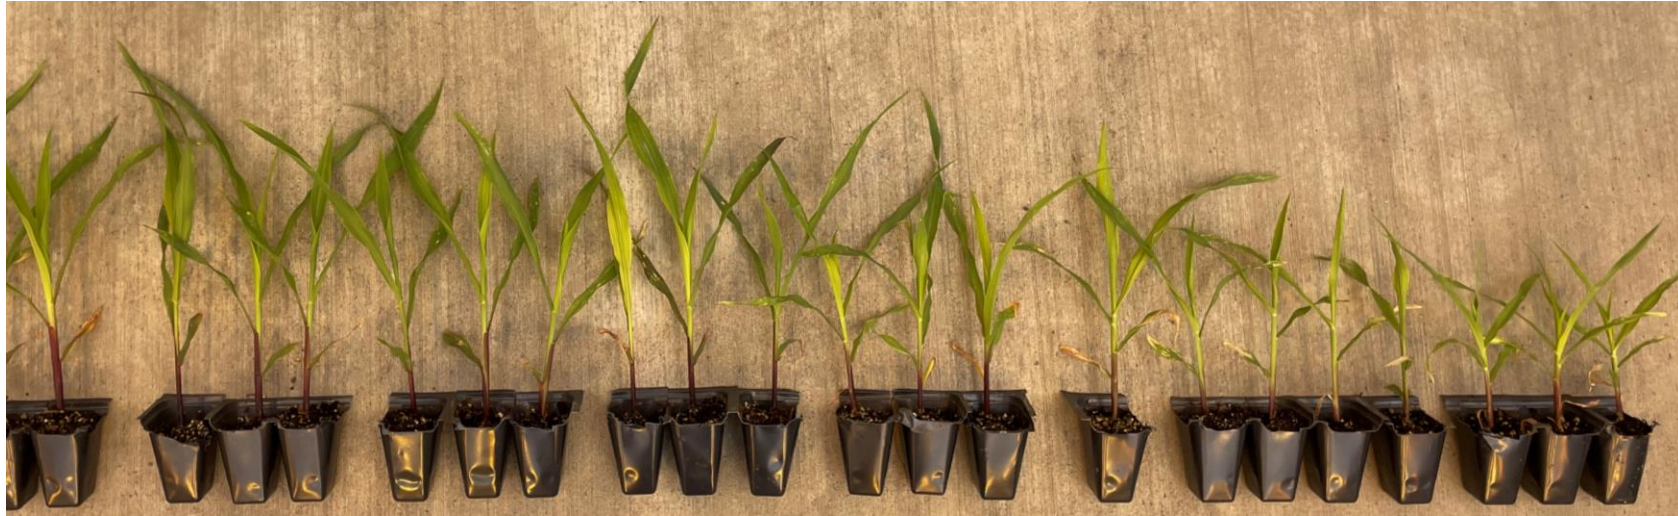

Diploid  
(segregated)

Trisomy  
TB-4Lb

Trisomy  
TB-1La

Trisomy TB-1La+  
trisomy TB-4Lb

Monosomy  
TB-1La

Monosomy  
TB-4Lb

Trisomy TB-1La  
+ monosomy  
TB-4Lb

Monosomy TB-1La  
+monosomy TB-4Lb

## TB-1La + TB-5Sc

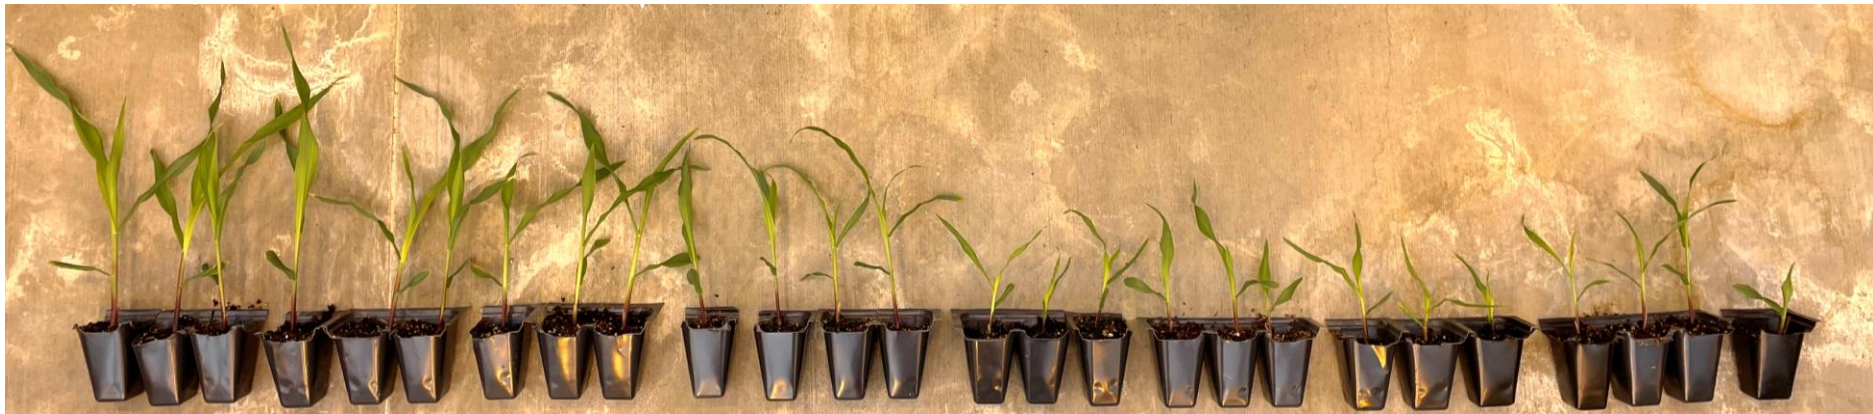

Diploid  
(segregated)

TB-1La euploid

Trisomy  
TB-1La

Trisomy  
TB-5Sc

Monosomy  
TB-5Sc

Monosomy  
TB-1La

Trisomy TB-  
1La+trisomy TB-  
5Sc

Monosomy TB-1La  
+trisomy TB-5Sc

Trisomy TB-1La  
+ monosomy  
TB-5Sc

Trisomy TB-1La  
+ tetrasomy TB-  
5Sc

## TB-4Lb+ TB-6Lc

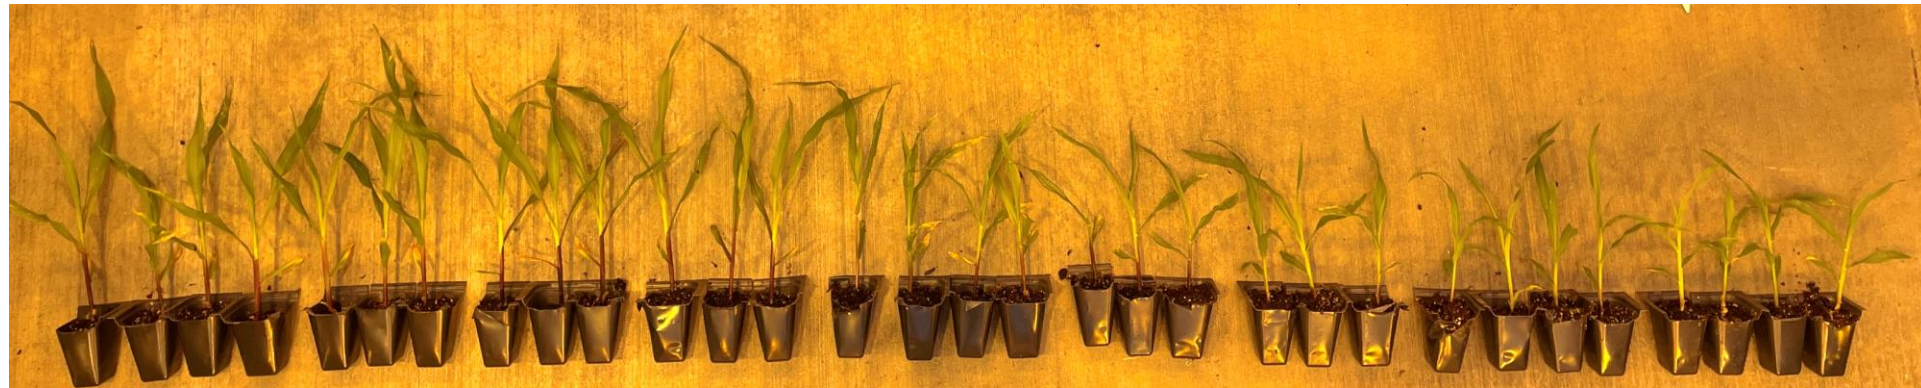

Diploid  
(segregated)

Trisomy  
TB-4Lb

Trisomy  
TB-6Lc

Trisomy TB-4Lb+  
trisomy TB-6Lc

Tetrasomy TB-  
4Lb + trisomy  
TB-6Lc

Monosomy  
TB-4Lb

Monosomy TB-4Lb  
+ trisomy TB-6Lc

Monosomy  
TB-6Lc

Trisomy TB-4Lb  
+ monosomy  
TB-6Lc

Monosomy TB-4Lb  
+ monosomy TB-6Lc

## Detrimental effect of monosomy 4L + trisomy 6L

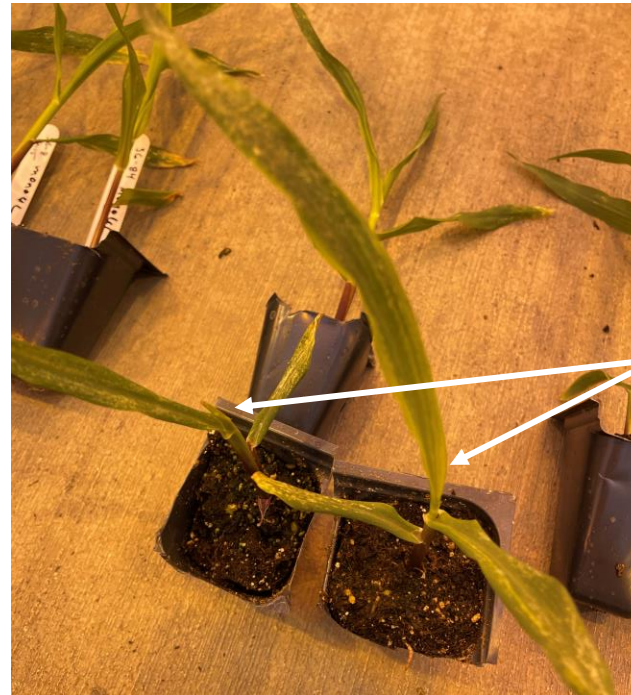

No young leaf emerged

TB-3La+  
TB-4Lb

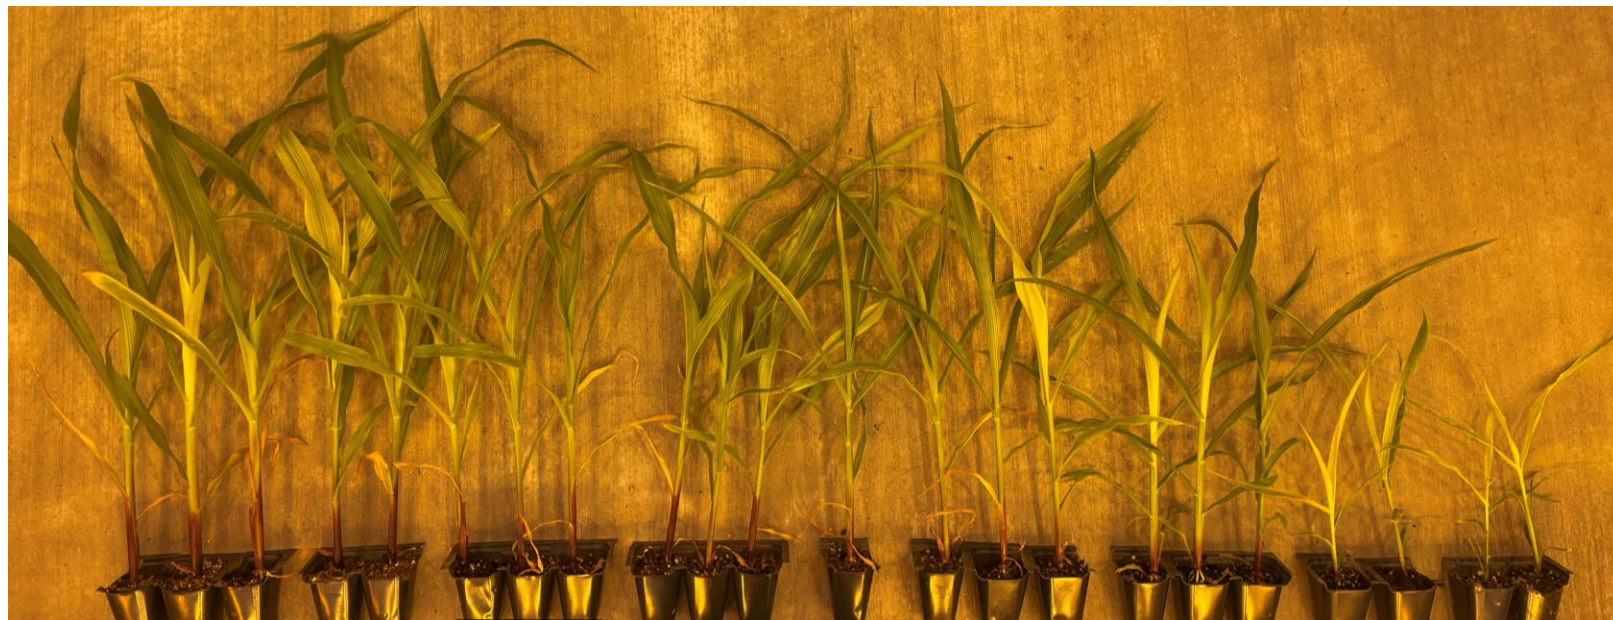

Diploid (segregated)    Trisomy TB-4Lb    Trisomy TB-3La    Trisomy TB-3La+ trisomy TB-4Lb    Monosomy TB-4Lb    Trisomy TB-3La + monosomy TB-4Lb    Monosomy TB-3La    Monosomy TB-3La + trisomy TB-4Lb    Monosomy TB-3La + monosomy TB-4Lb

TB-3La+  
TB-5Lb

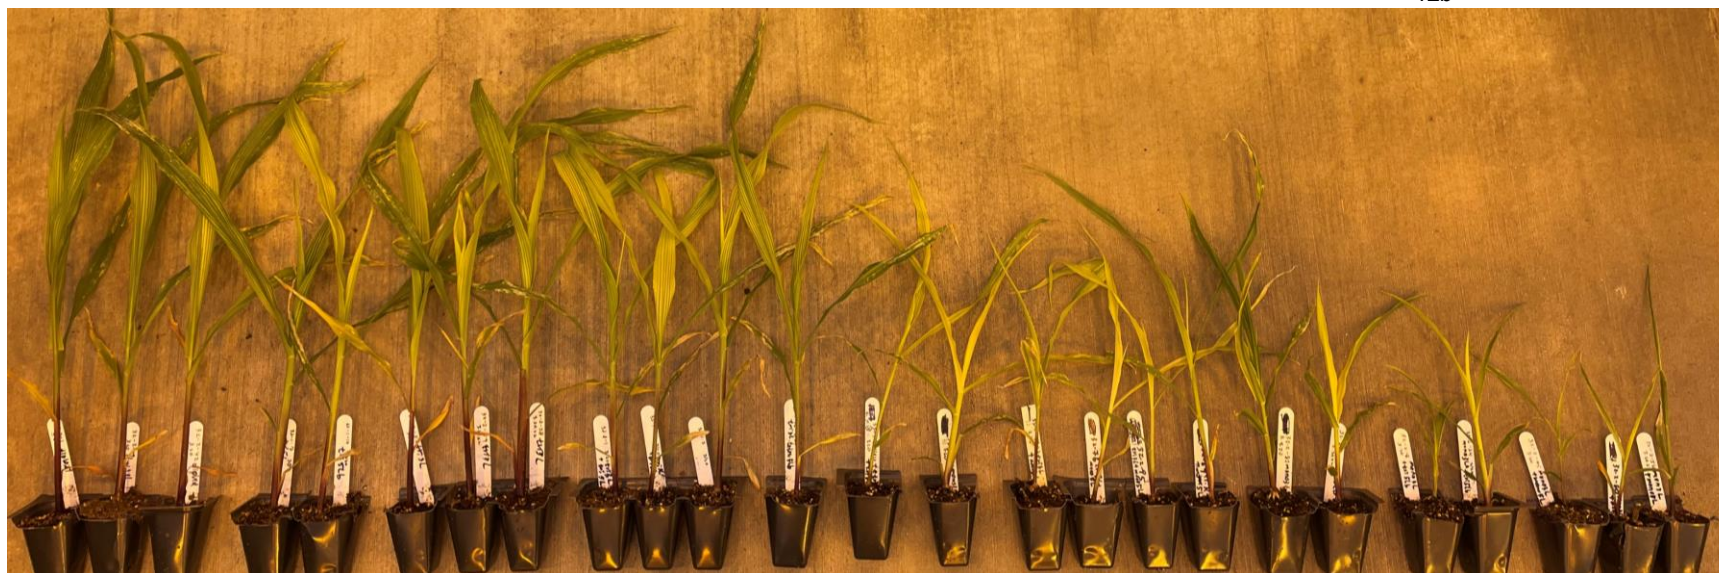

Diploid (segregated)    Trisomy TB-5Lb    Trisomy TB-3La    Trisomy TB-3La+trisomy TB-5Lb    Trisomy TB-3La + trisomy TB-5Lb    Monosomy TB-5Lb    Trisomy TB-3La + monosomy TB-5Lb    Monosomy TB-3La    Monosomy TB-3La + trisomy TB-5Lb    Monosomy TB-3La + monosomy TB-5Lb

## TB-5Lb+ TB-6Lc

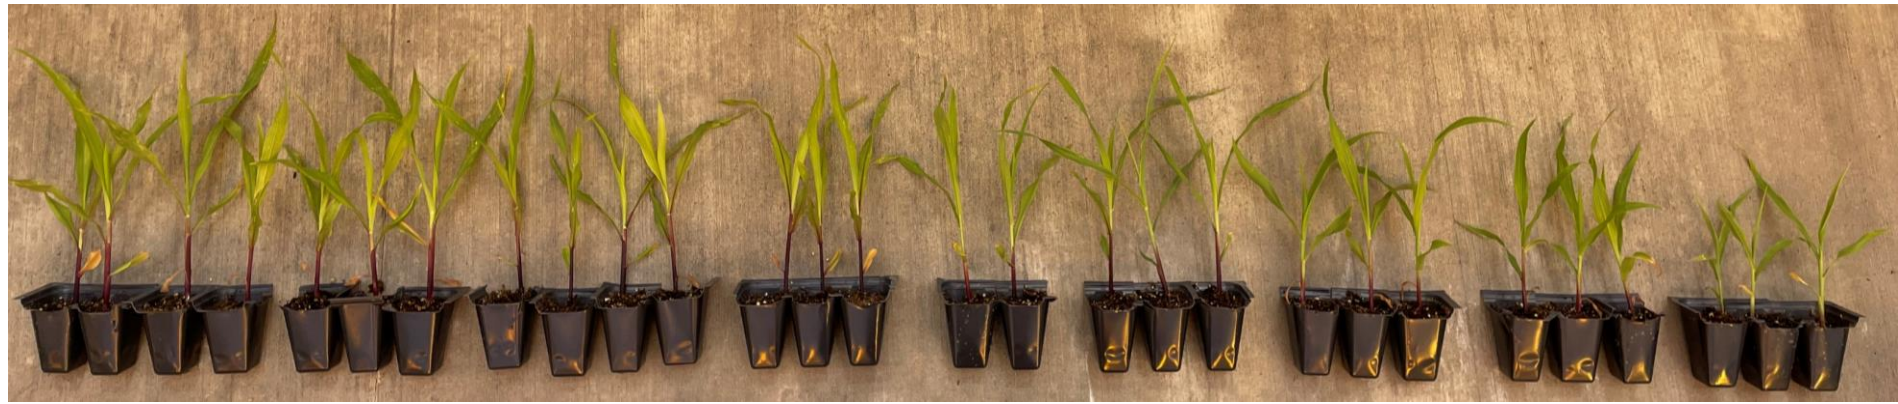

Diploid  
(segregated)

Trisomy  
TB-5Lb

Trisomy  
TB-6Lc

Trisomy TB-5Lb+  
trisomy TB-6Lc

Monosomy  
TB-5Lb

Monosomy TB-5Lb  
+ trisomy TB-6Lc

Monosomy  
TB-6Lc

Trisomy TB-5Lb  
+ monosomy  
TB-6Lc

Monosomy TB-5Lb  
+ monosomy TB-6Lc

## TB-4Lb+ TB-5Lb

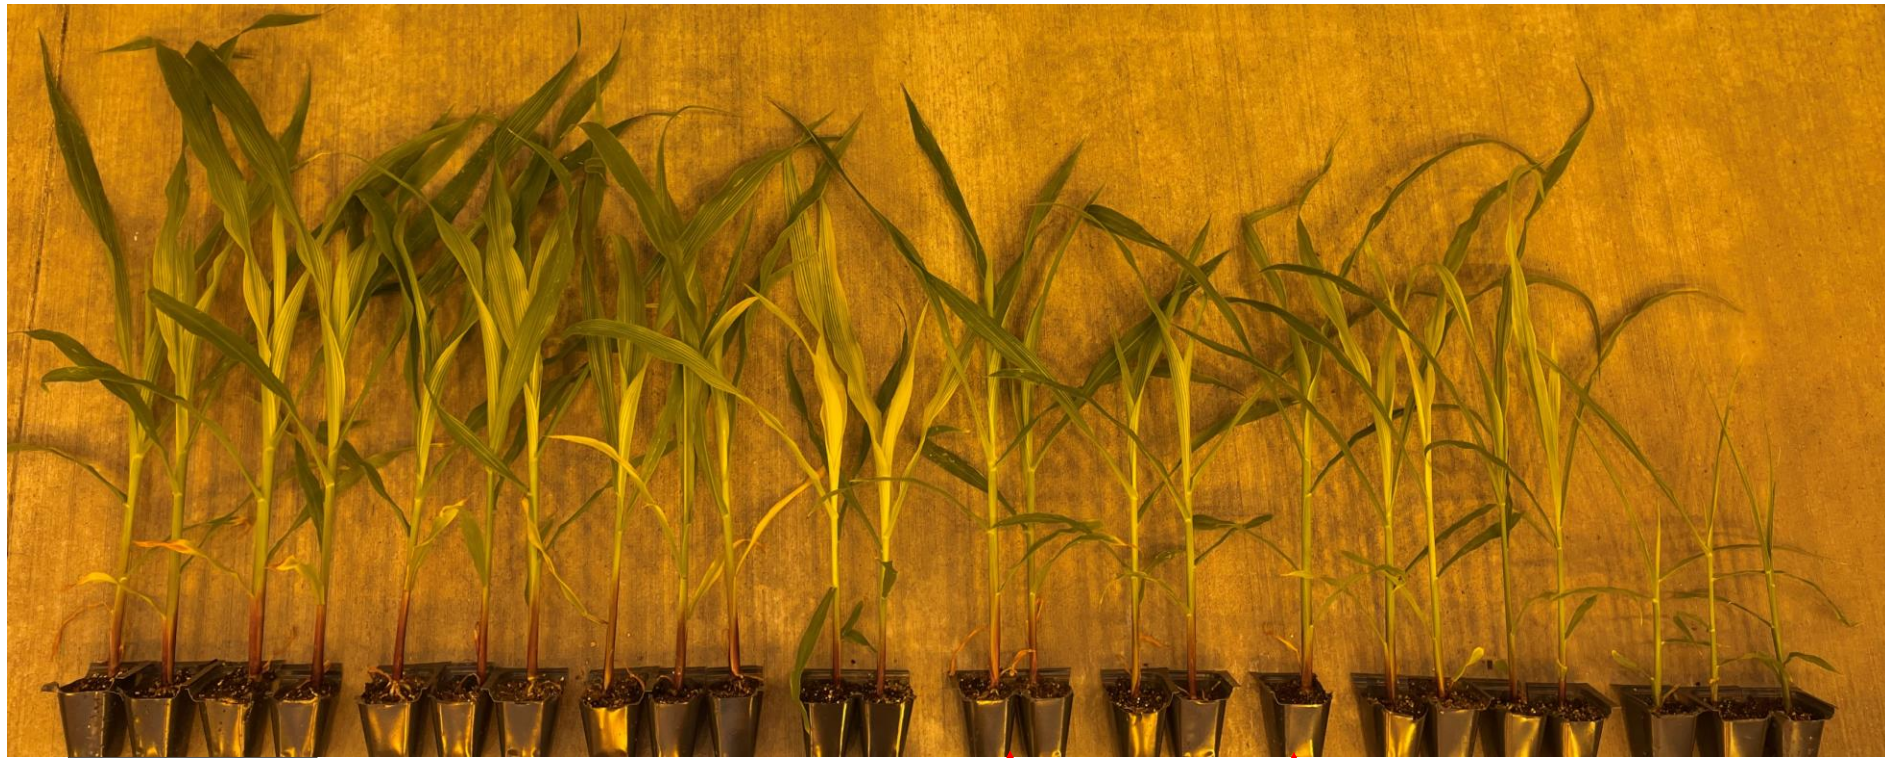

Diploid  
(segregated)

Trisomy  
TB-5Lb

Trisomy  
TB-4Lb

Trisomy TB-4Lb  
+ trisomy TB-5Lb

Monosomy  
TB-5Lb

Monosomy TB-4Lb  
+ trisomy TB-5Lb

Monosomy  
TB-4Lb

Trisomy TB-4Lb  
+ monosomy  
TB-5Lb

Monosomy TB-4Lb  
+ monosomy TB-5Lb

~2 weeks  
TB-6Lc+ TB-9Sd

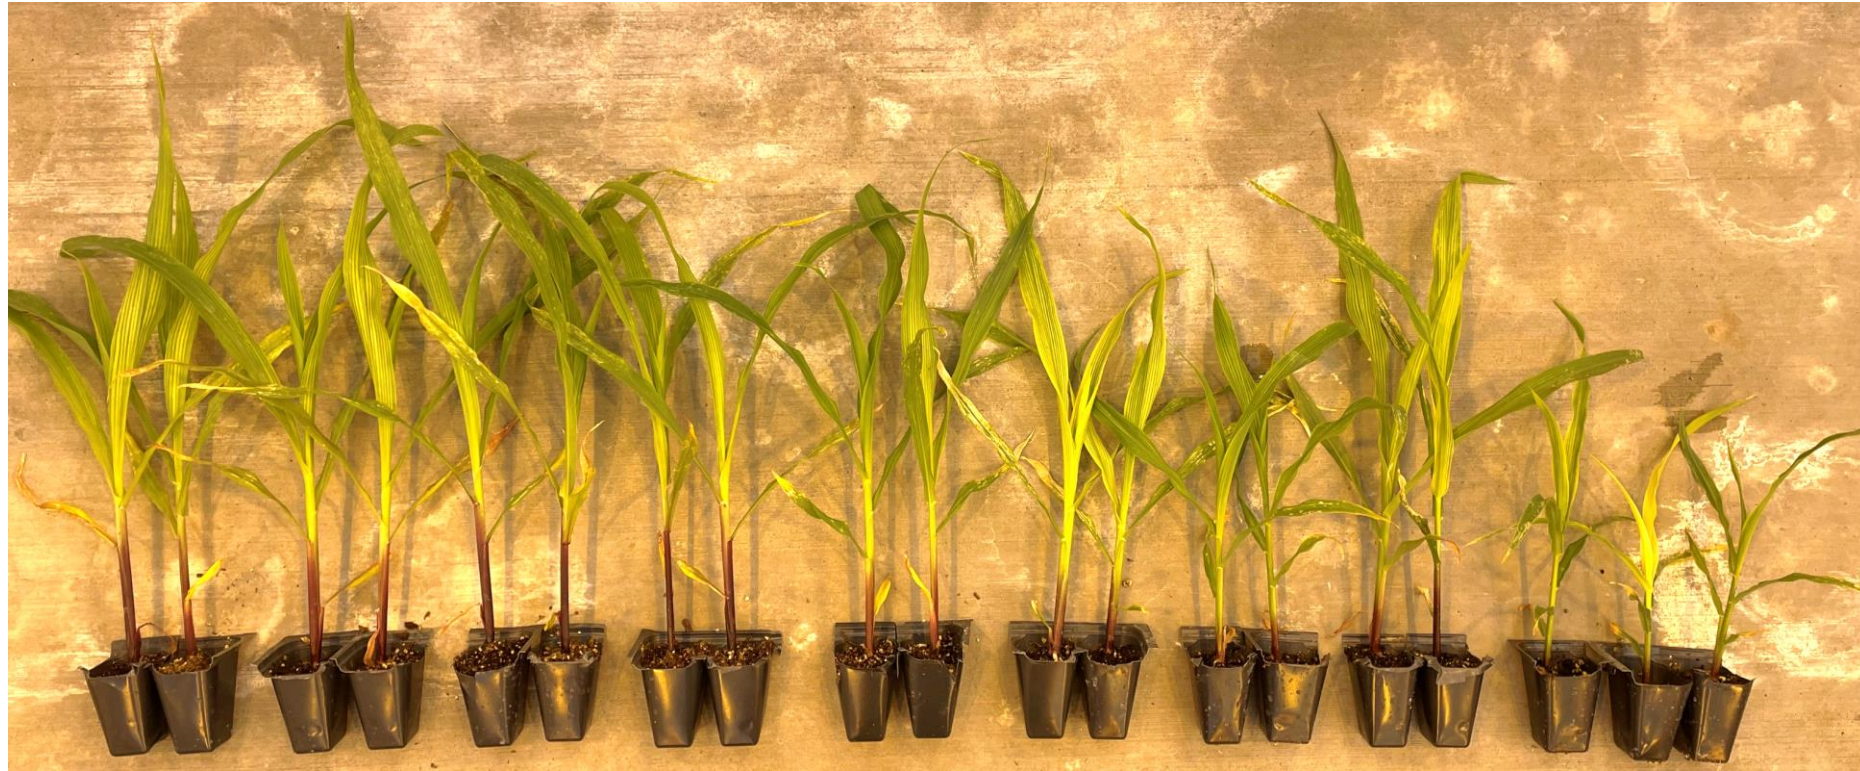

Diploid  
(segregated)

Trisomy  
TB-9Sd

Trisomy  
TB-6Lc

Trisomy TB-6Lc+  
trisomy TB-9Sd

Monosomy  
TB-9Sd

Trisomy TB-6Lc  
+monosomy TB-9Sd

Monosomy  
TB-6Lc

Monosomy TB-  
6Lc + trisomy  
TB-9Sd

Monosomy TB-6Lc  
+monosomy TB-9Sd

**SI Figure S4. Phenotypes of aneuploidy combinations at the 2~3 weeks seedling stage.**

# Family portrait of 1L and 3L combination (45 days)

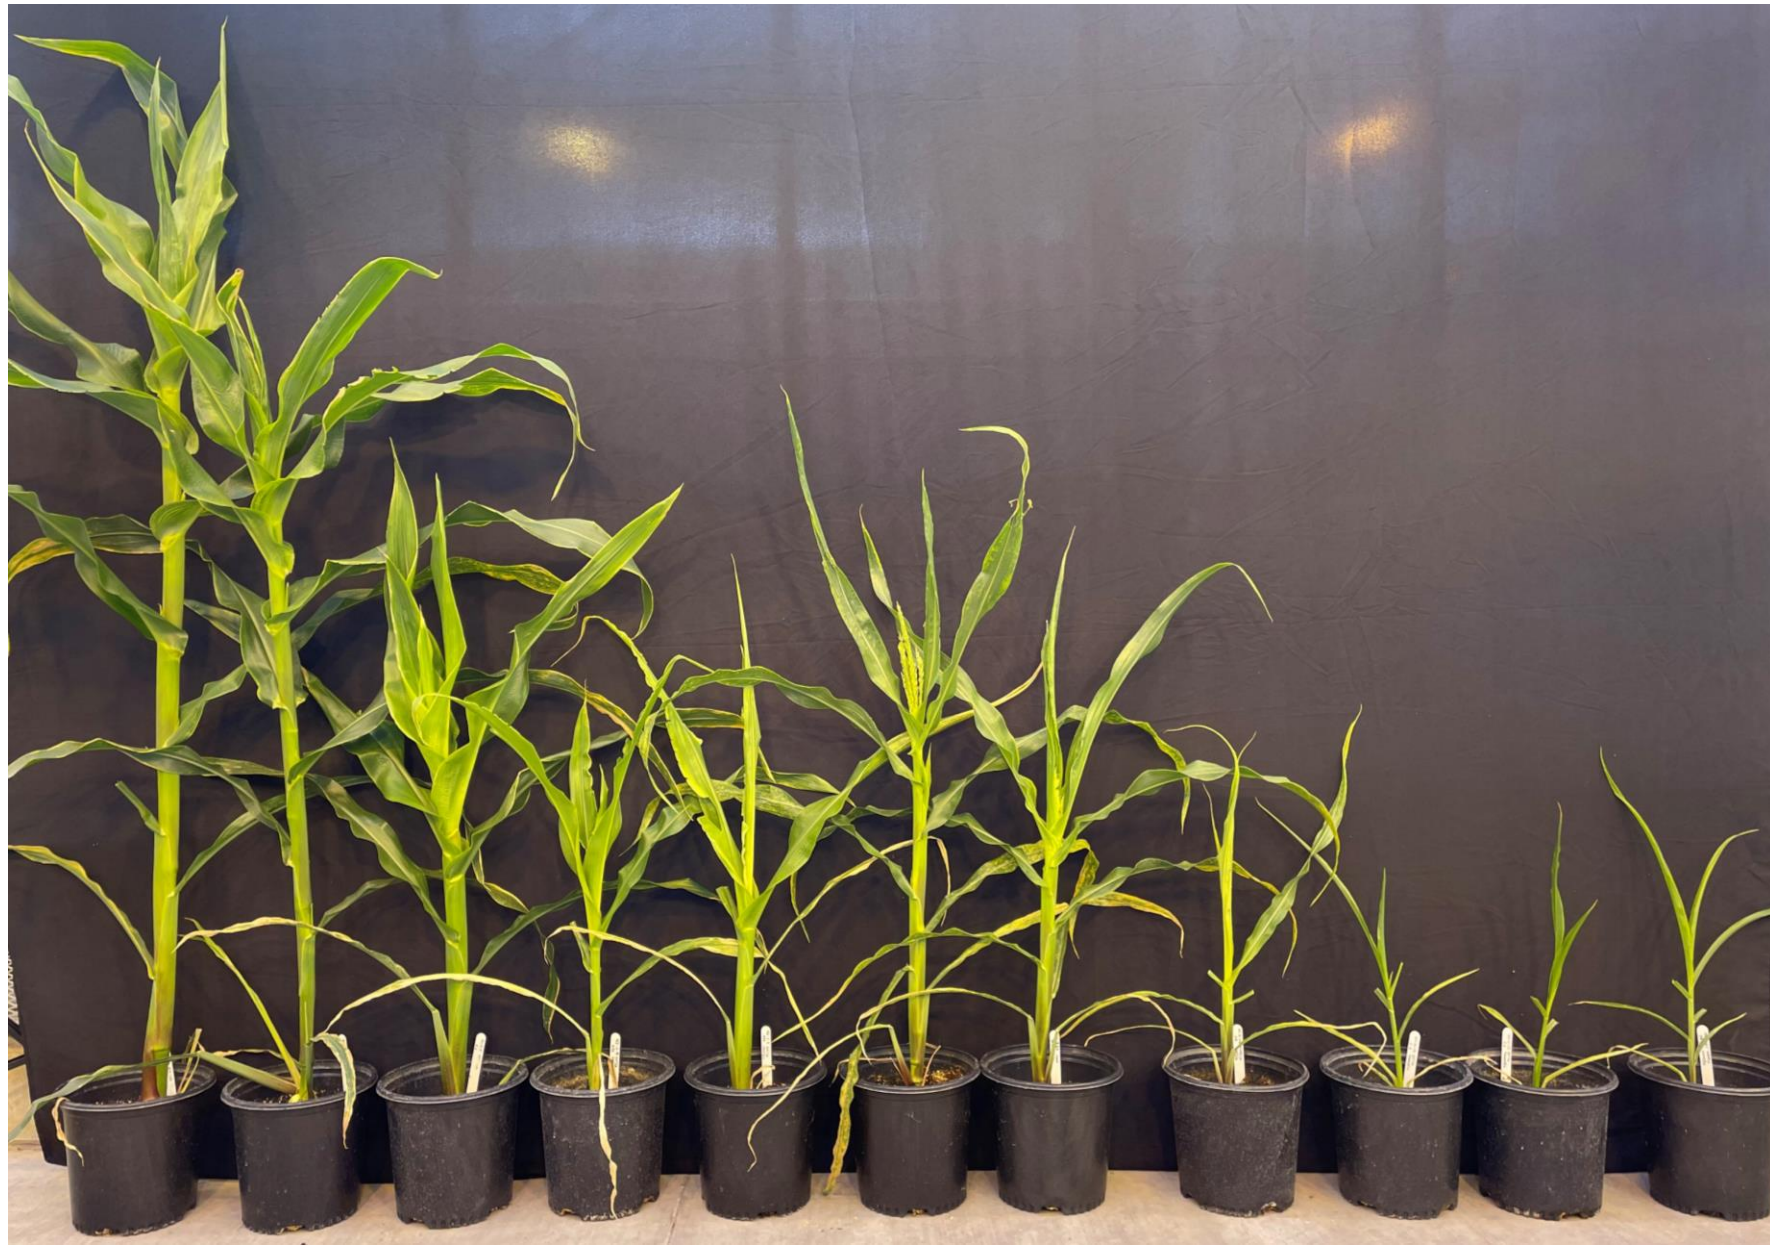

1L  
euploid

Tri3L

Tri1L

Tri1L+ Tri3L

Mono1L

Mono1L  
+Tri3L

Tri1L +  
Mono3L

Mono1L +tri3

# Family portrait of TB-1La and TB-4Lb combination (45 days)

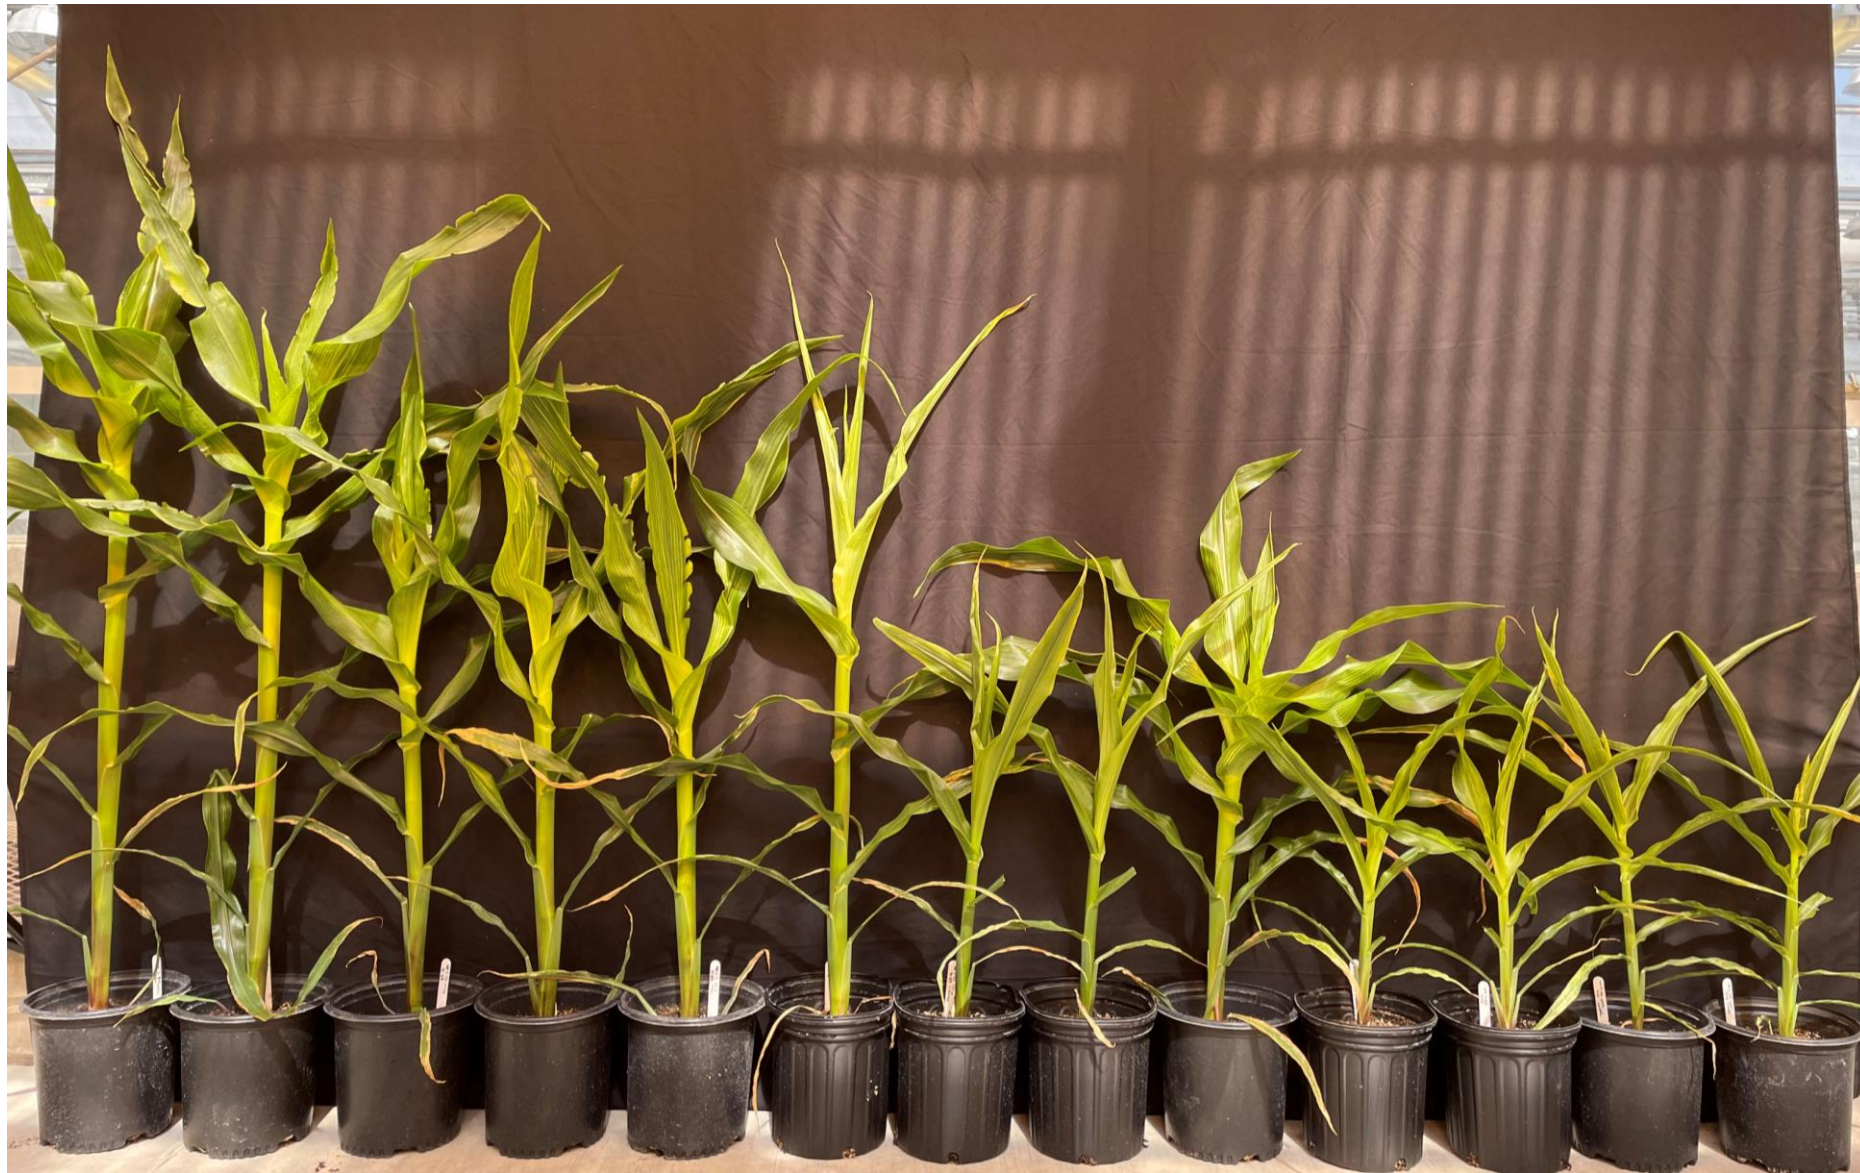

Diploid

Tri4L

Tri1L

Tri1L+ tri4L

Mono4Lb

Tri1L +  
mono4L

Mono1L

Mono1L  
+tri4L

Mono1L  
+mono4L

## Family portrait of 3L and 5L combination (45 days)

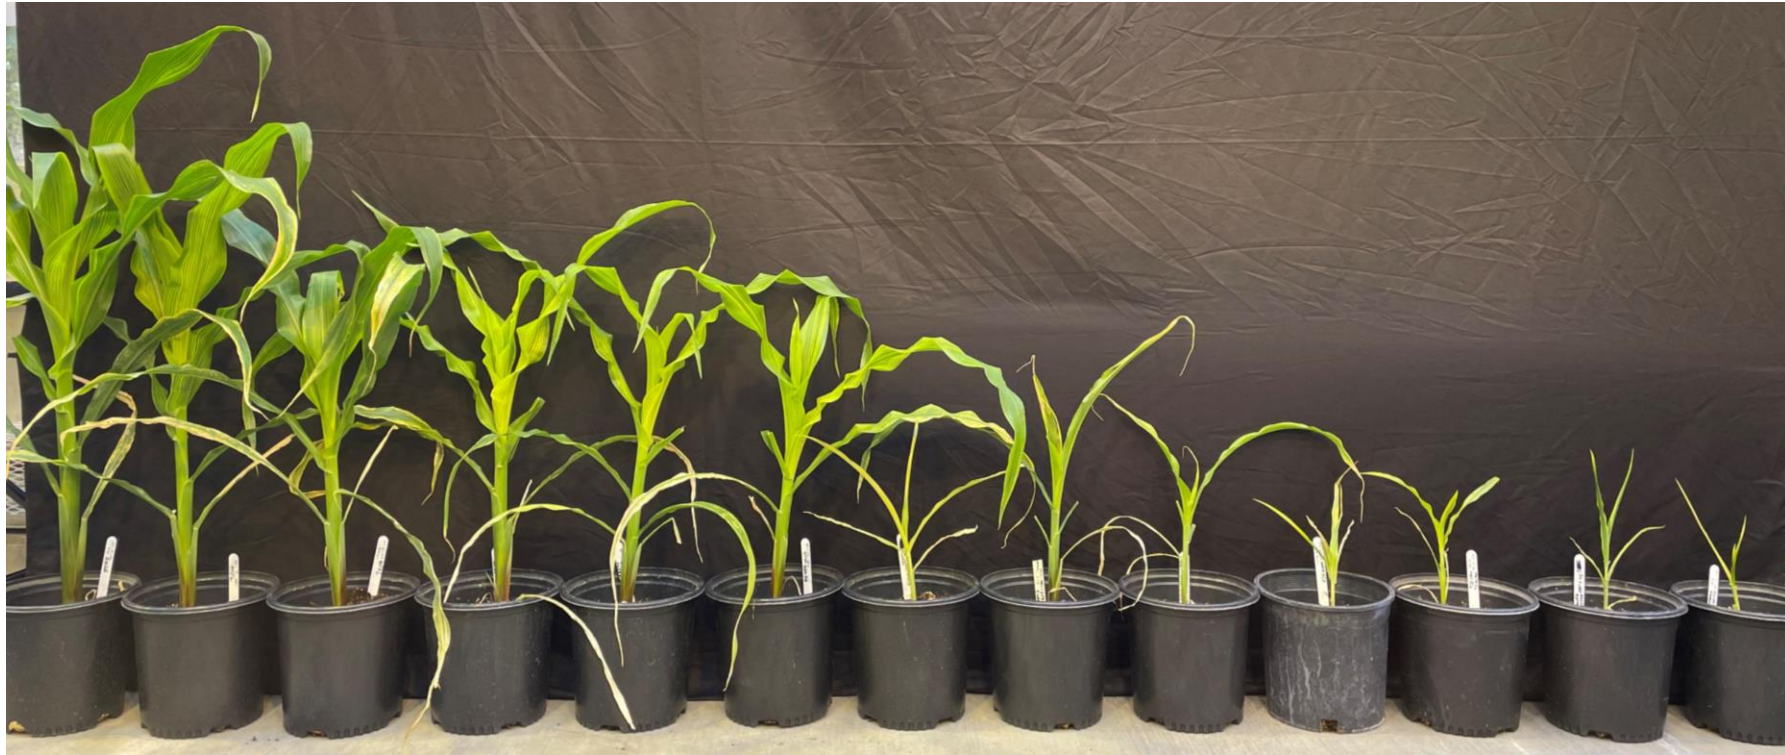

Diploid  
(segregated)

Tri5L

Tri3L

Tri3L+ Tri5L

Tetra3L+ Mono5L  
Tri5L

Tri3L +  
Mono5L

Mono3L

Mono3L  
+Tri5L

Mono3L  
+Mono5L

## Family portrait of 4L and 5L combination (45 days)

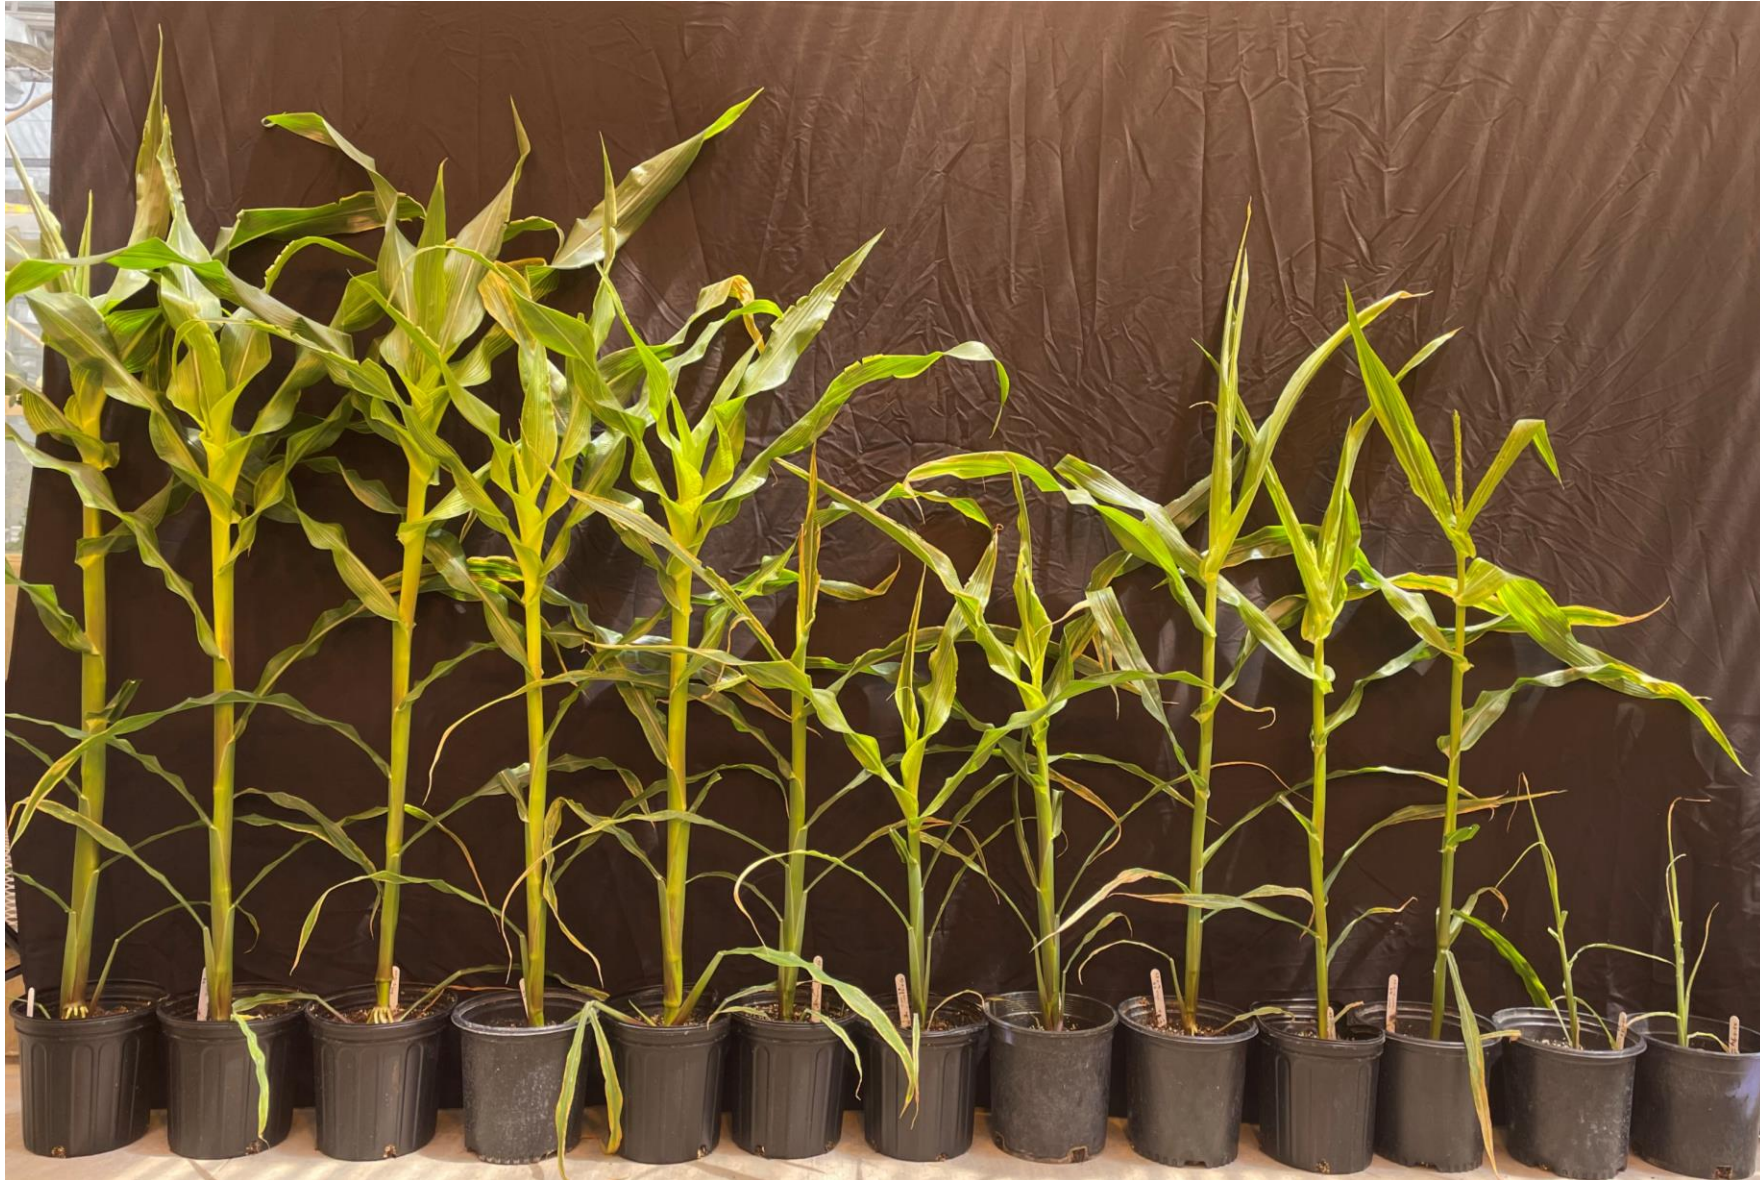

Diploid  
(segregated)

Tri4L

Tri5L

Tri4L+ Tri5L

Mono5L

Tri4L +  
Mono5L

Mono4L

Mono4L  
+Tri5L

Mono4L  
+Mono5L

## Family portrait of 5L and 6L combination (45 days)

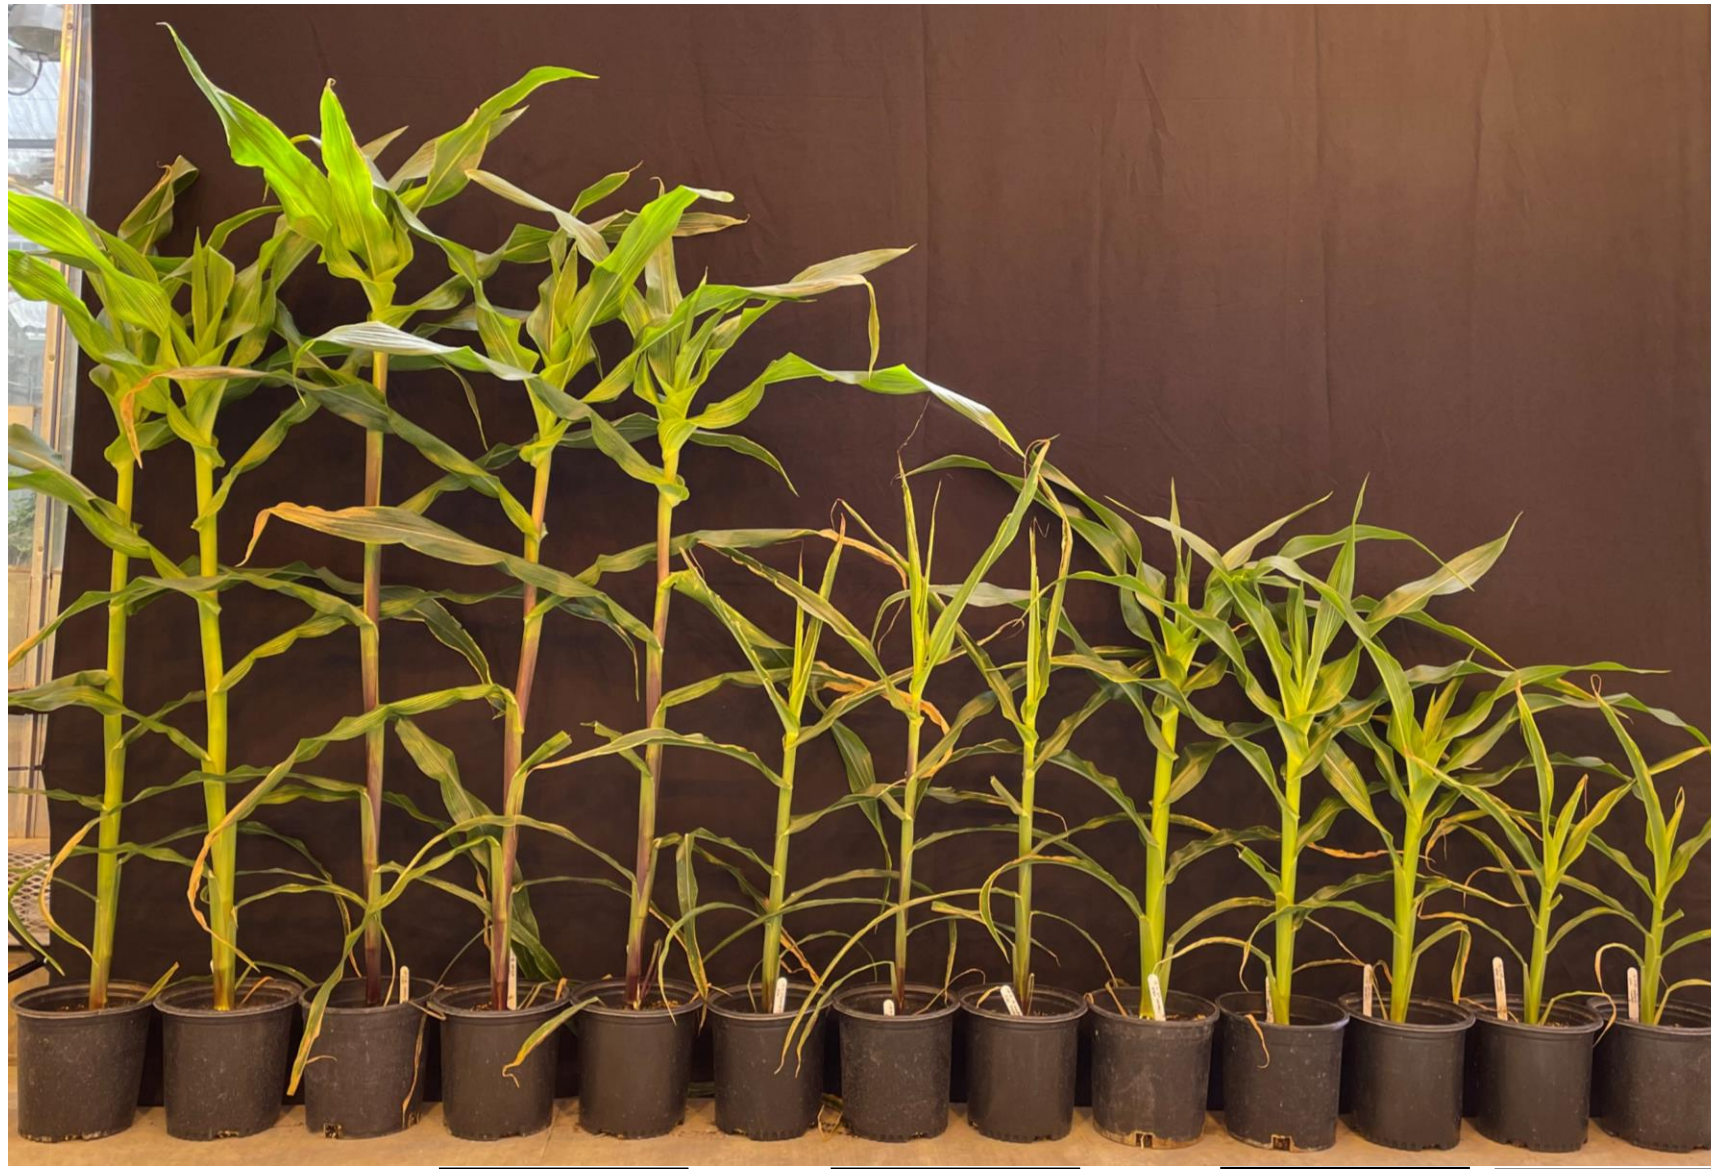

Diploid

Tri5L

Tri6L

Tri5L+ Tri6L

Mono5L

Mono5L  
+Tri6L

Mono6L

Tri5L +  
Mono6L

Mono5L  
+Mono6L

## Family portrait of 4L and 6L combination (45 days)

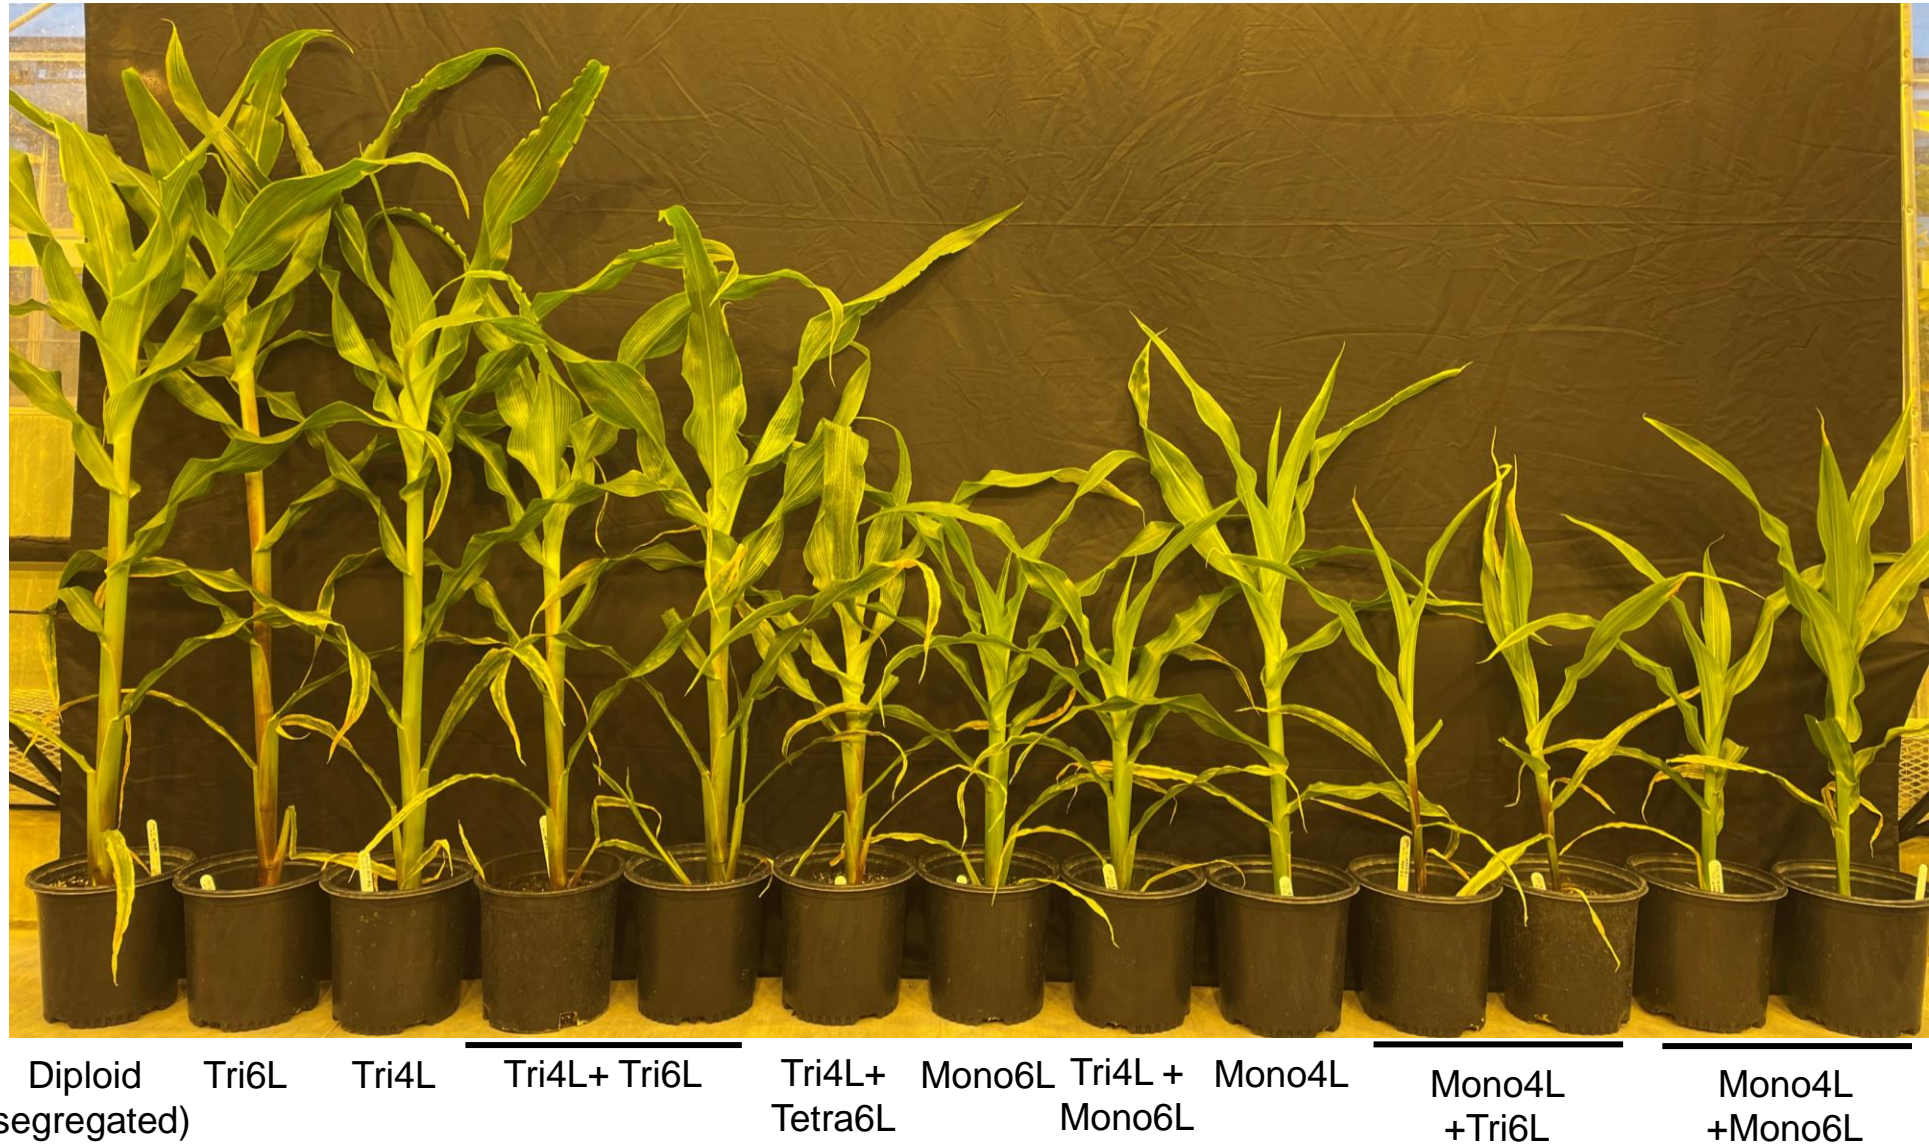

### SI Figure S5. Family portraits of six aneuploid combinations.

The phenotype of aneuploidy combinations, single-arm aneuploidy and the control is shown. The chromosome pairs include 1L+3L, 3L+4L, 3L+5L, 4L+5L, 4L + 6L, 5L + 6L. The difference between Mono1L +Tri3L and Mono1L +Tri3 is that the “3L” in the first combination refers to B-3La, while “Tri3” in the second combination refers to the parts of chromosome 3 other than the 3L region.

# Arm combo vs individual arm

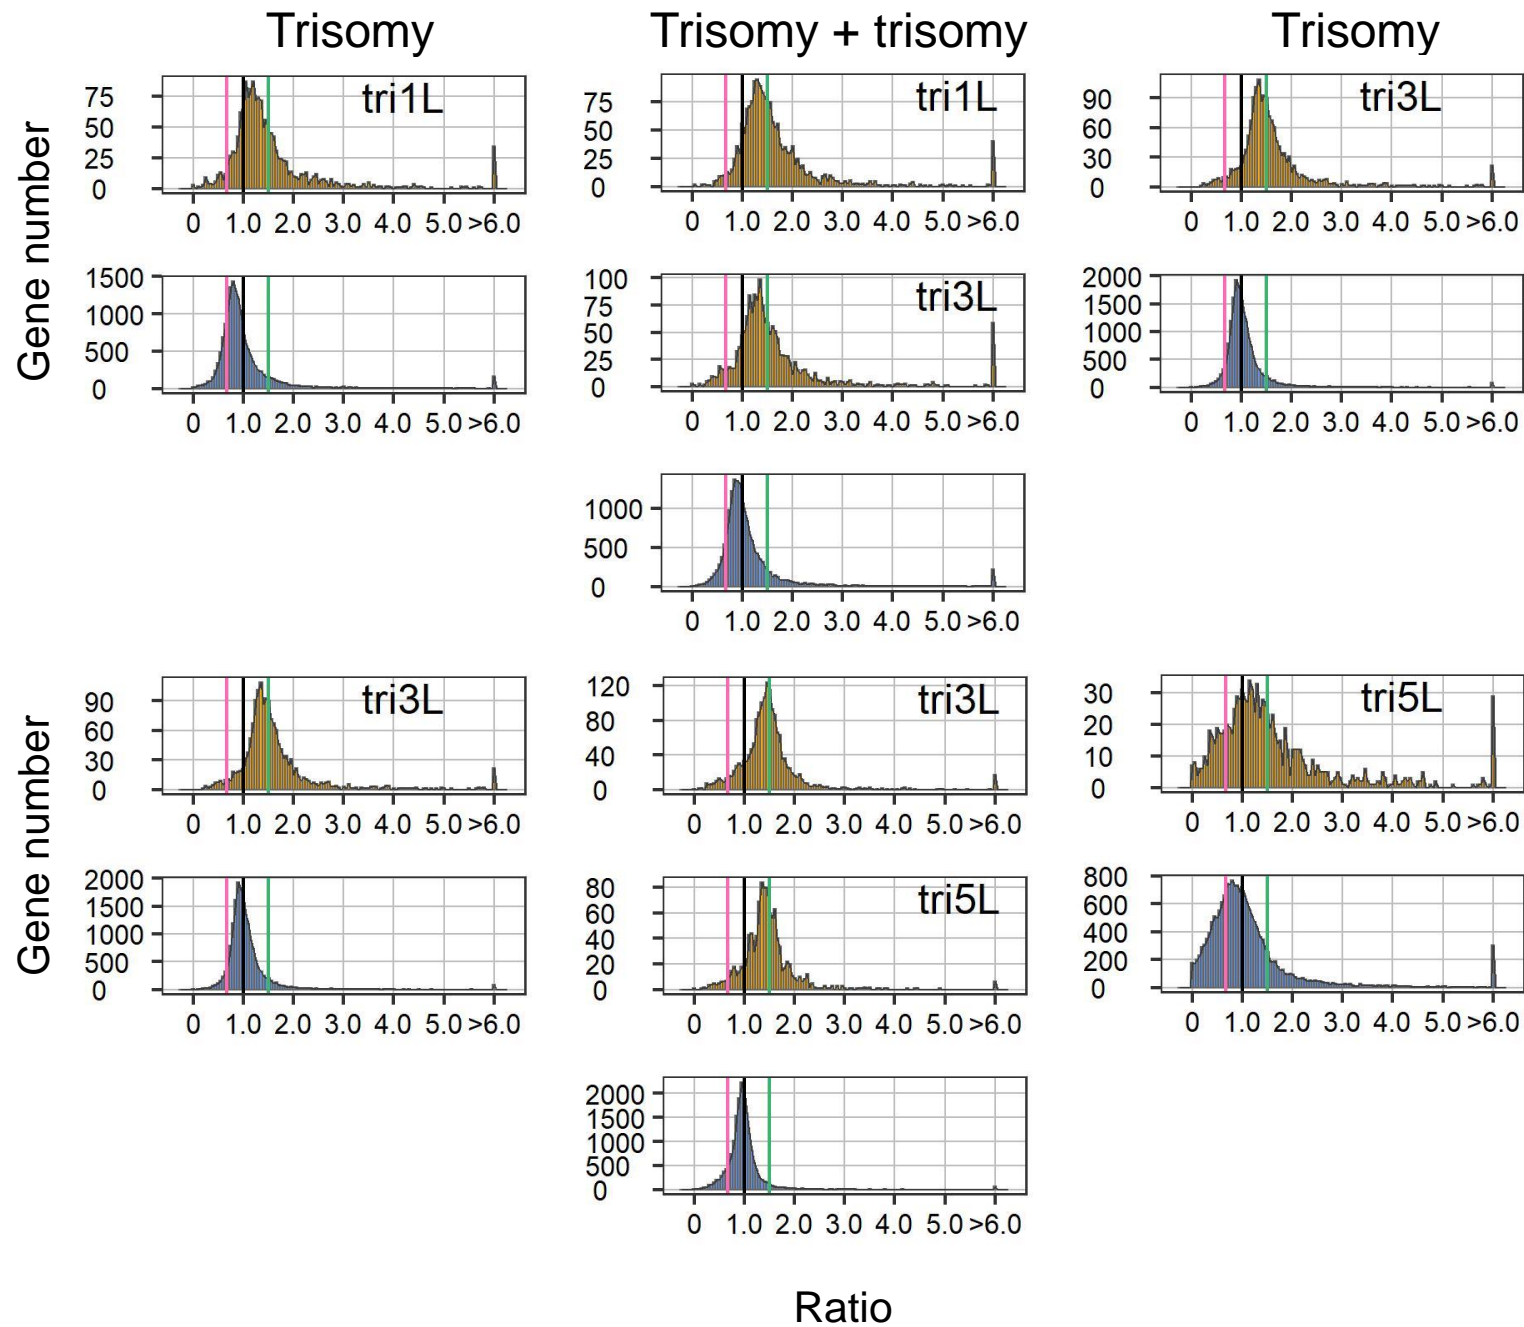

# Arm combo vs individual arm

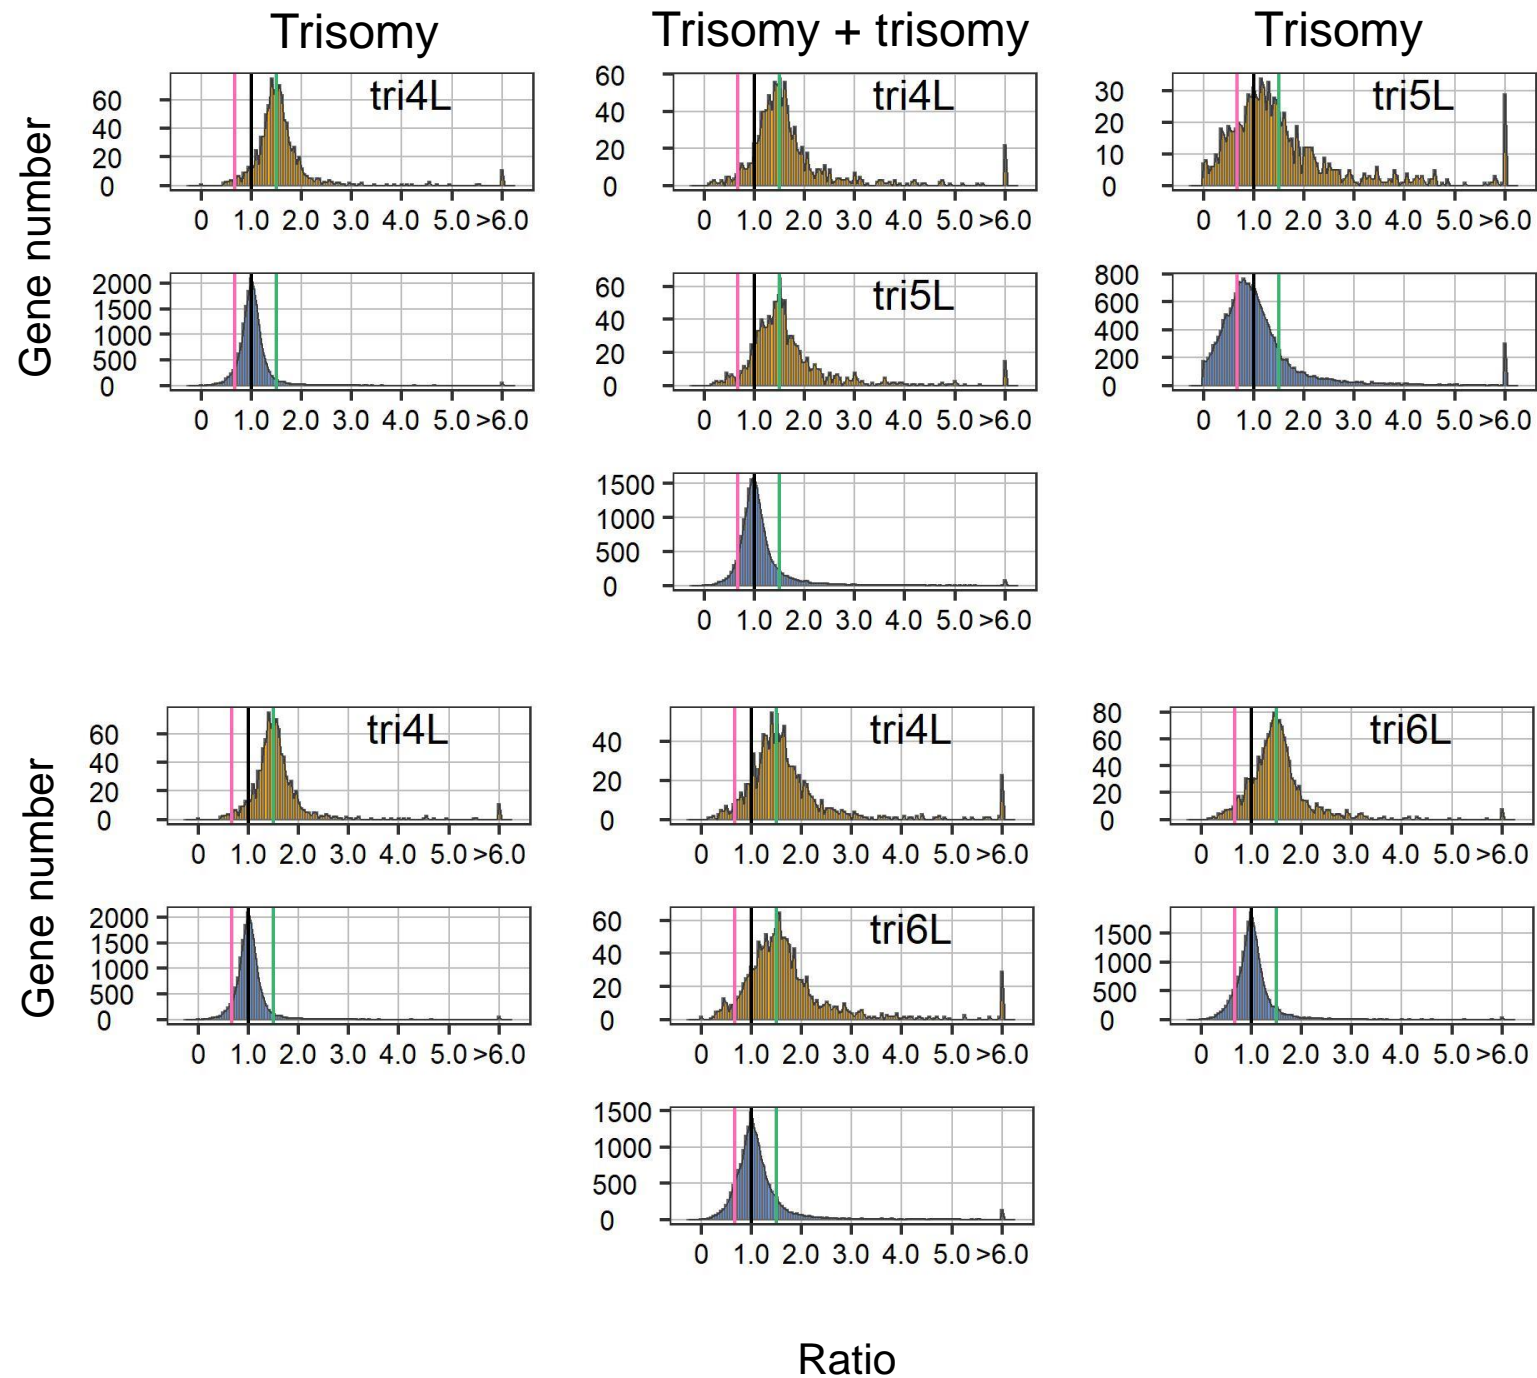

## Arm combo vs individual arm

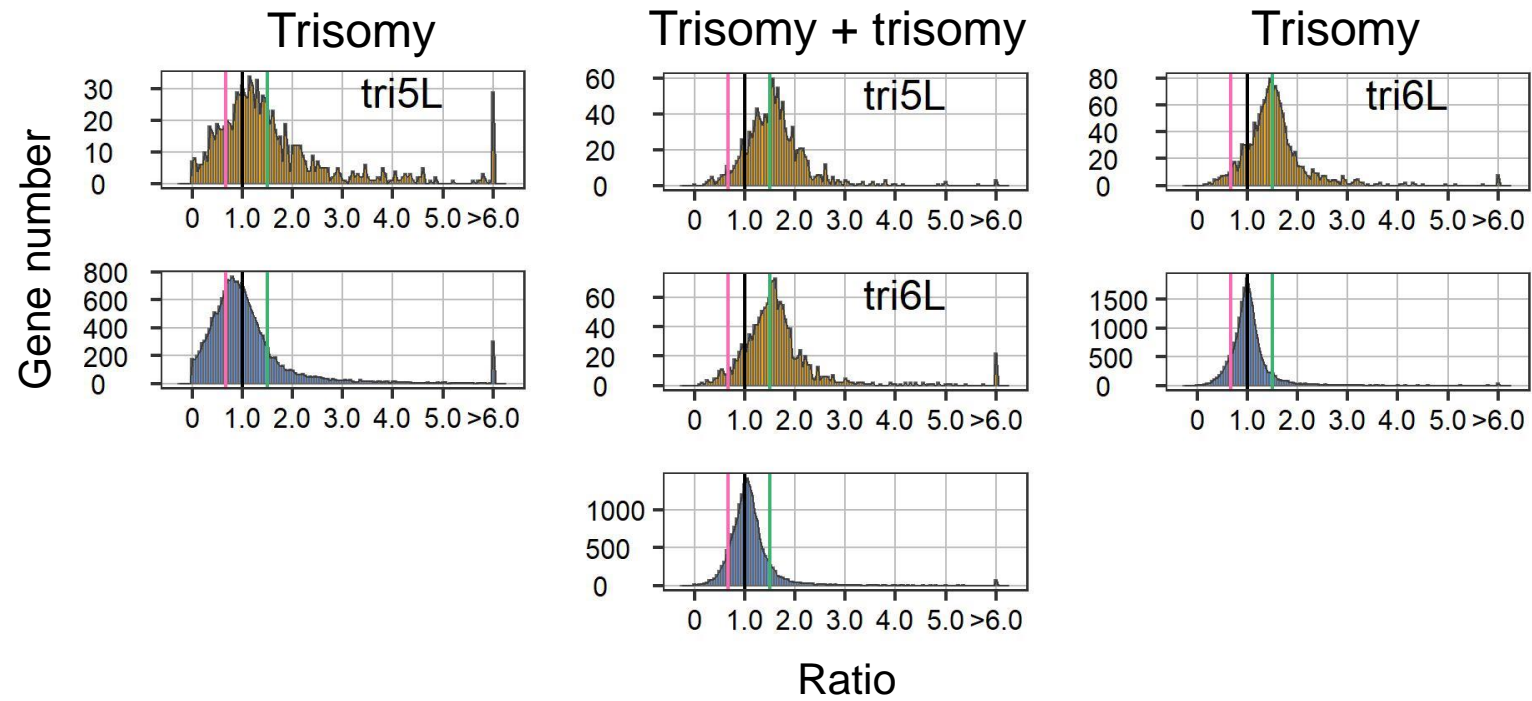

# Arm combo vs individual arm

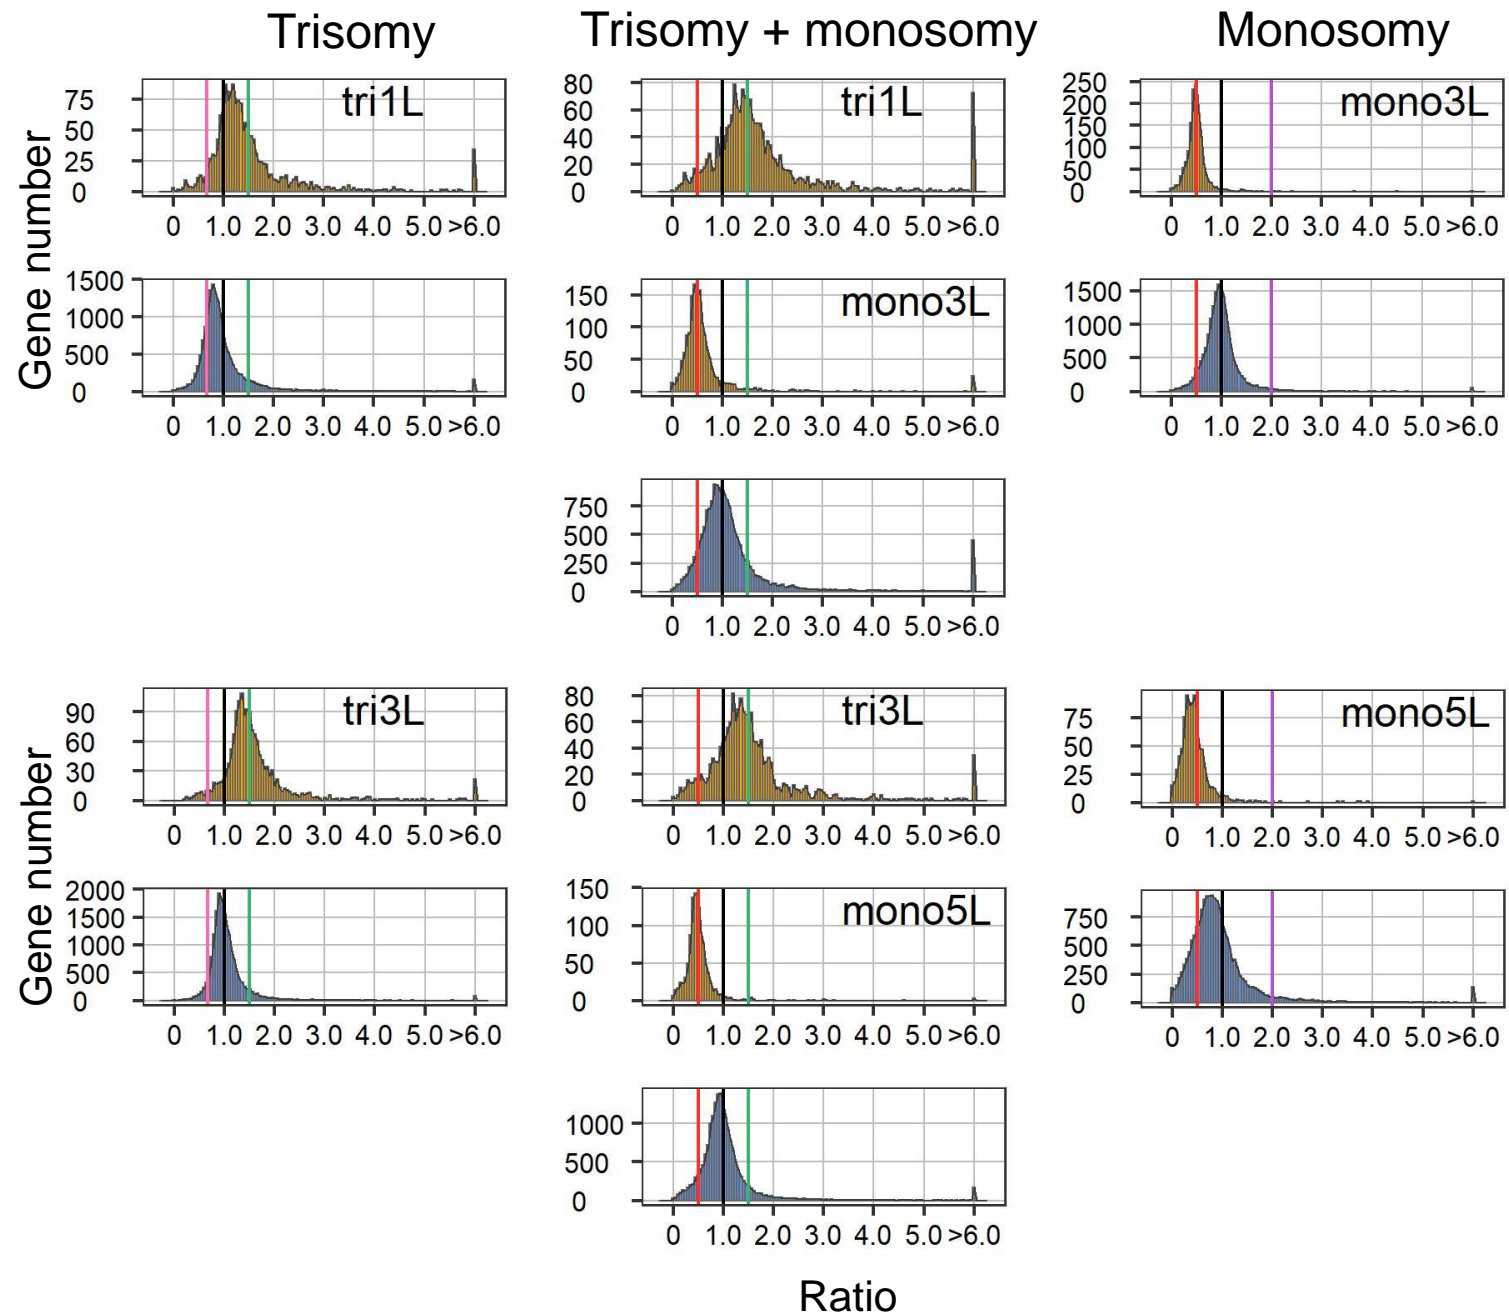

# Arm combo vs individual arm

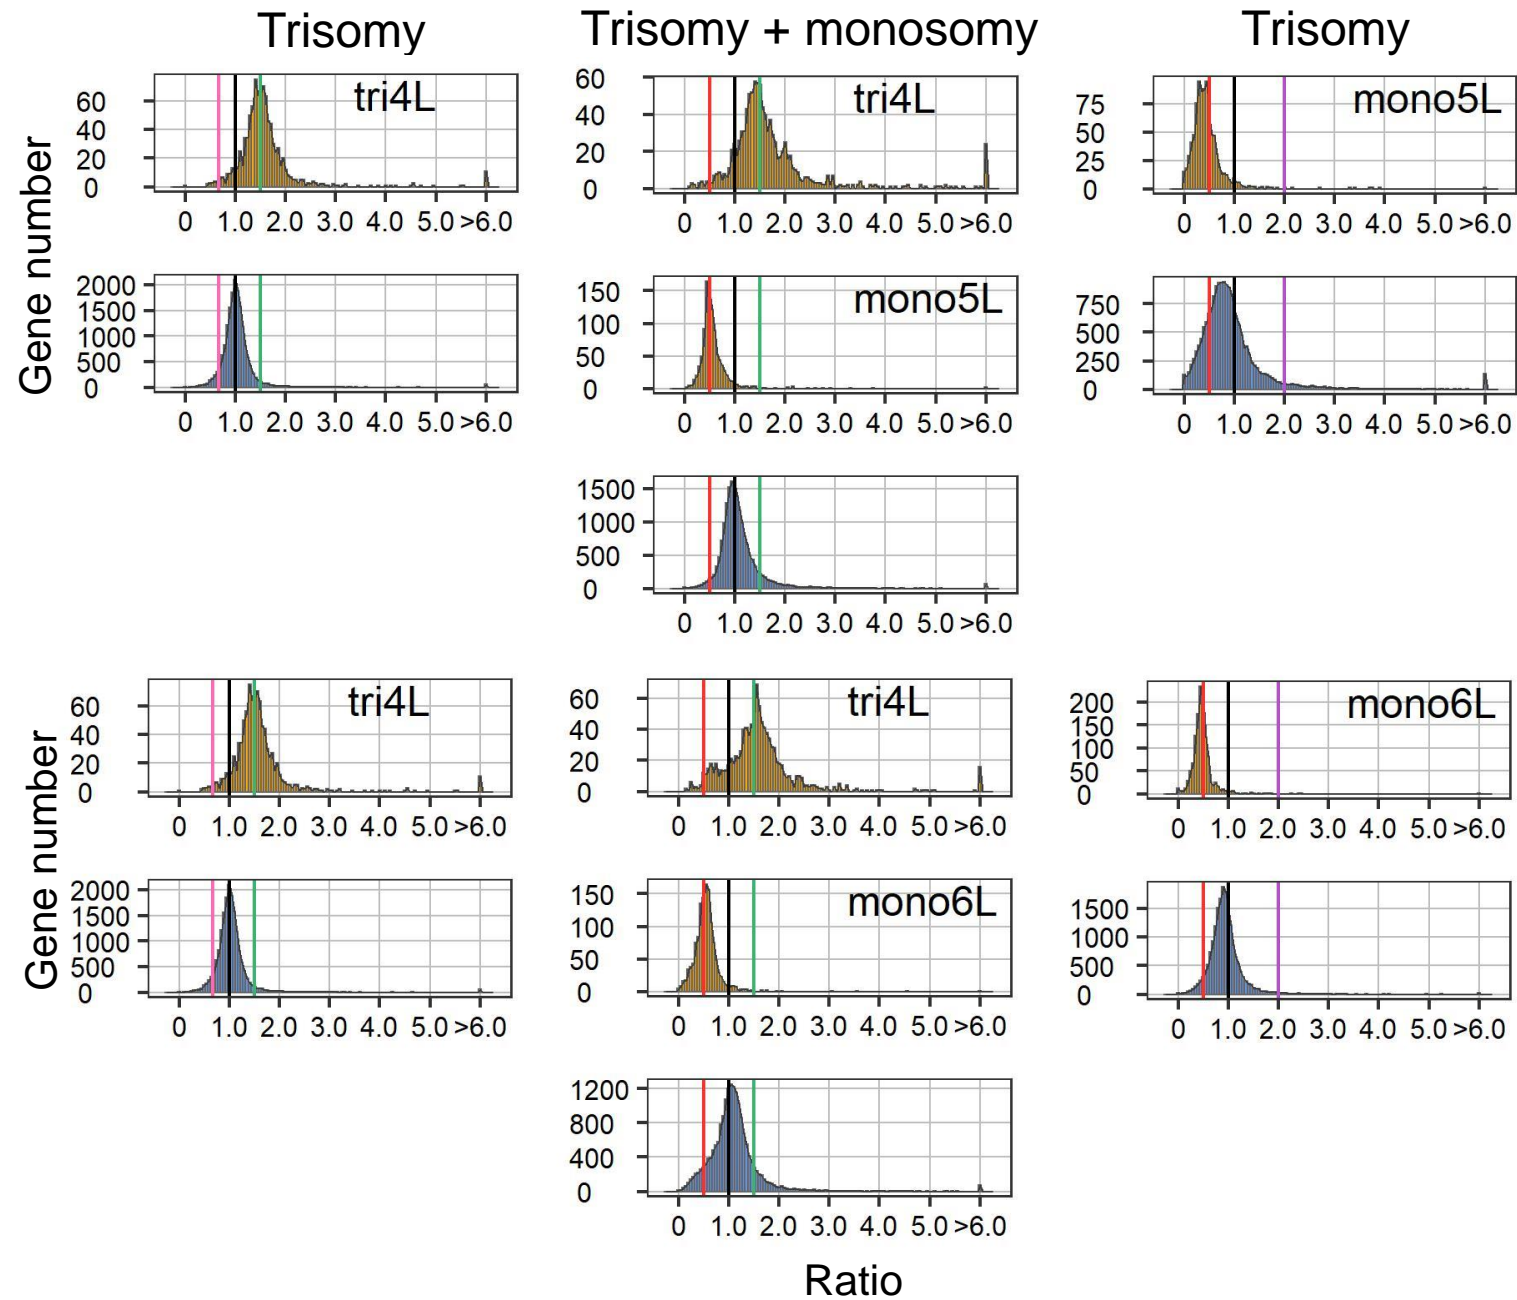

# Arm combo vs individual arm

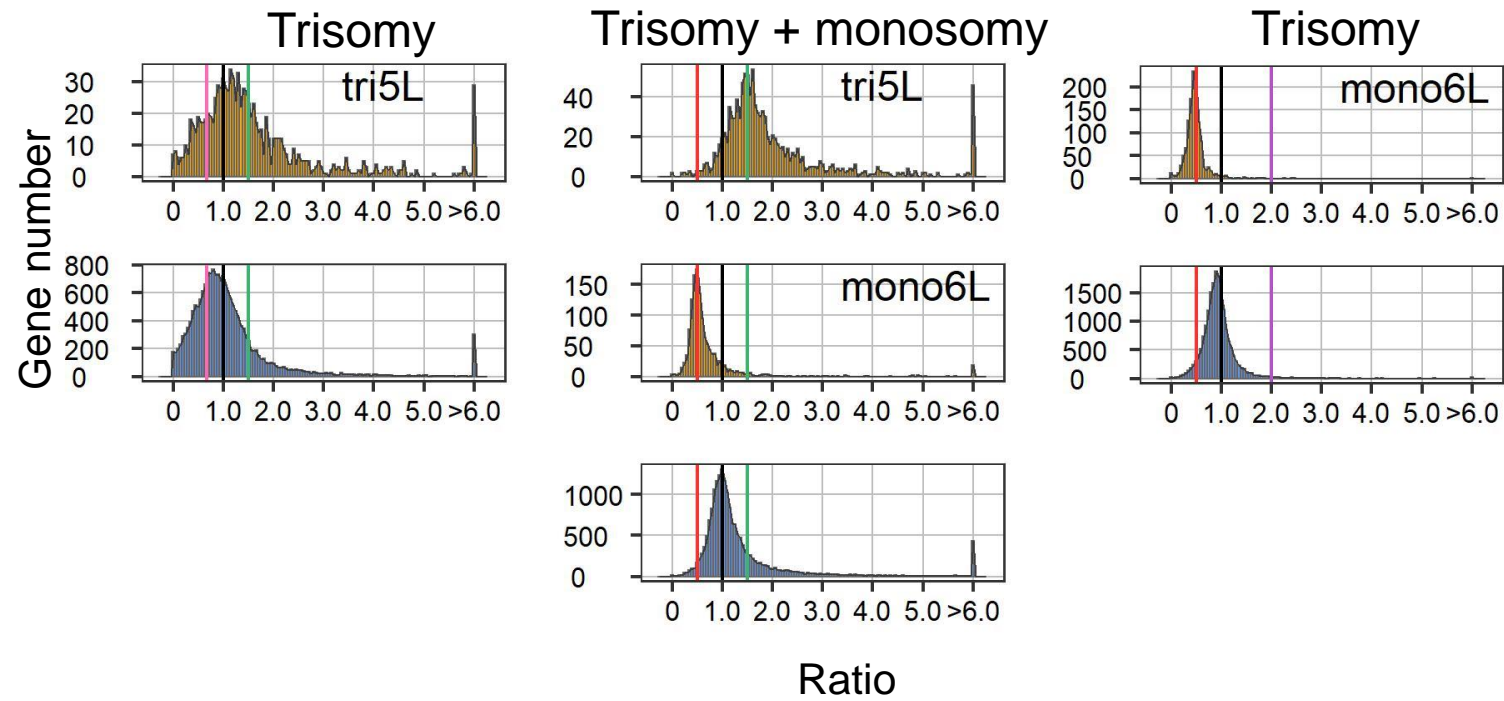

# Arm combo vs individual arm

## Monosomy

## Monosomy + trisomy

## Trisomy

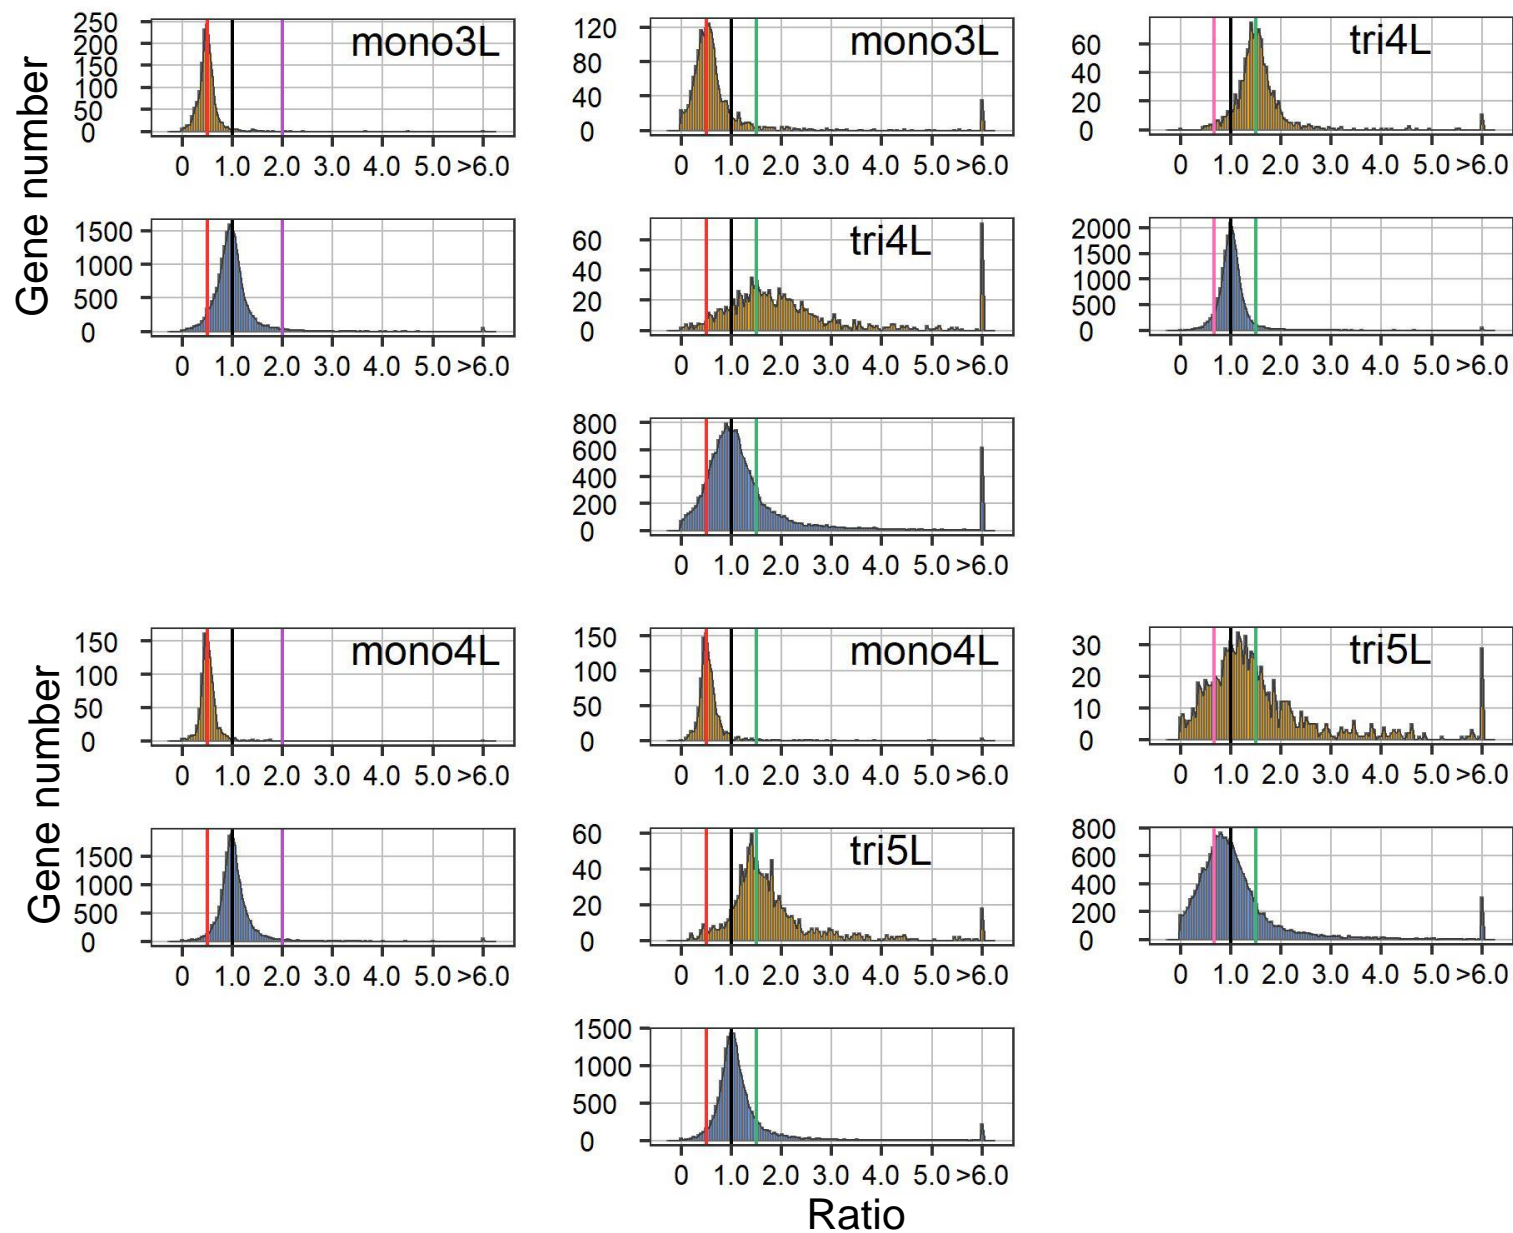

# Arm combo vs individual arm

## Monosomy

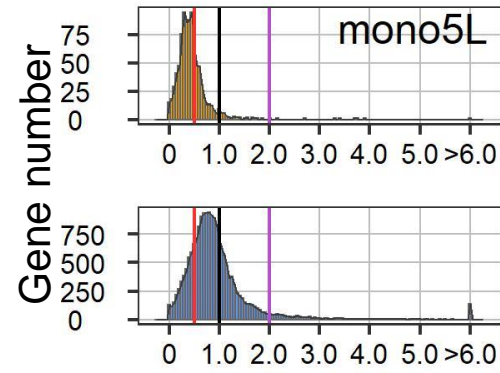

## Monosomy + trisomy

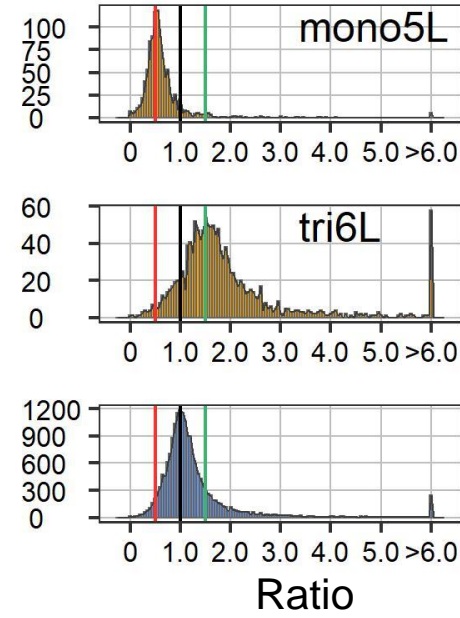

## Trisomy

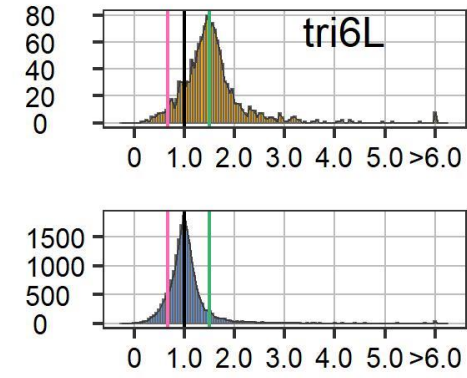

# Arm combo vs individual arm

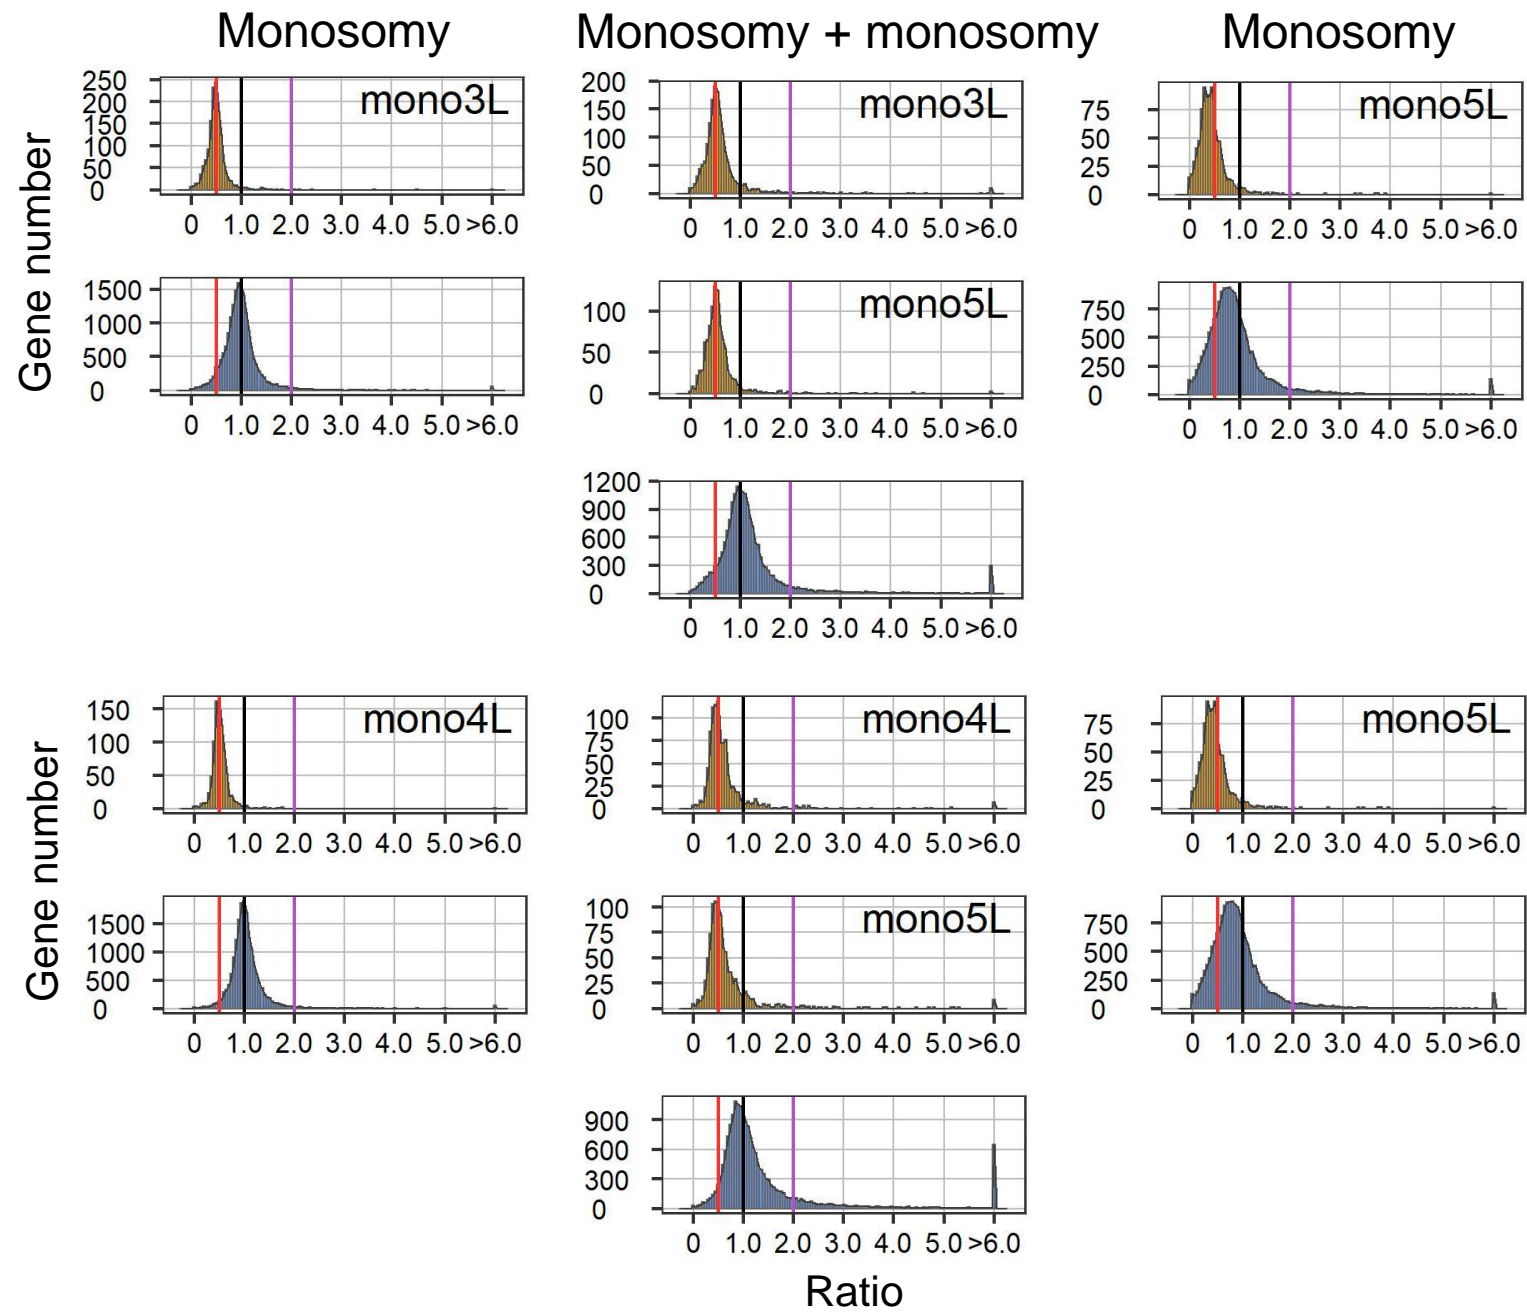

# Arm combo vs individual arm

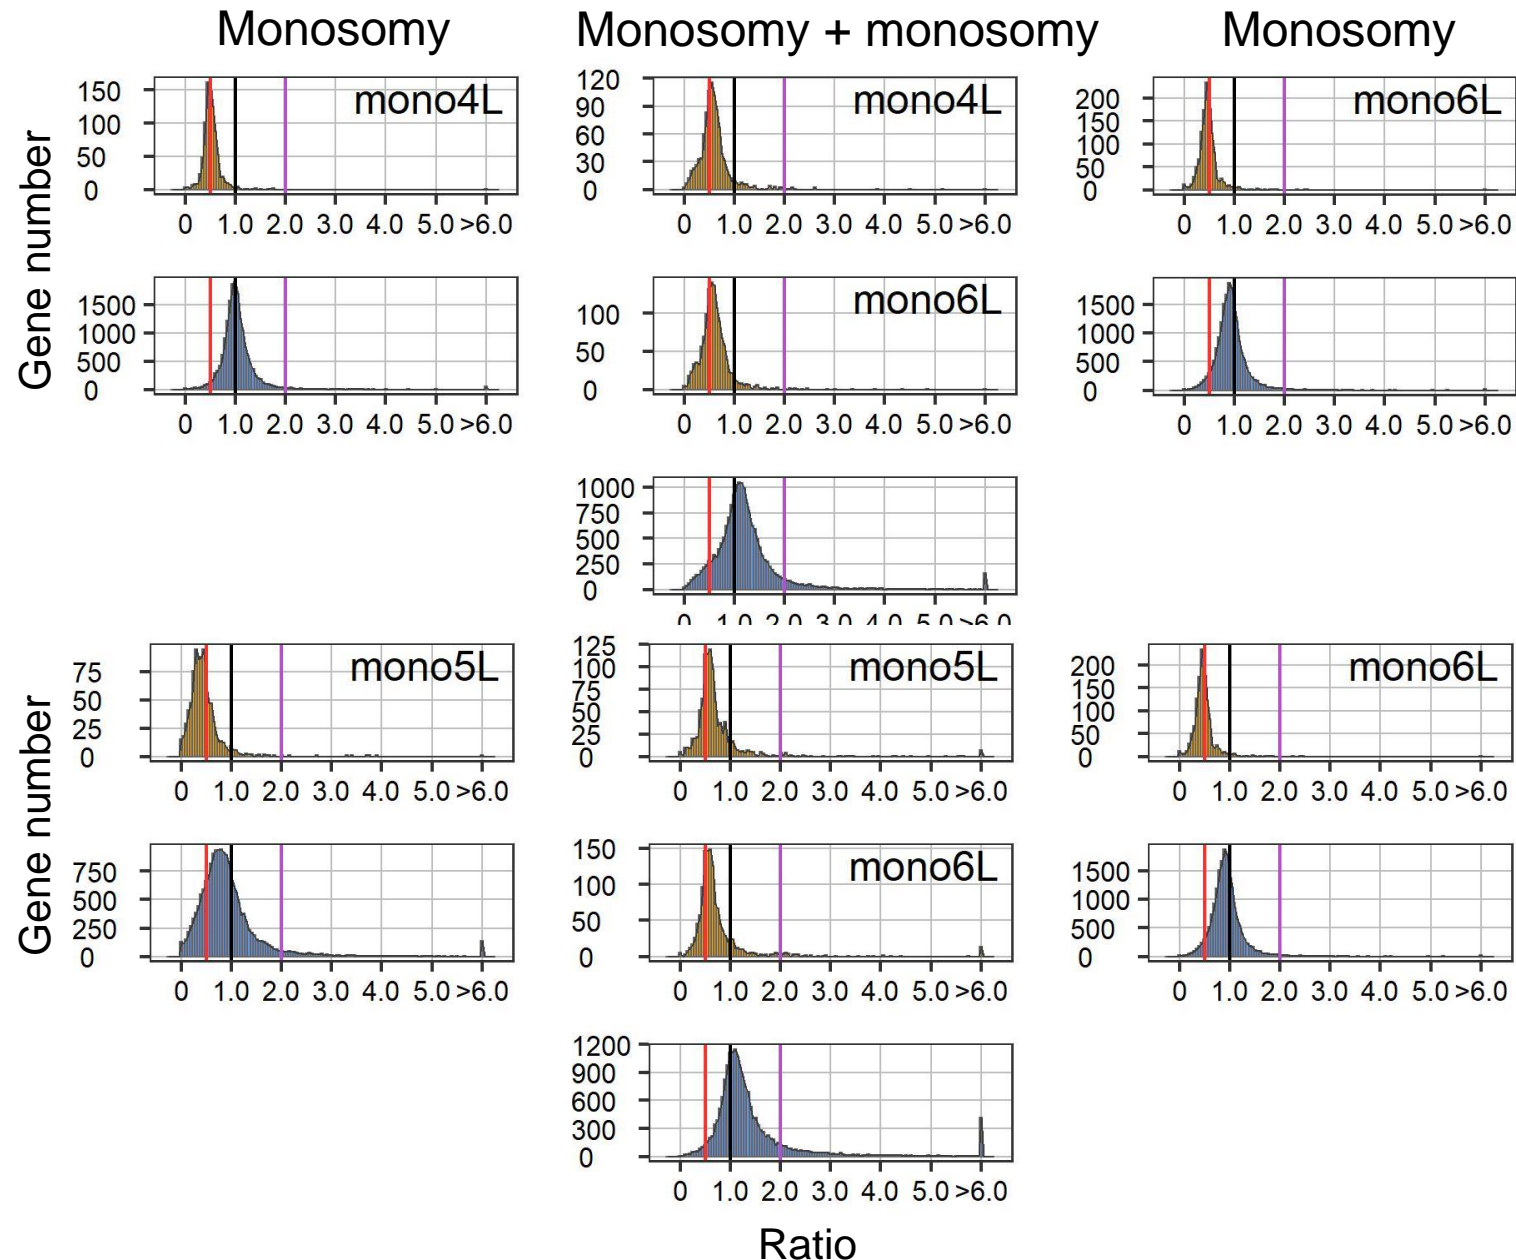

**SI Figure S6. Ratio distributions of gene expression in each aneuploidy combination compared with the single-arm aneuploidy.** Ratio distributions were plotted as described in Figure 2.

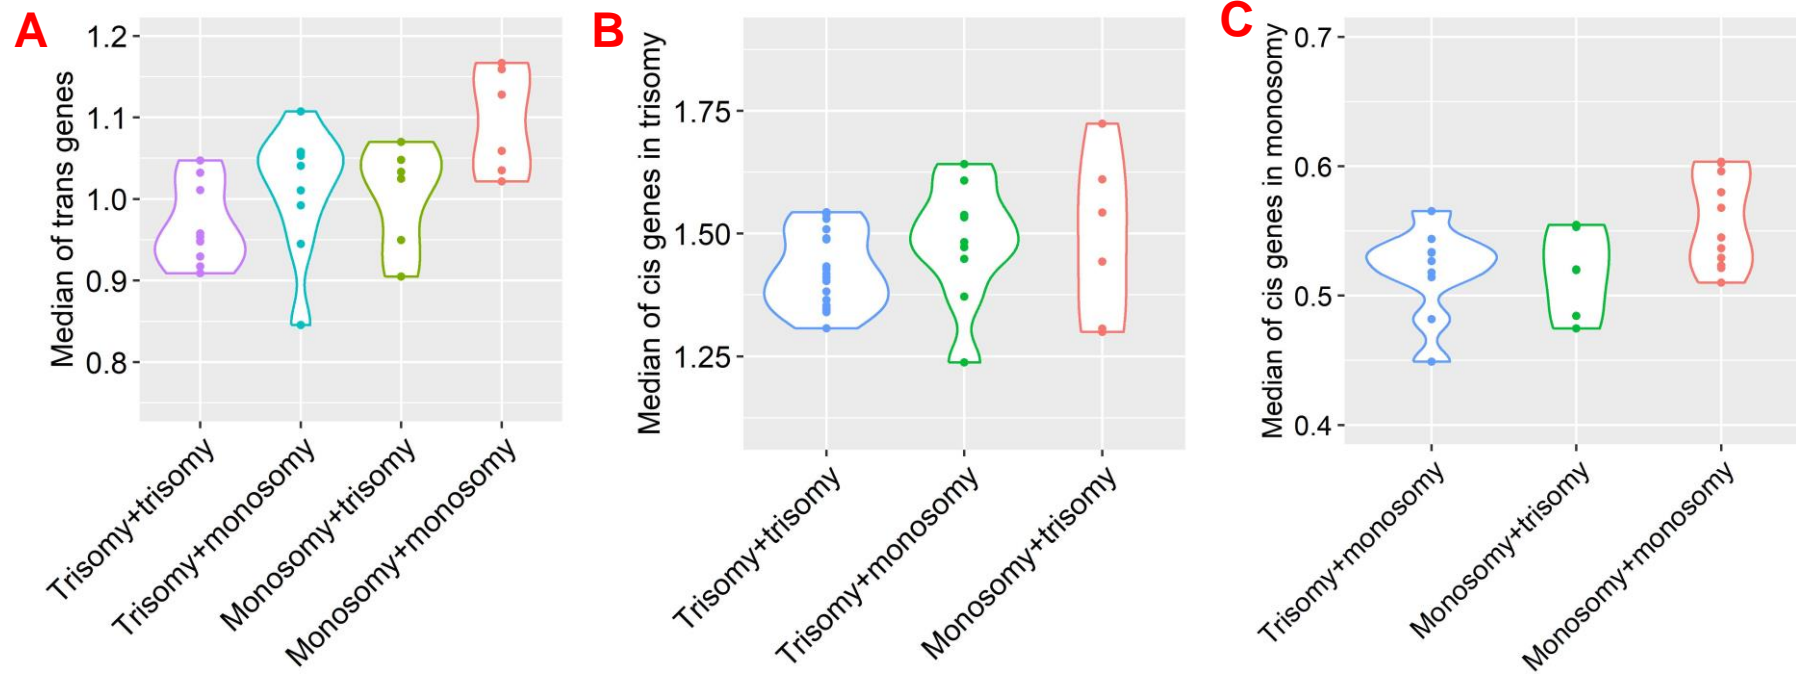

**SI Figure S7. Violin plot of median ratio for *cis* and *trans* genes in aneuploidy combinations.** The median ratios in *trans* were plotted in **A**. For *cis* medians, the panel **B** and **C** show the median of *cis* genes of trisomy and monosomy in the aneuploidy combinations, respectively.

## Arm combo vs individual arm

tetrasomy + trisomy

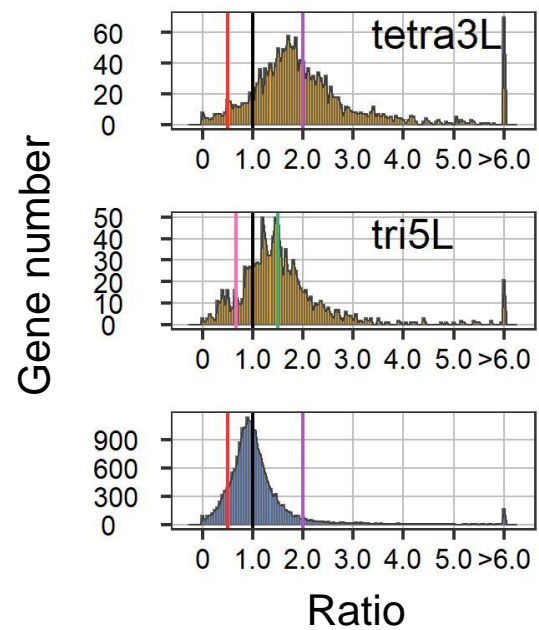

Trisomy

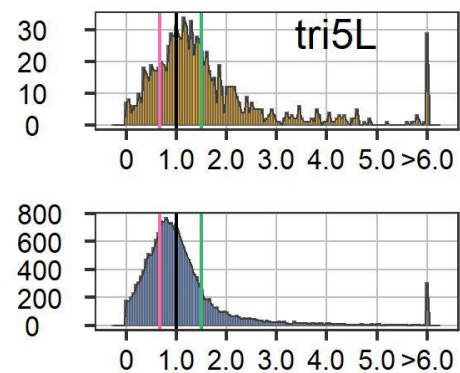

## Progressive effect

Trisomy + tetrasomy vs trisomy + trisomy

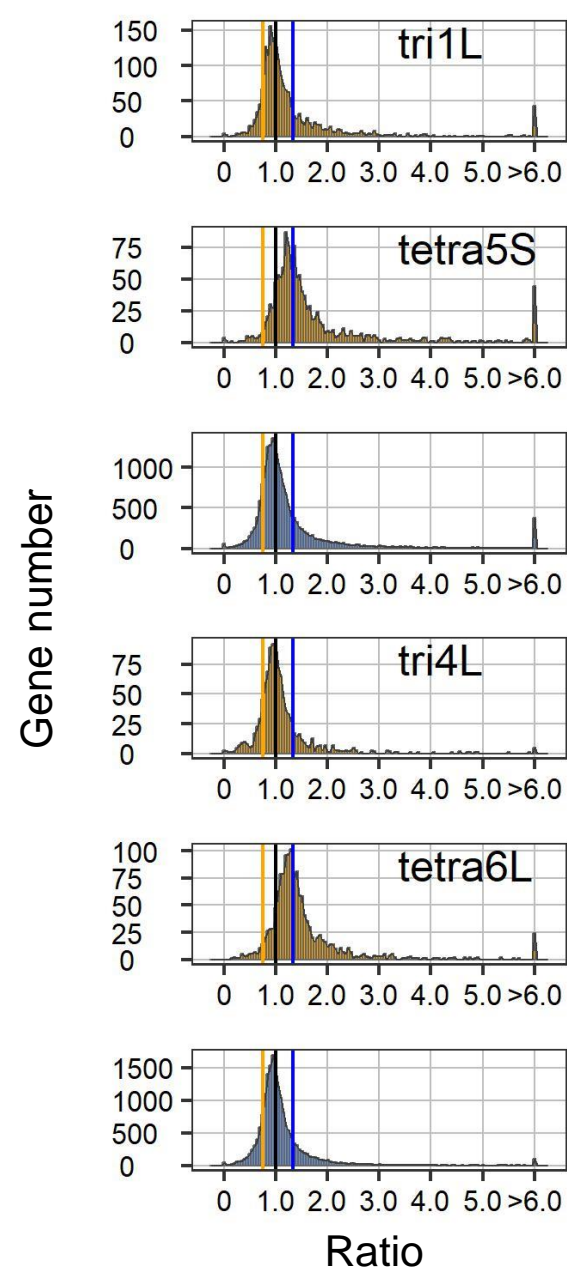

## Trisomy

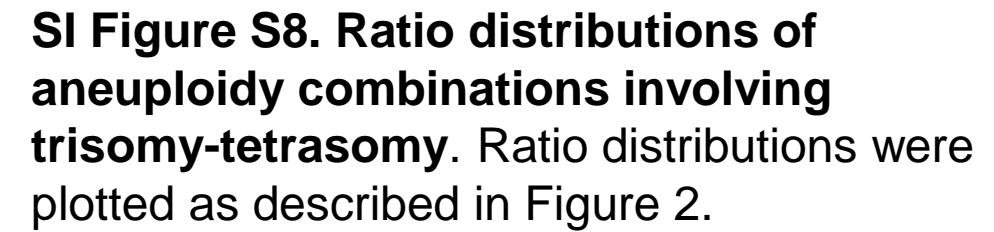

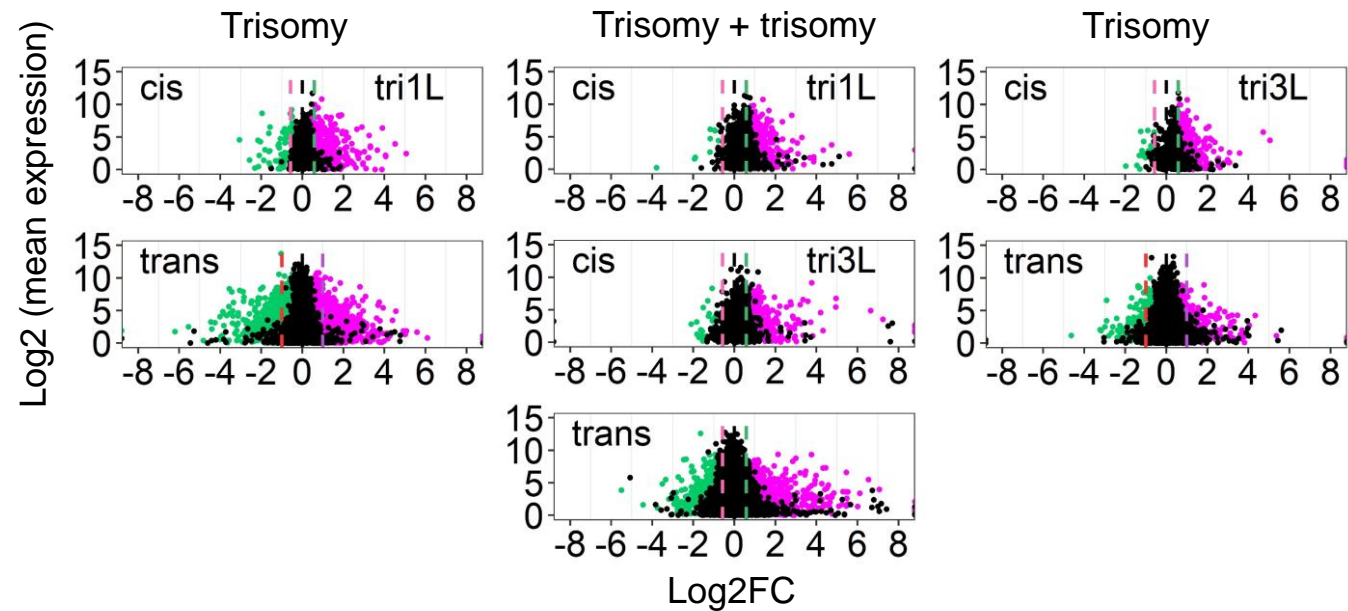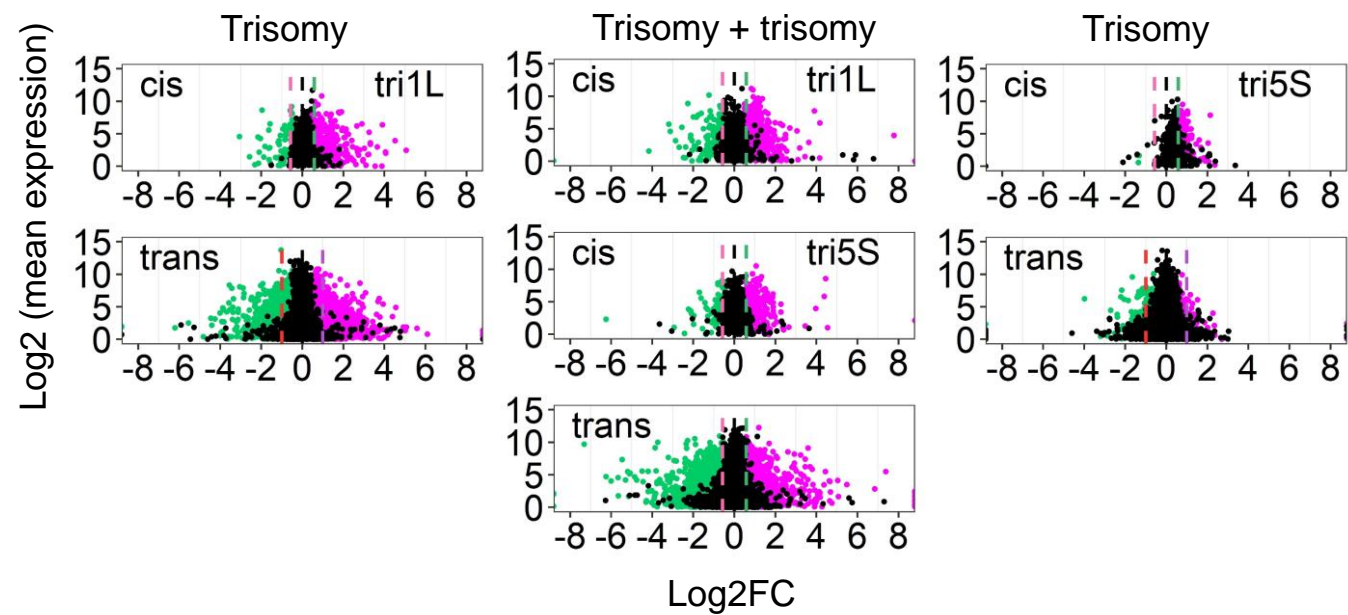

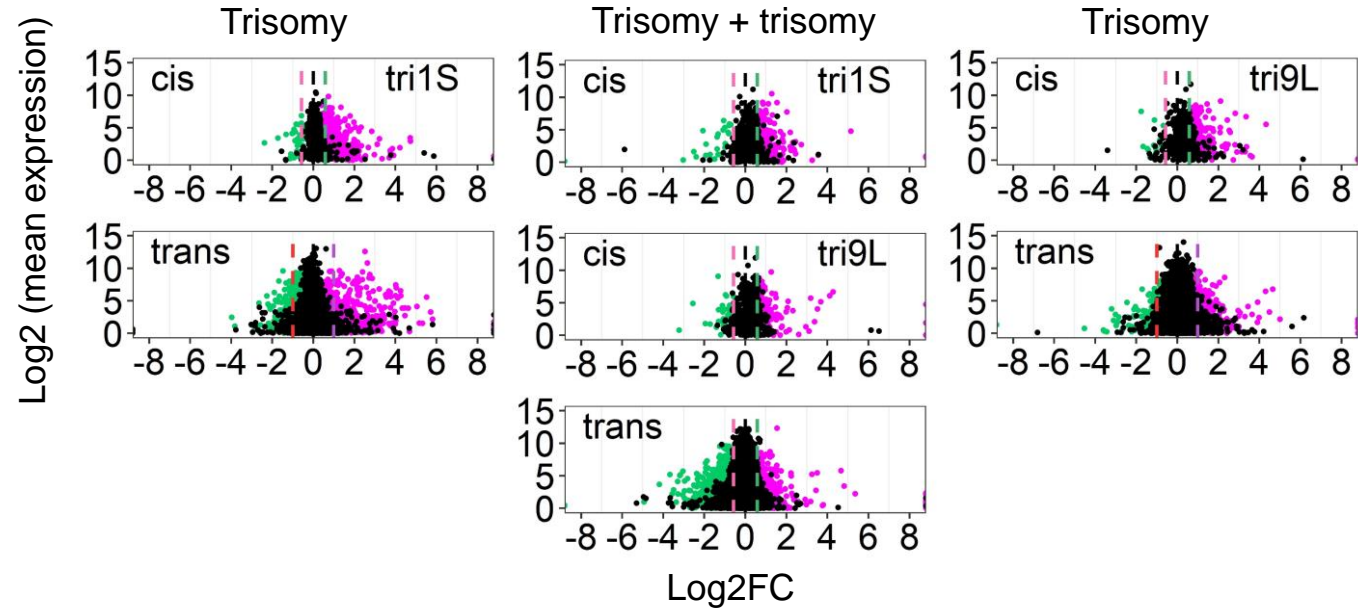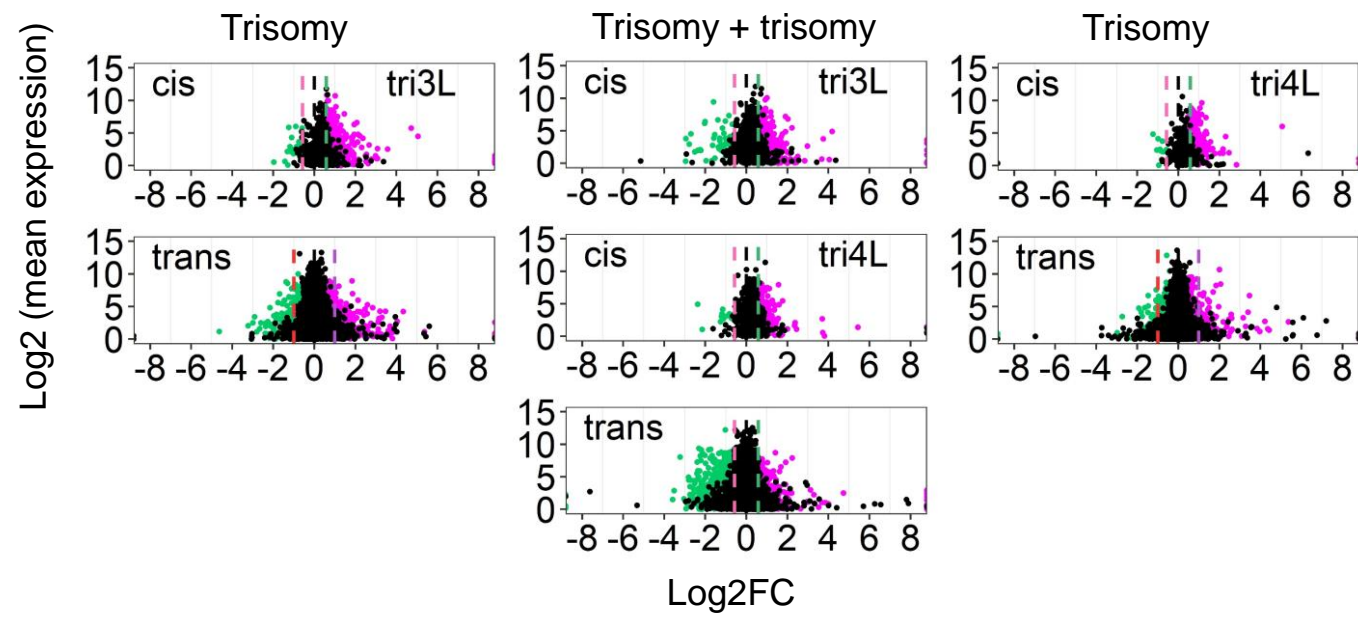

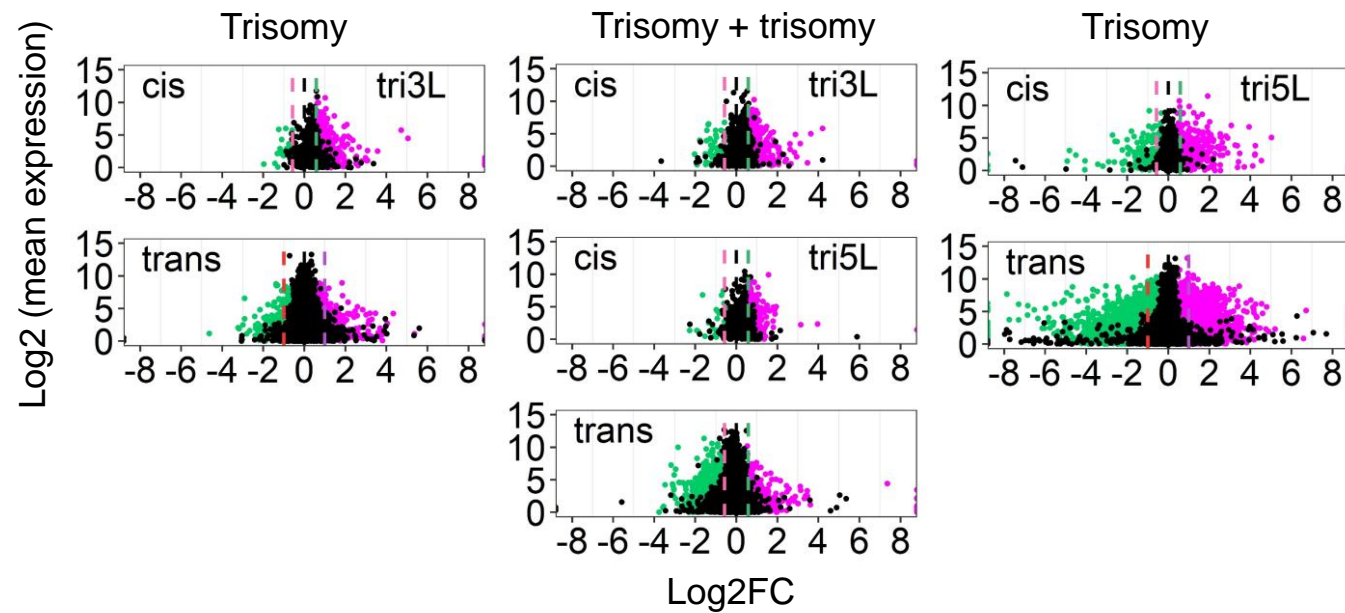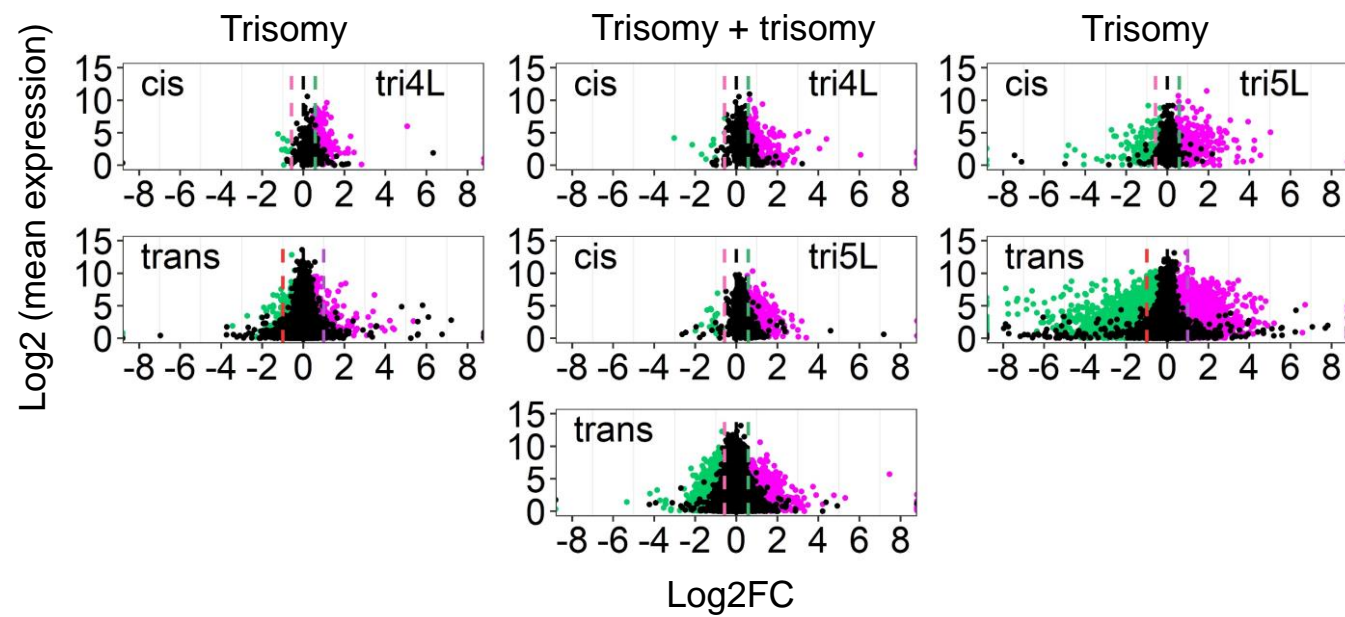

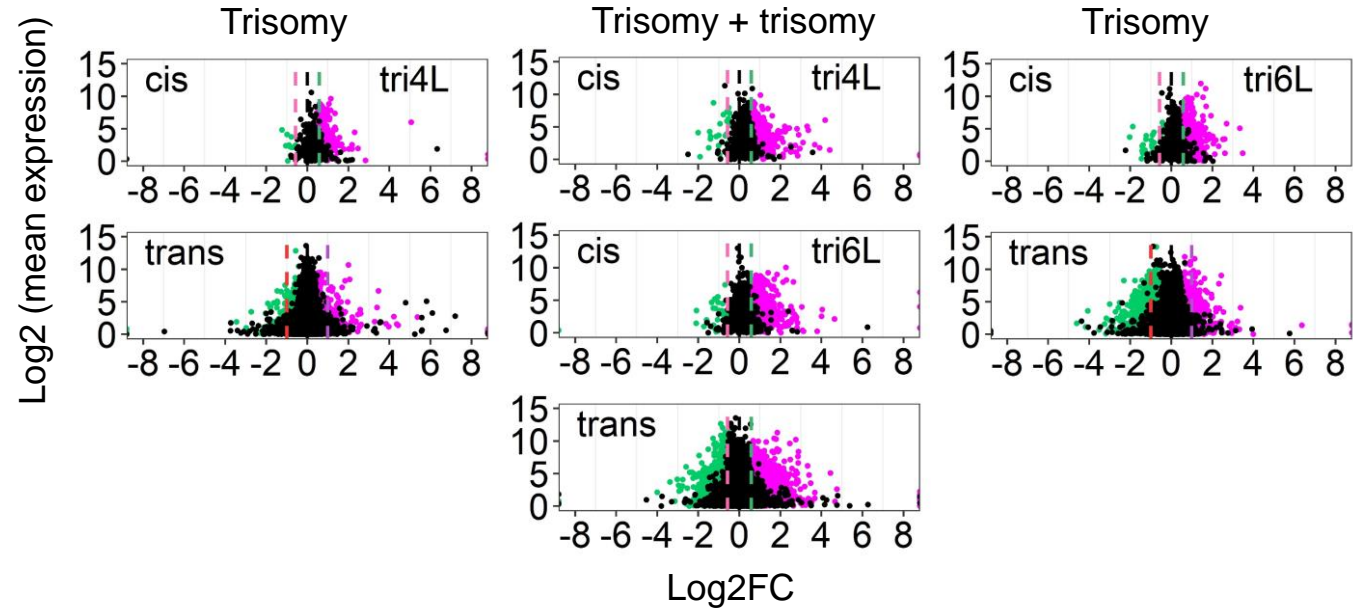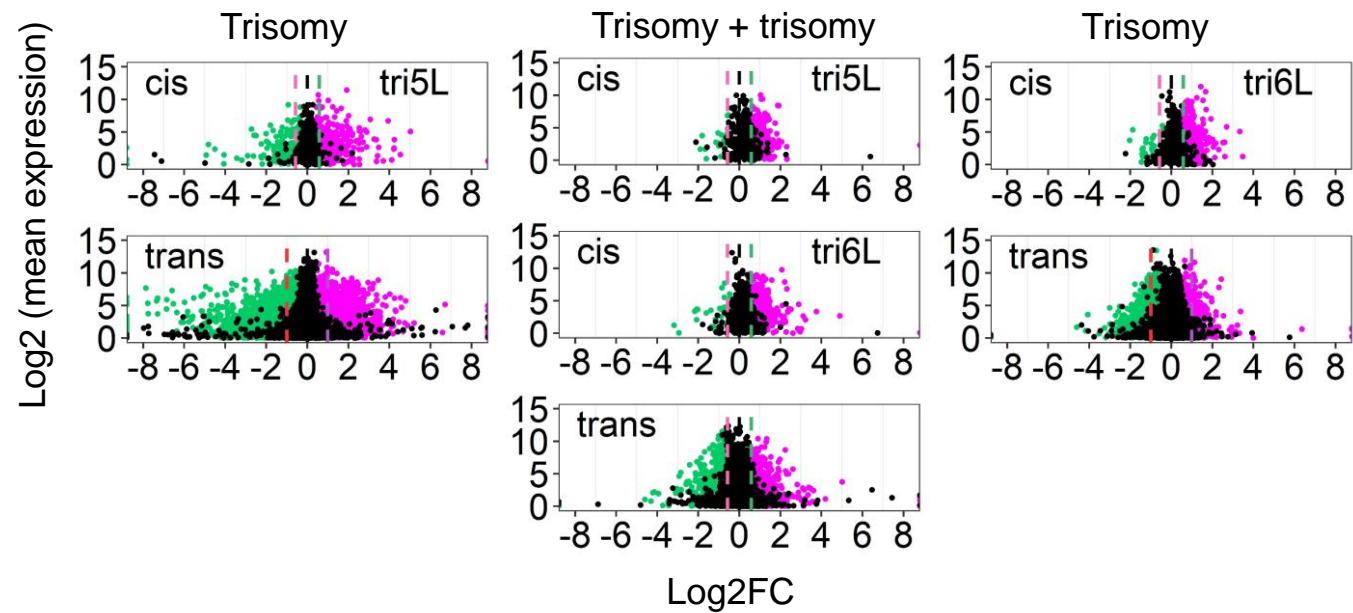

Log2 (mean expression)

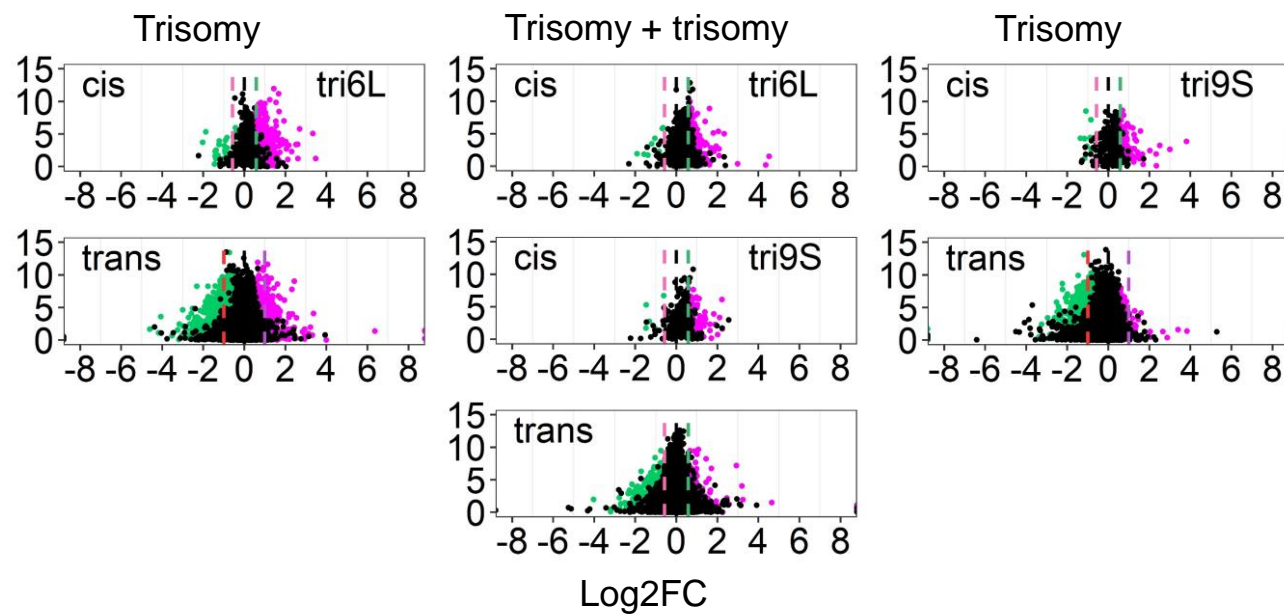

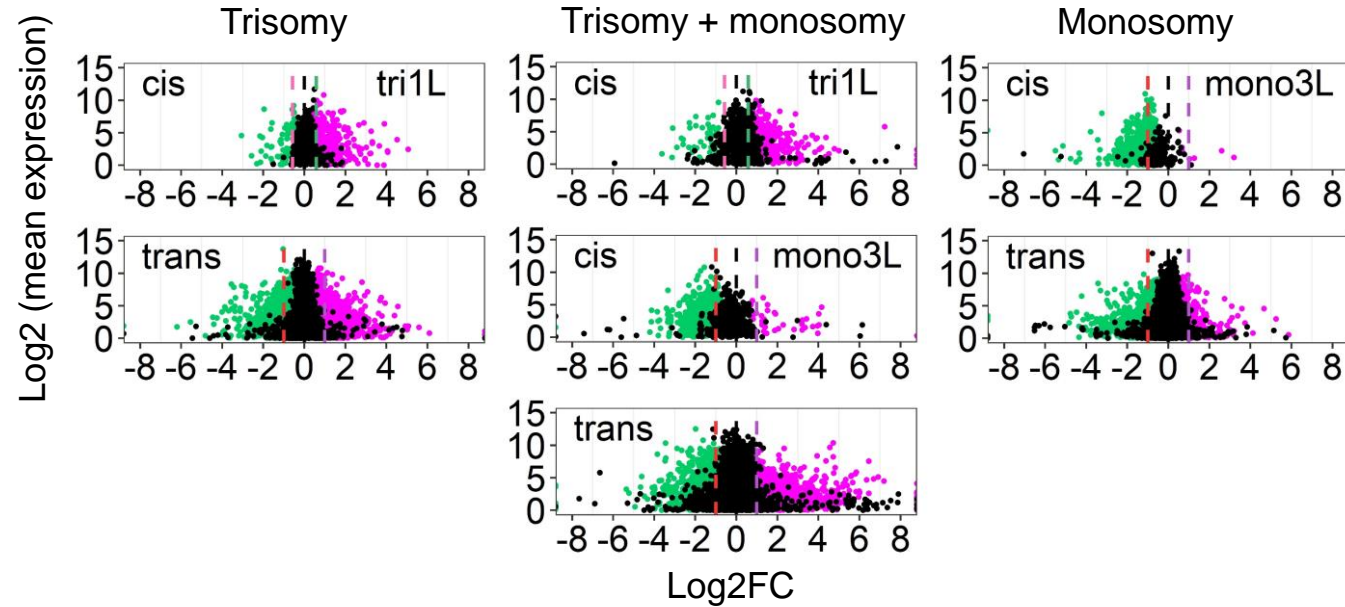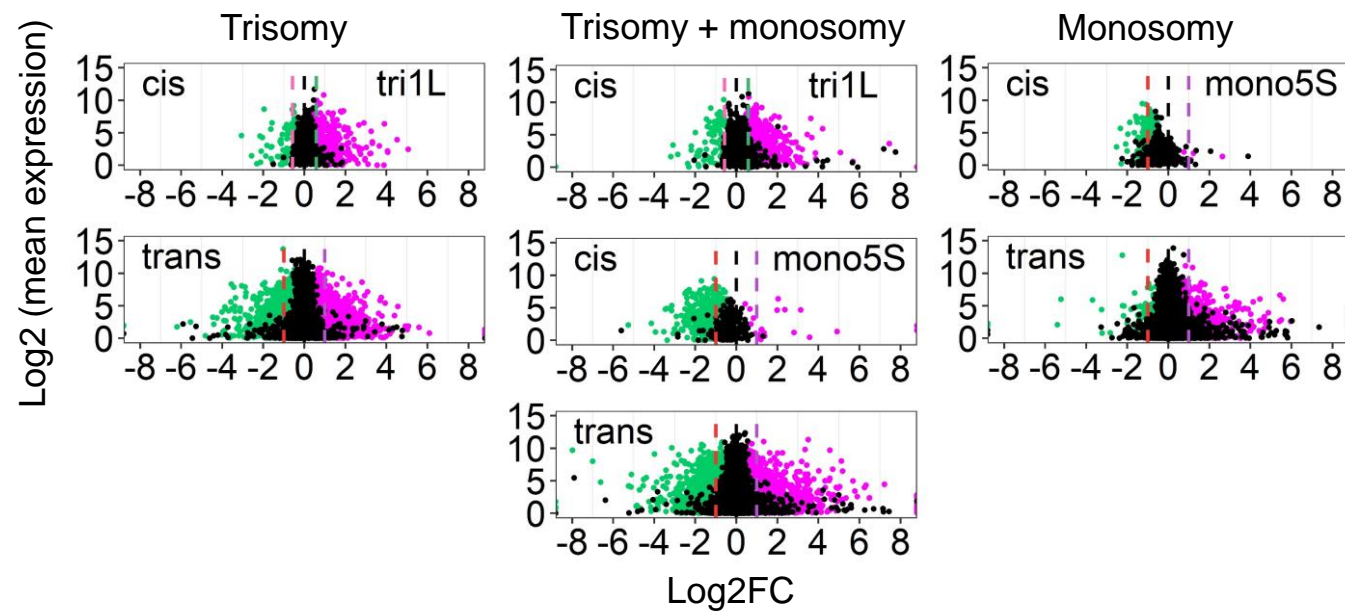

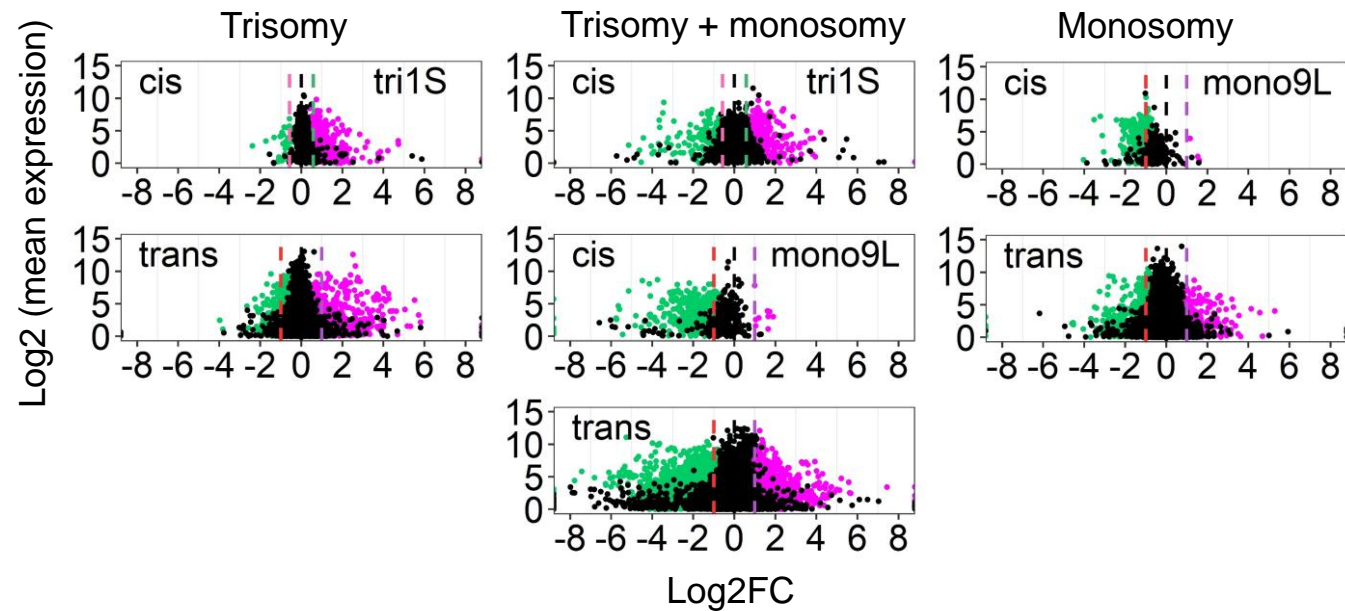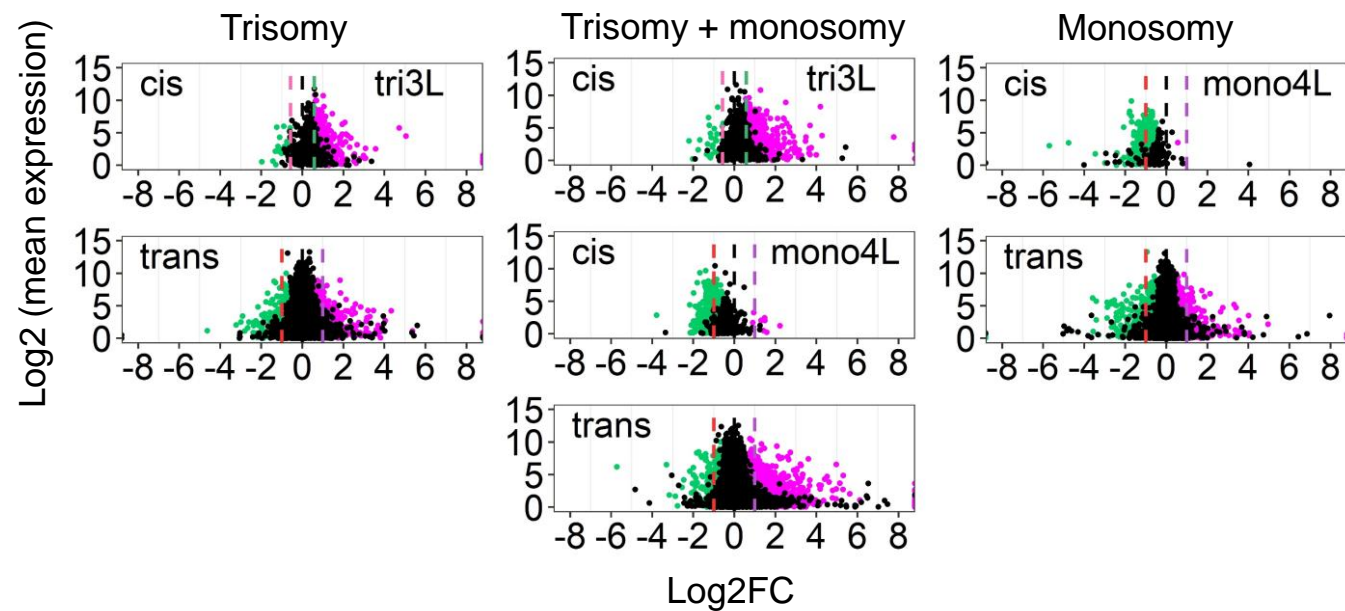

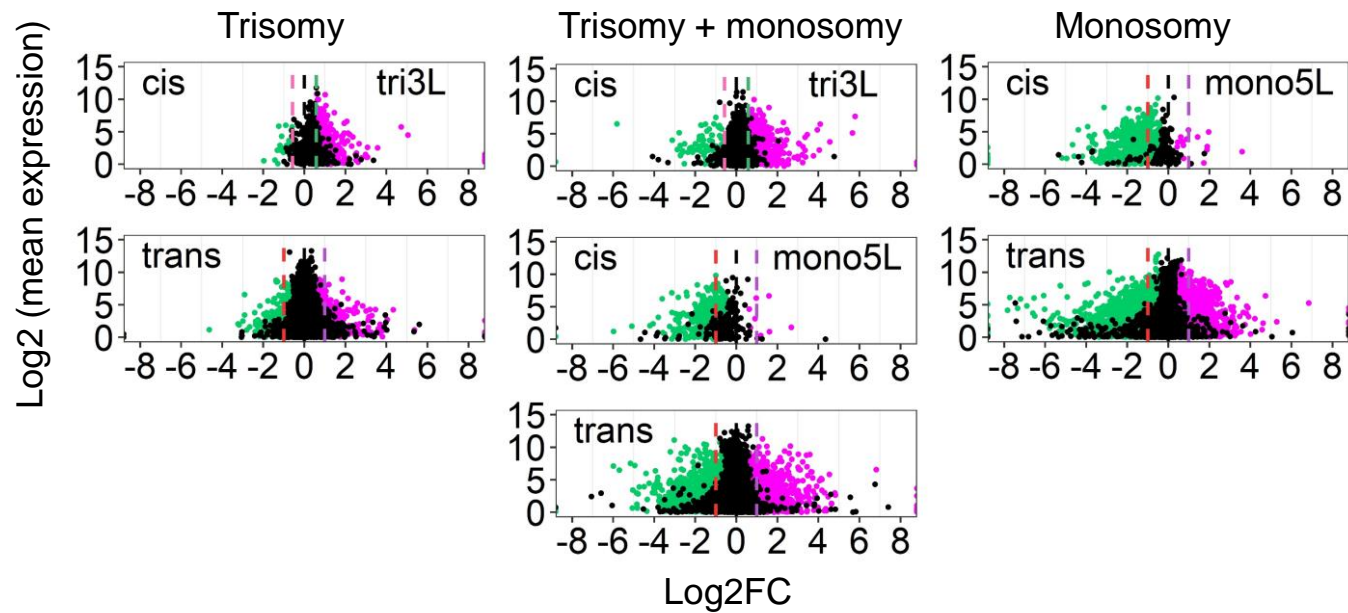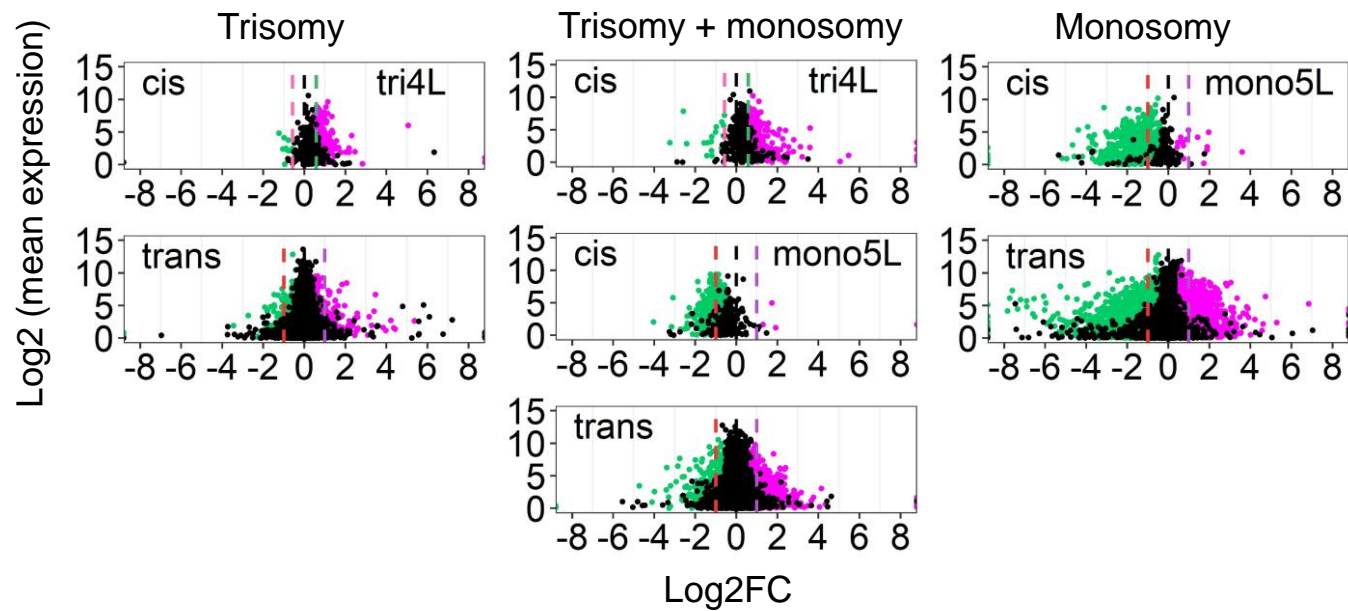

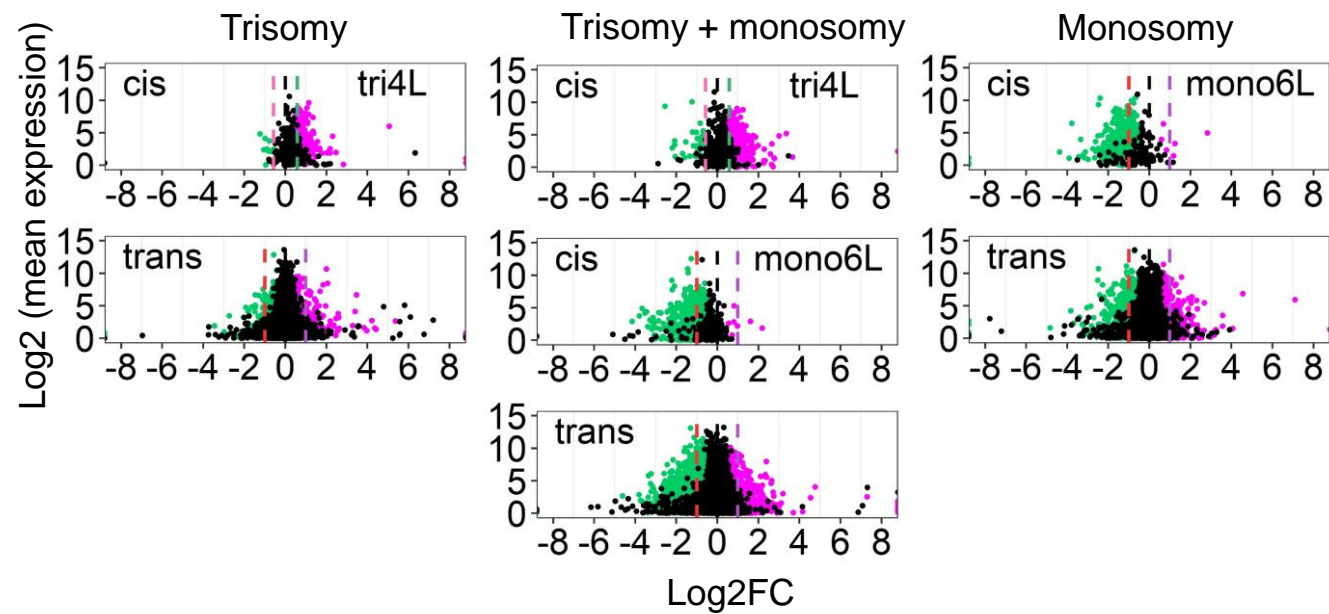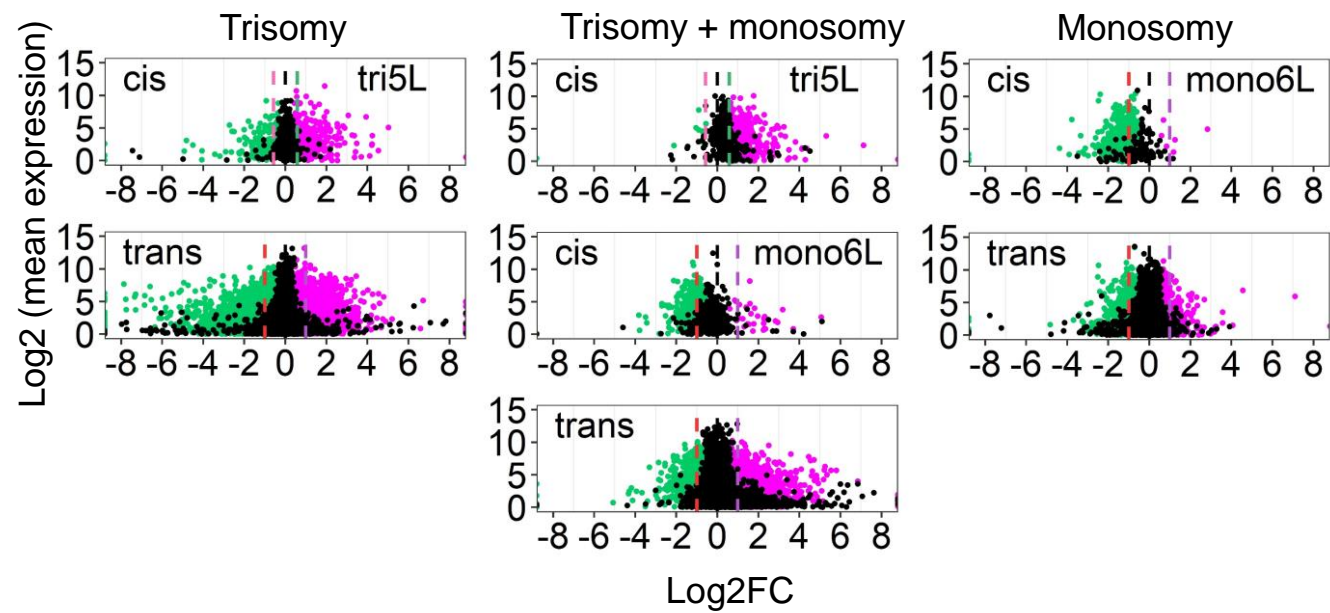

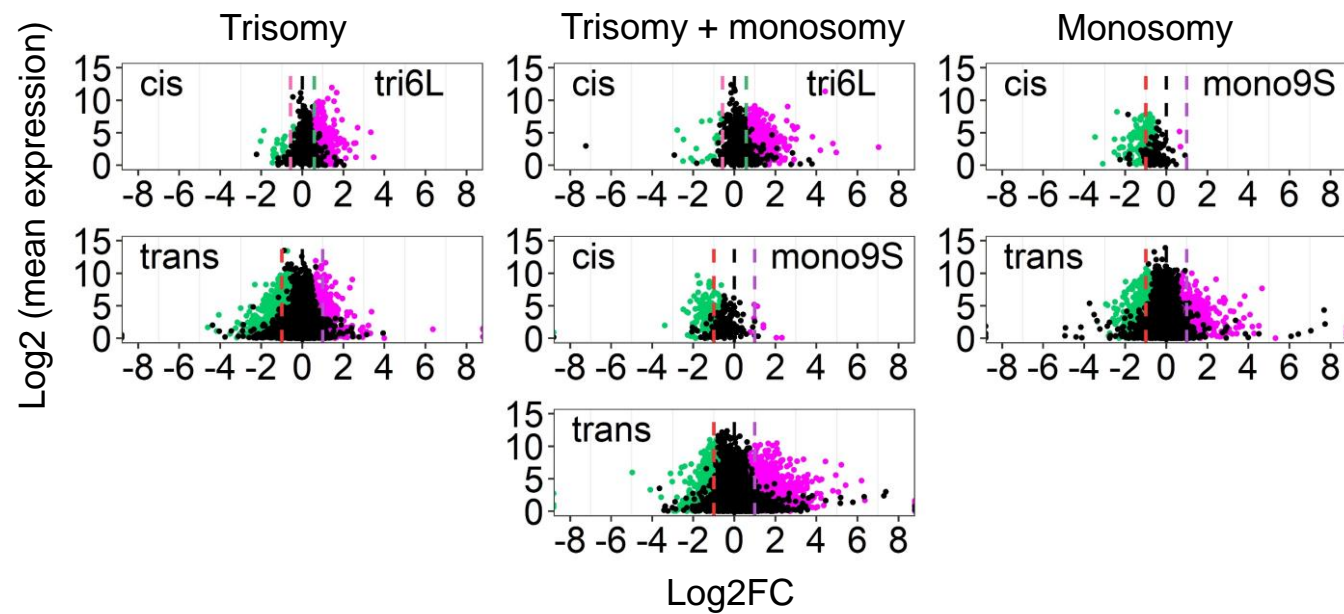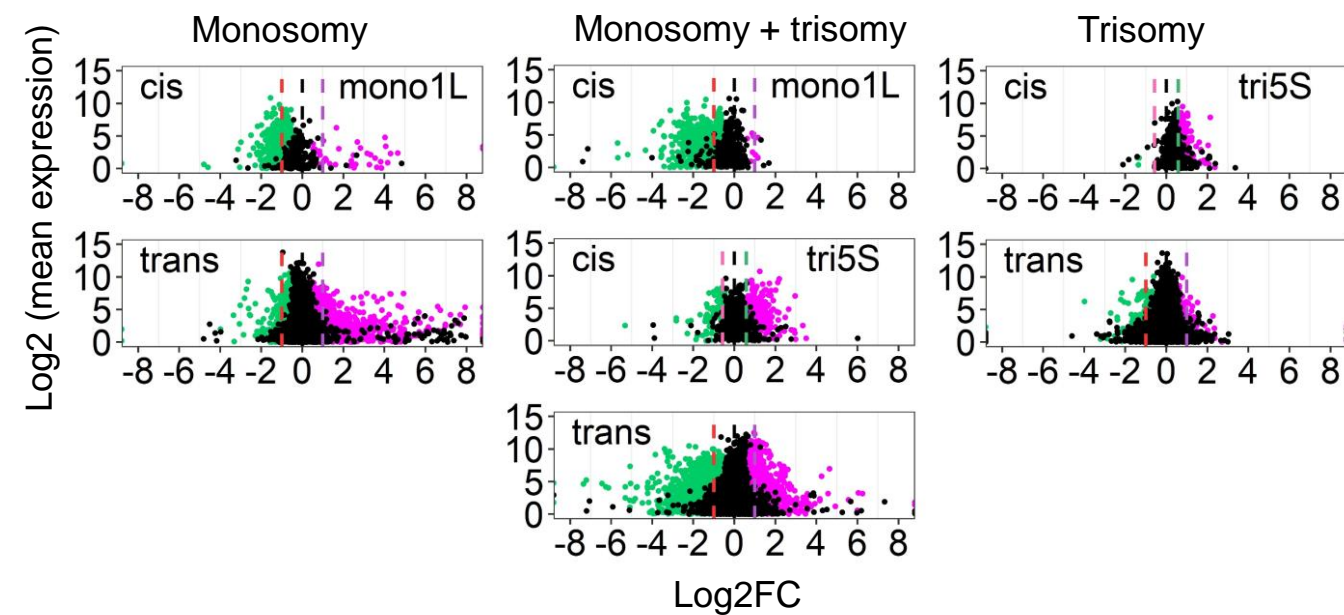

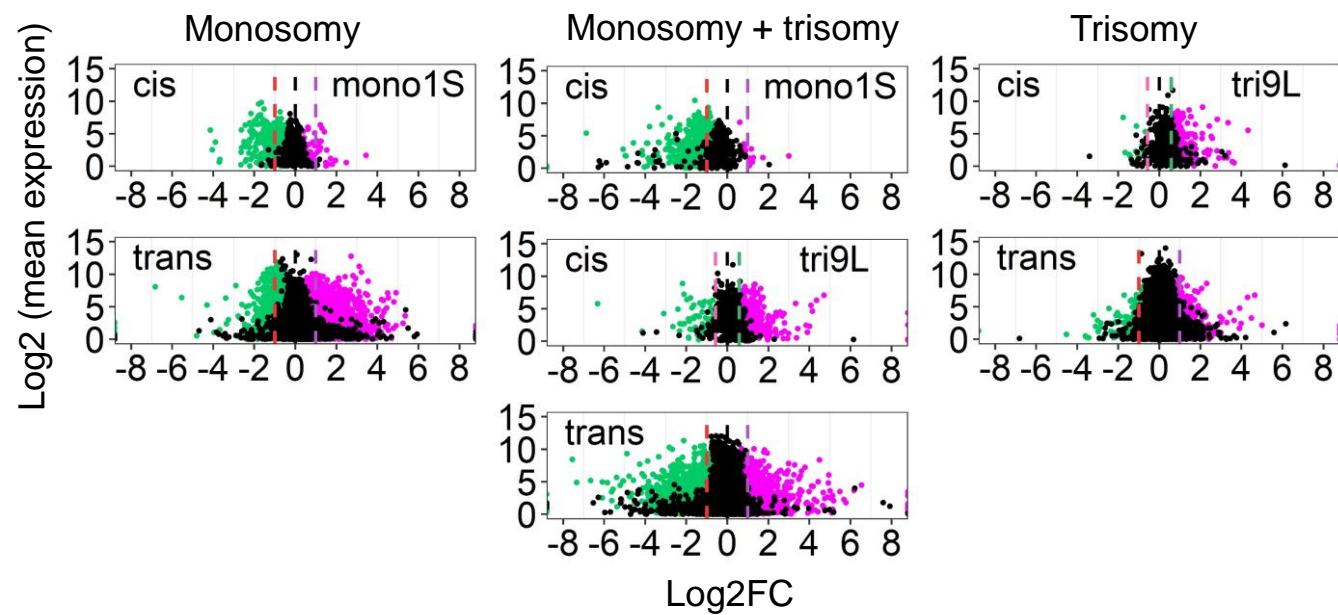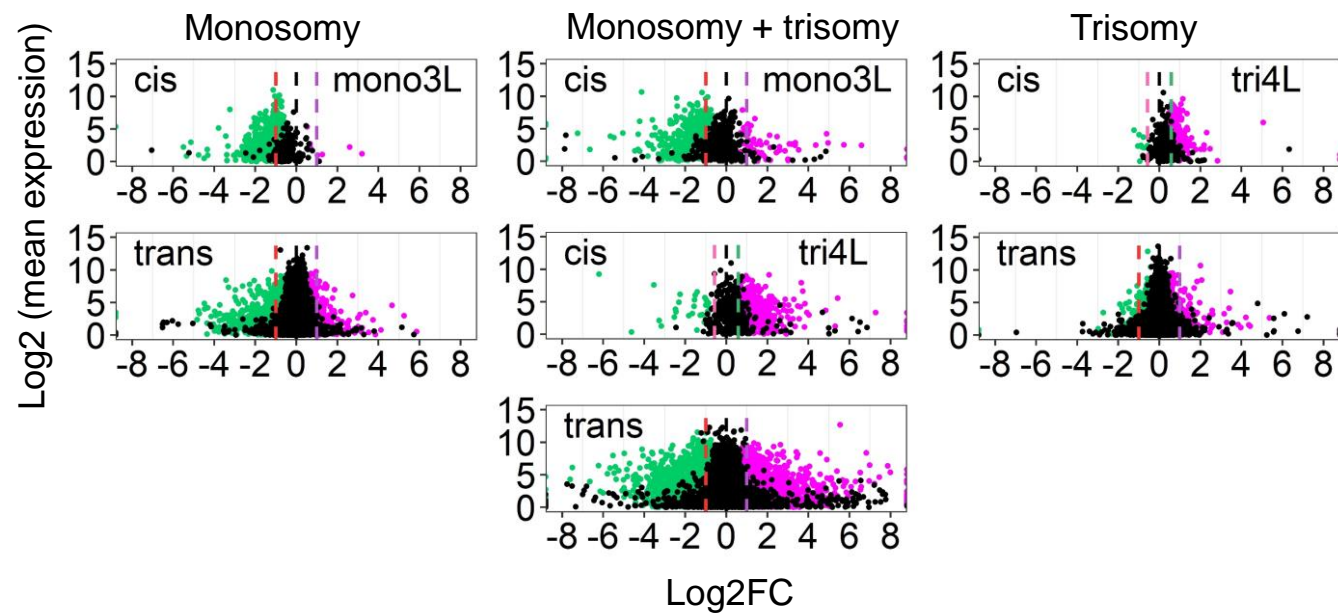

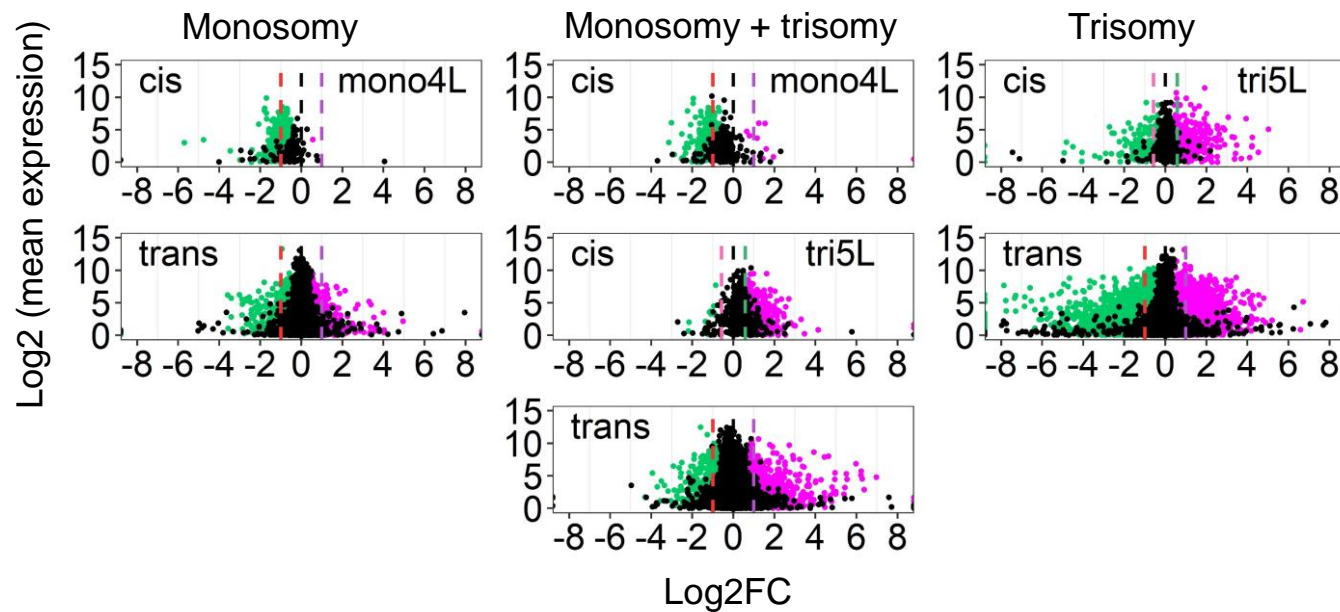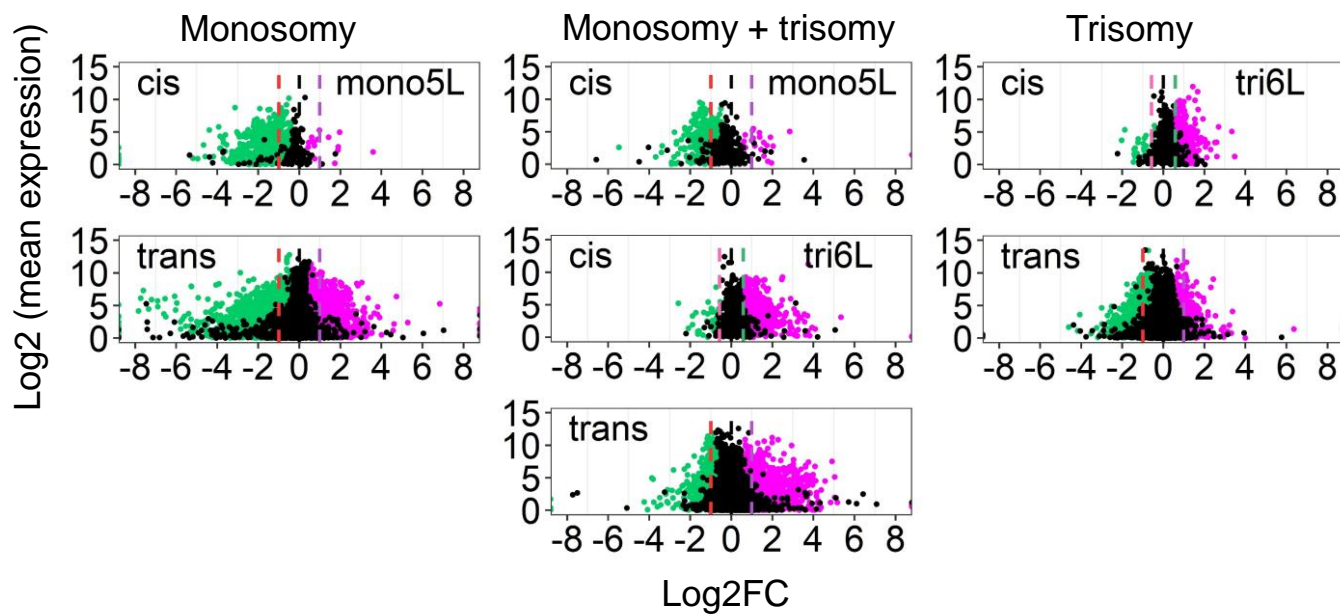

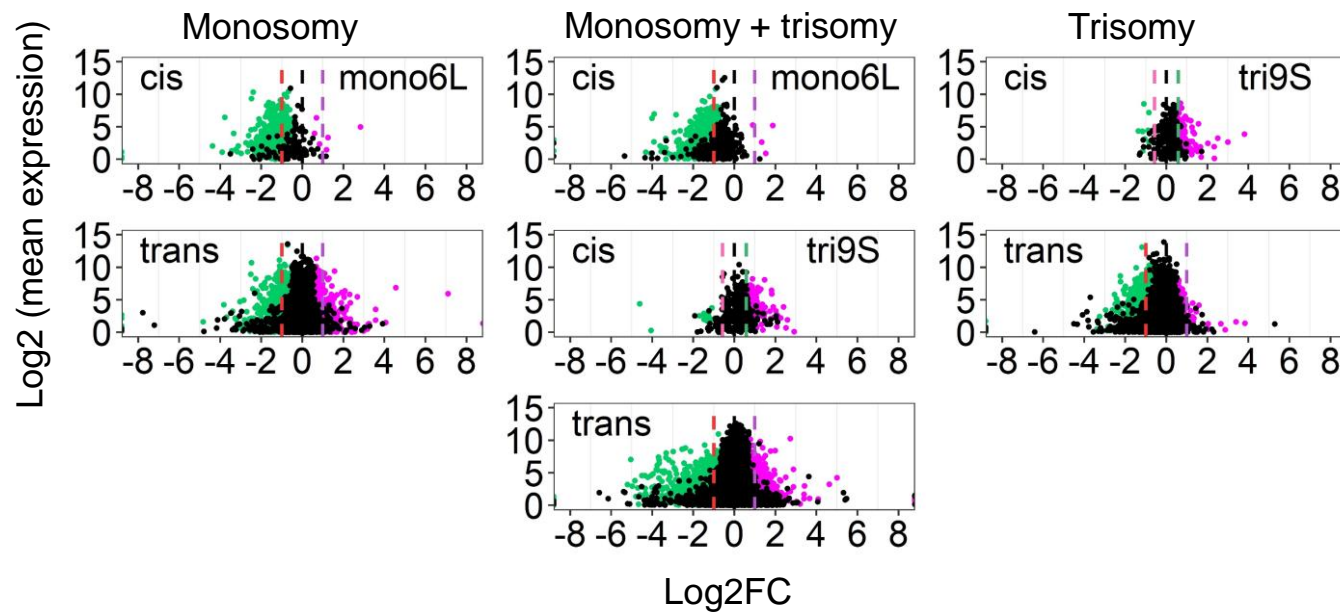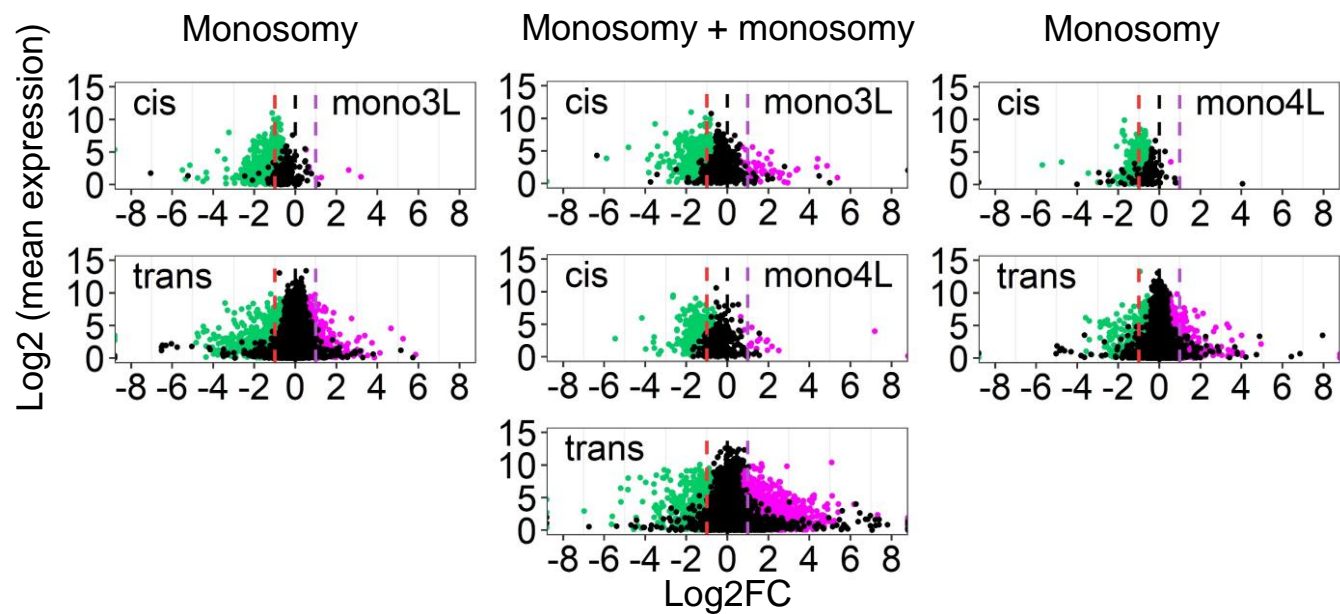

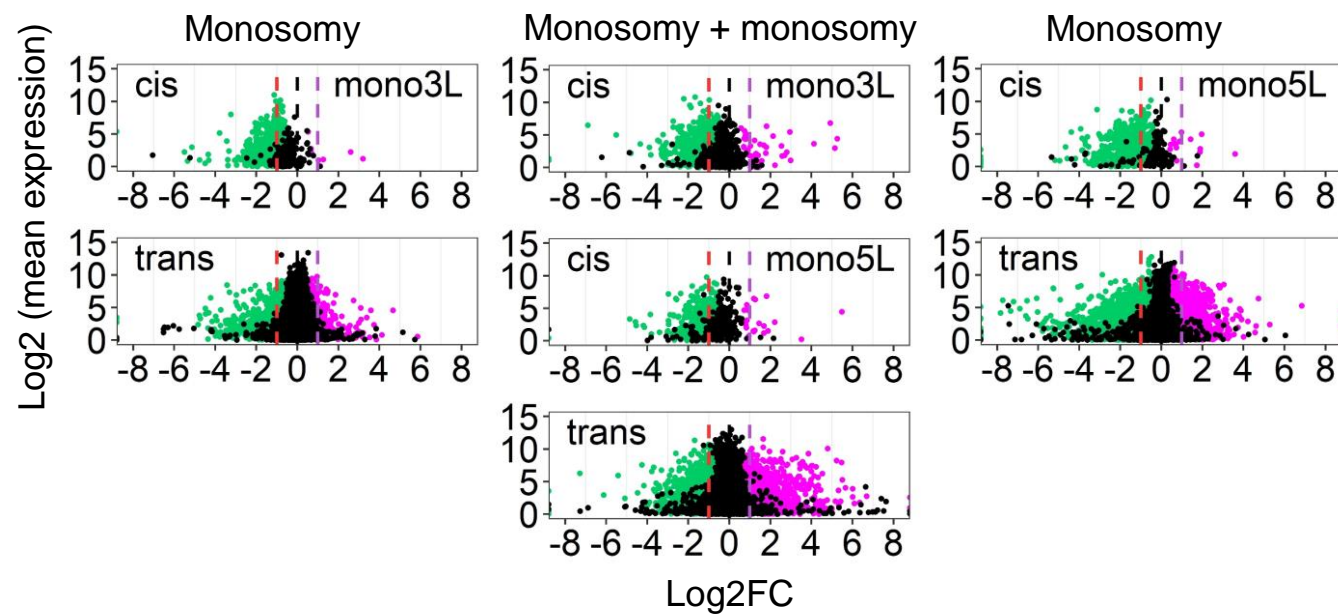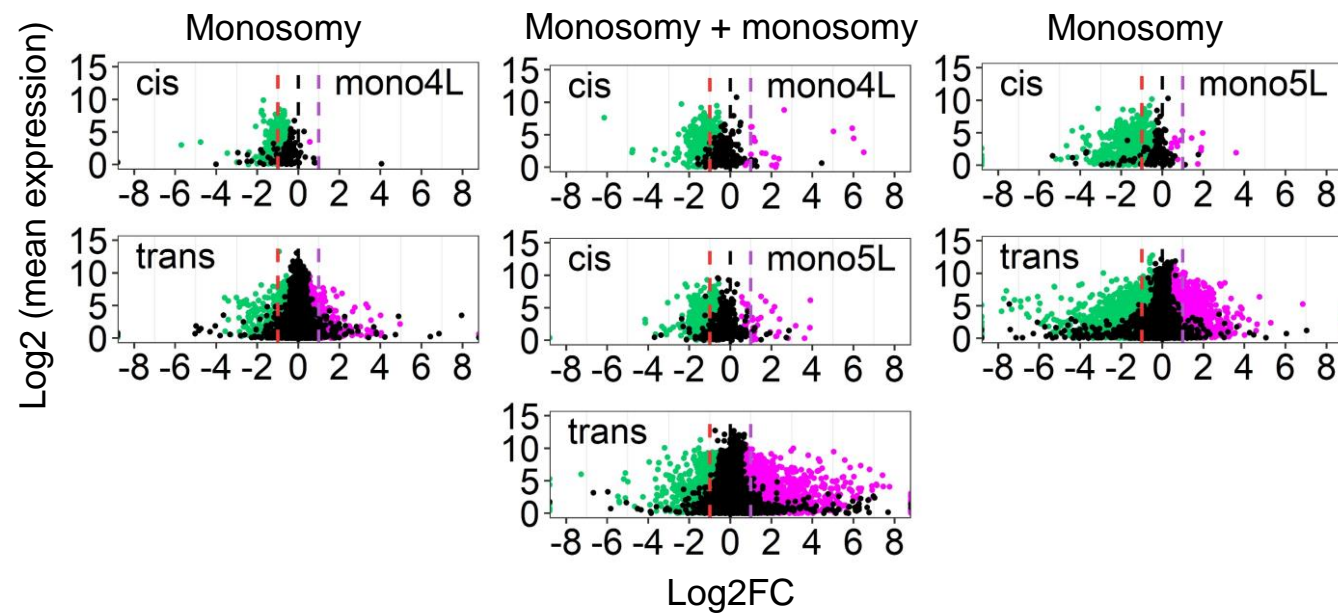

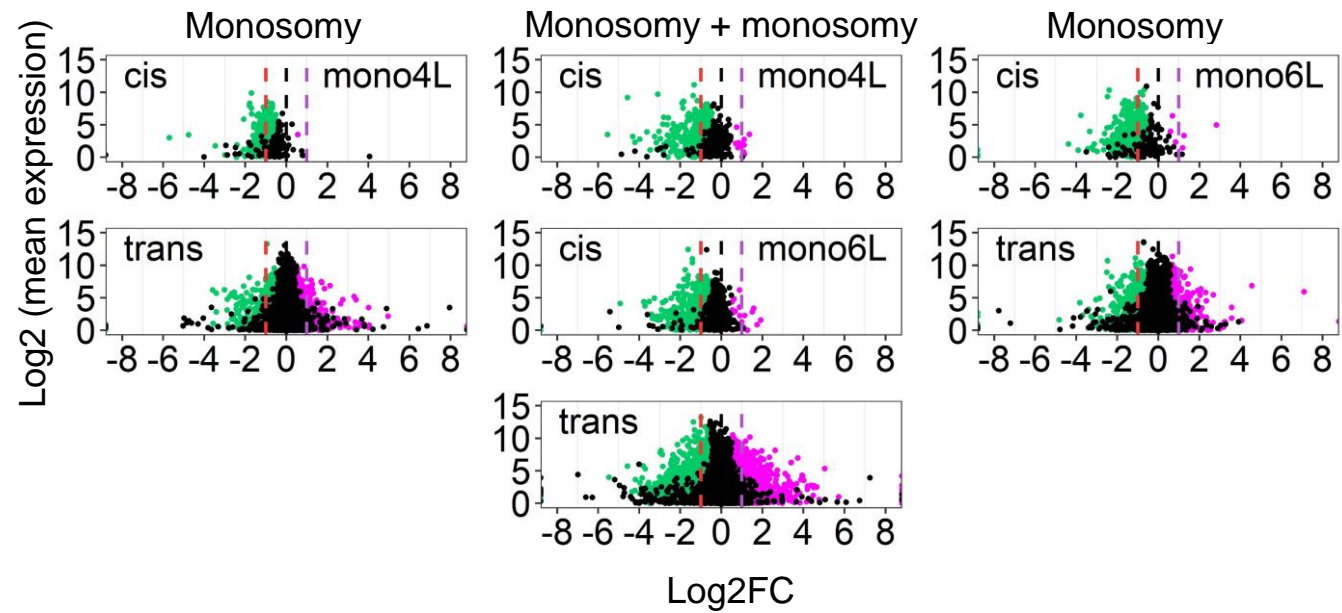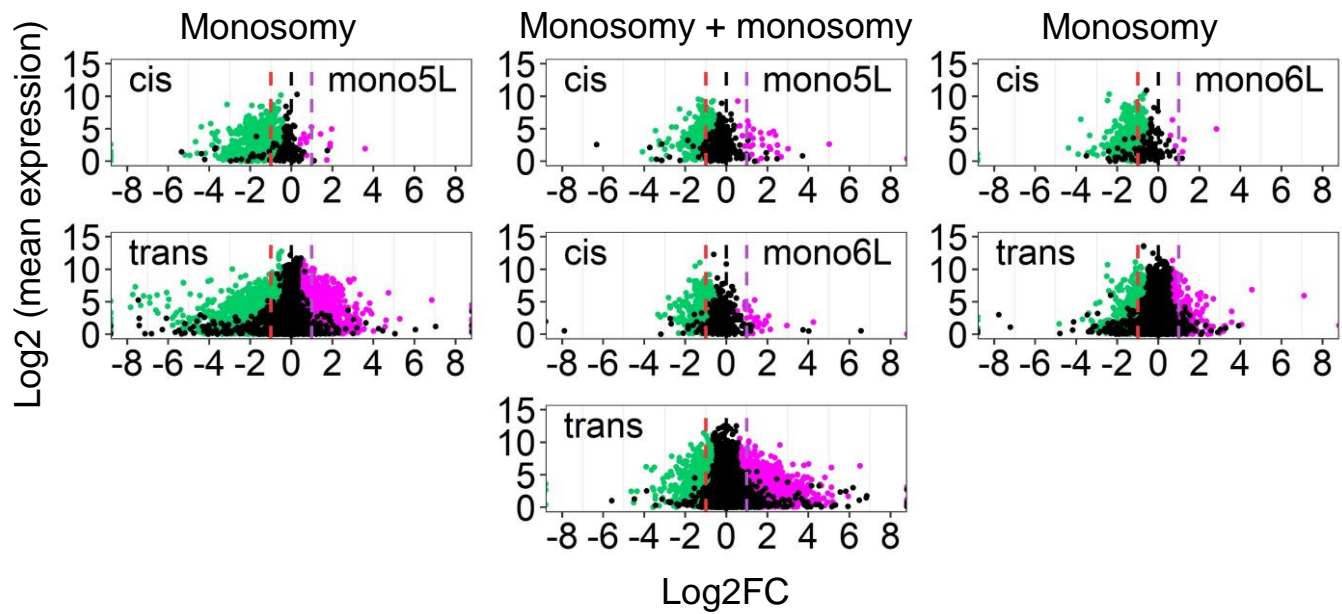

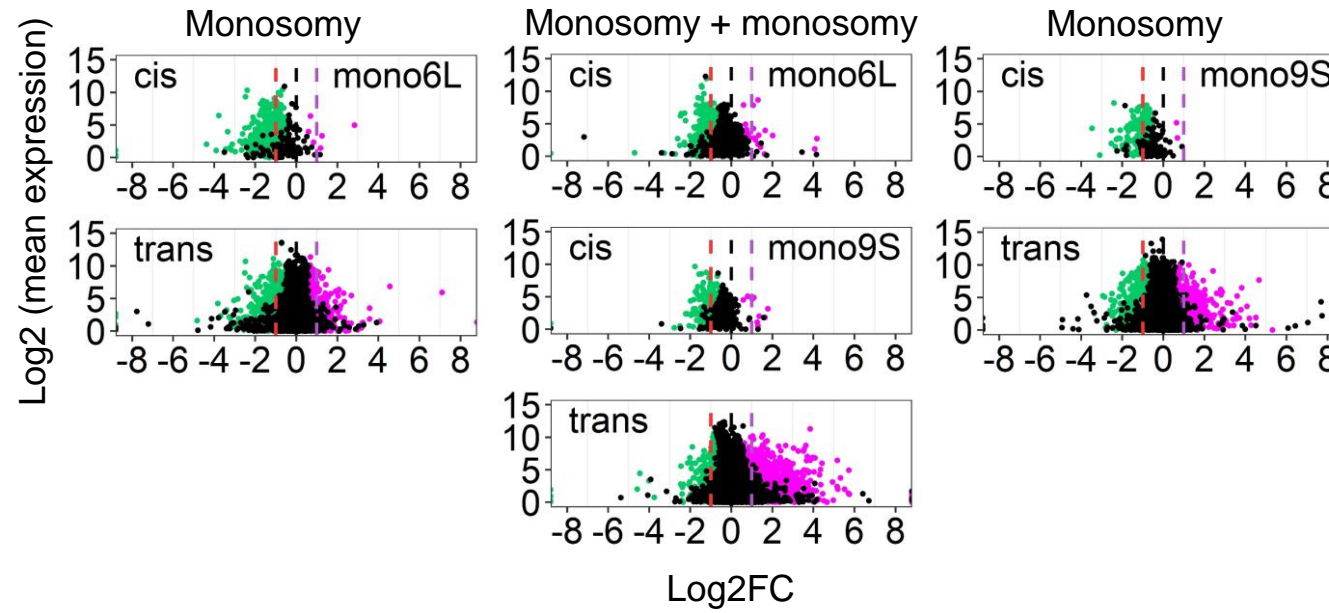

**SI Figure S9. Scatter plots of differential gene expression.** Details of scatter plots was described in Figure 4. Data for single arm aneuploidy is from Shi *et al.*, 2021 (2).

ribo\_maize 1

Arm combo vs individual arm

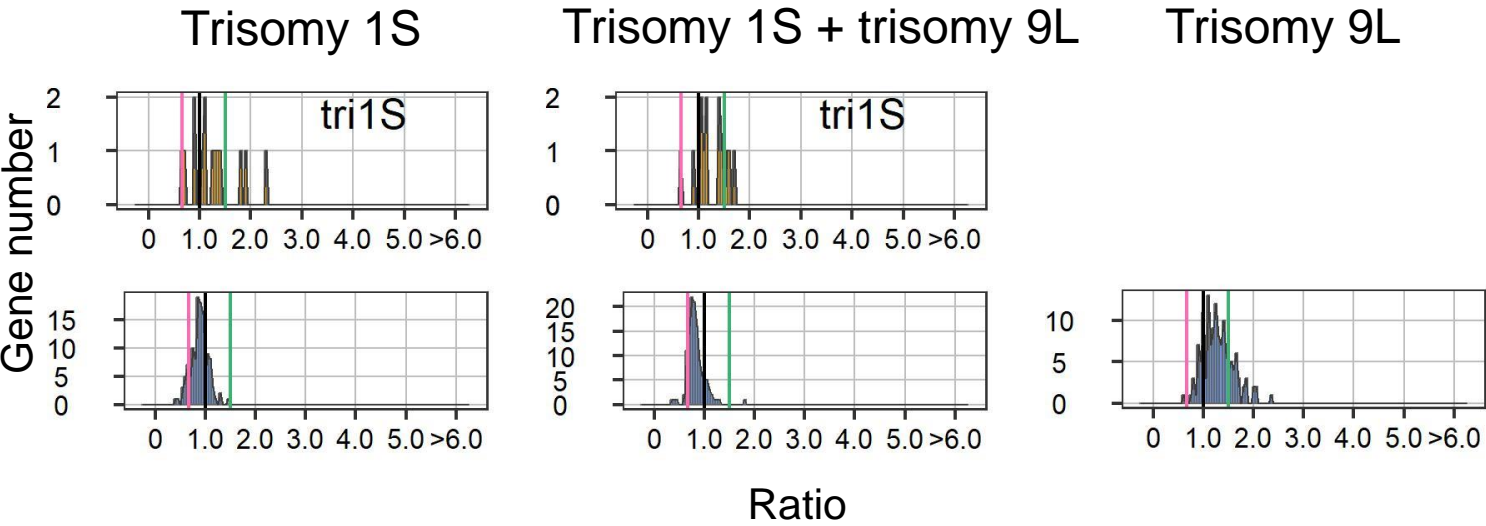

ribo\_maize 2

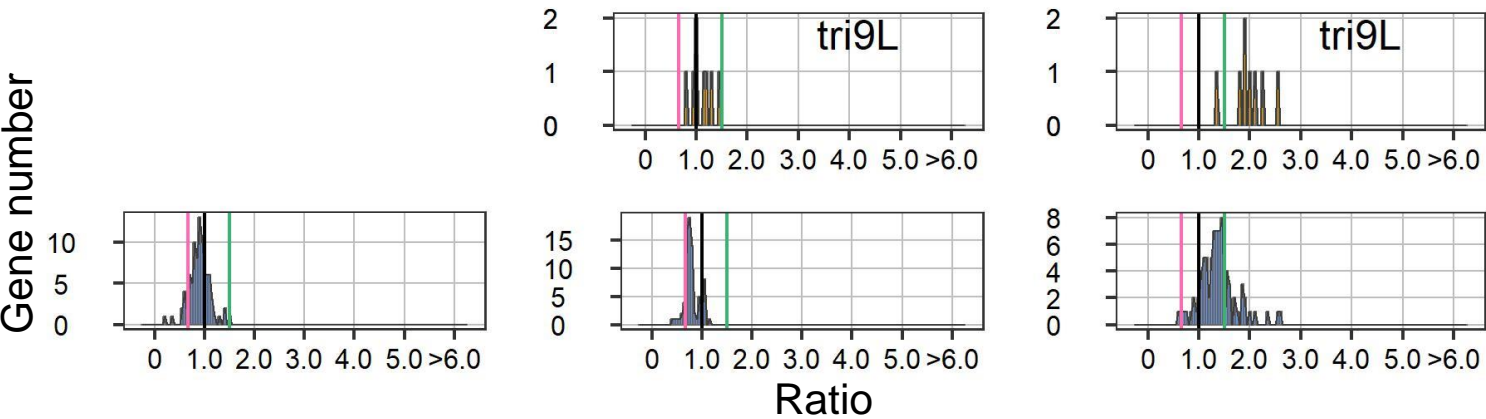

ribo\_maize 1

Arm combo vs individual arm

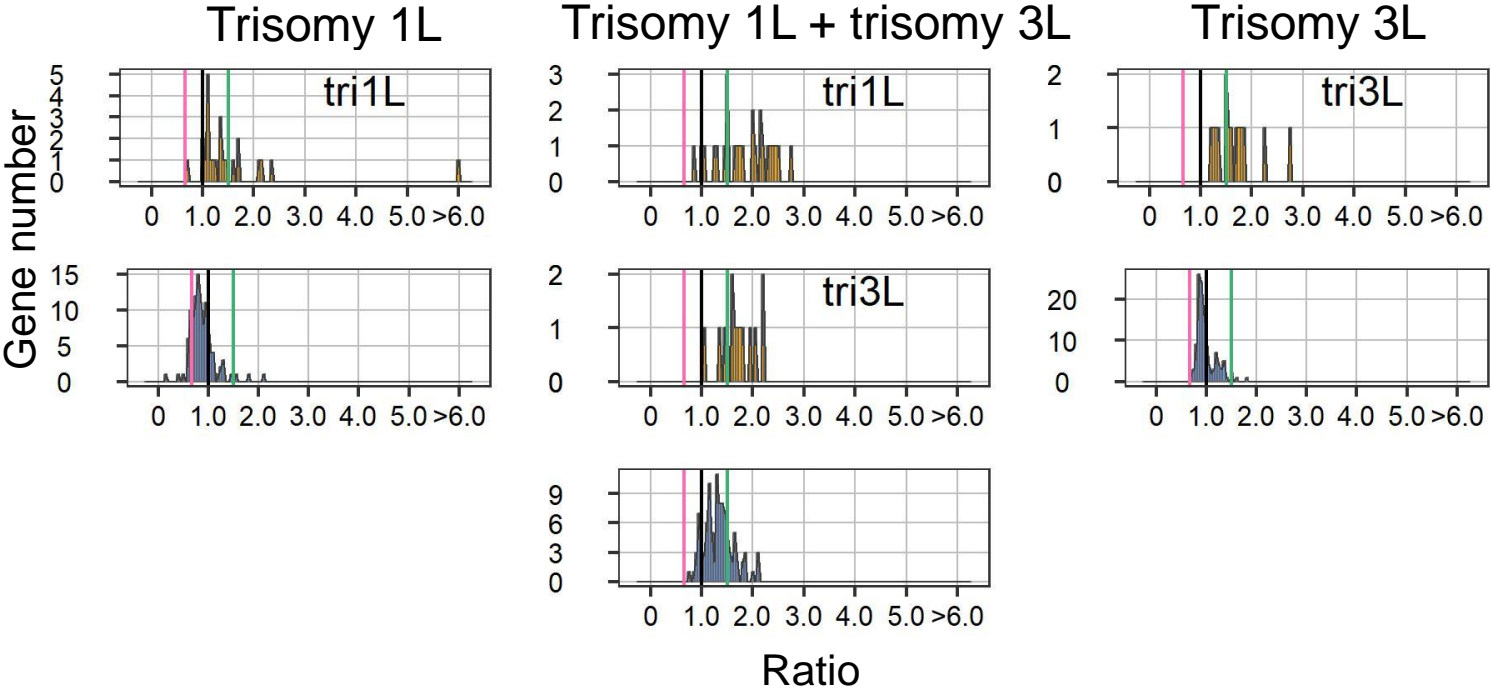

ribo\_maize 2

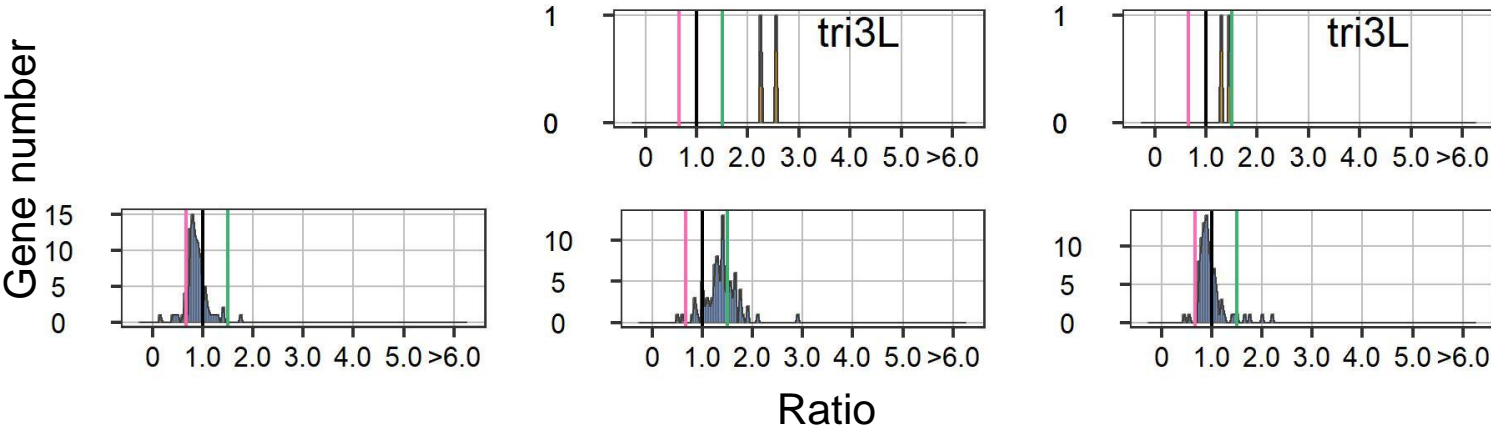

ribo\_maize 1

Arm combo vs individual arm

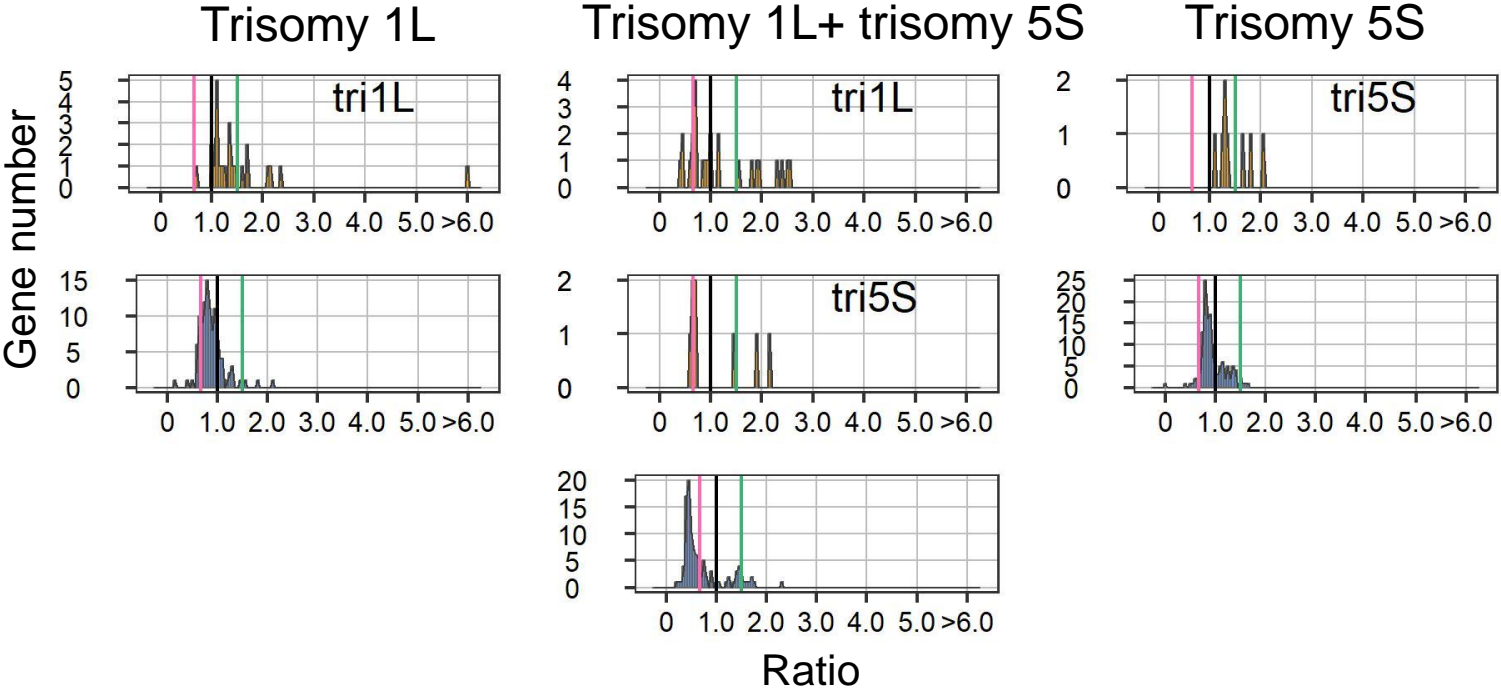

ribo\_maize 2

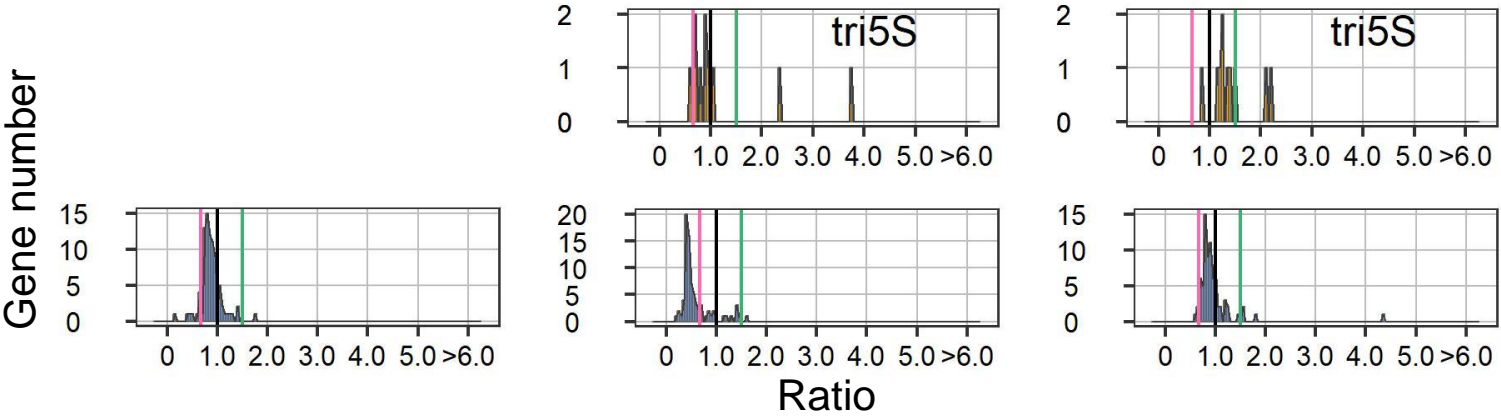

ribo\_maize 1

Arm combo vs individual arm

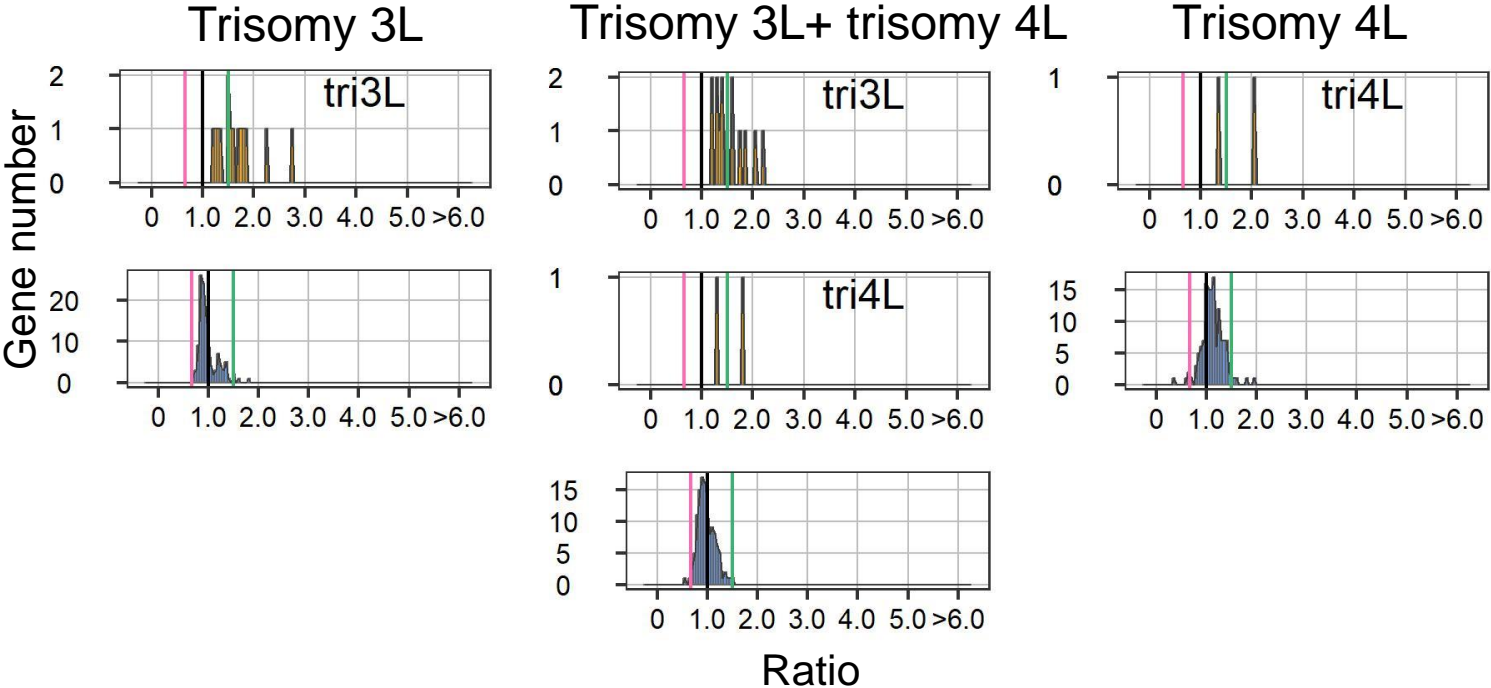

ribo\_maize 2

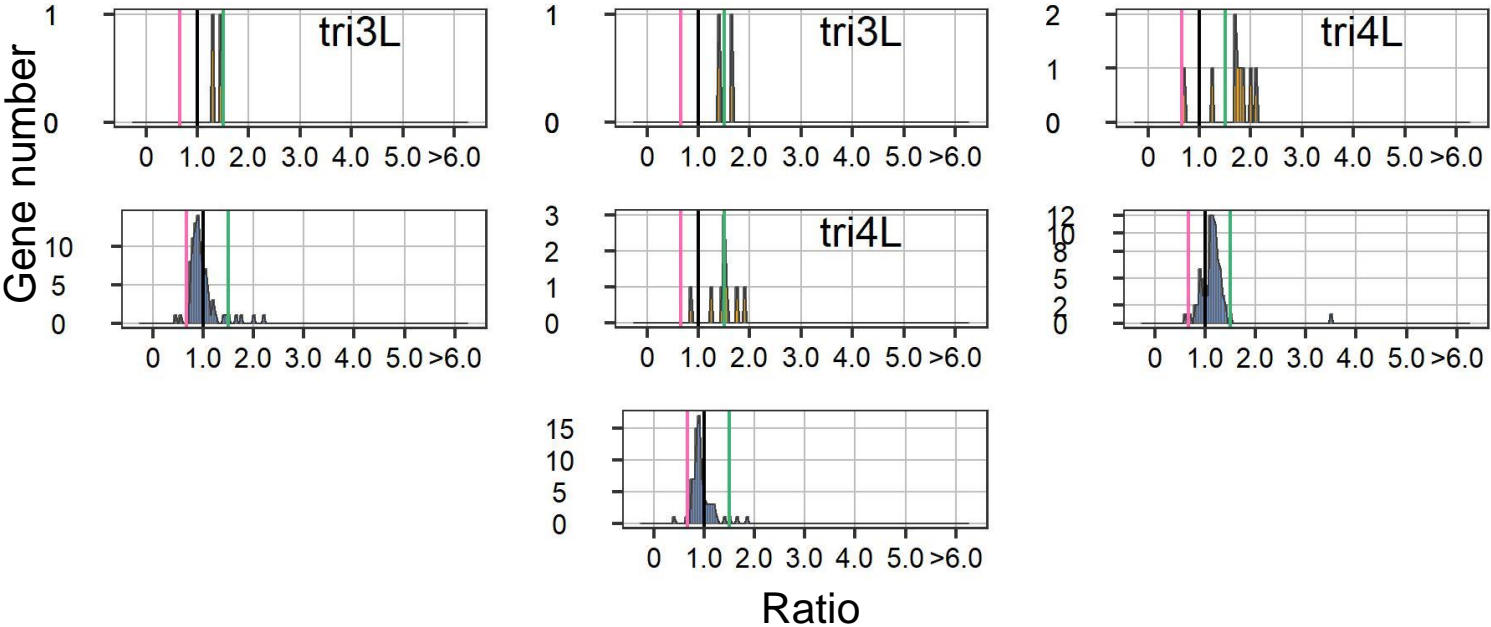

ribo\_maize 1

Arm combo vs individual arm

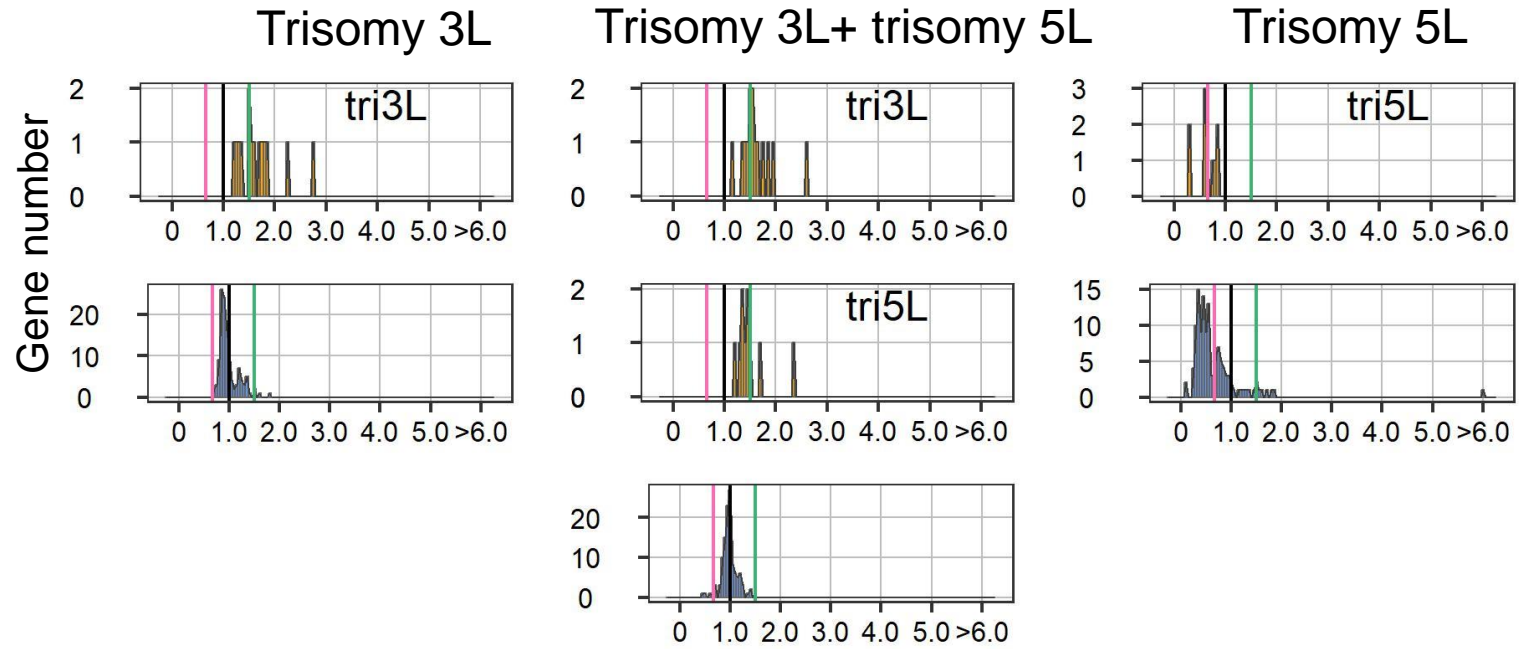

ribo\_maize 2

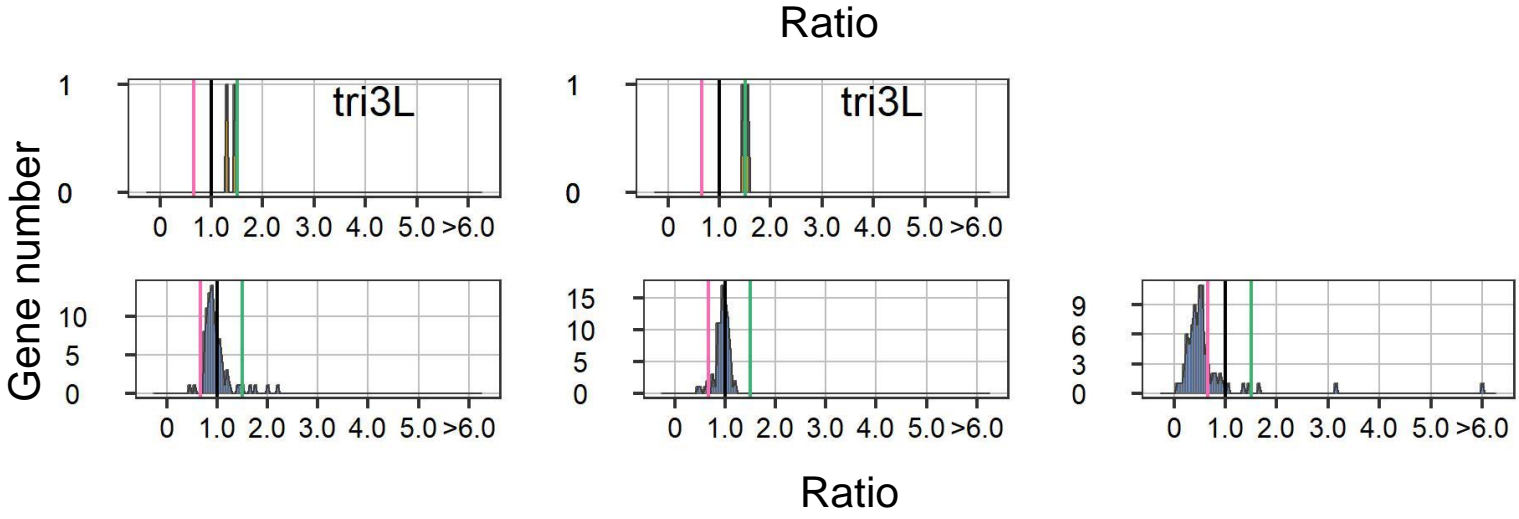

ribo\_maize 1

Arm combo vs individual arm

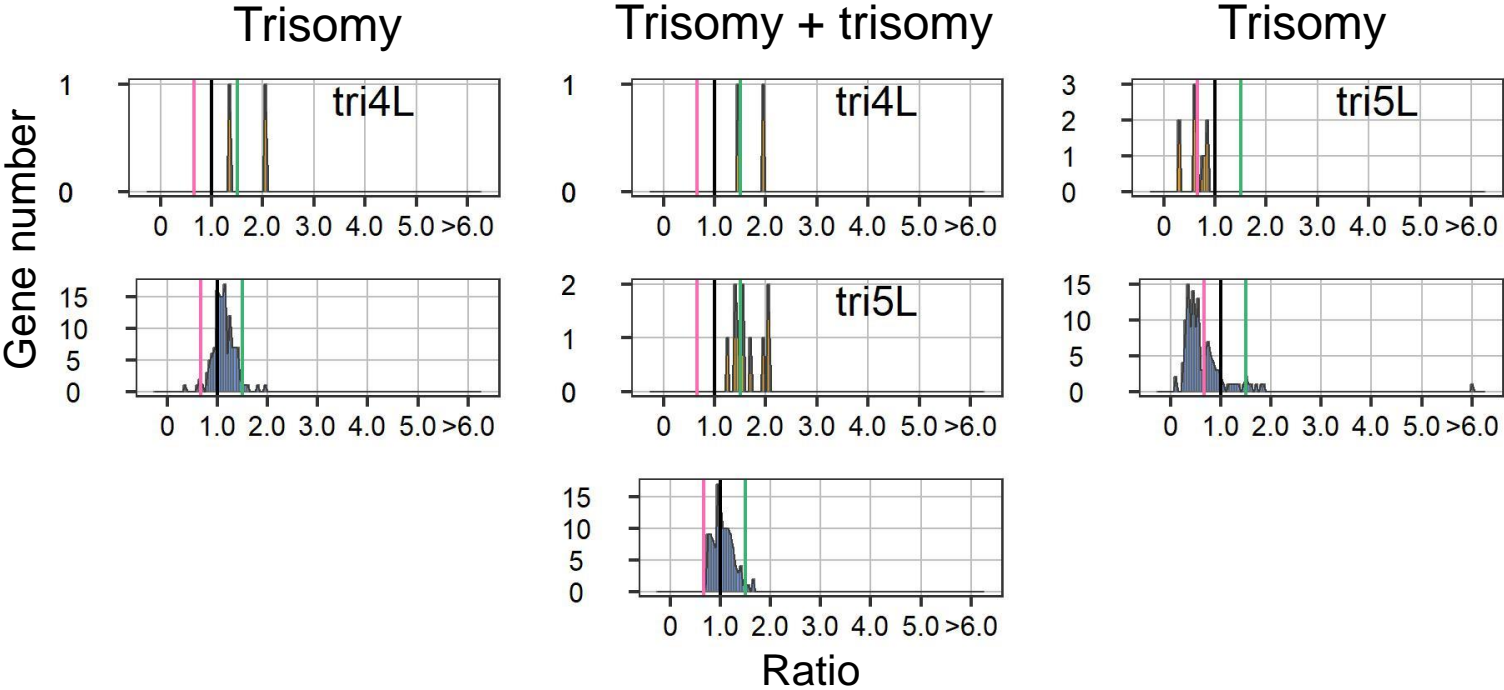

ribo\_maize 2

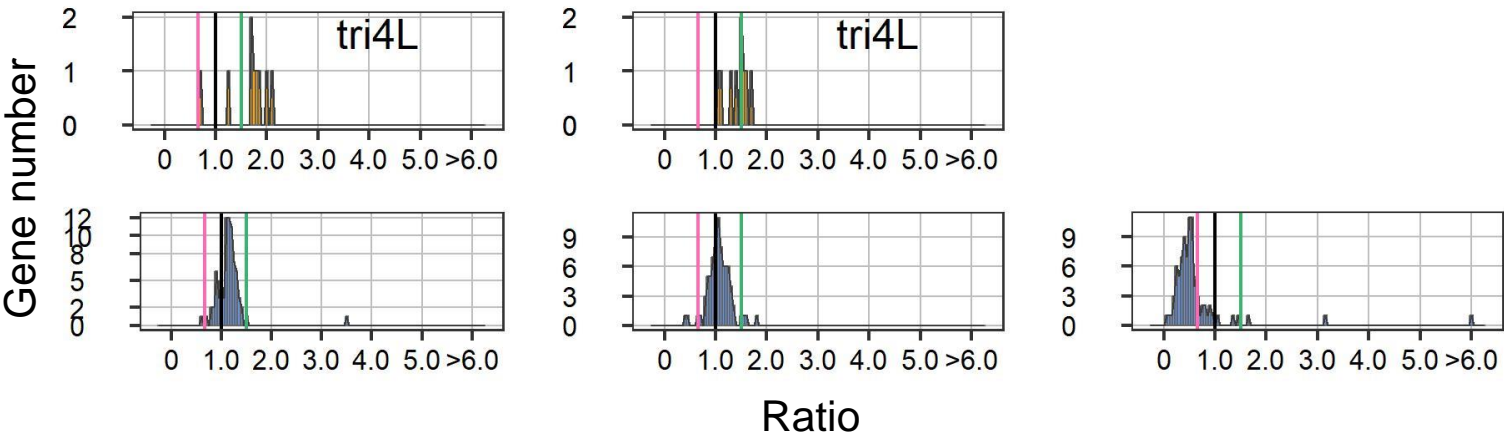

ribo\_maize 1

Arm combo vs individual arm

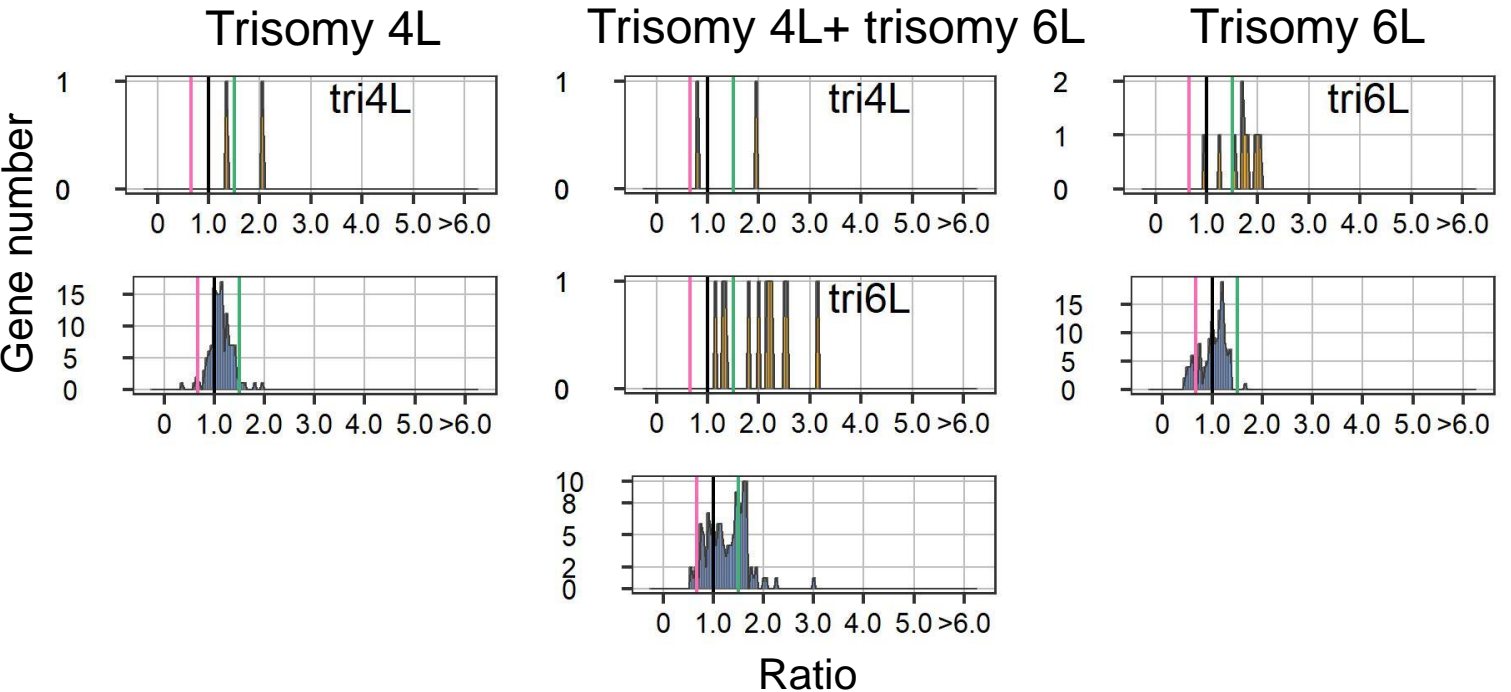

ribo\_maize 2

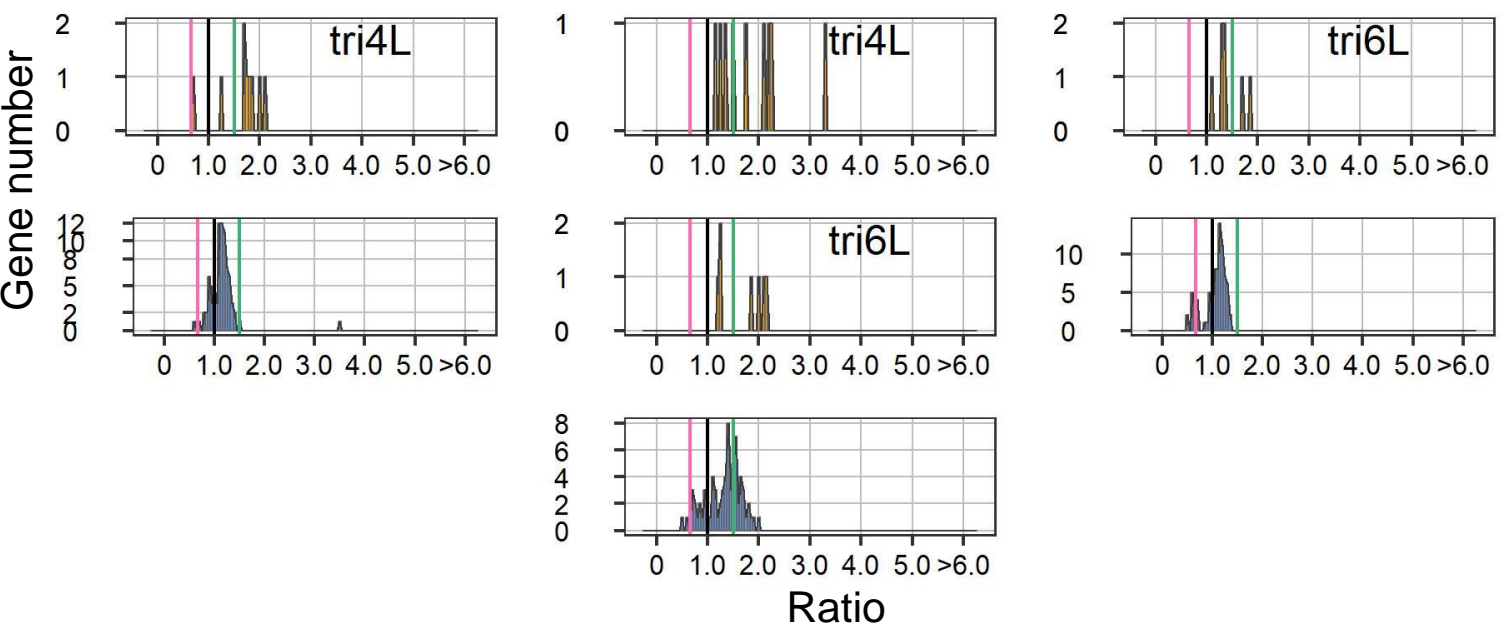

ribo\_maize 1

Arm combo vs individual arm

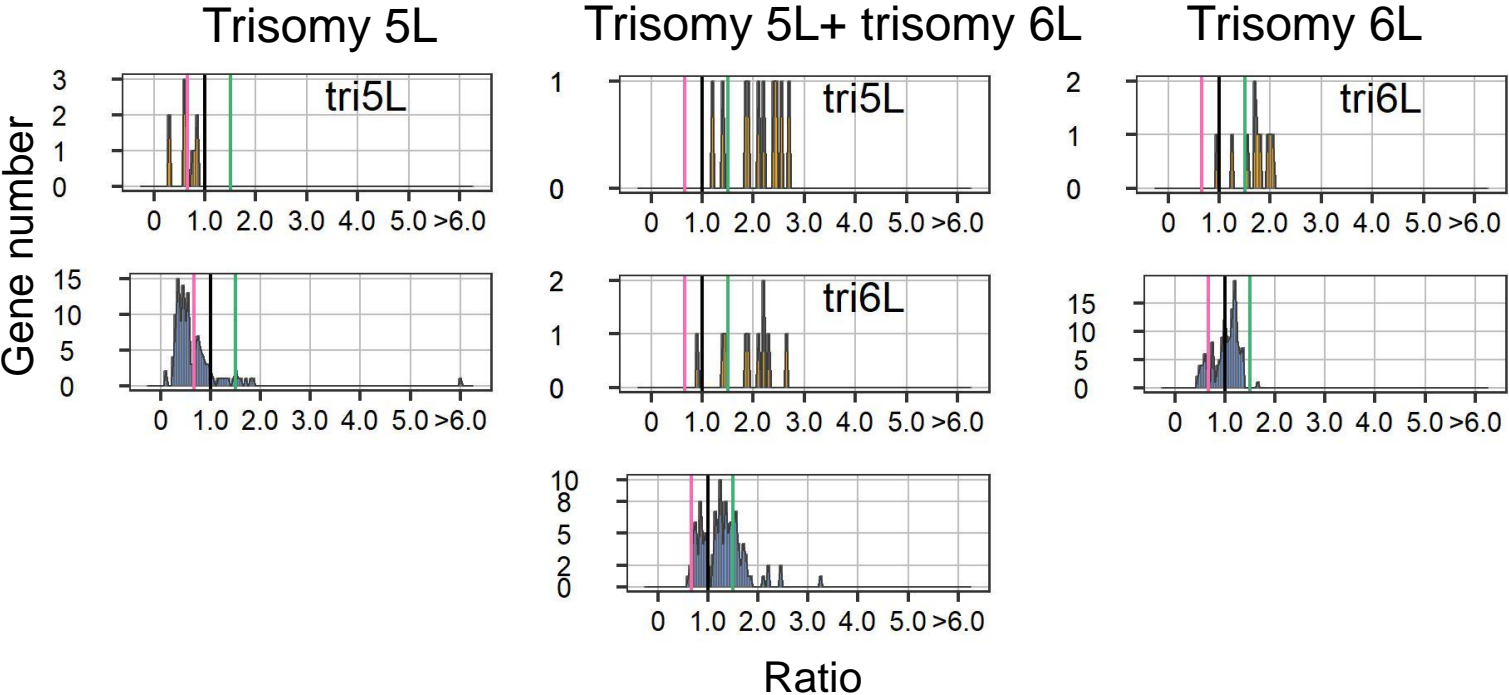

ribo\_maize 2

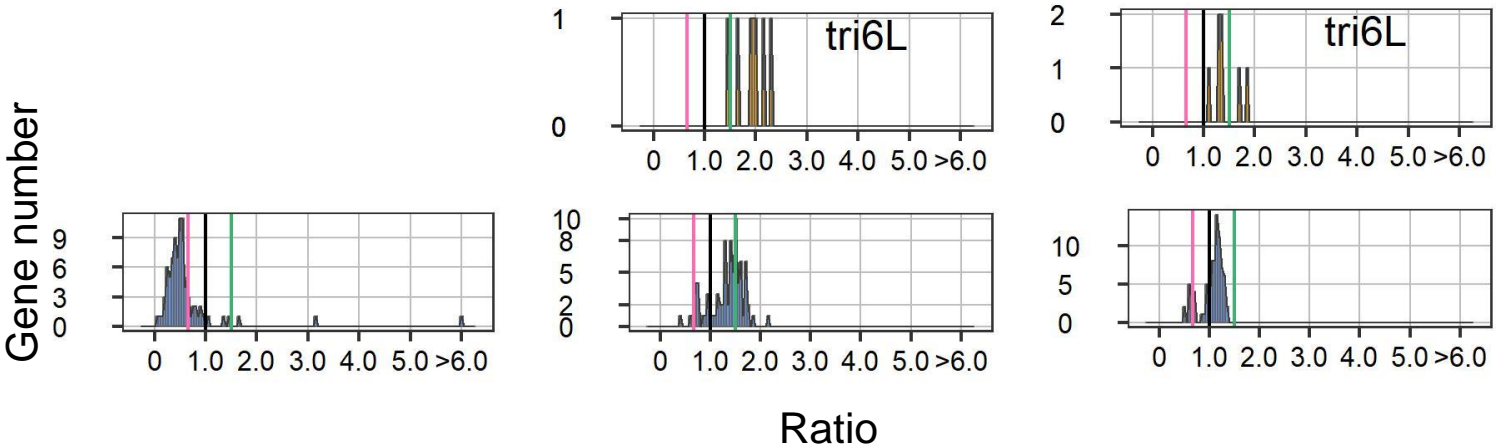

ribo\_maize 1

## Arm combo vs individual arm

## Trisomy 6L

Trisomy 6L+ trisomy 9S

## Trisomy 9S

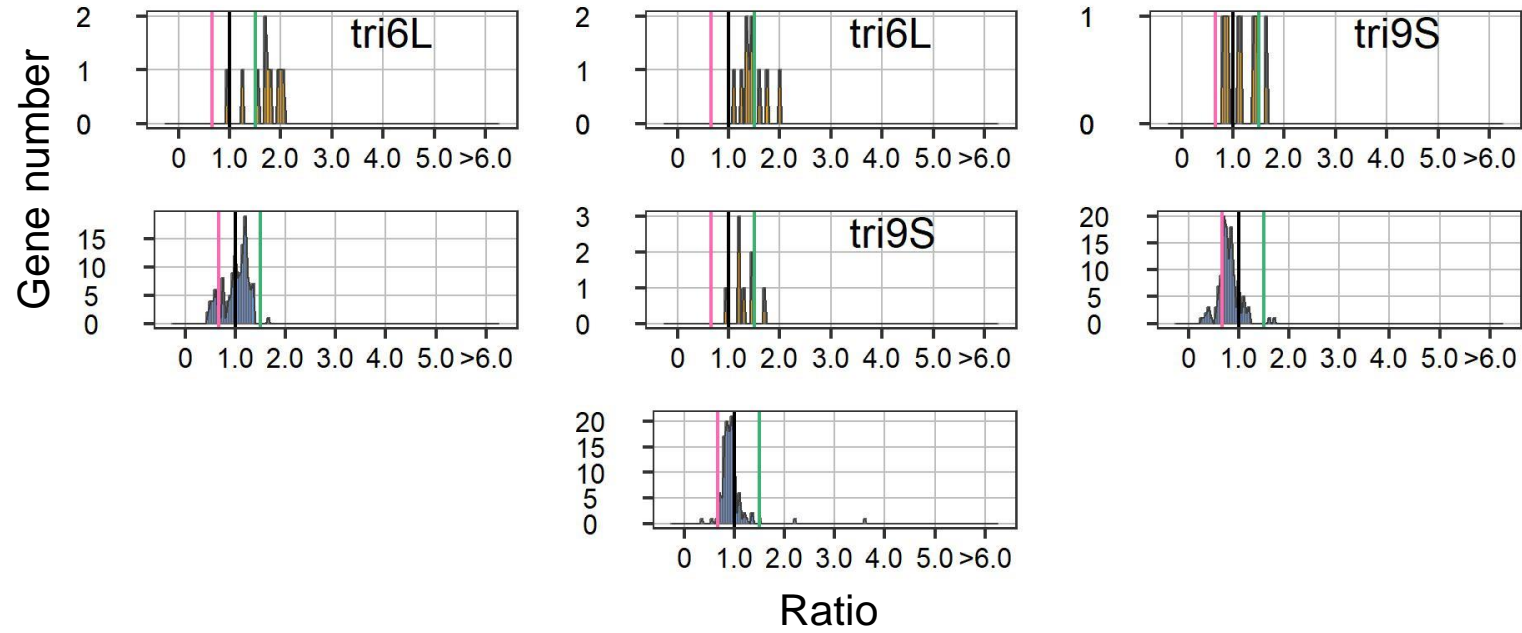

ribo\_maize 2

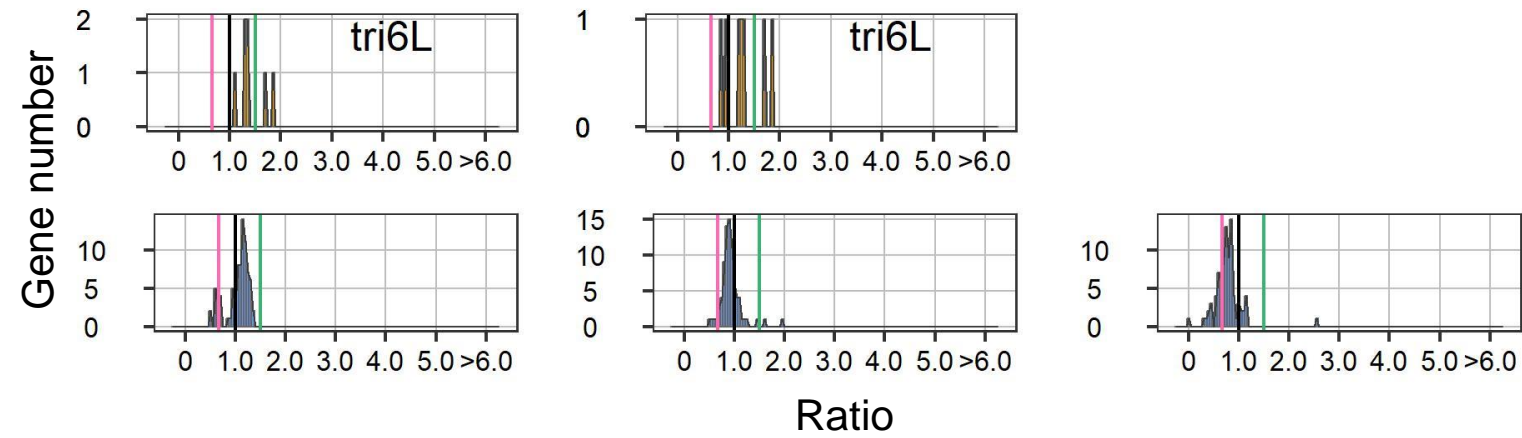

ribo\_maize 1

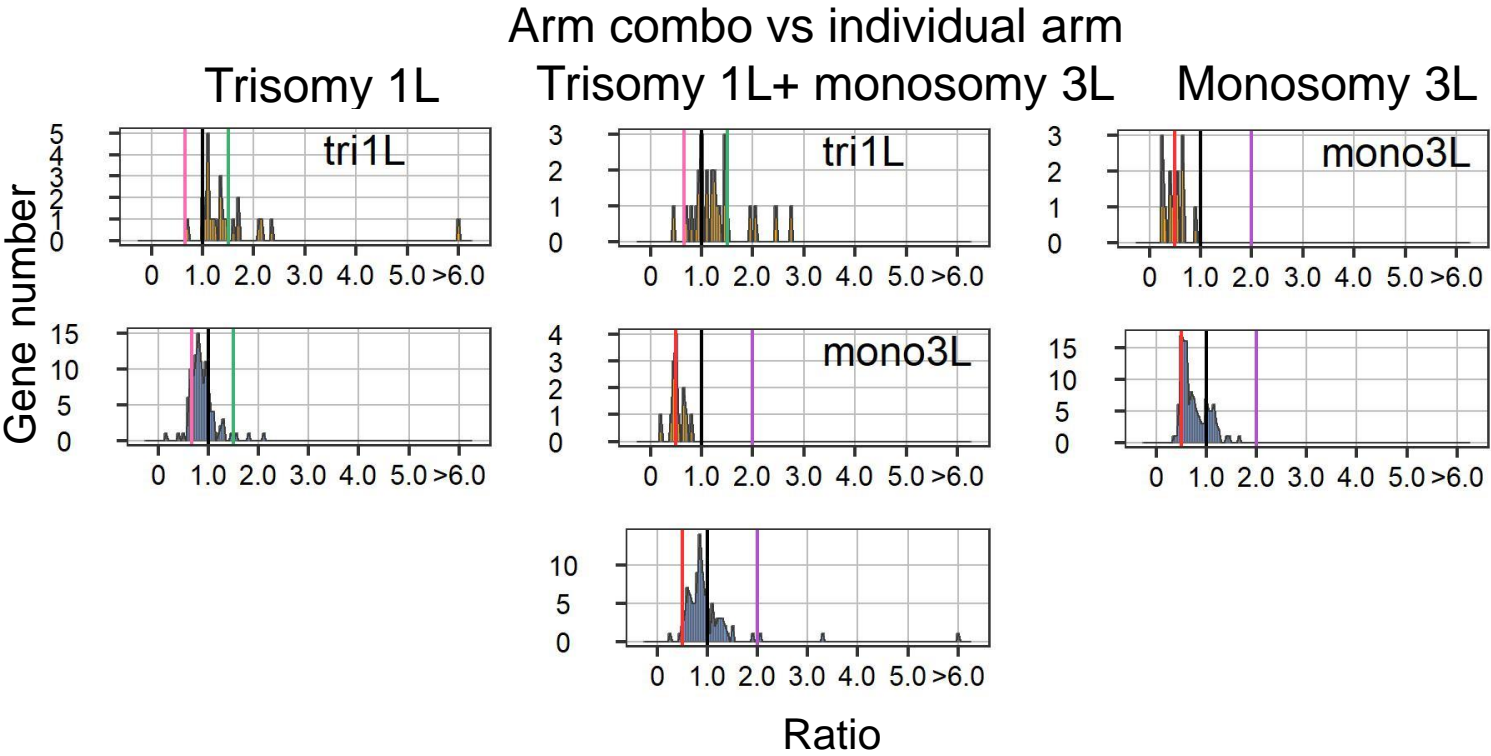

ribo\_maize 2

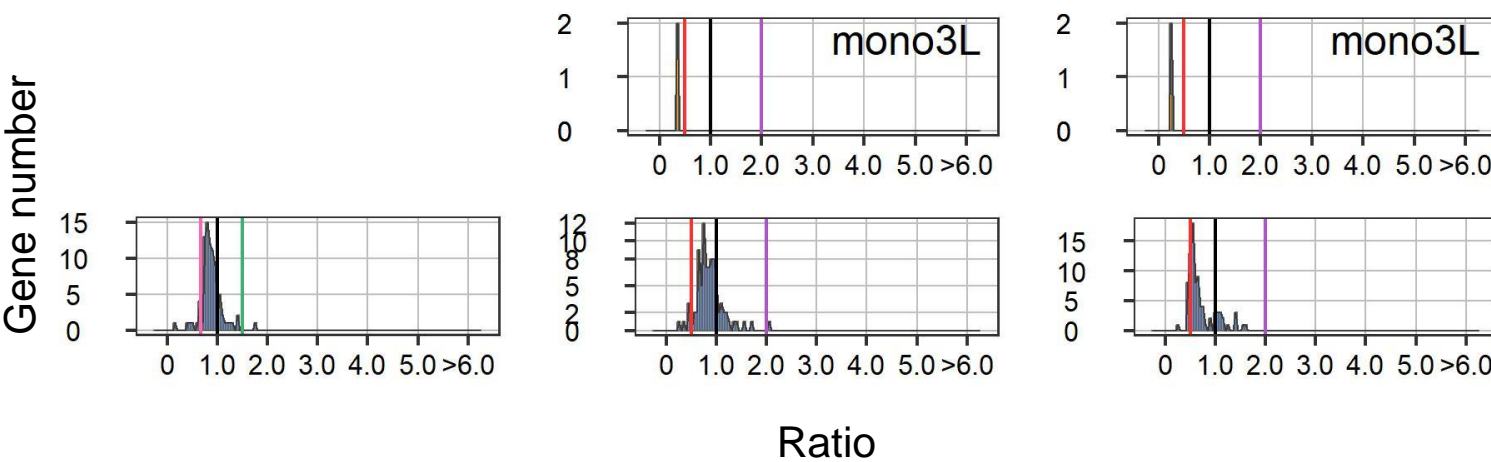

ribo\_maize 1

Arm combo vs individual arm

Trisomy 1L

Trisomy 1L+ monosomy 5S

Monosomy 5S

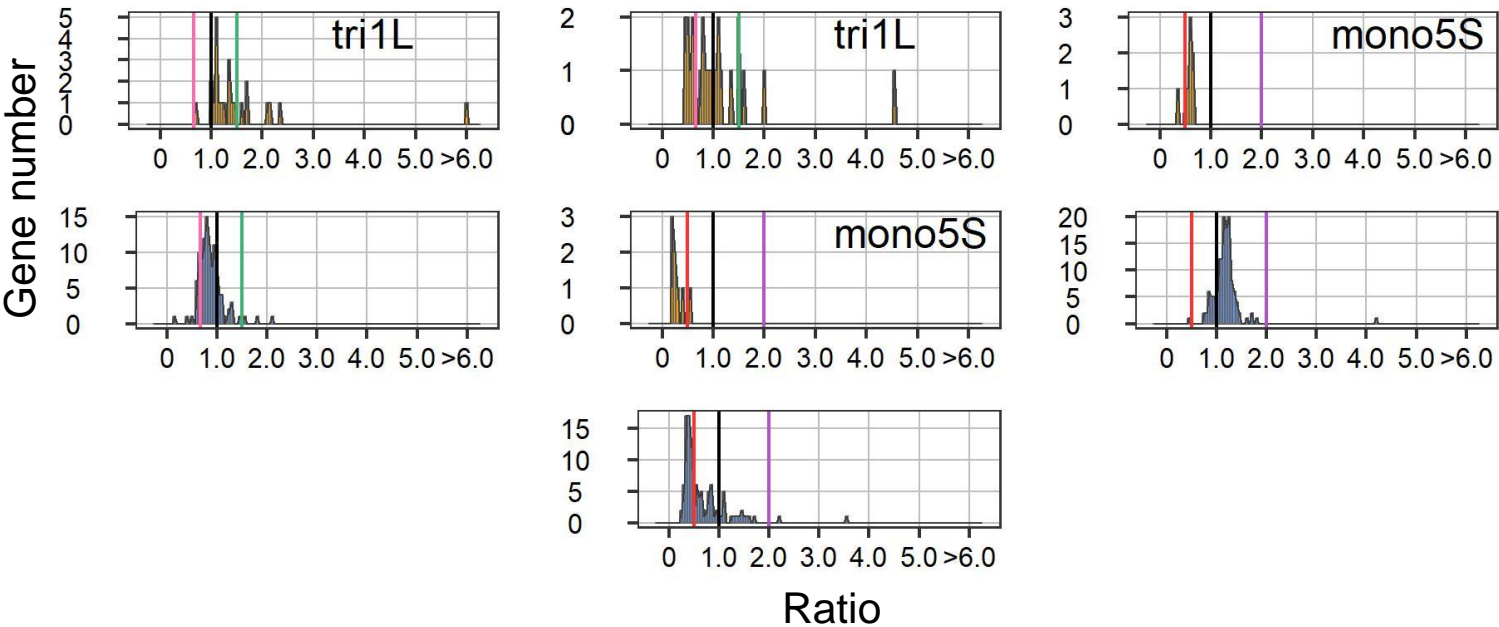

ribo\_maize 2

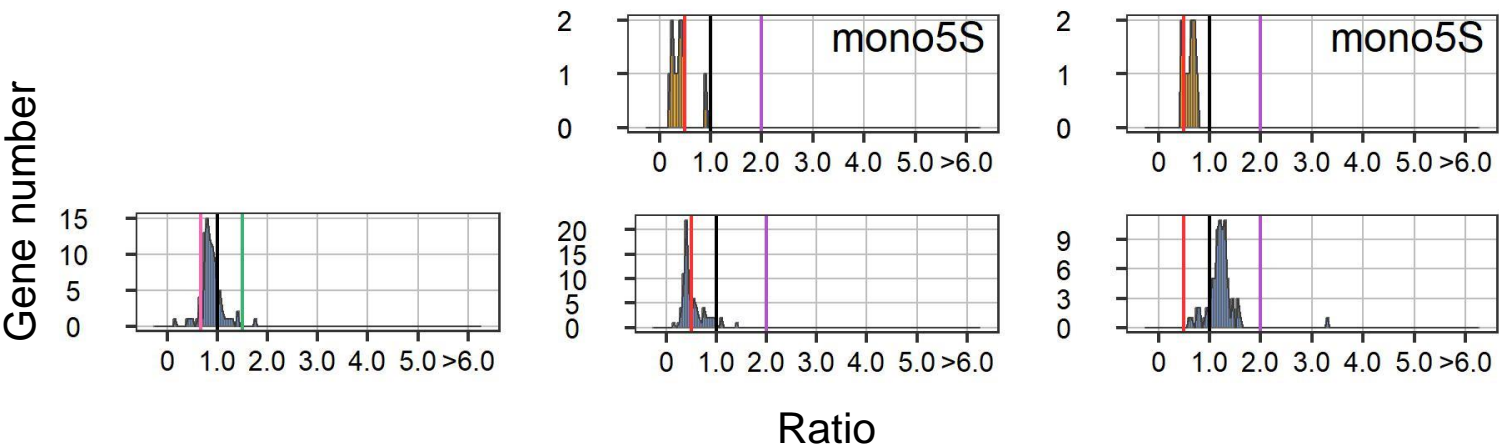

ribo\_maize 1

Arm combo vs individual arm

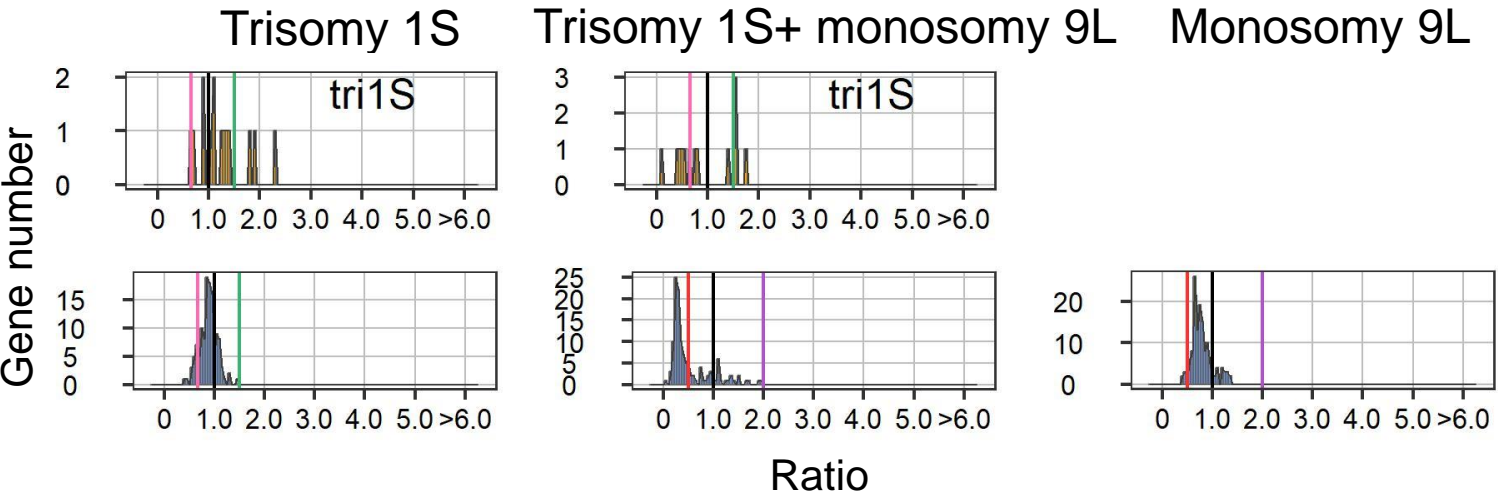

ribo\_maize 2

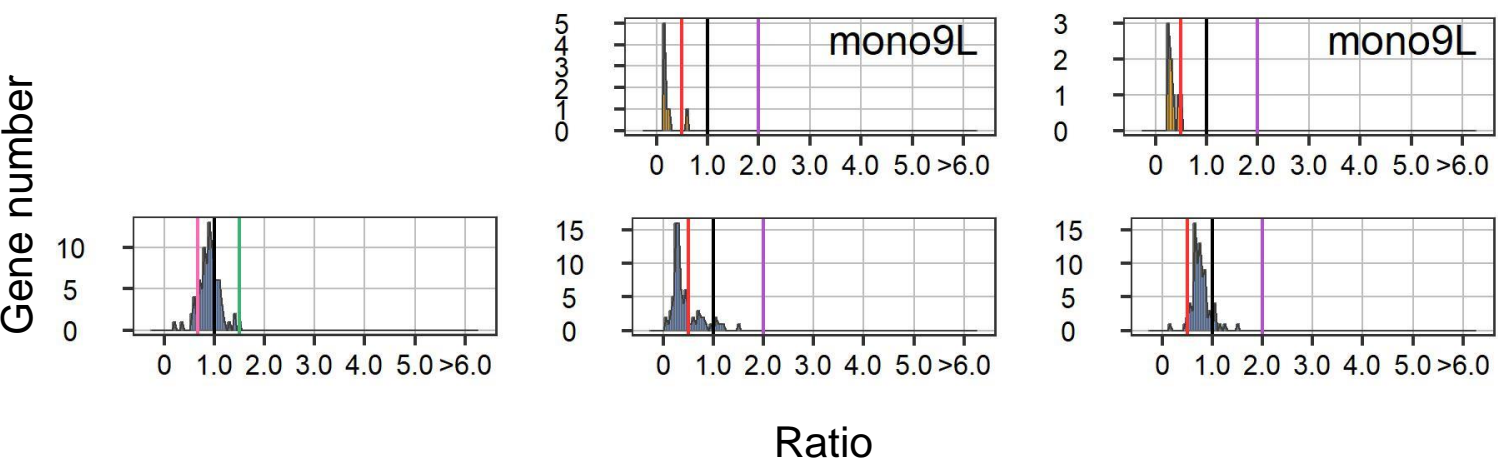

ribo\_maize 1

Arm combo vs individual arm

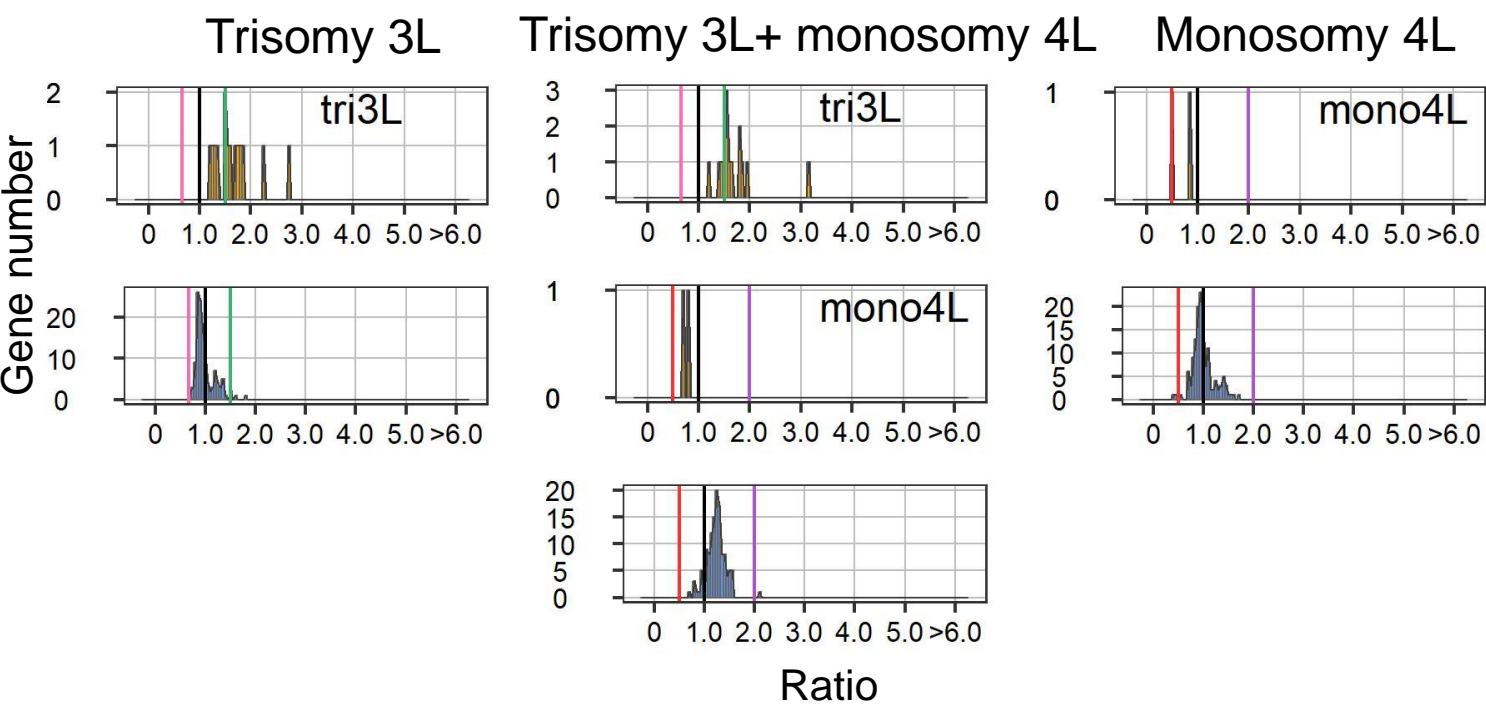

ribo\_maize 2

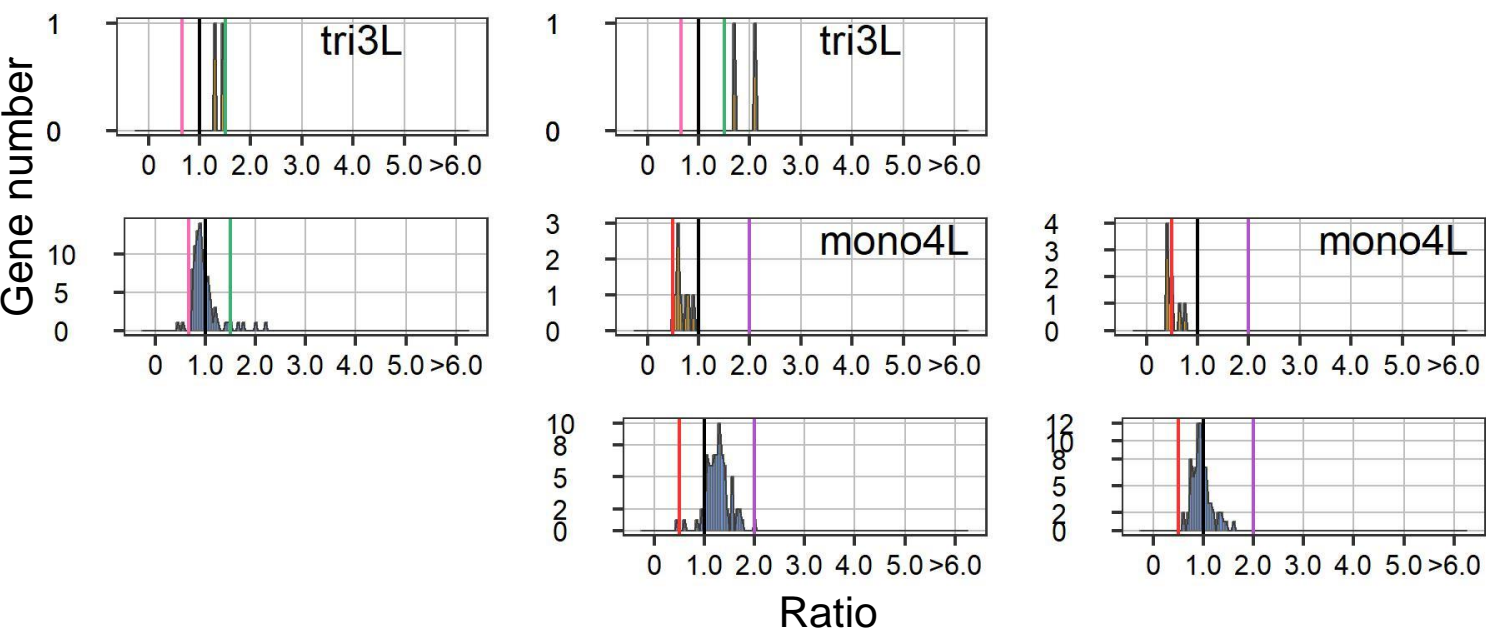

ribo\_maize 1

Arm combo vs individual arm

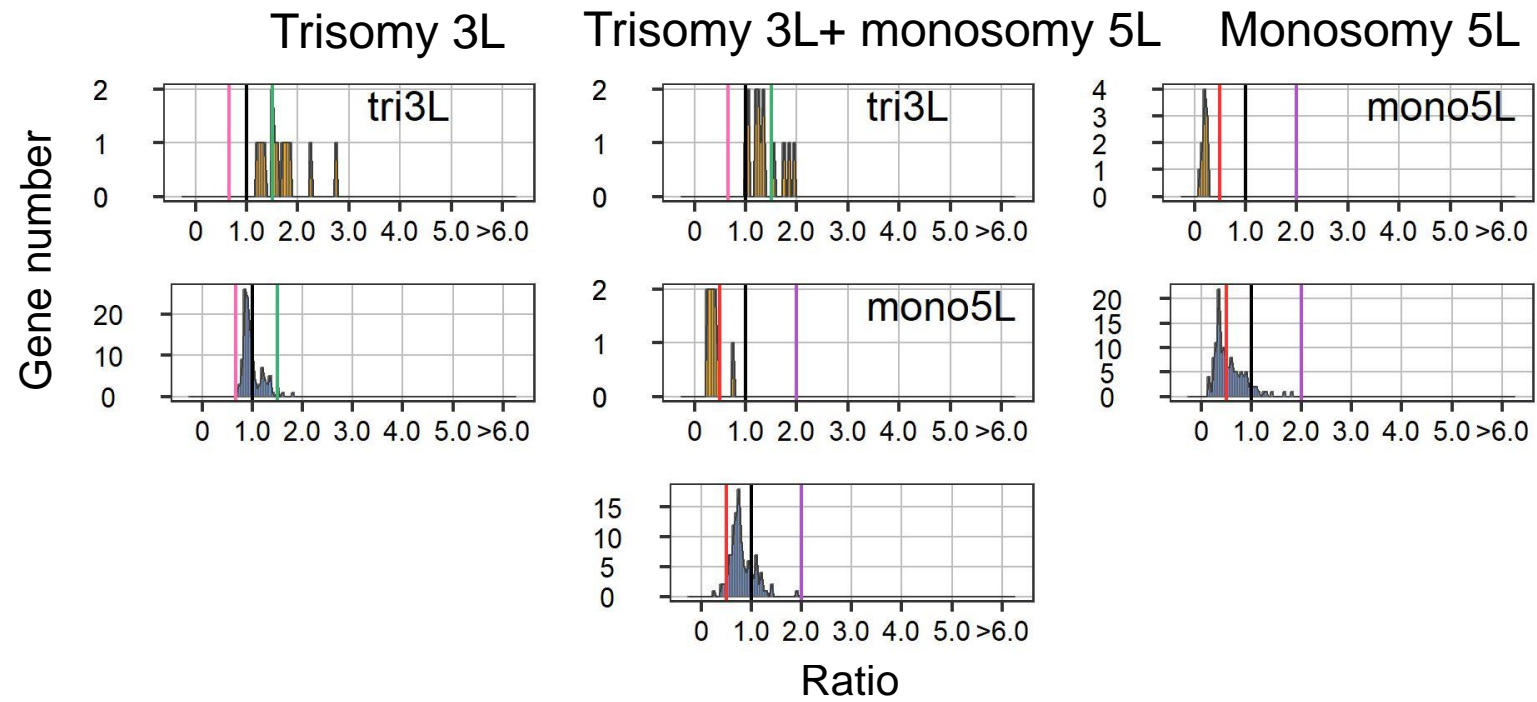

ribo\_maize 2

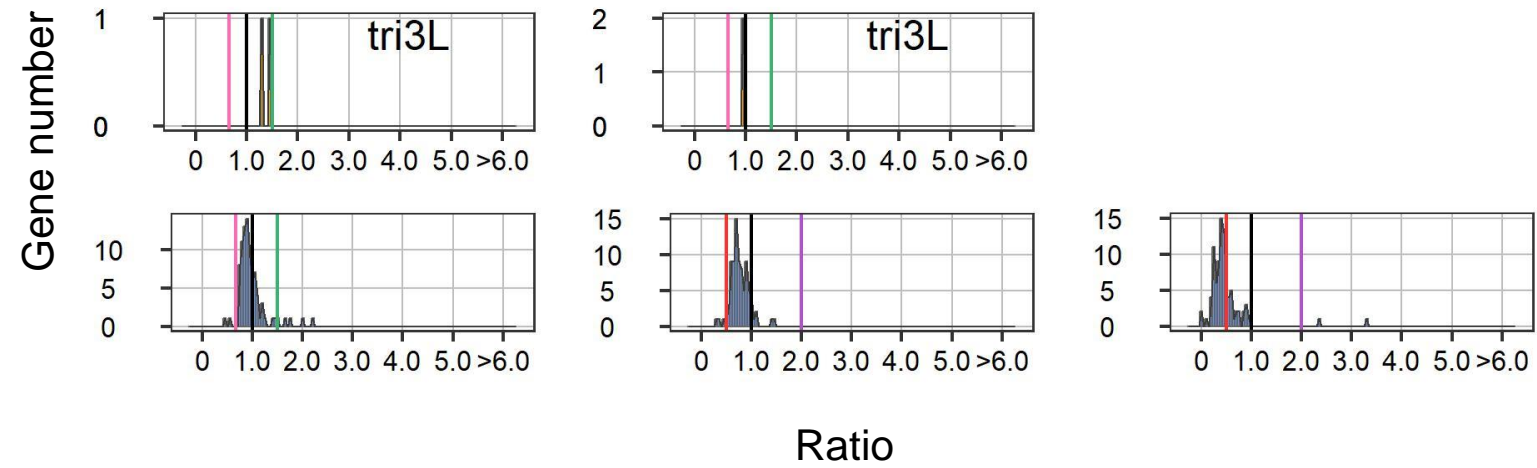

ribo\_maize 1

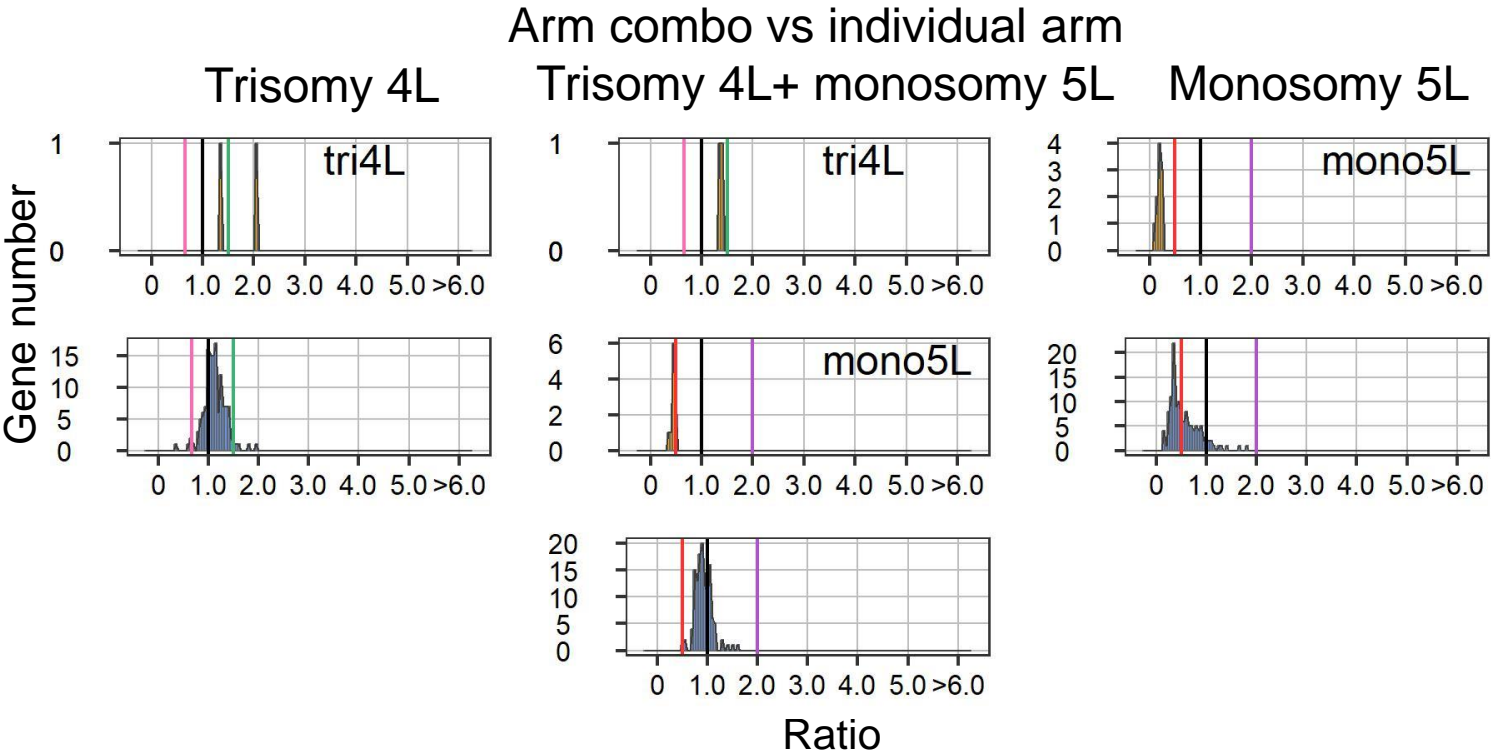

ribo\_maize 2

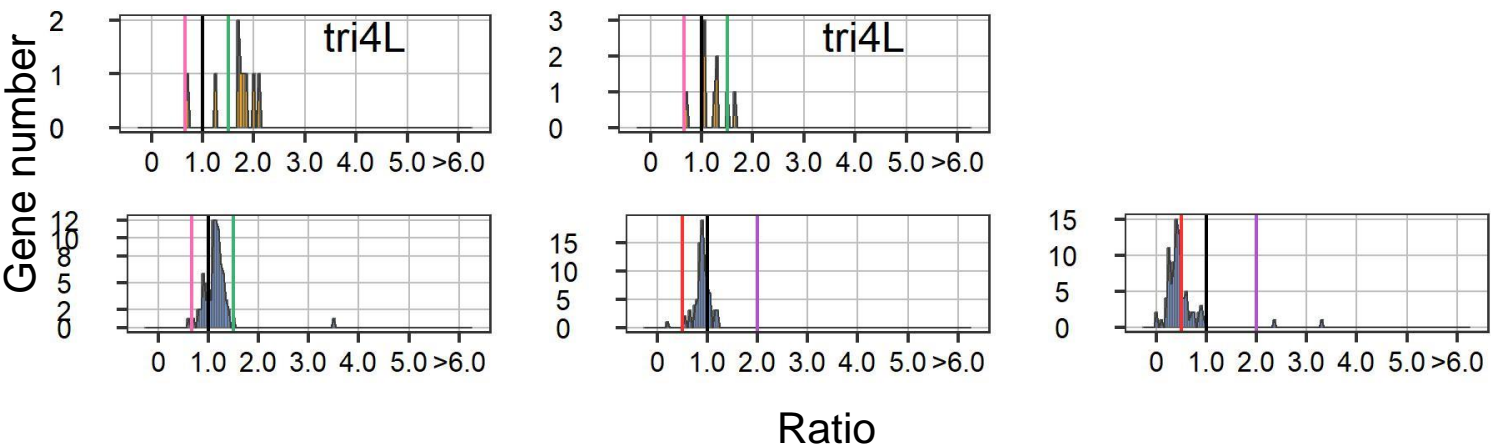

ribo\_maize 1

Arm combo vs individual arm

Trisomy 4L

Trisomy 4L+ monosomy 6L

Monosomy 6L

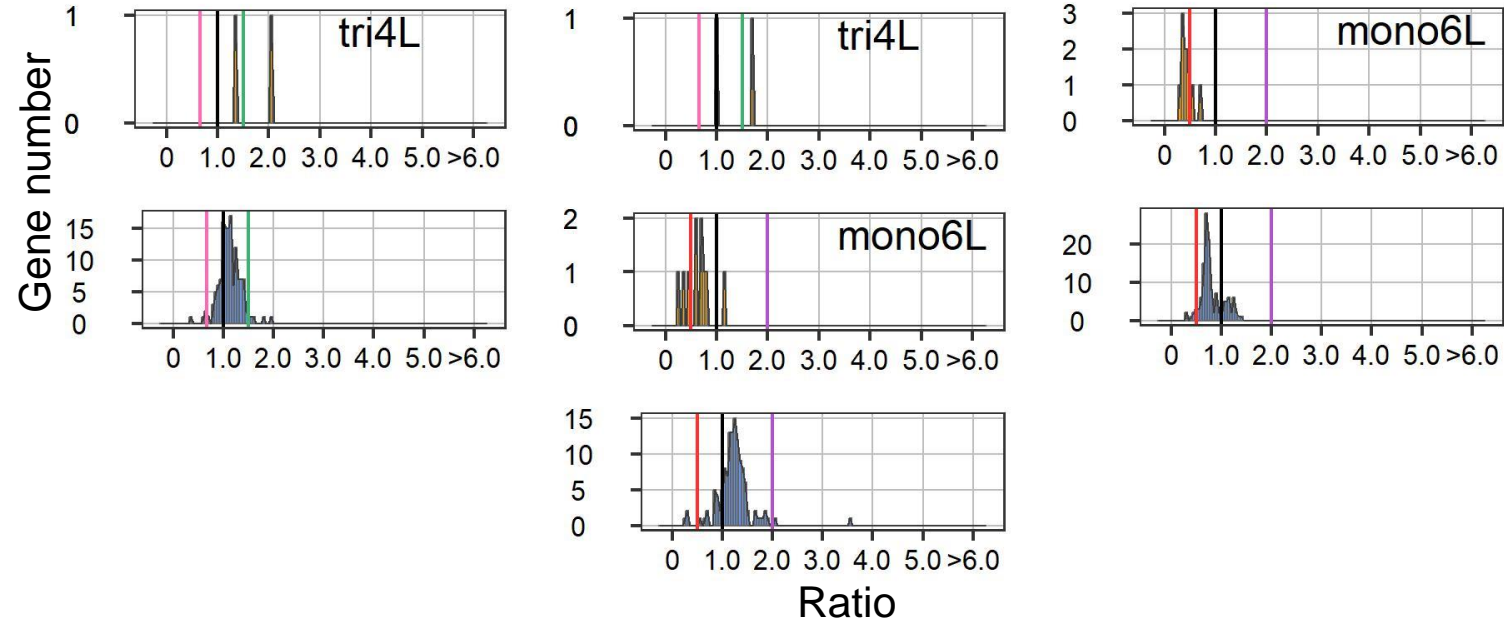

ribo\_maize 2

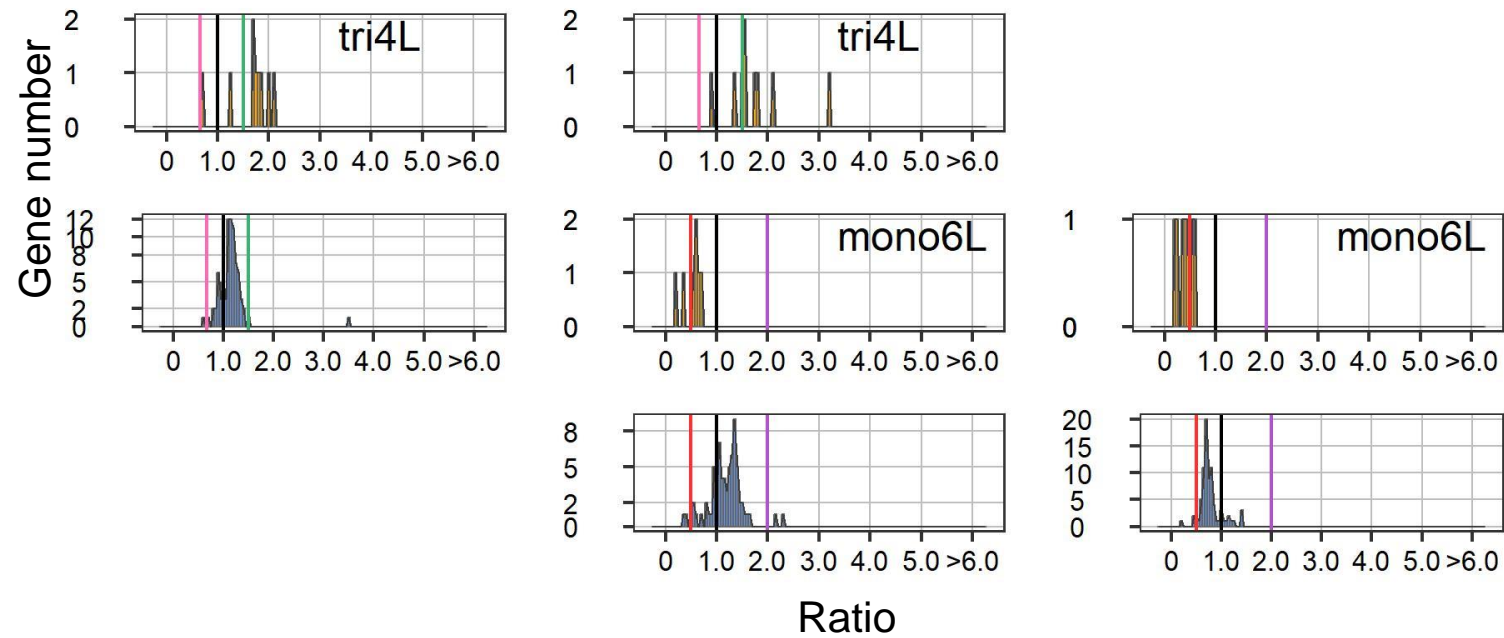

ribo\_maize 1

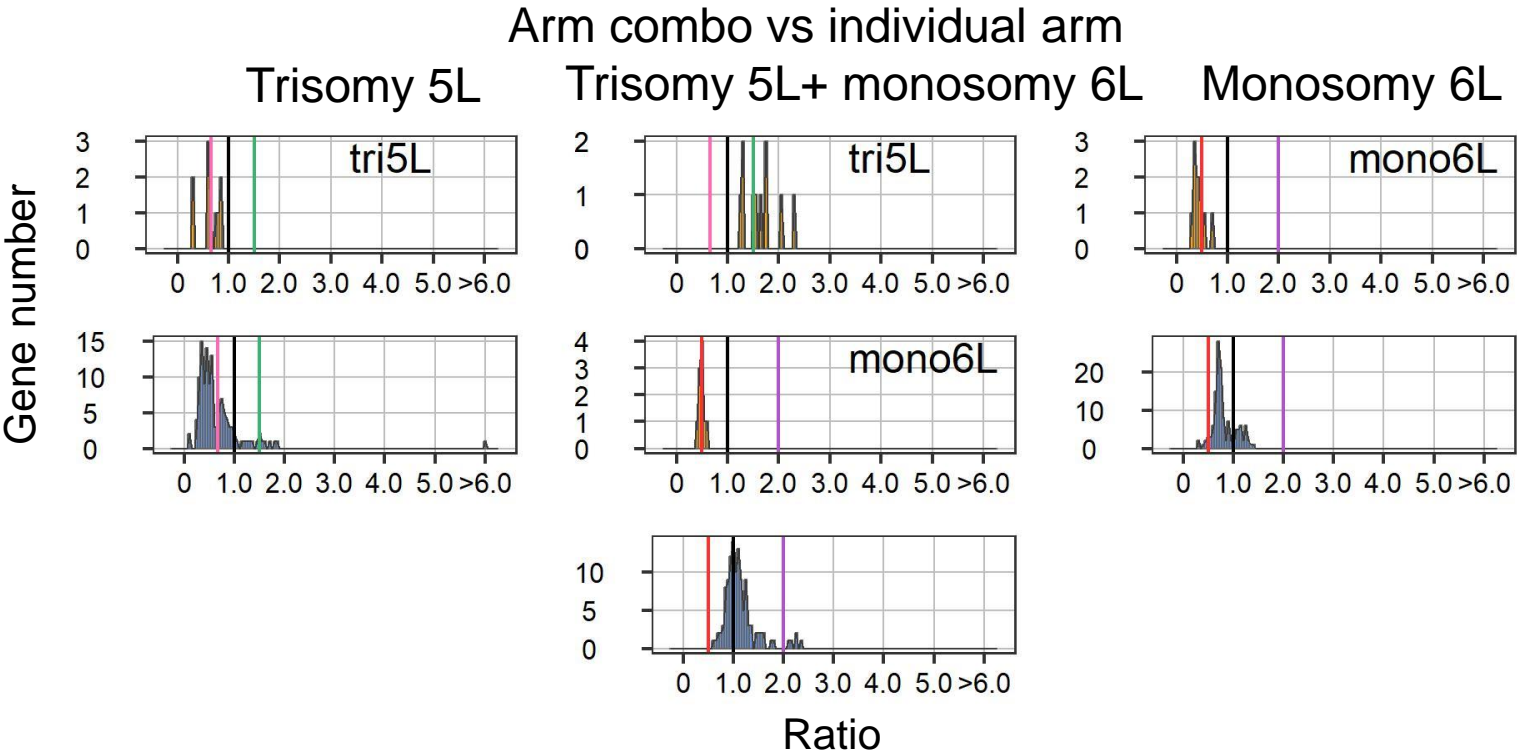

ribo\_maize 2

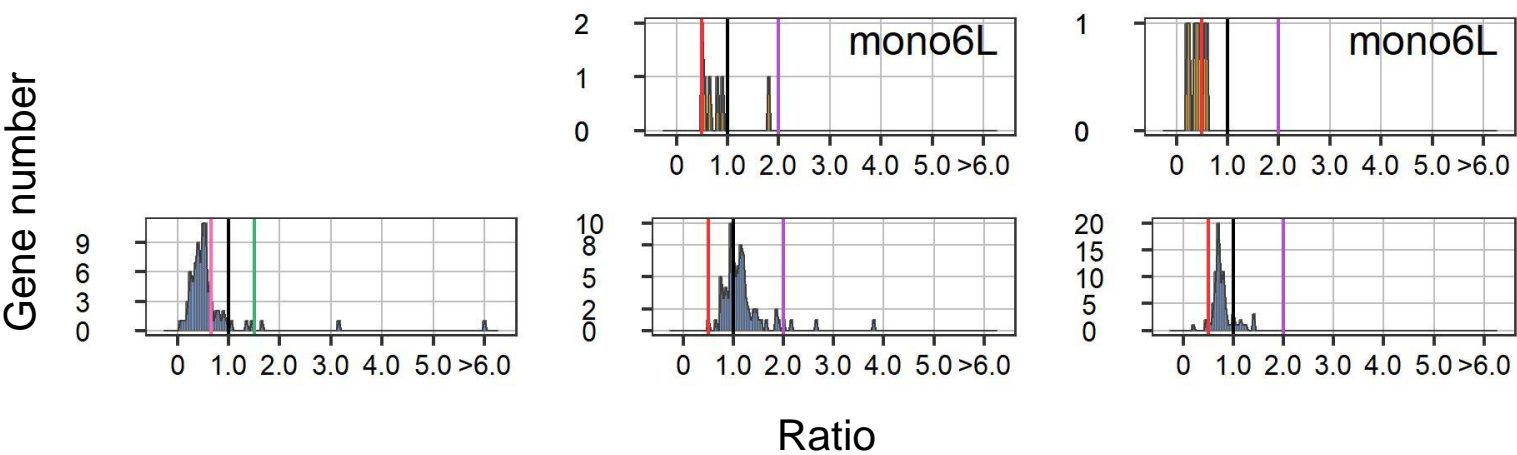

ribo\_maize 1

Arm combo vs individual arm

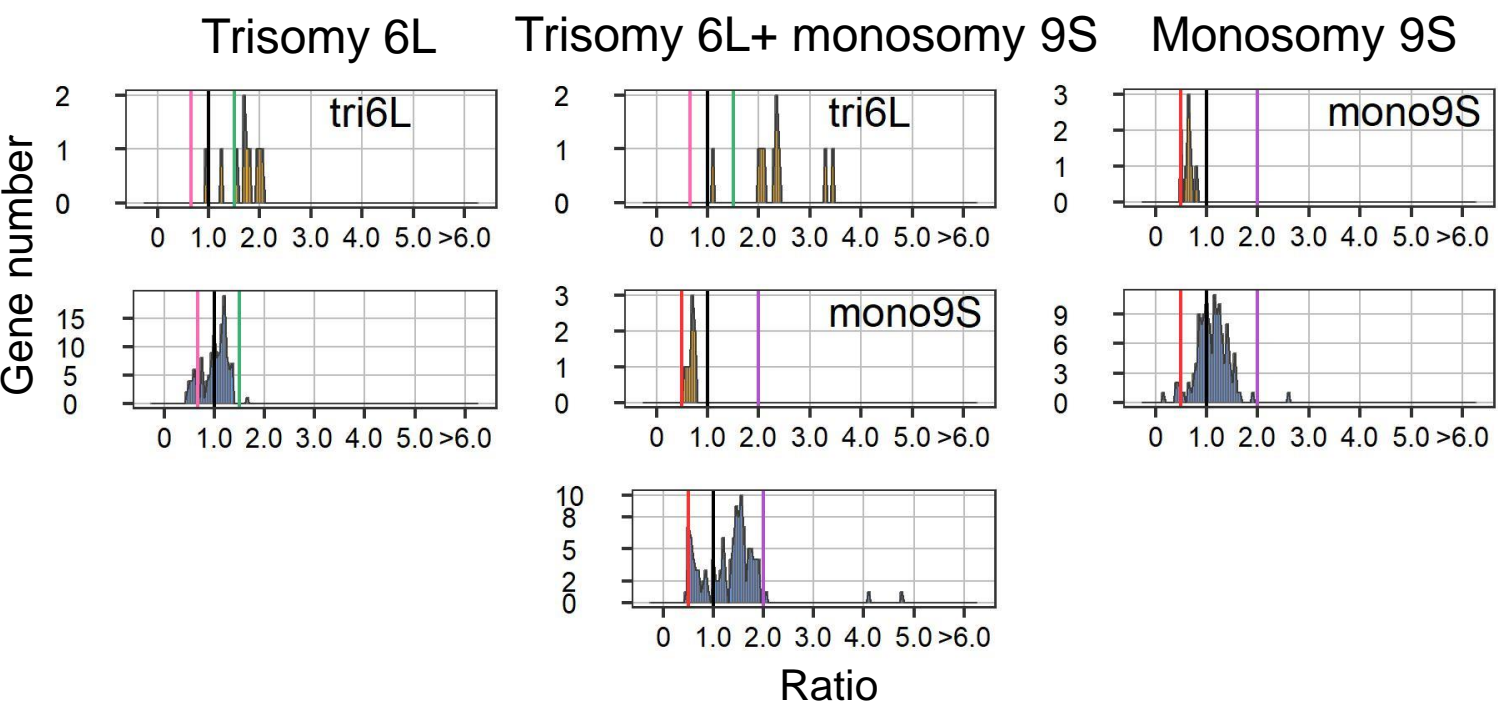

ribo\_maize 2

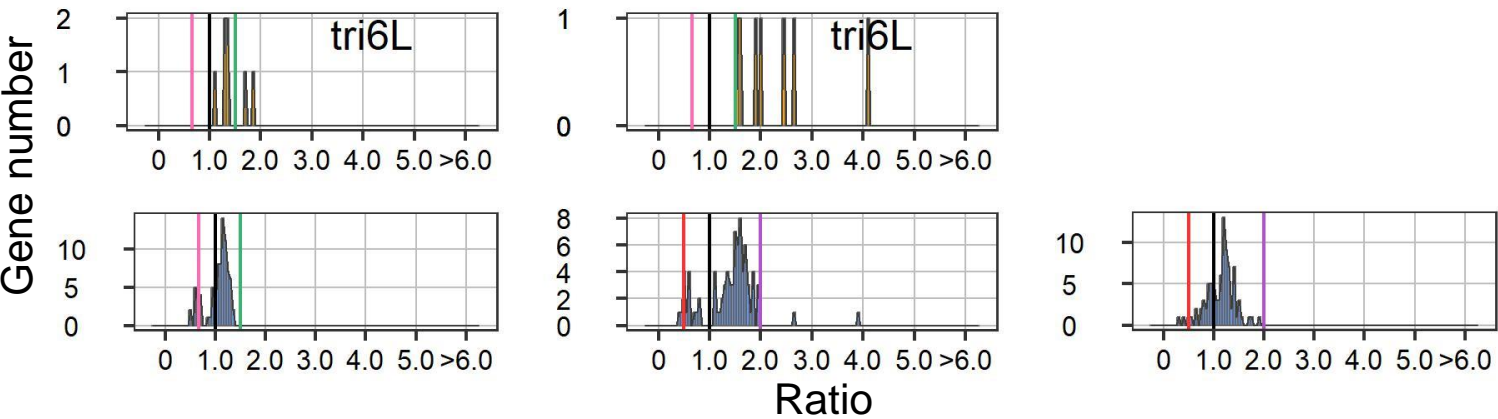

ribo\_maize 1

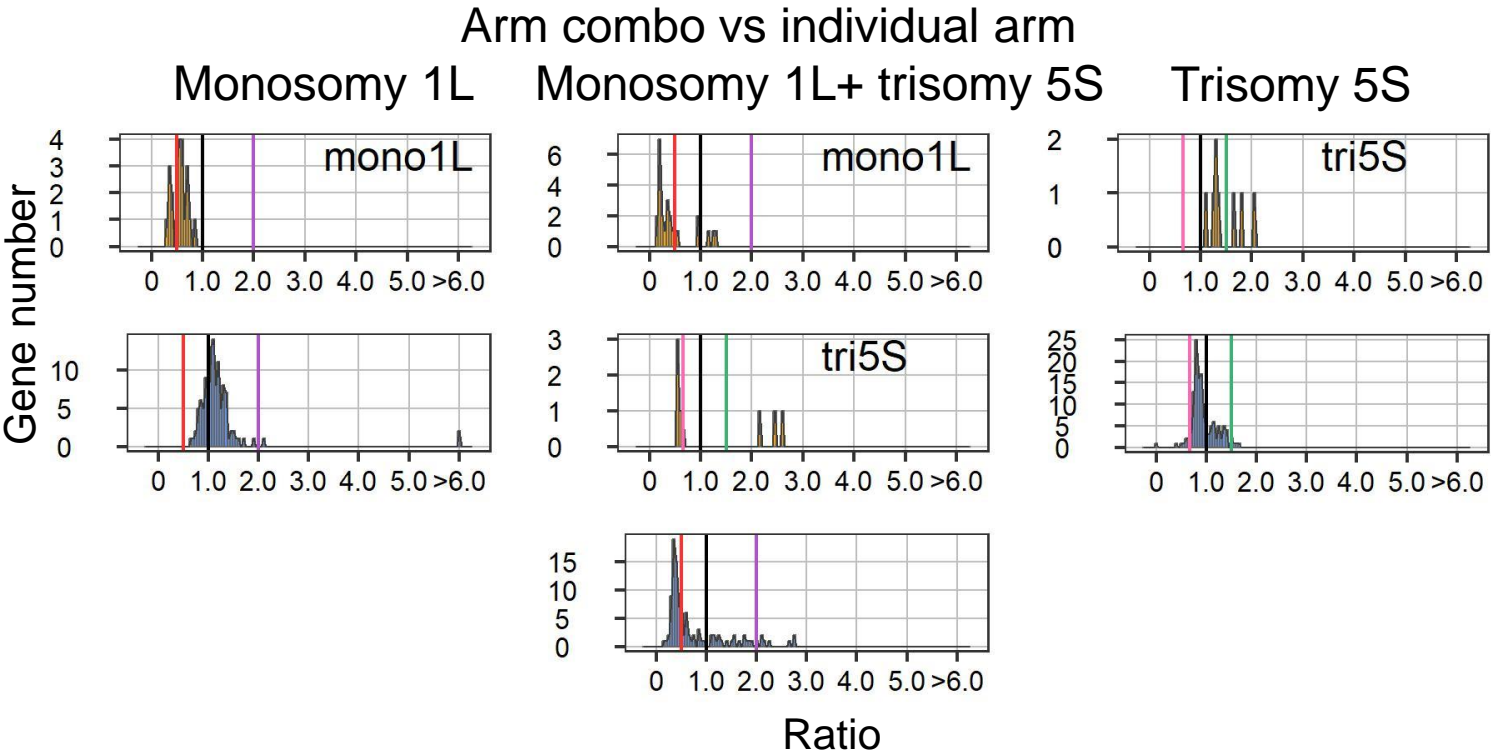

ribo\_maize 2

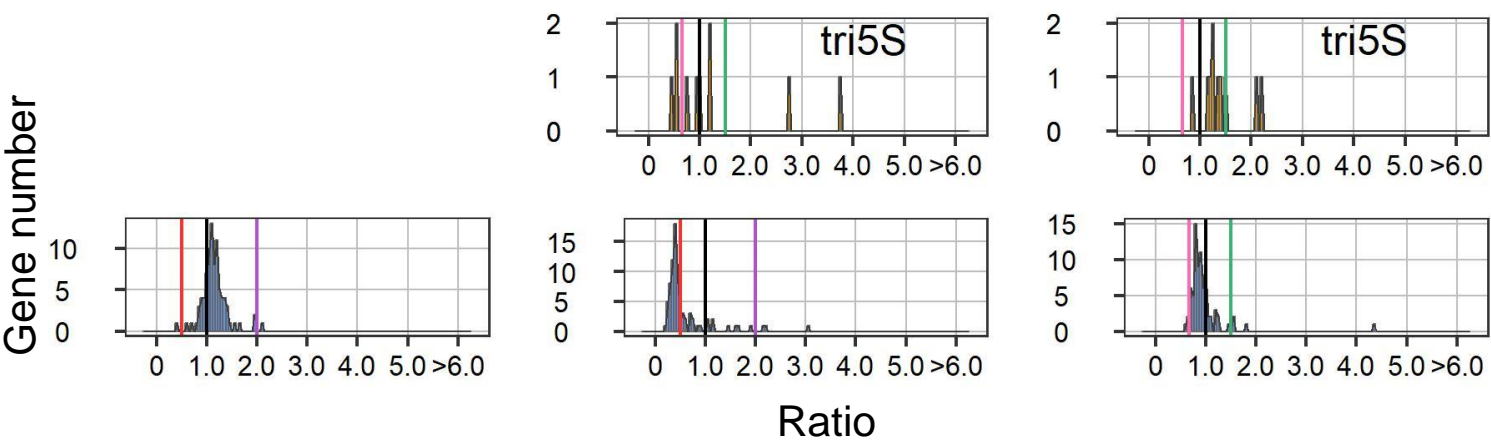

## Arm combo vs individual arm

## Trisomy 9L

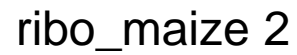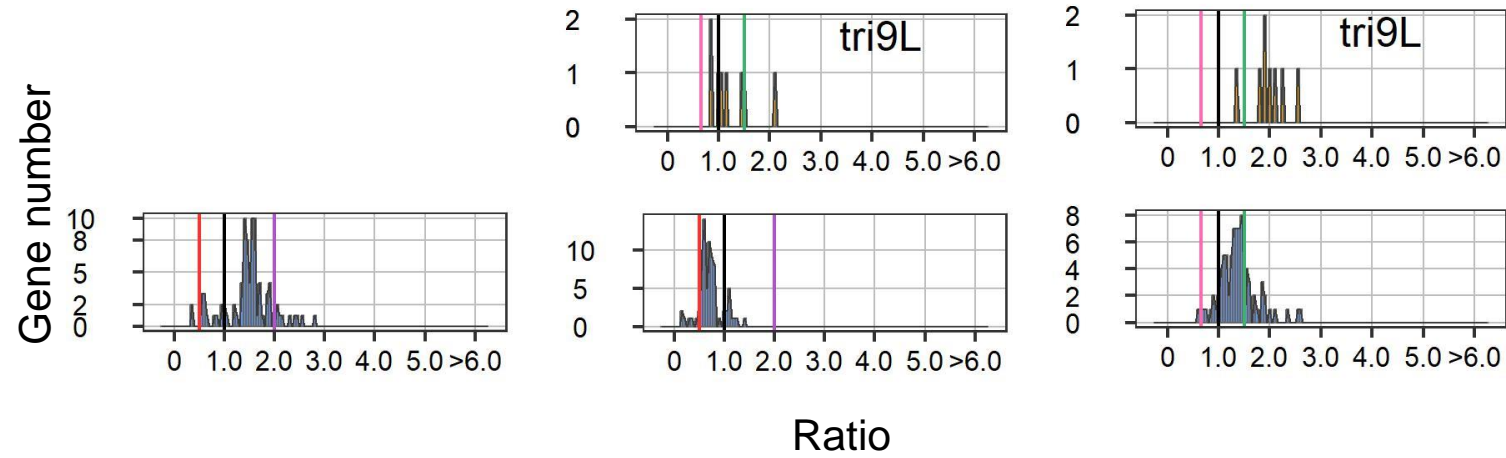

ribo\_maize 1

Arm combo vs individual arm

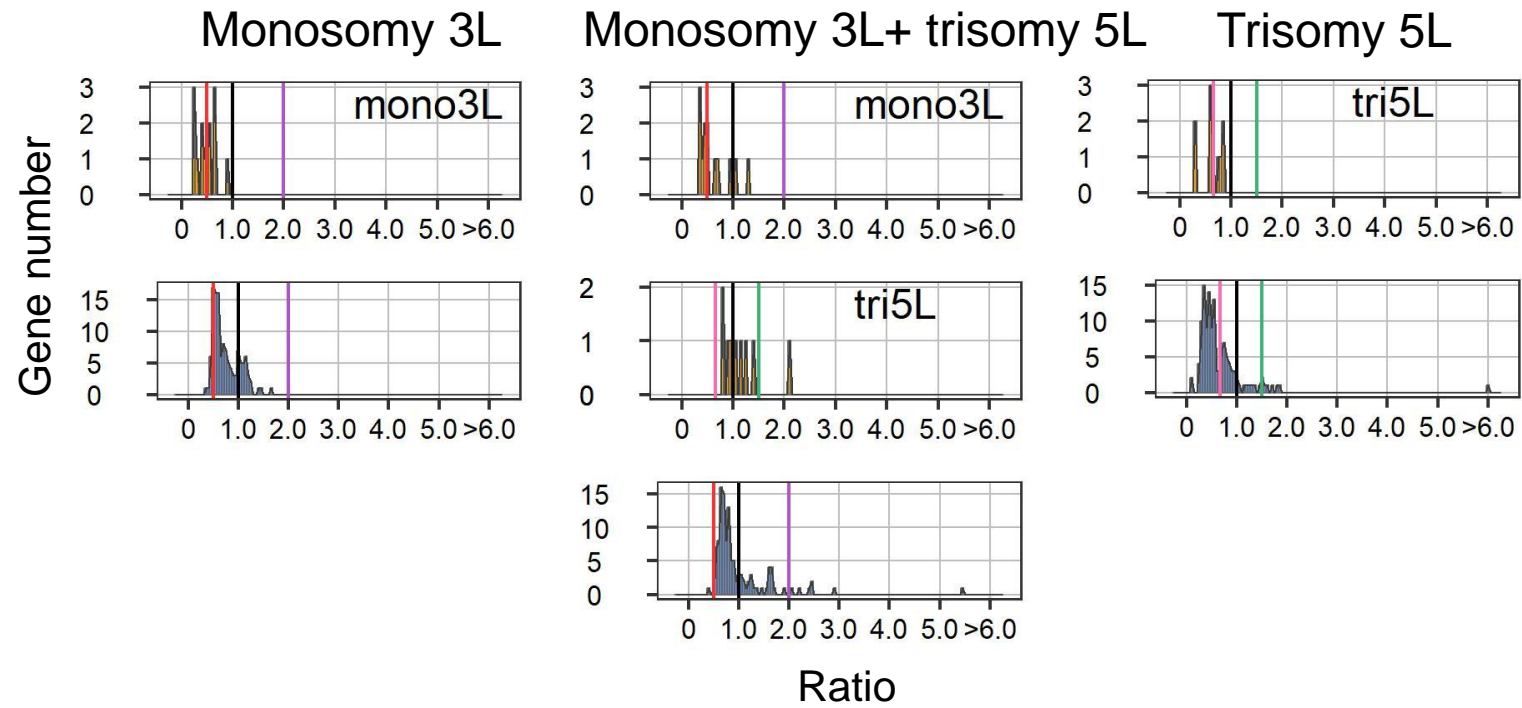

ribo\_maize 2

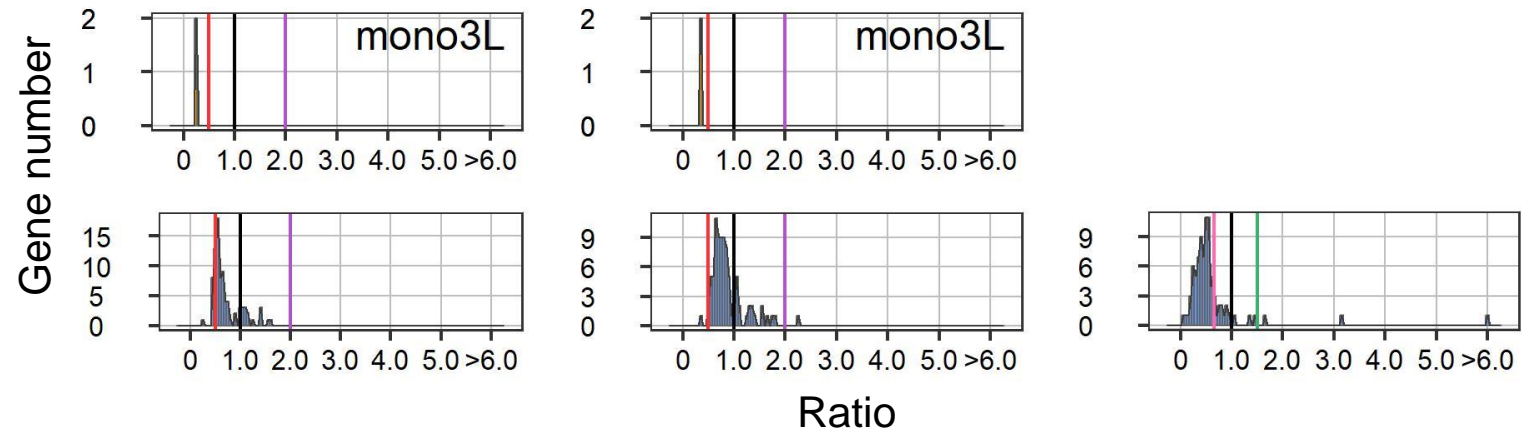

ribo\_maize 1

Arm combo vs individual arm

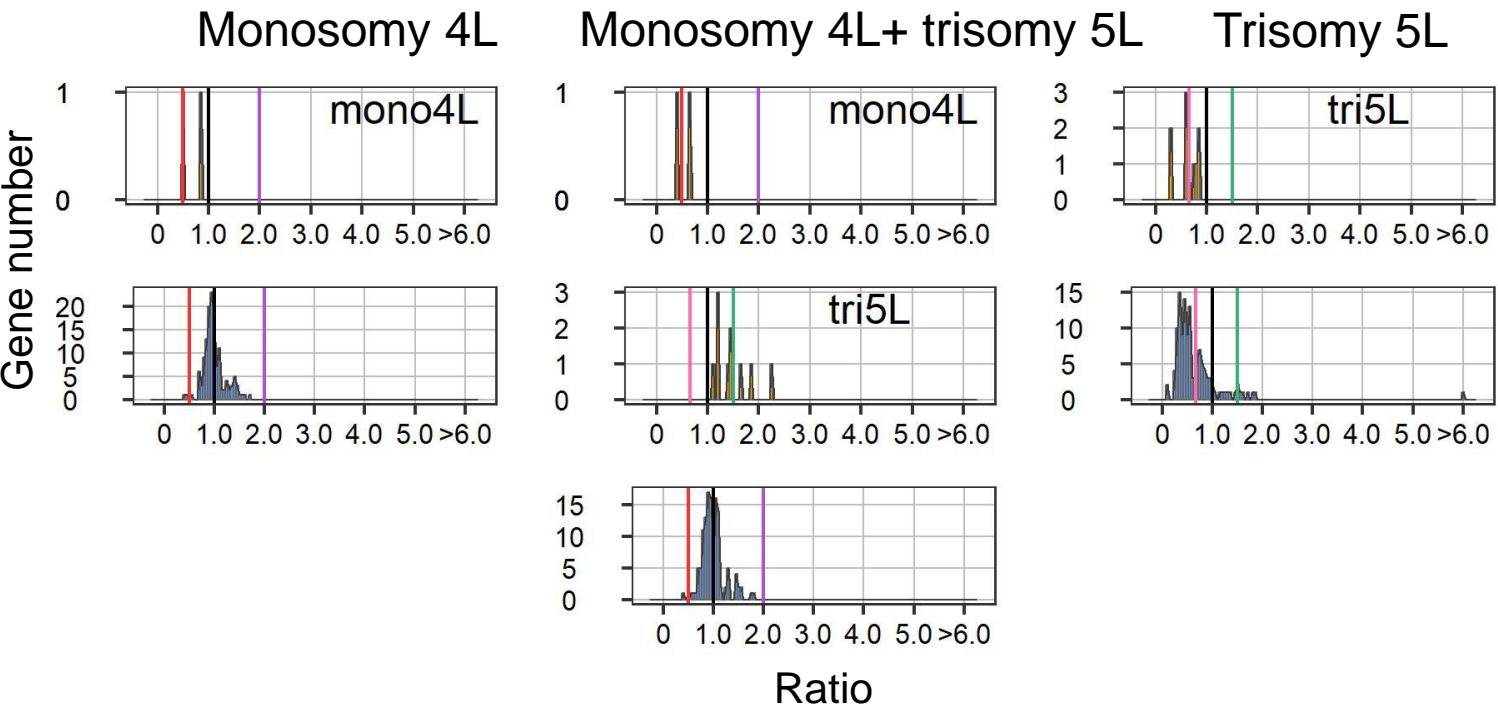

ribo\_maize 2

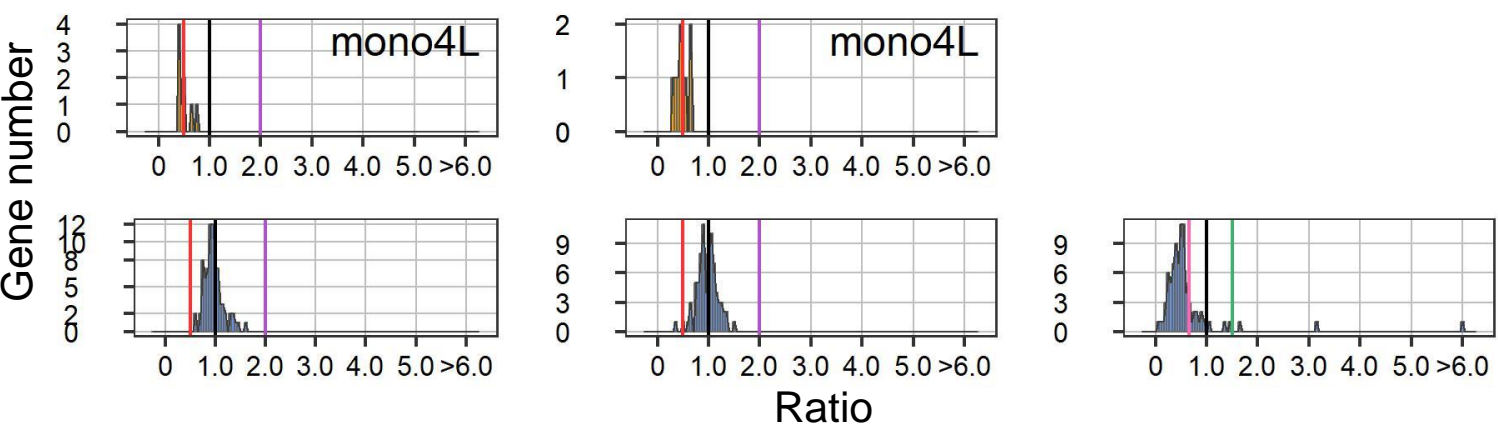

ribo\_maize 1

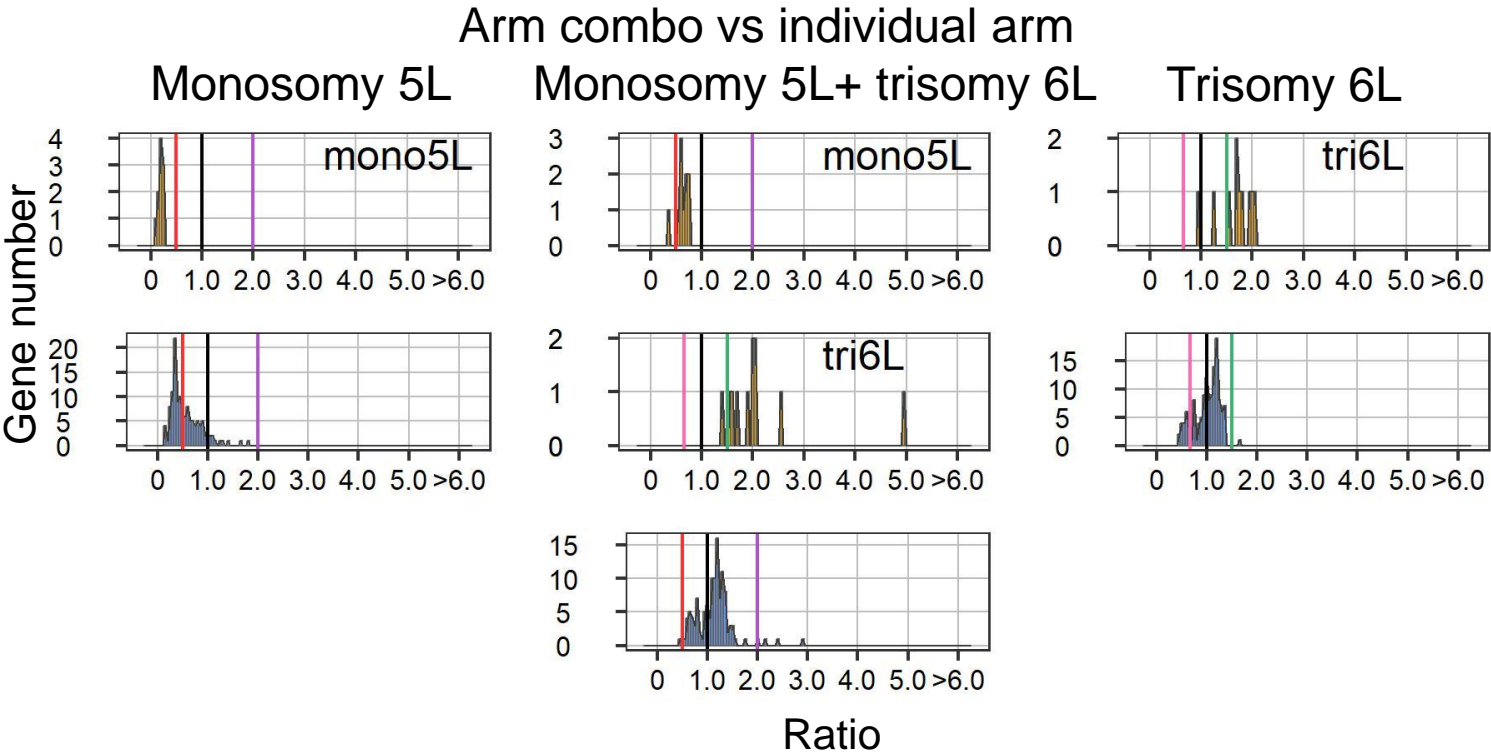

ribo\_maize 2

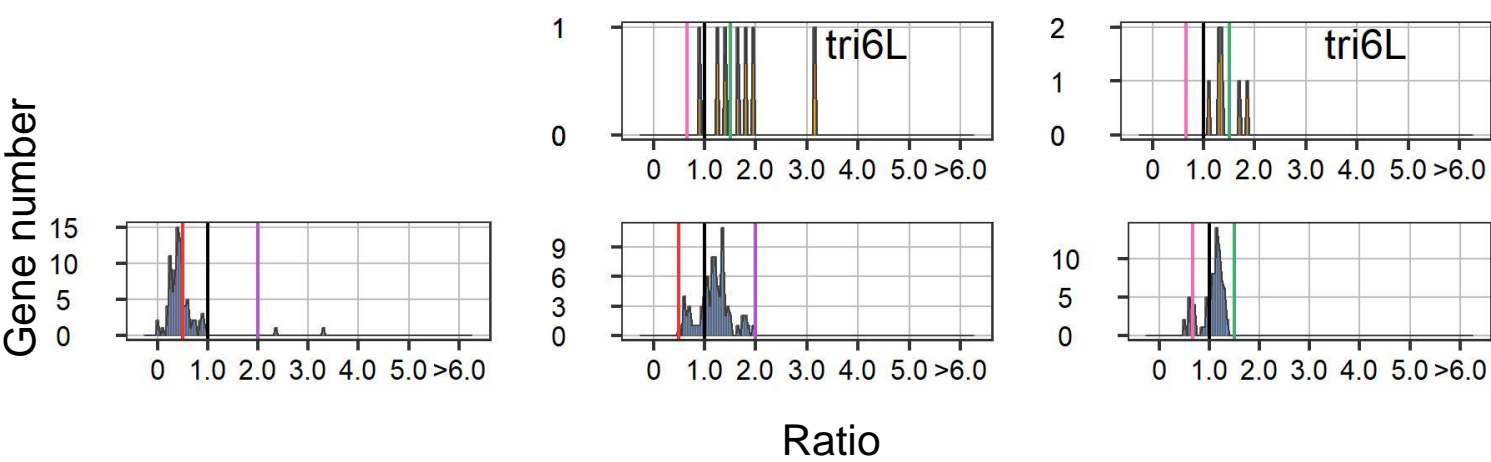

ribo\_maize 1

Arm combo vs individual arm

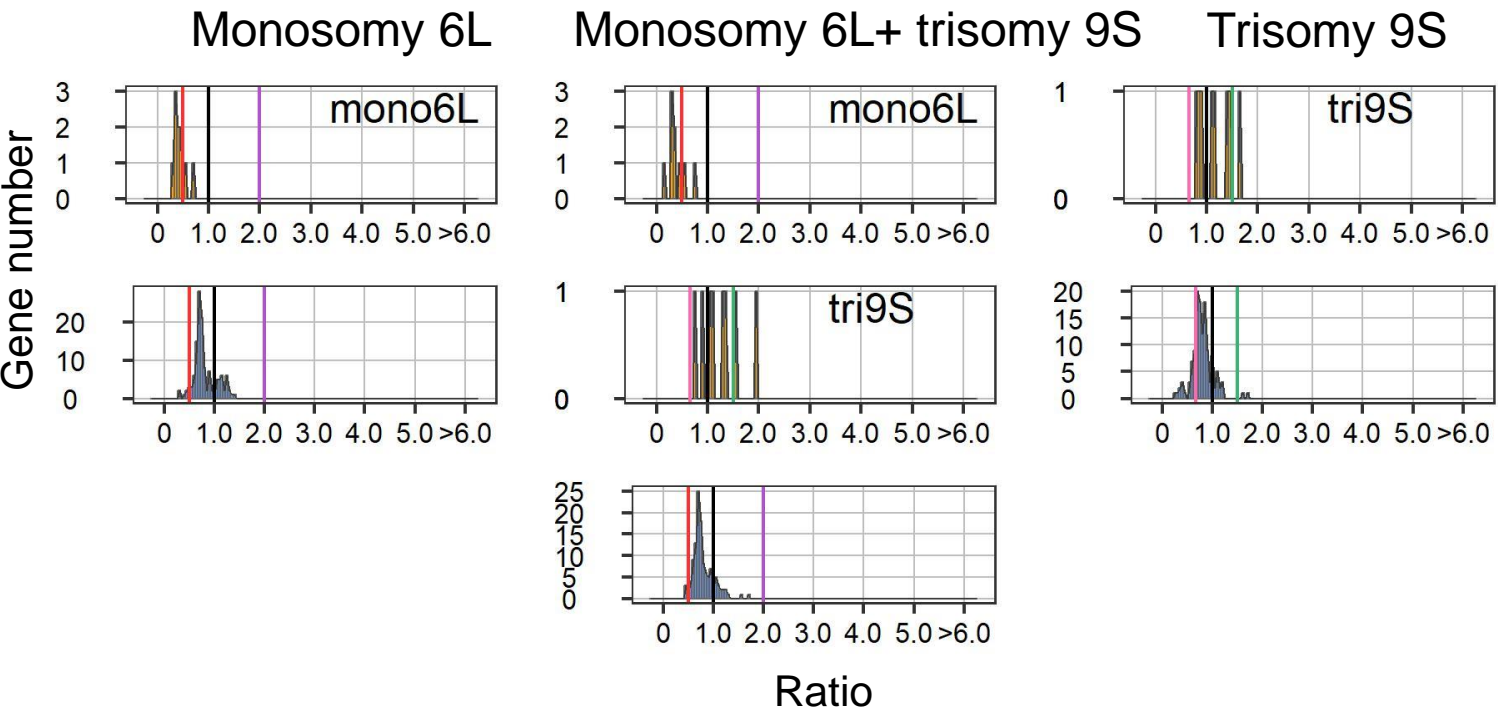

ribo\_maize 2

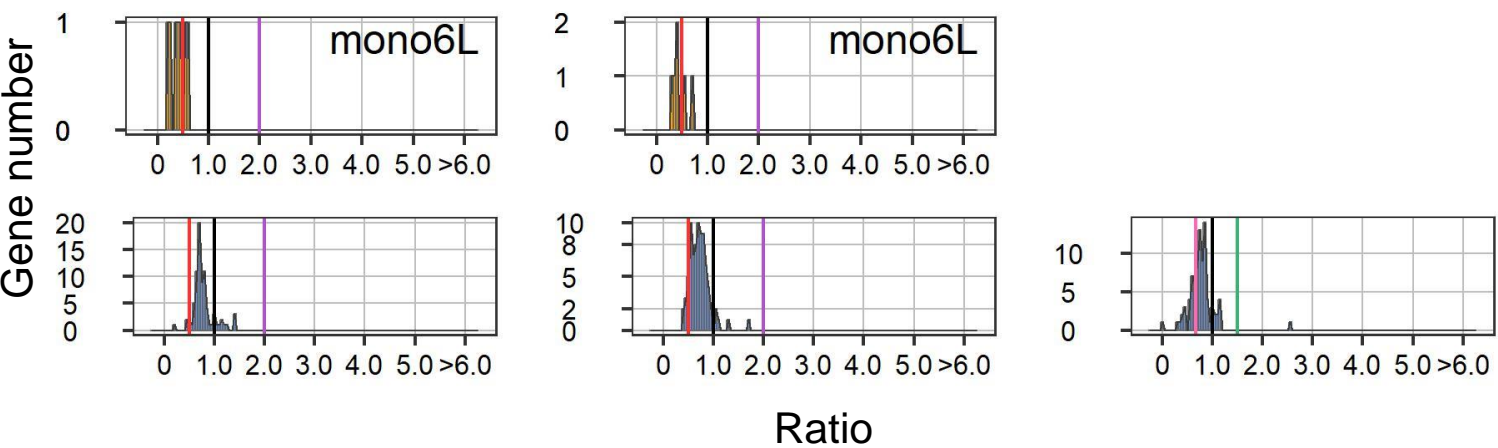

ribo\_maize 1

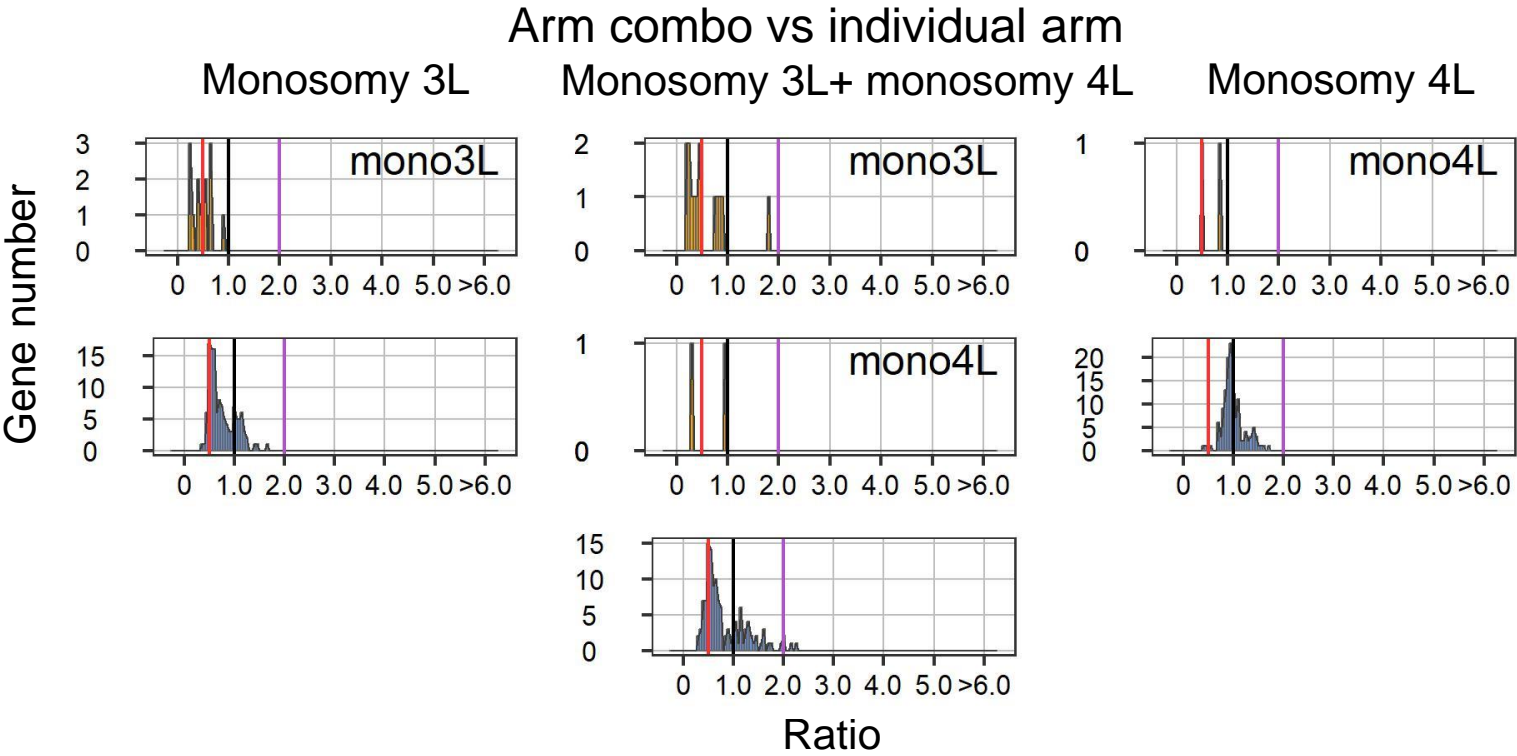

ribo\_maize 2

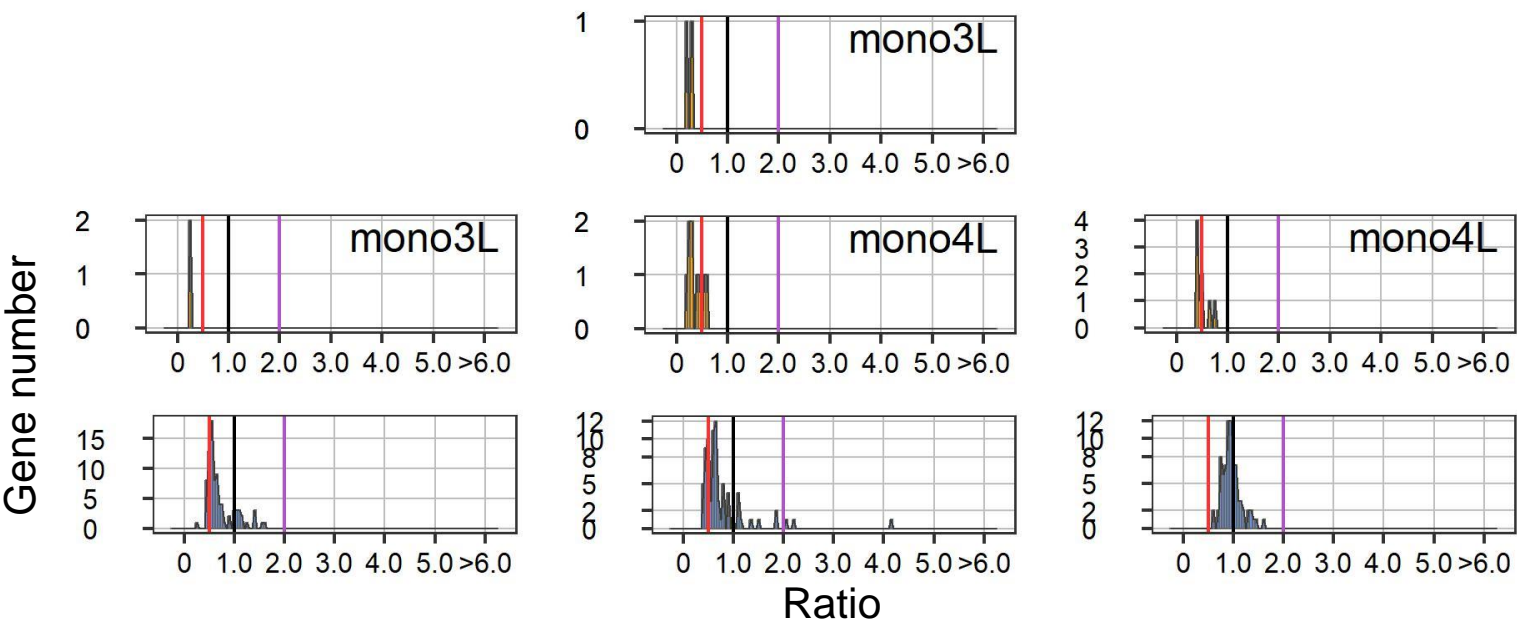

ribo\_maize 1

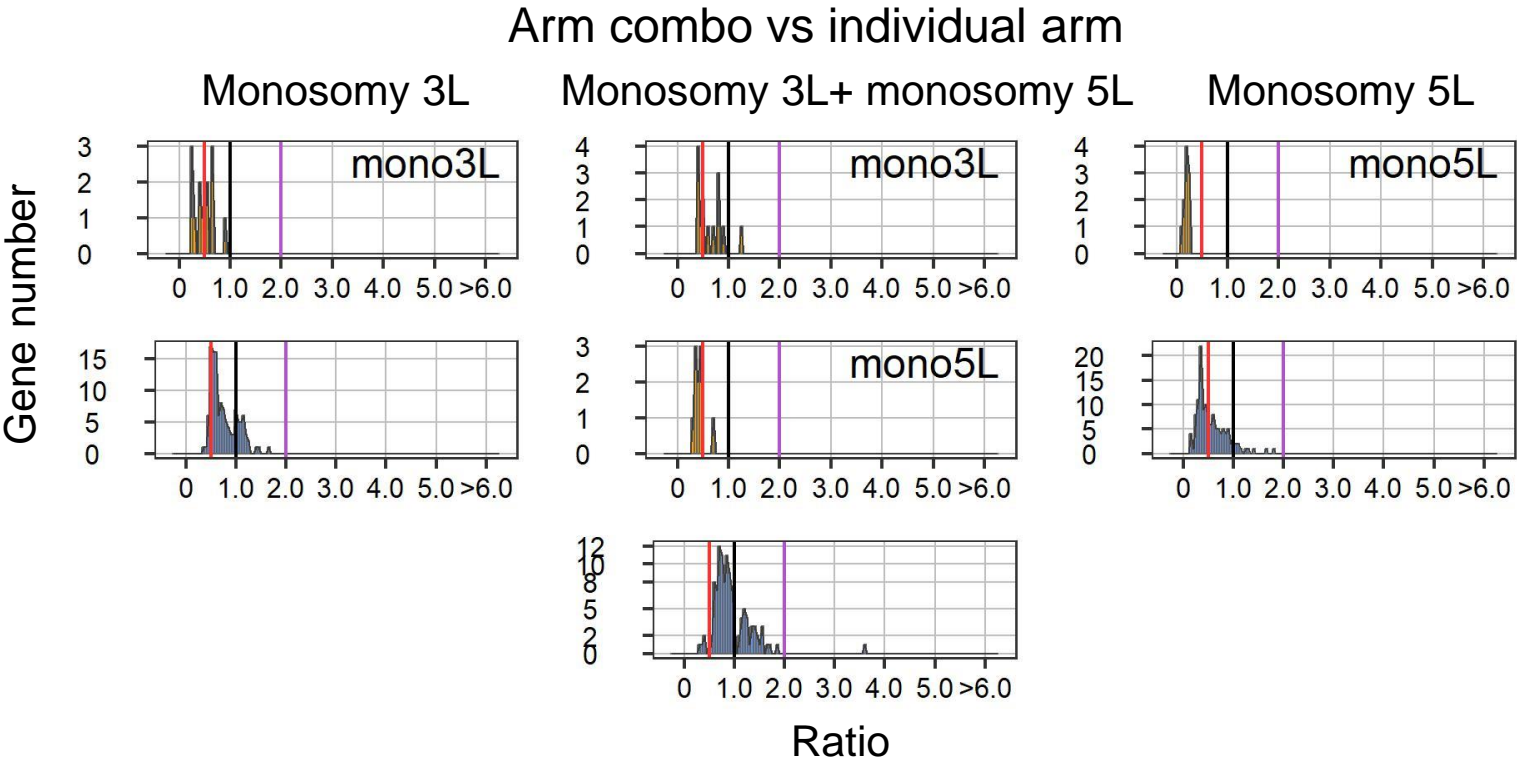

ribo\_maize 2

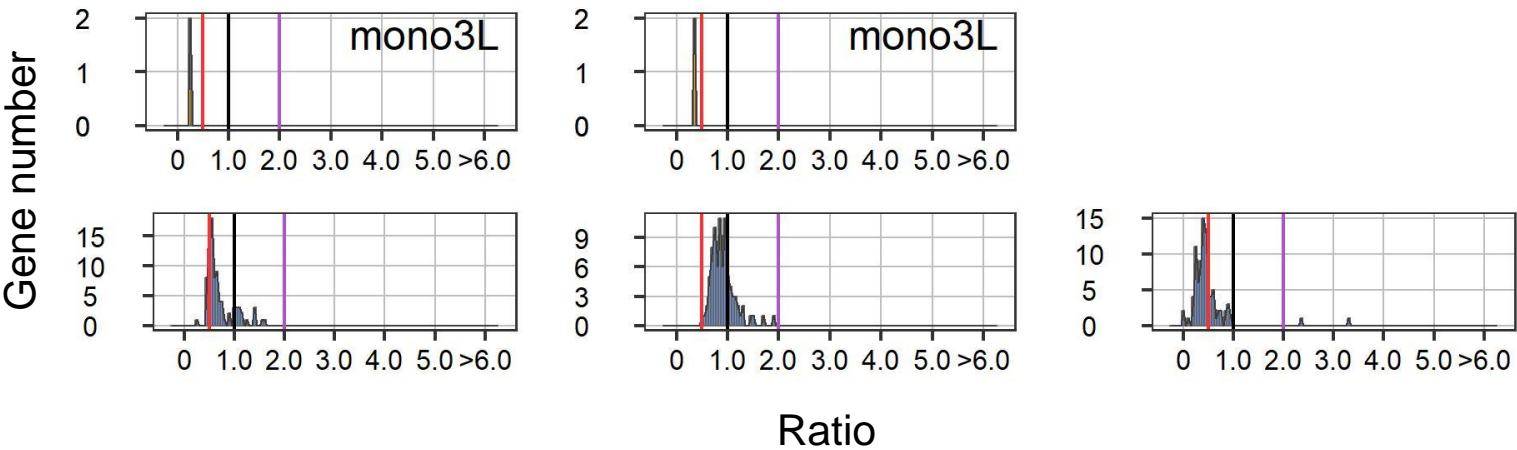

ribo\_maize 1

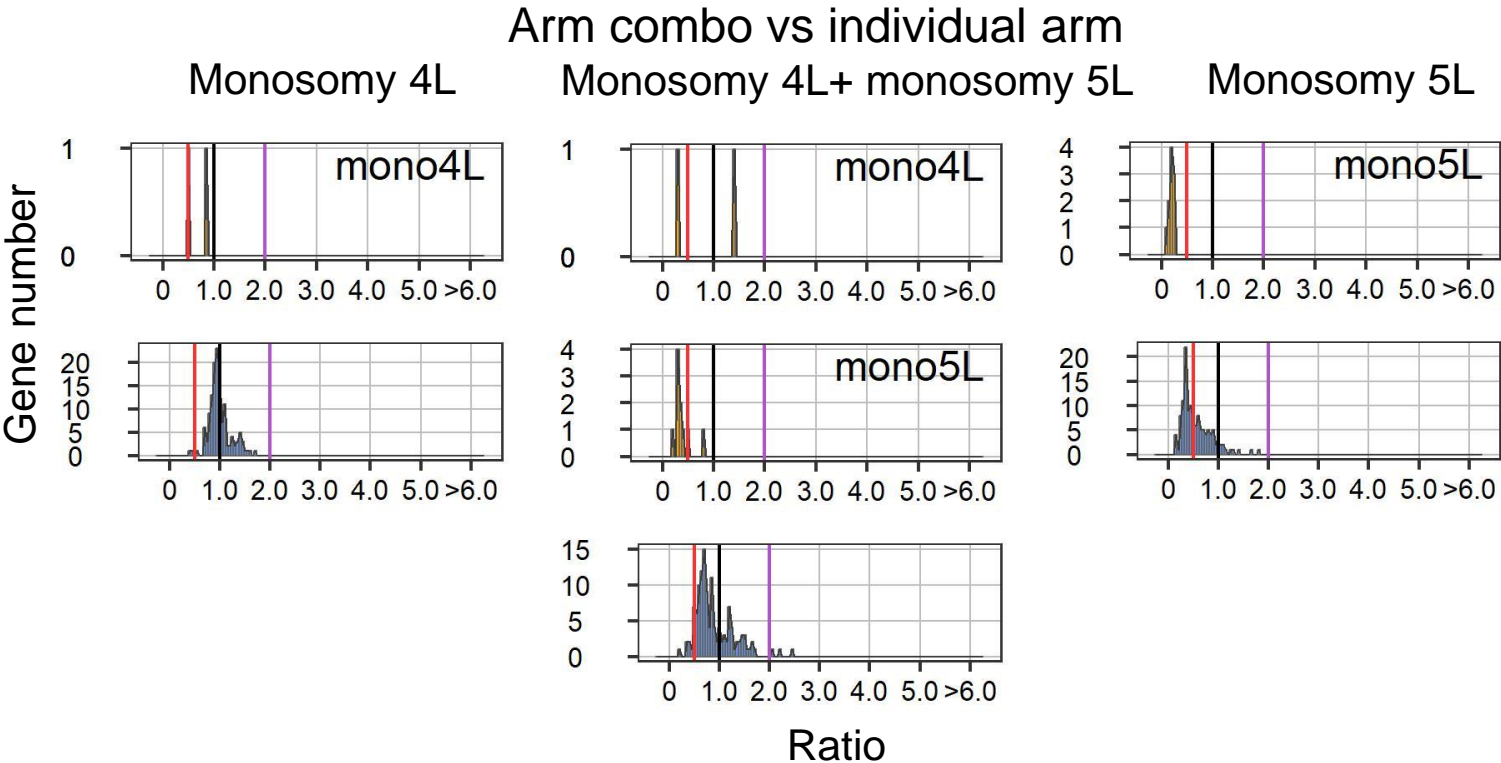

ribo\_maize 2

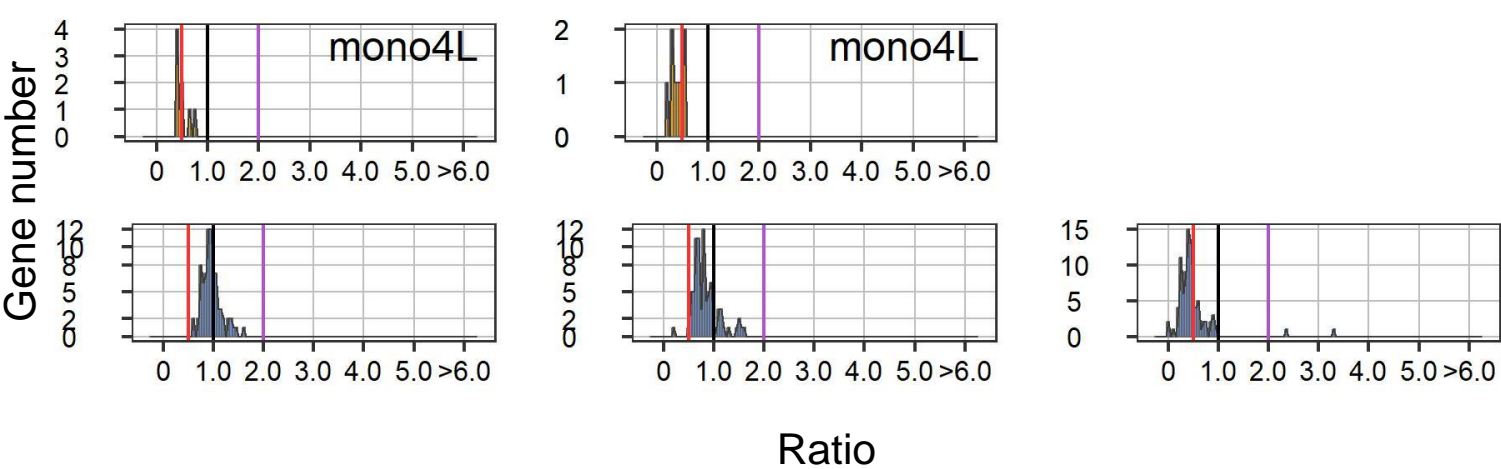

ribo\_maize 1

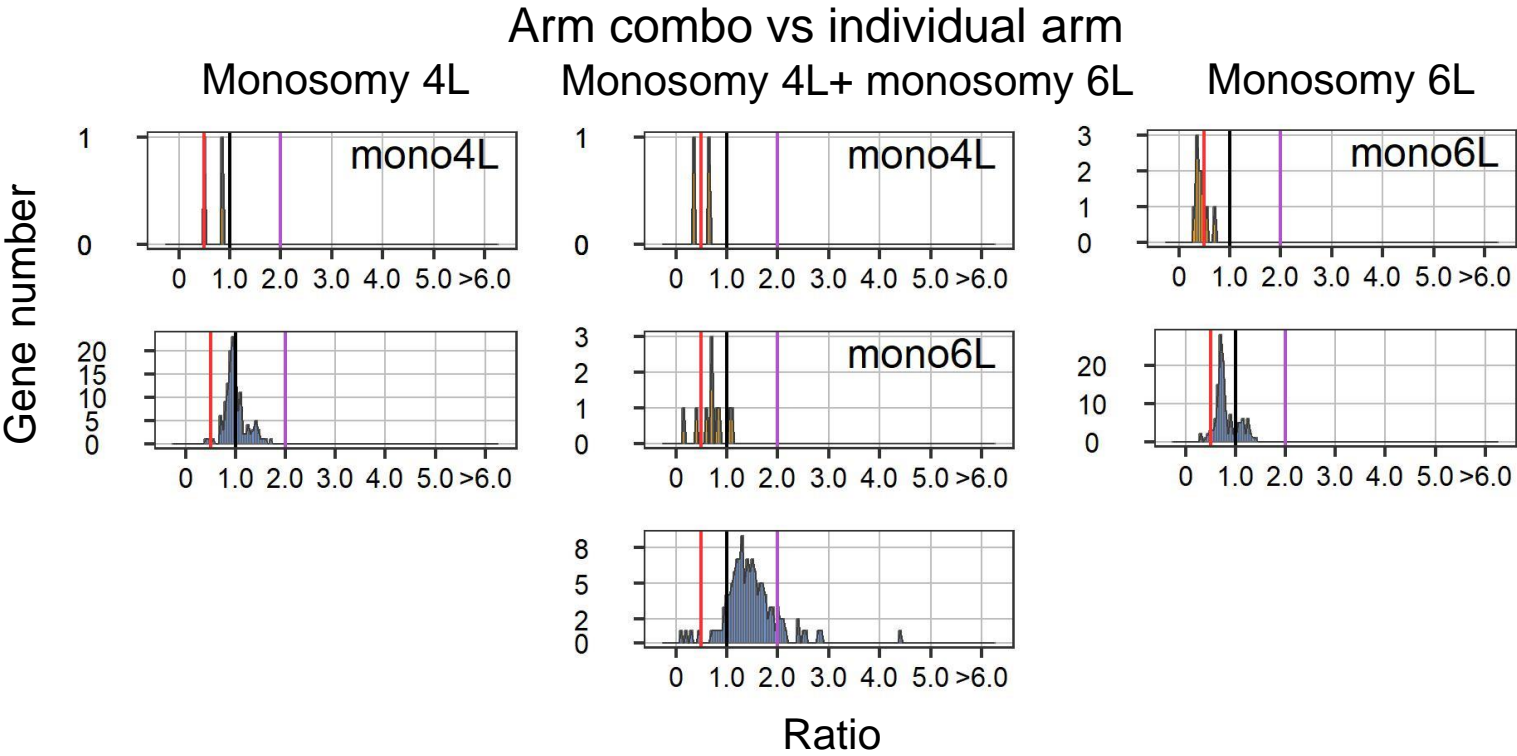

ribo\_maize 2

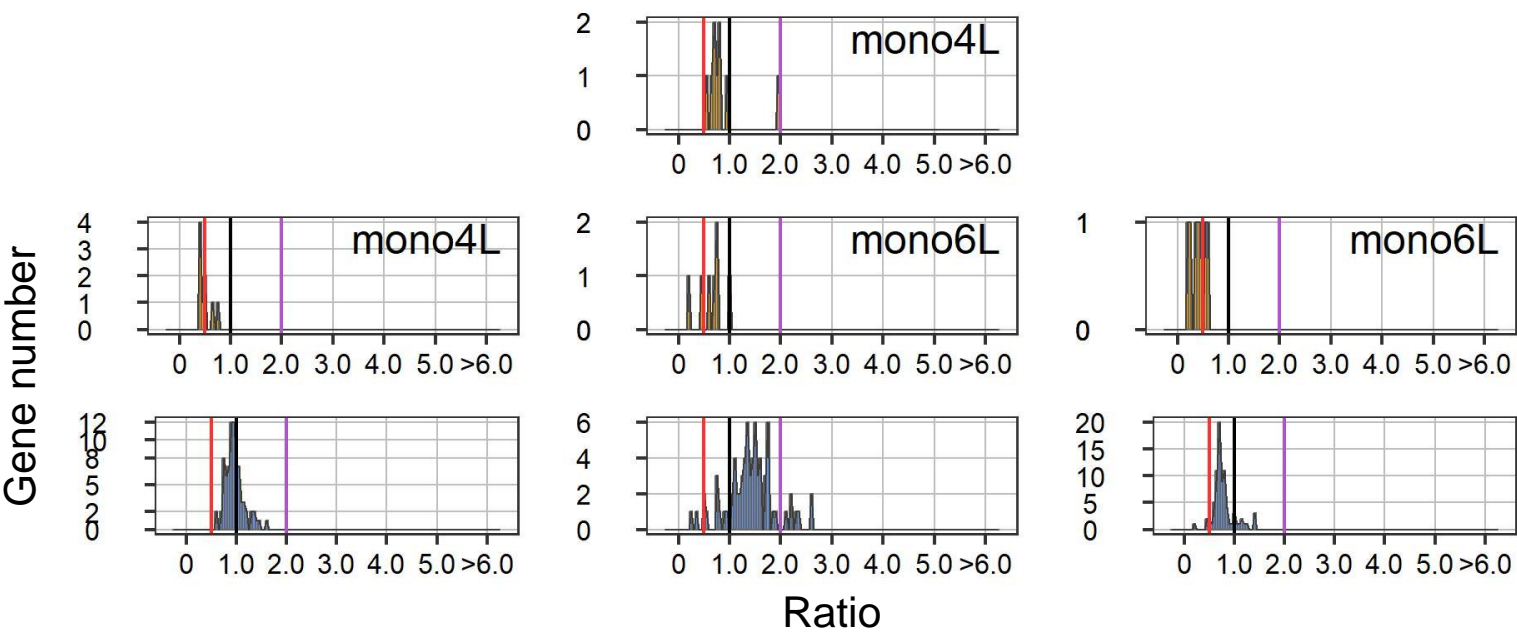

ribo\_maize 1

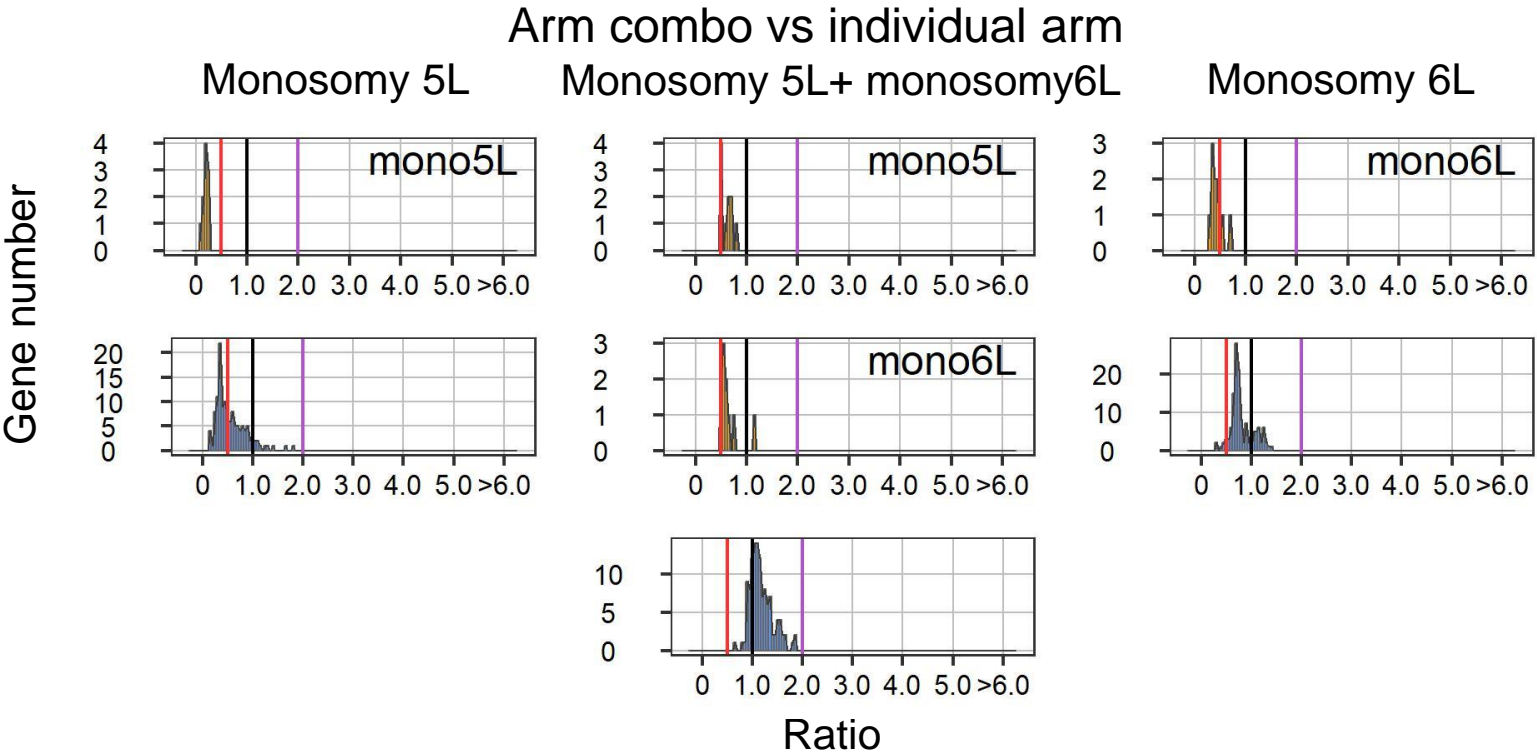

ribo\_maize 2

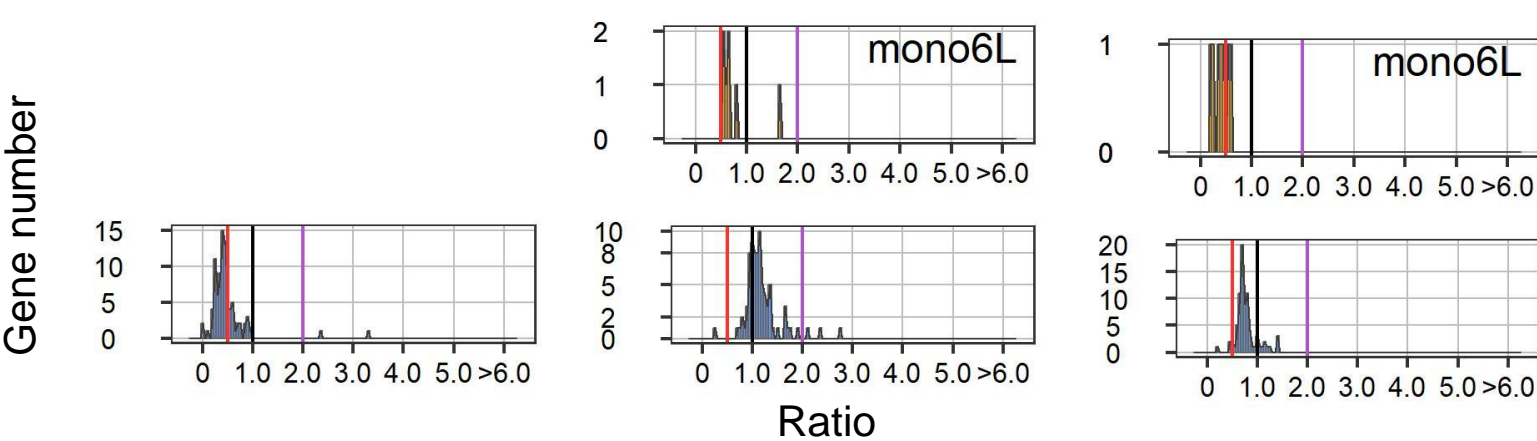

ribo\_maize 1

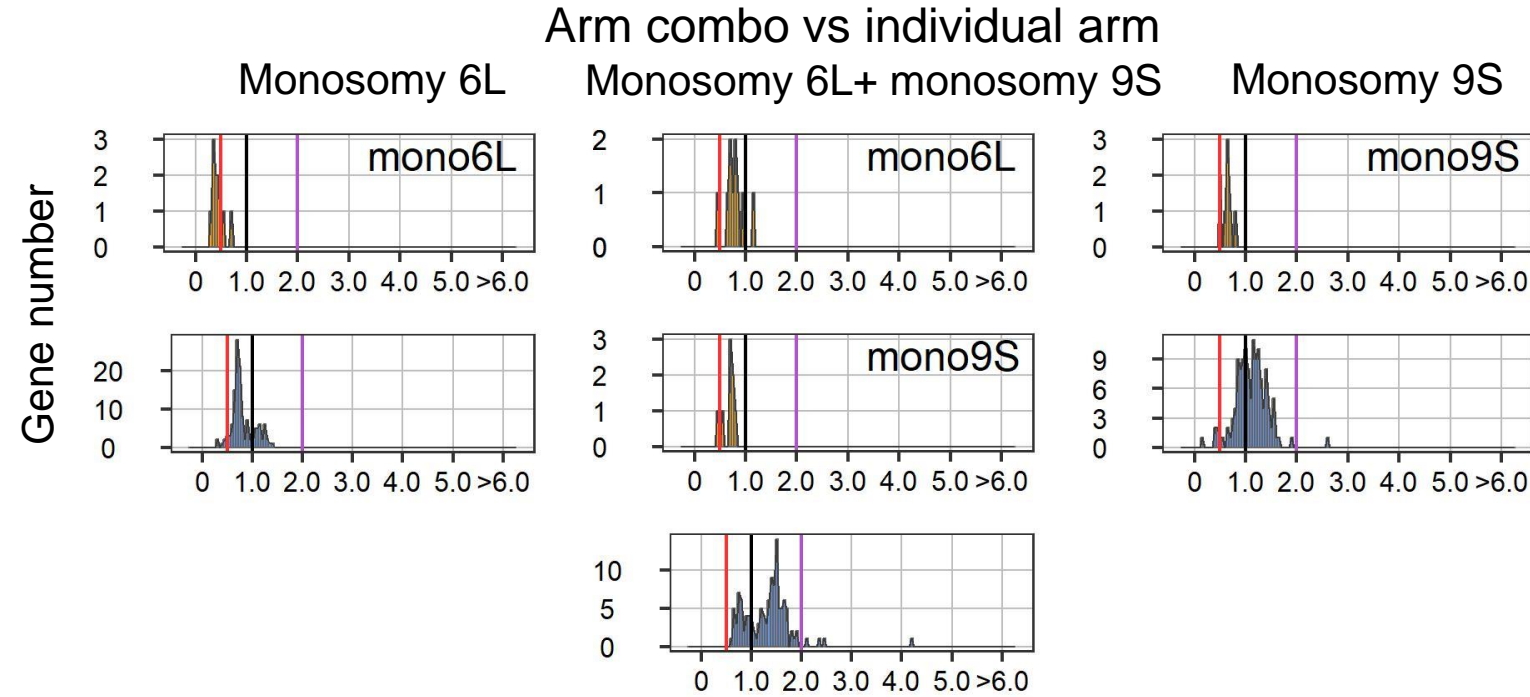

ribo\_maize 2

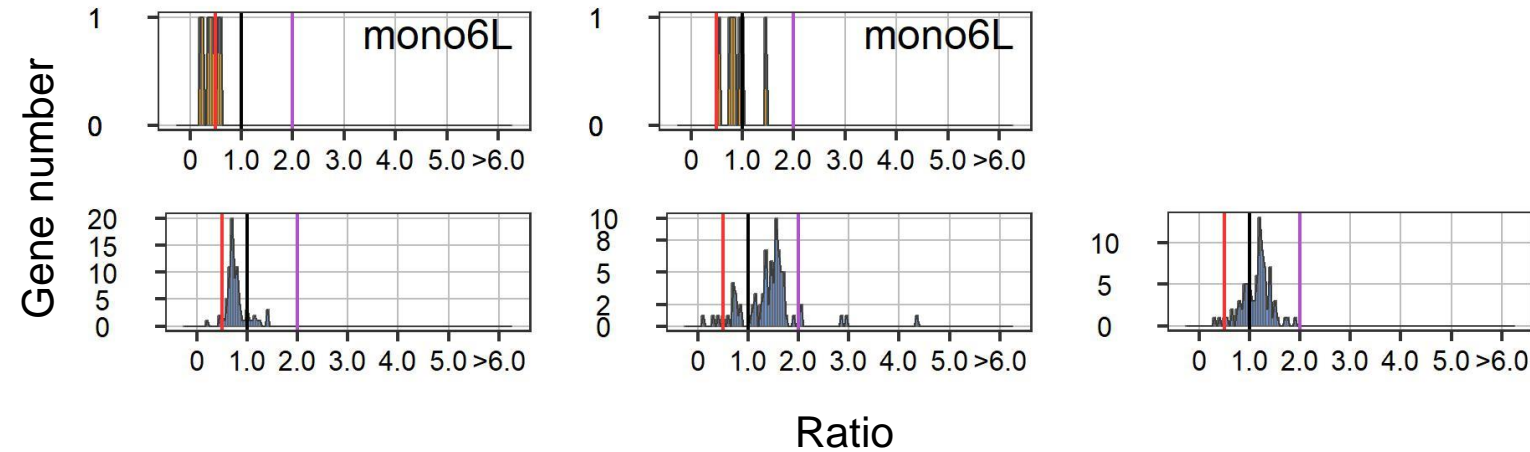

**SI Figure S10. Ratio distributions of the expression of ribosomal protein genes in subgenome 1 and subgenome 2 in the combination aneuploids.** Ratio distributions were plotted as described in Figure 2.

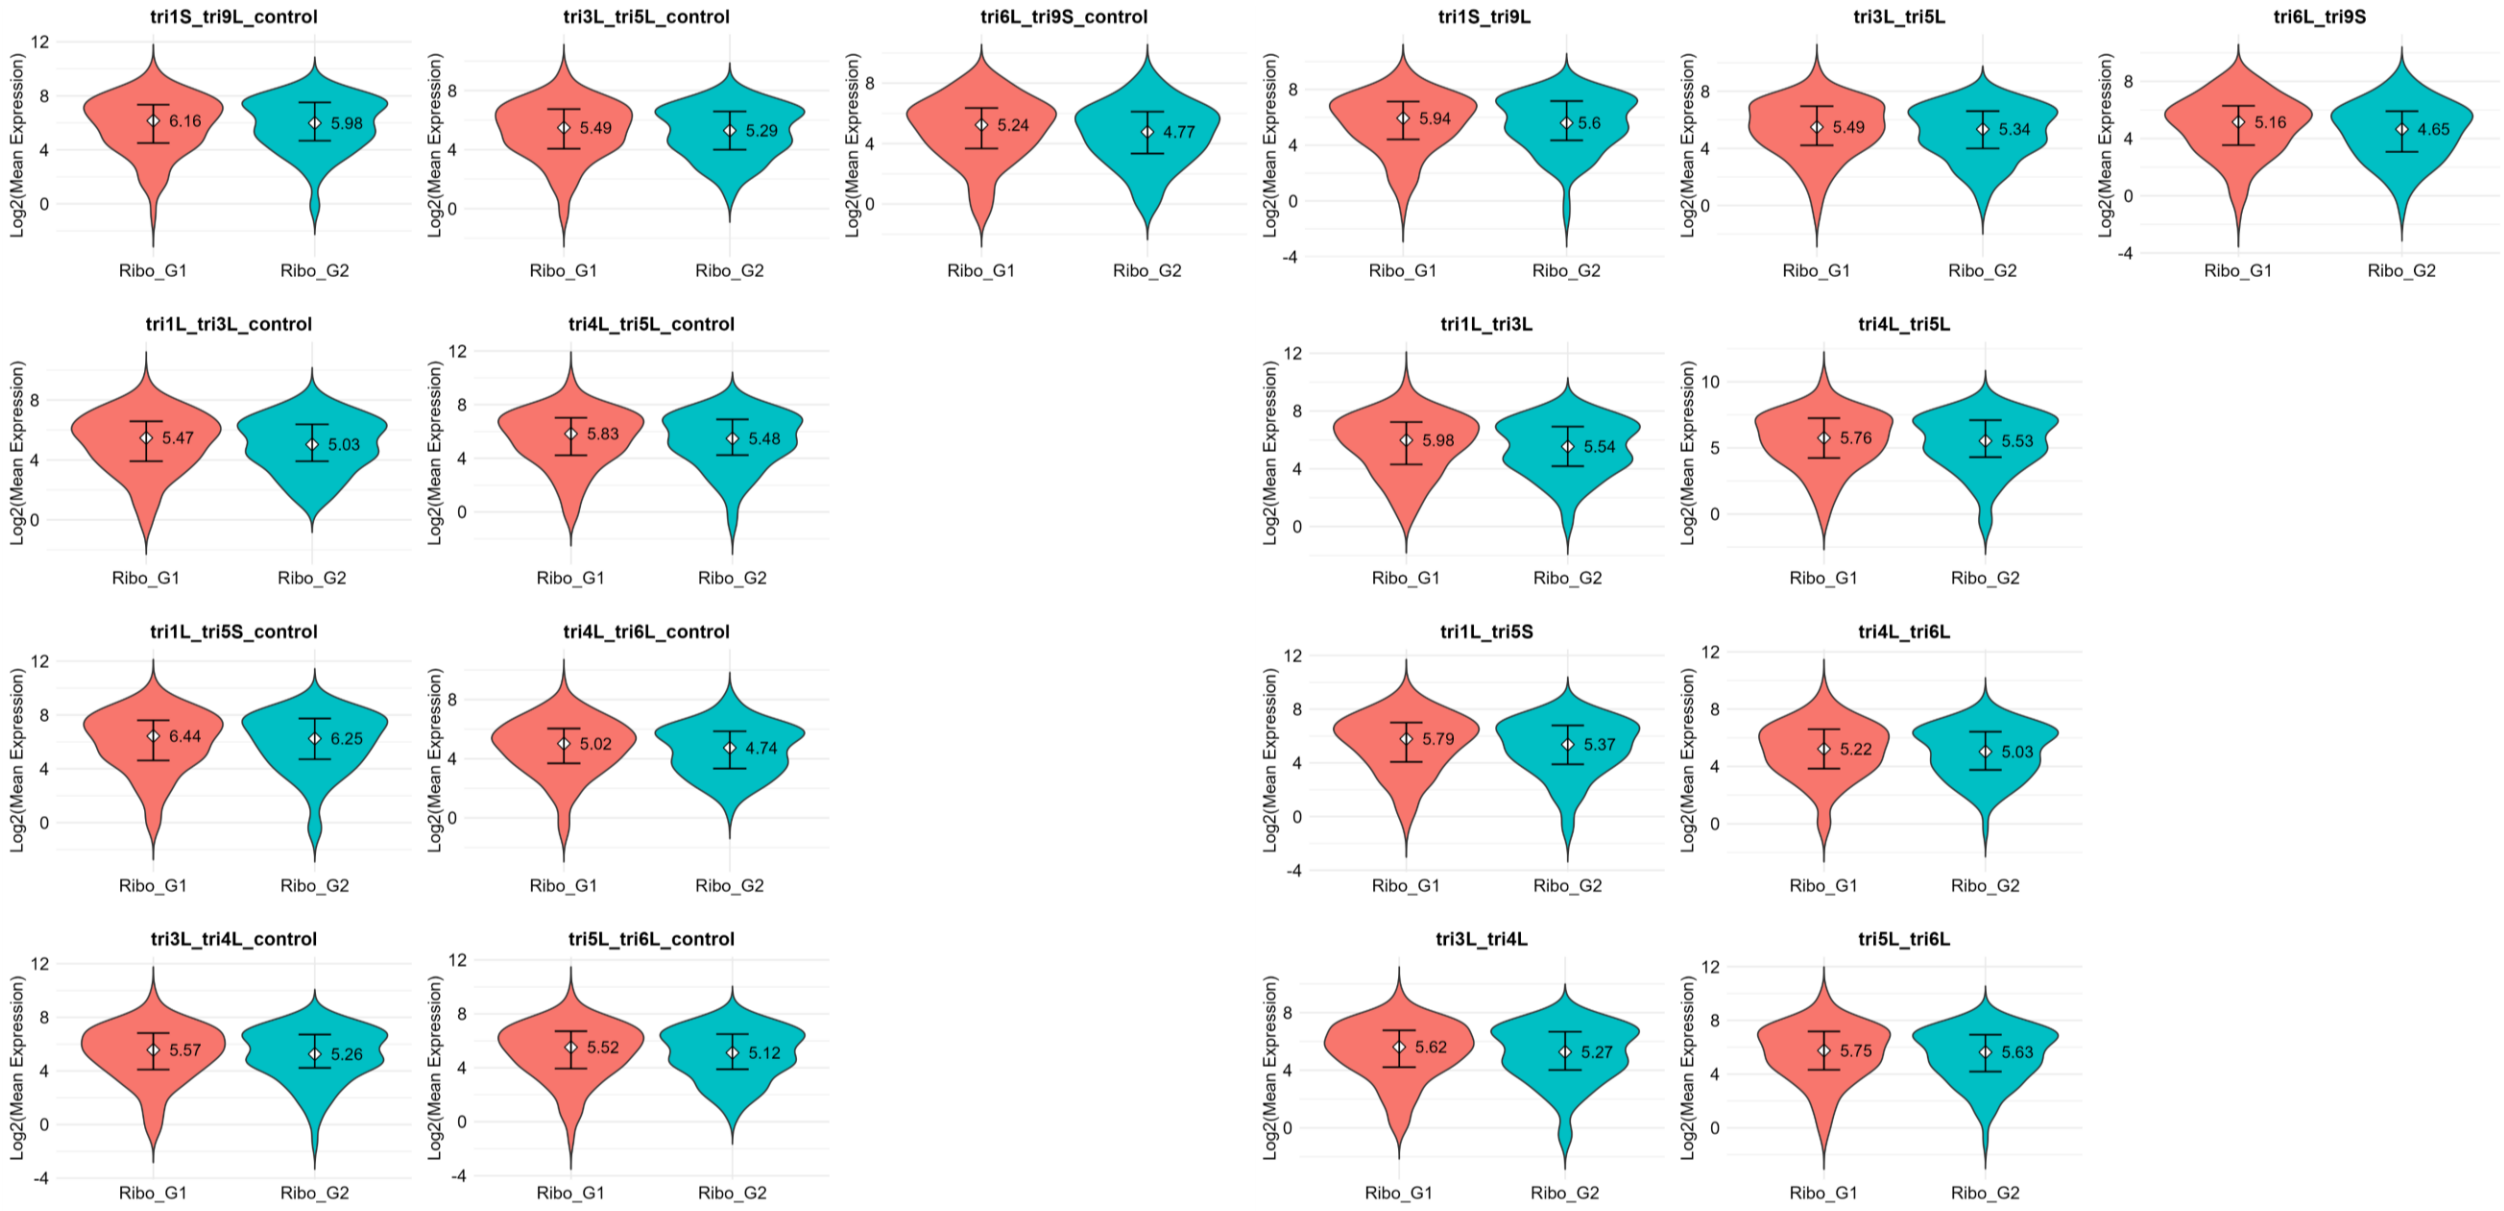

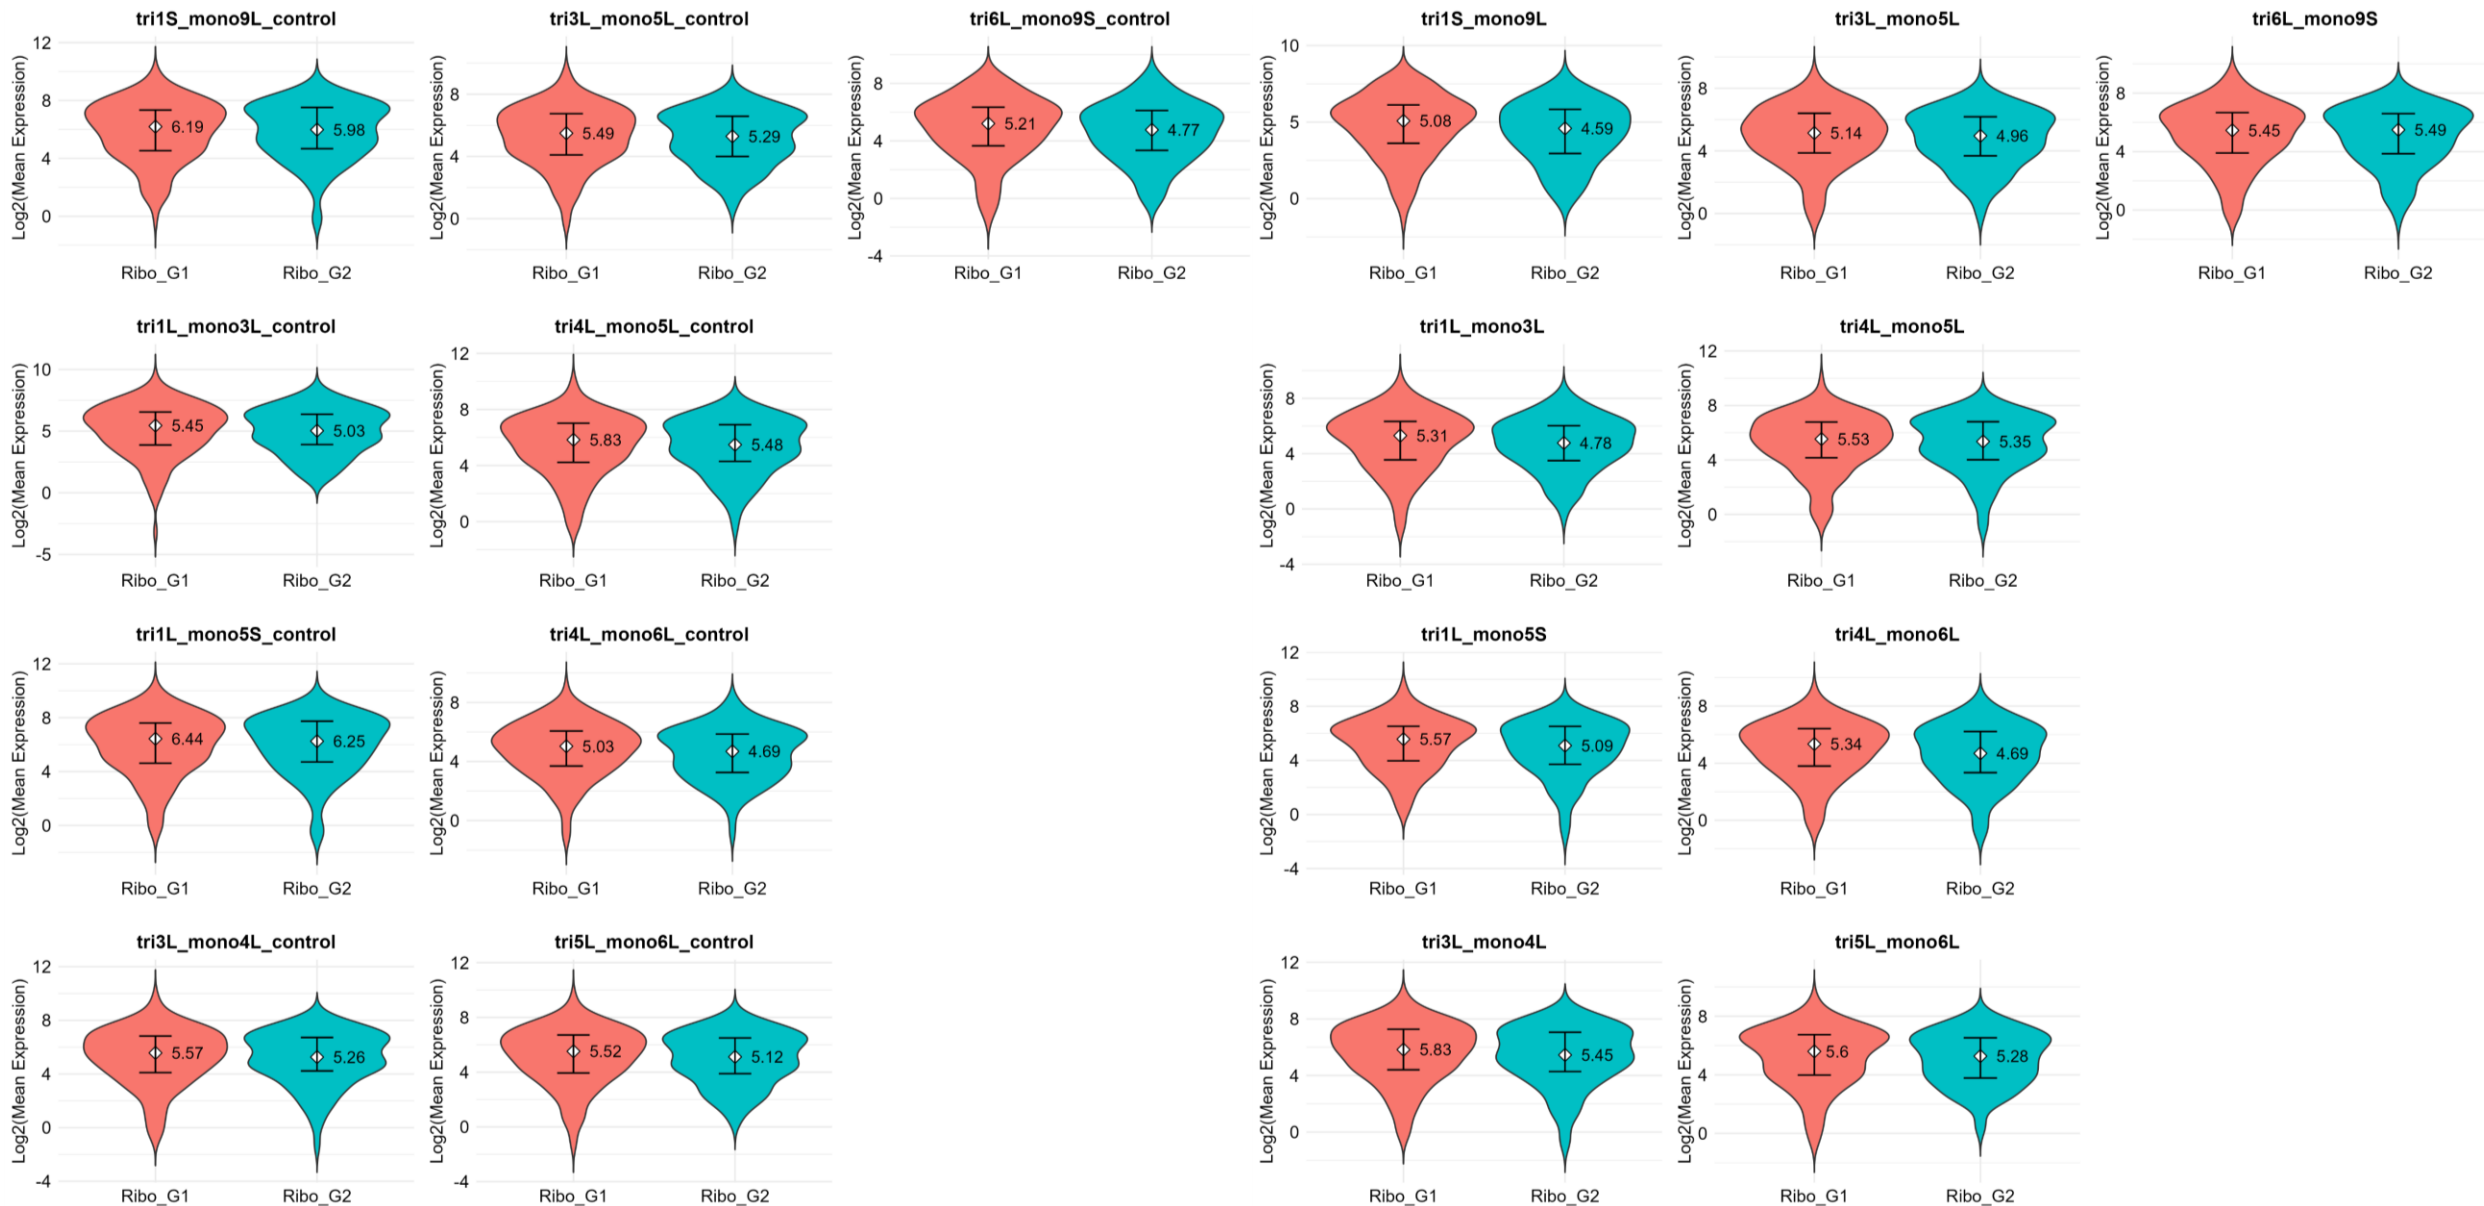

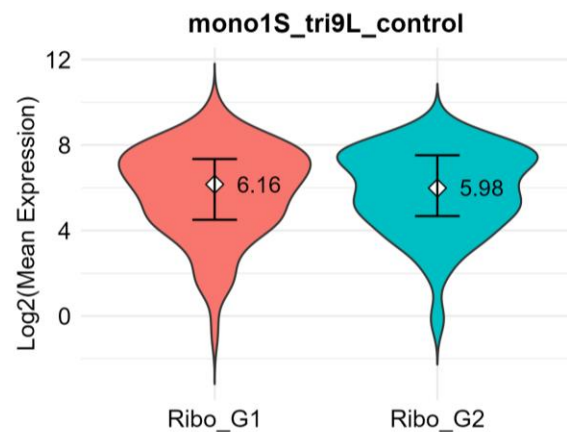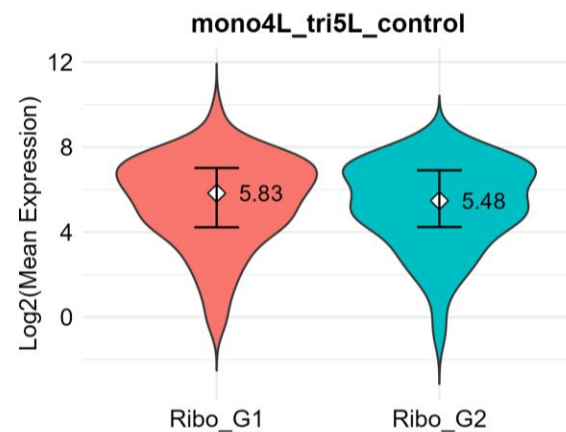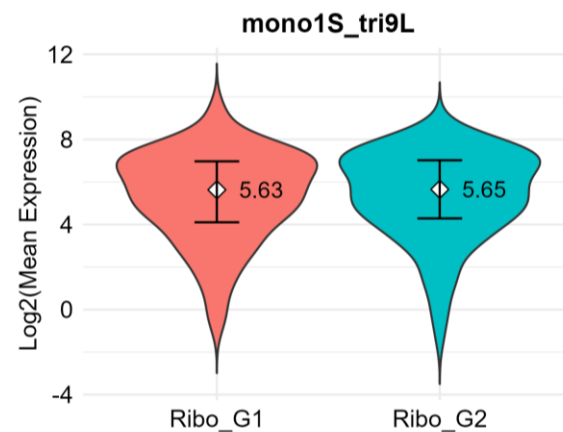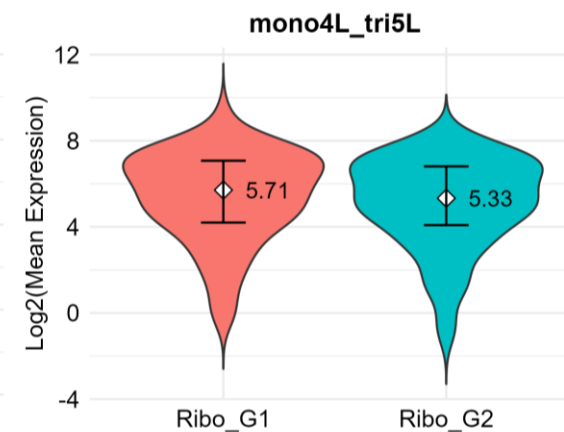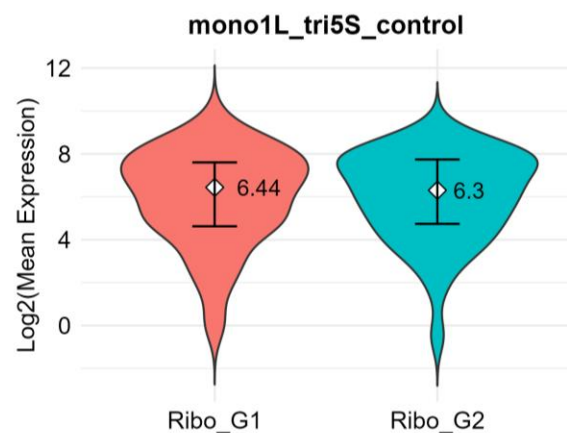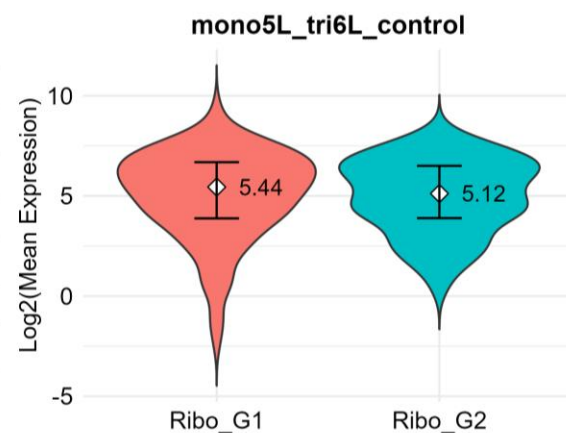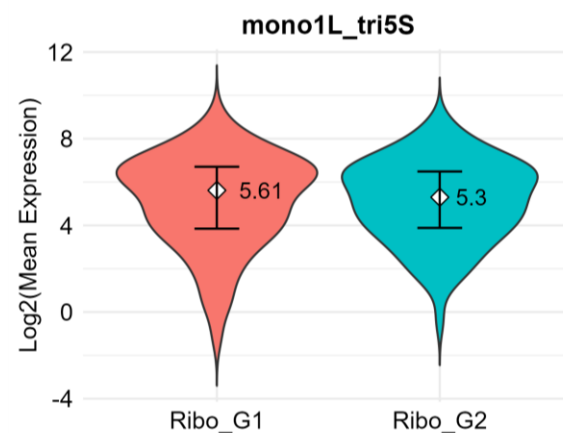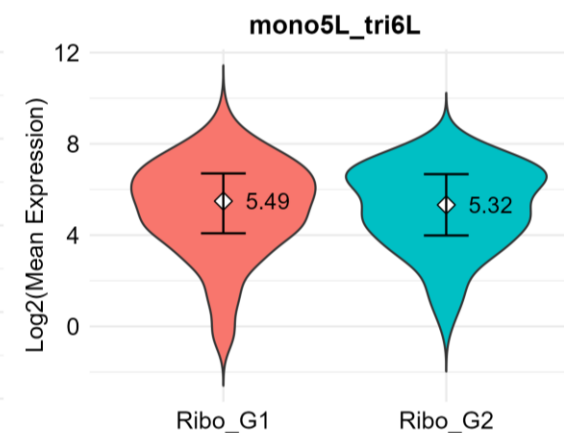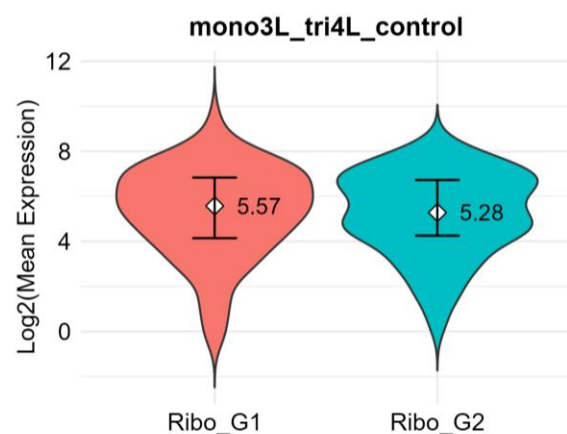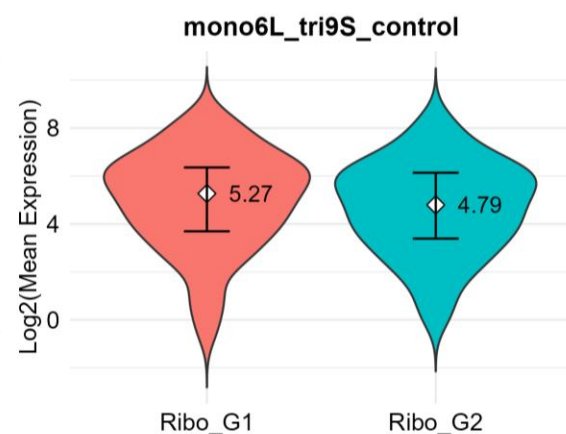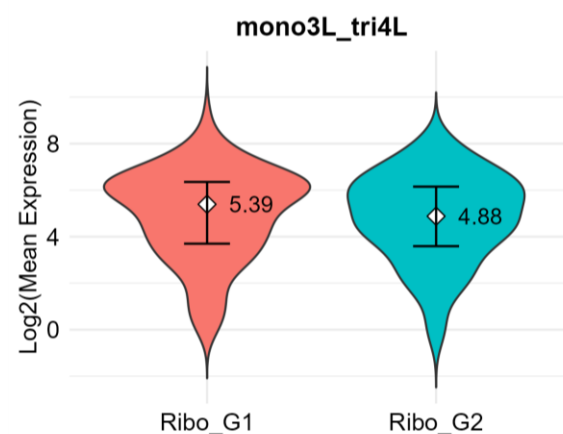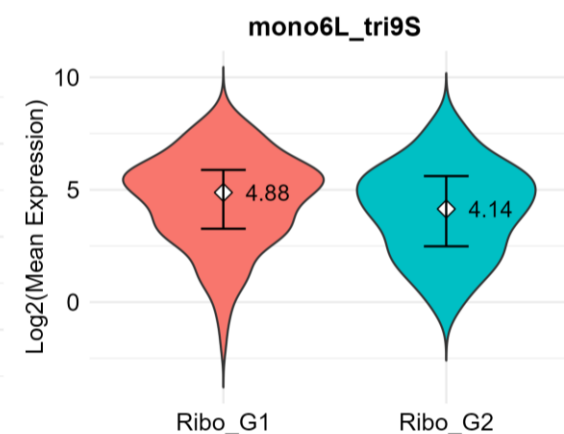

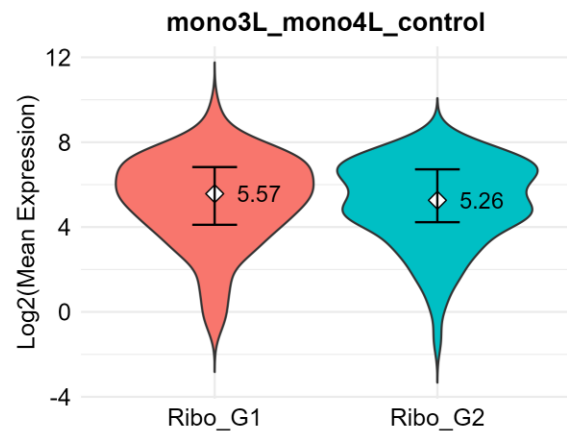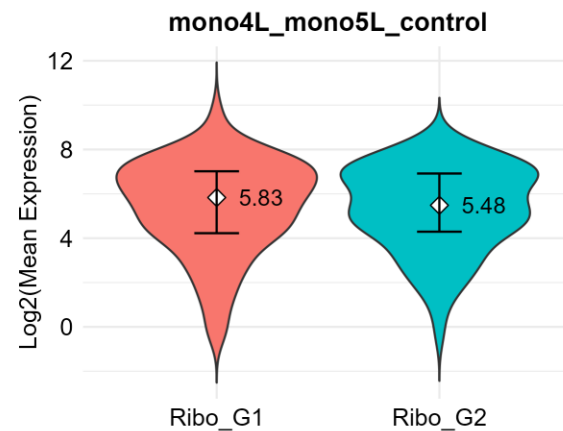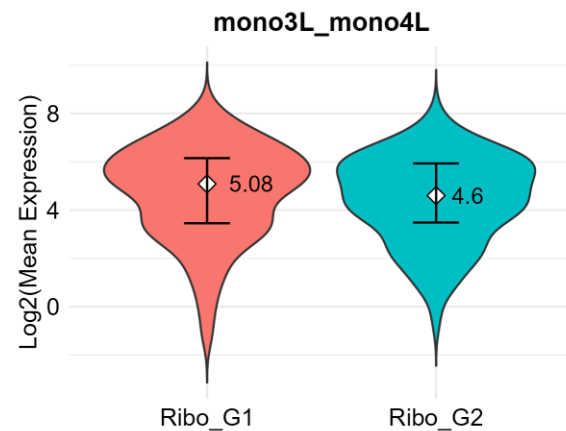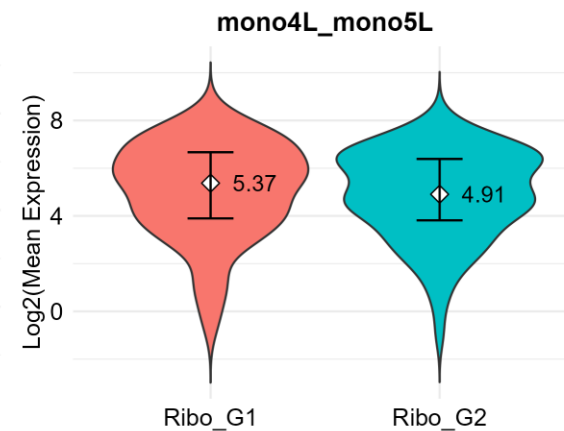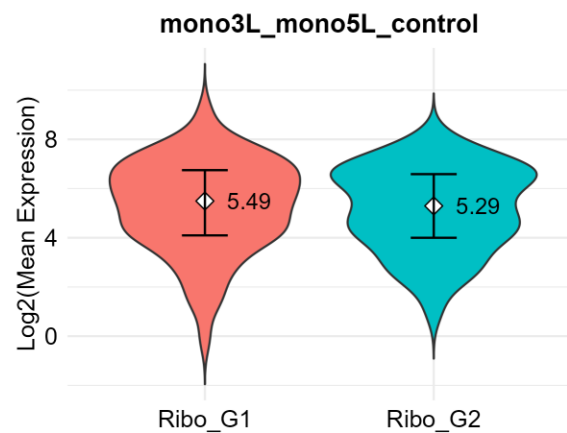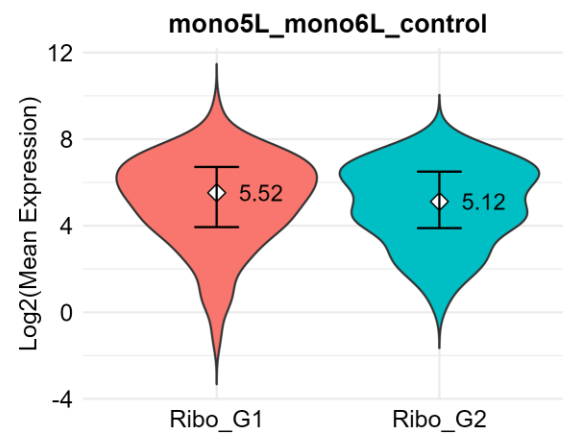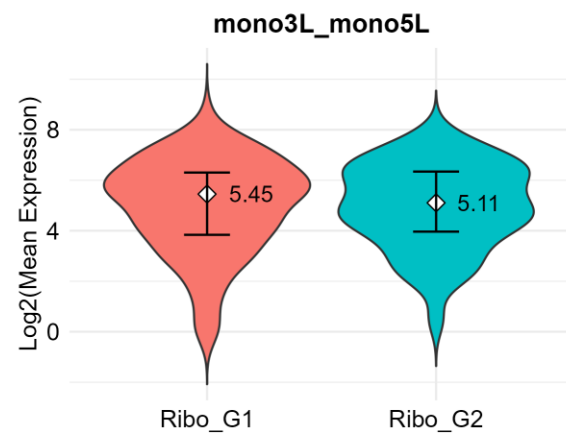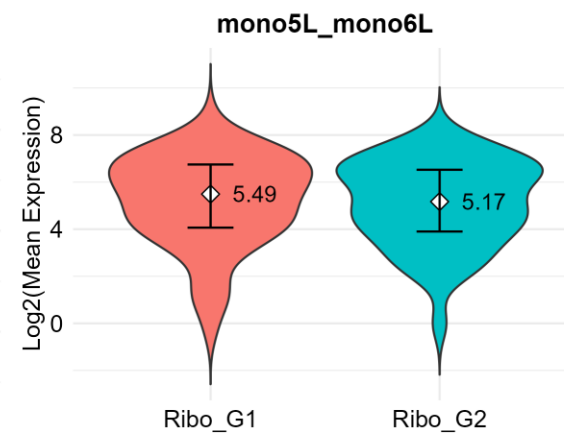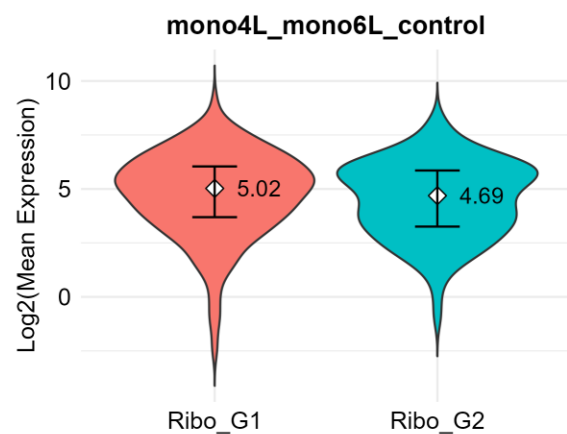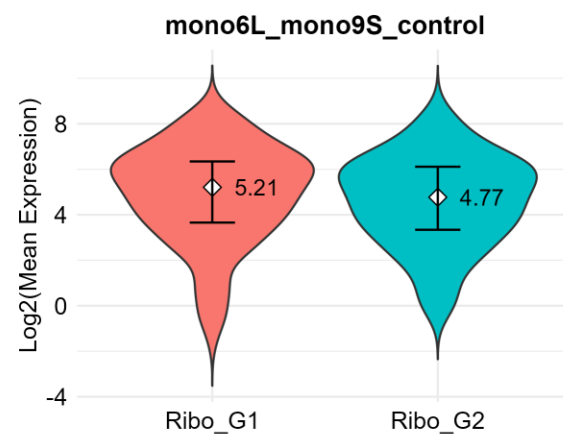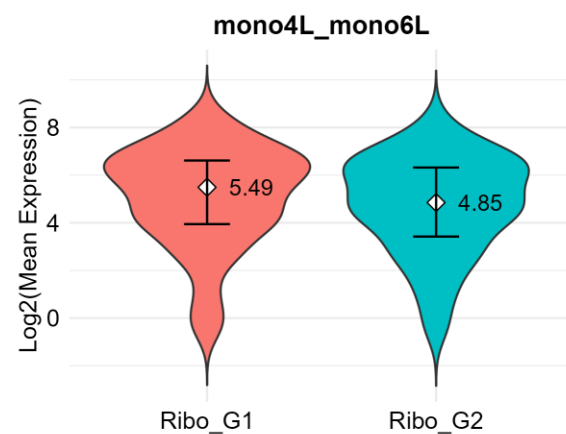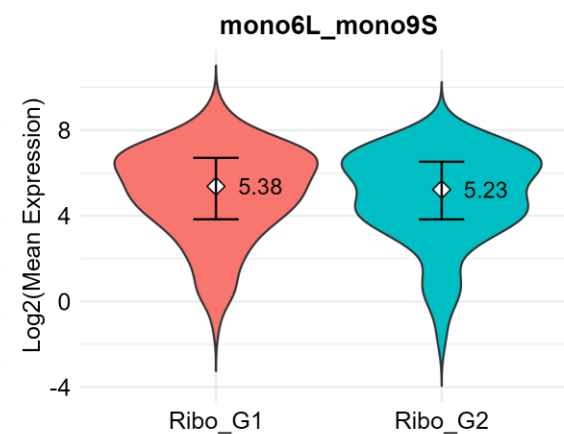

**Supplemental Figure 11. Mean expression of ribosomal genes in subgenomes 1 and 2 across different aneuploidy combinations.** The violin plot displays the distribution of gene expression levels. The error bars indicate the interquartile range (IQR), spanning from the 25th percentile (Q1) to the 75th percentile (Q3). The white point and the number represents the median (50th percentile) expression value. The figure in the left showed the expression ribosomal genes in genome 1 and 2 in the control and on the right displayed the averaged gene expression of aneuploidy combination.

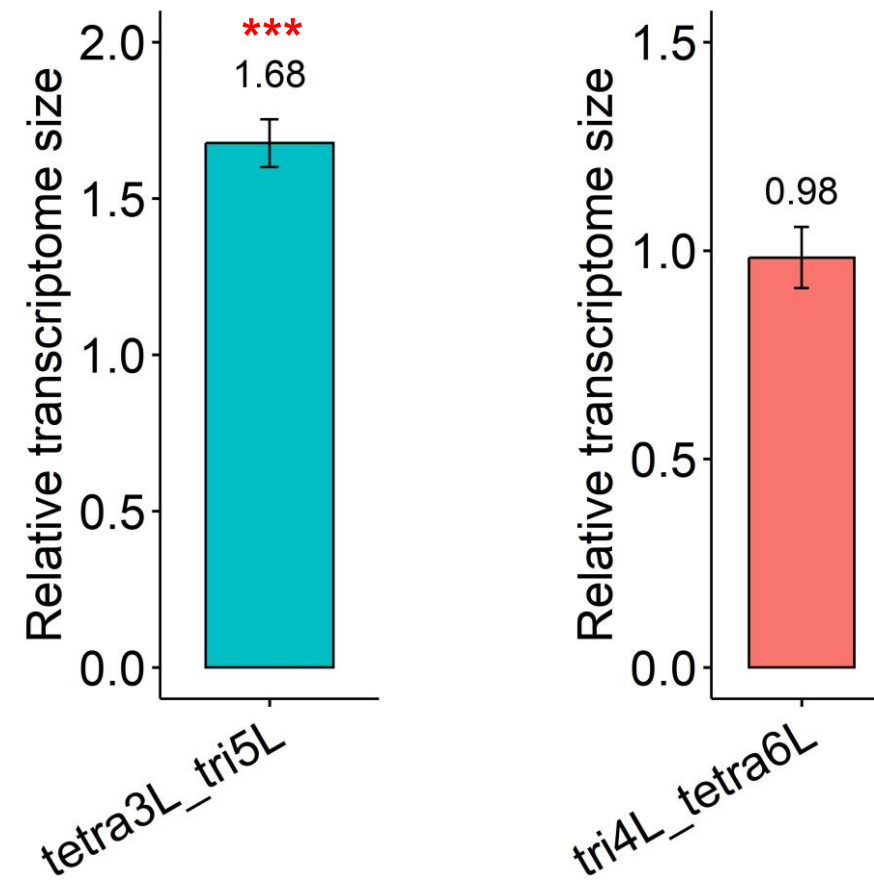

**SI Figure S12. Transcriptome size measurement of the tetrasomy+trisomy.** The detailed methods are described in Figure 5.

| Combination      | Phenotype                                | Combination       | Phenotype        |
|------------------|------------------------------------------|-------------------|------------------|
| Tri 1S + tri 9L  | Detrimental                              | Tri 1S + mono 9L  | Very detrimental |
| Tri 1L + tri 3L  | Detrimental                              | Tri 1L + mono 3L  | Very detrimental |
| Tri 1L + tri 4L  | Close to tri 4L                          | Tri 1L + mono 4L  | Detrimental      |
| Tri 1L + tri 5S  | Detrimental                              | Tri 1L + mono 5S  | Detrimental      |
| Tri 3L + tri 4L  | Vigorous than tri 3L                     | Tri 3L + mono 4L  | Close to mono 4L |
| Tri 3L + tri 5L  | Close to tri 3L                          | Tri 3L + mono 5L  | Very detrimental |
| Tri 4L + tri 5L  | Detrimental                              | Tri 4L + mono 5L  | Detrimental      |
| Tri 4L + tri 6L  | Detrimental                              | Tri 4L + mono 6L  | Close to mono 6L |
| Tri 5L + tri 6L  | Close to tri 5L and the control          | Tri 5L + mono 6L  | Close to mono 6L |
| Tri 6L + tri 9S  | Close to both single arm and the control | Tri 6L + mono 9S  | Close to mono 9S |
| Mono 1S + tri 9L | Vigorous than mono 1S                    | Mono 1L + mono 4L | Detrimental      |
| Mono 1L + tri 3L | Detrimental                              | Mono 3L + mono 4L | Very detrimental |
| Mono 1L + tri 4L | Detrimental                              | Mono 3L + mono 5L | Very detrimental |
| Mono 1L + tri 5S | Detrimental                              | Mono 4L + mono 5L | Very detrimental |
| Mono 3L + tri 4L | Very detrimental                         | Mono 4L + mono 6L | Equal to mono 6L |
| Mono 3L + tri 5L | Very detrimental                         | Mono 5L + mono 6L | Detrimental      |
| Mono 4L + tri 5L | Close to mono 4L                         | Mono 6L + mono 9S | Detrimental      |
| Mono 4L + tri 6L | Detrimental                              |                   |                  |
| Mono 5L + tri 6L | Vigorous than mono 5L                    |                   |                  |
| Mono 6L + tri 9S | Vigorous than mono 6L                    |                   |                  |

**SI Table S1.** The phenotype of 45 day old plants of each aneuploidy combination was compared to the single-arm aneuploidy. If the phenotype of the aneuploid combination is weaker than both single arm aneuploidy, 'Detrimental' was recorded in the 'Phenotype' column. If the phenotypic change is very severe, "Very detrimental" was recorded in the "Phenotype" column. None of the Trisomy+Monosomy or Monosomy+Trisomy phenotypes are better than Single-arm Trisomy. However, if the phenotype of the combination is superior than or equal to Single-arm Monosomy, it was recorded in the "Phenotype" column. It should be noted that due to the detrimental effect, some aneuploidy combinations had only one plant survive to the 45 days stage, namely for monosomy 1L+trisomy 3L, monosomy 3L+trisomy 5L, and monosomy 4L+trisomy 6L, Nevertheless, the multiple replicates in the 2-week stage showed a consistent phenotypic change for the plants of the same chromosomal constitution.

**Table S2. Primers used in ddPCR**

|                      | Gene ID          | 5'→3' sequence         | Gene function                                                                                                                                                                                                                                |
|----------------------|------------------|------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| cDNA specific primer | Zm00004b013771-F | GACTGTGACCAACGAGTGTGA  |                                                                                                                                                                                                                                              |
| cDNA specific primer | Zm00004b013771-R | CCACCAATTGCAACCCGAATC  | ccp1 - cysteine protease1                                                                                                                                                                                                                    |
| cDNA specific primer | Zm00004b000264_F | CGCAAAGTTTTGGCATTGGC   |                                                                                                                                                                                                                                              |
| cDNA specific primer | Zm00004b000264_R | GCCAATTTTGGCAGCTGGAT   | sat4 - serine acetyltransferase4                                                                                                                                                                                                             |
| cDNA specific primer | Zm00004b003707-F | GGGTTGCACGGTTCTACTGA   |                                                                                                                                                                                                                                              |
| cDNA specific primer | Zm00004b003707-R | GCAAGTTGTACAGCACGCTT   | 1-phosphatidylinositol-3-phosphate 5-kinase                                                                                                                                                                                                  |
| cDNA specific primer | Zm00004b030088-F | TCAGCCTCGAGGACATGGTT   |                                                                                                                                                                                                                                              |
| cDNA specific primer | Zm00004b030088-R | CAGGATCAATCCCGTCGGA    | px5 - peroxidase 5                                                                                                                                                                                                                           |
| cDNA specific primer | Zm00004b004532-F | GGTCTCCCGCCCTACTAAA    | WD repeat RBAP46/RBAP48/MSI1 family protein                                                                                                                                                                                                  |
| cDNA specific primer | Zm00004b004532-R | AAAGCCAGGCAGTTCACCTCA  |                                                                                                                                                                                                                                              |
| cDNA specific primer | Zm00004b018833-F | GCAGCACACTCAGCTATCCA   | photosystem II reaction centre W protein                                                                                                                                                                                                     |
| cDNA specific primer | Zm00004b018833-R | AGCGCAGGCAGCCCTAGAG    |                                                                                                                                                                                                                                              |
| cDNA specific primer | Zm00004b008969-F | GTCATGGCCATTAGGCTATGTT | Annexin belongs to a family of calcium- and phospholipid-binding proteins that have been implicated in many cellular processes, including channel formation, membrane fusion, vesicle transport, and regulation of phospholipase A2 activity |
| cDNA specific primer | Zm00004b008969_R | TGTGGCAGTTAGATCCAGGAG  |                                                                                                                                                                                                                                              |
| cDNA specific primer | Zm00004b032873-F | GTGTGCGTGACCTACTGCT    | SNF7 family protein                                                                                                                                                                                                                          |
| cDNA specific primer | Zm00004b032873-R | GATGACCATGCCAATGCCTAT  |                                                                                                                                                                                                                                              |
| cDNA specific primer | Zm00004b011191-F | CAAAATCGGACGAGTCTGACAA | glk8 - G2-like-transcription factor 8                                                                                                                                                                                                        |
| cDNA specific primer | Zm00004b011191-R | GATACCAACGACAGGCCAGAG  |                                                                                                                                                                                                                                              |
| cDNA specific primer | Zm00004b034591-F | CAAACAAGCGACTGCGTTCA   | ZmMed12b-polymerase II transcription-mediator2                                                                                                                                                                                               |
| cDNA specific primer | Zm00004b034591-R | GTGCGGTCTGTAGCTGGTTC   |                                                                                                                                                                                                                                              |
|                      |                  |                        |                                                                                                                                                                                                                                              |
| gDNA specific primer | Zm00004b013771-F | GACTCTTTCAAAGGCCCGTA   |                                                                                                                                                                                                                                              |
| gDNA specific primer | Zm00004b013771-R | TGAAGGAGACTTTGGCCTTG   |                                                                                                                                                                                                                                              |
| gDNA specific primer | Zm00004b000264-F | CCCCAATCCTAACCCATTTT   |                                                                                                                                                                                                                                              |
| gDNA specific primer | Zm00004b000264-R | AGTGCCAAATGTTCGAAACC   |                                                                                                                                                                                                                                              |
| gDNA specific primer | Zm00004b003707-F | CTTCGATTGAACCGGTTGTT   |                                                                                                                                                                                                                                              |
| gDNA specific primer | Zm00004b003707-R | AGGCATGGCAAGGCTACTAA   |                                                                                                                                                                                                                                              |
| gDNA specific primer | Zm00004b030088-F | TGCATATGGAGAGTGGTGGA   |                                                                                                                                                                                                                                              |
| gDNA specific primer | Zm00004b030088-R | GACAATGTCCTCCGCAGAAT   |                                                                                                                                                                                                                                              |
| gDNA specific primer | Zm00004b004532-F | AACATGCAACATCCGTCGTA   |                                                                                                                                                                                                                                              |
| gDNA specific primer | Zm00004b004532-R | CTAGCTGCTTGCAACAATGG   |                                                                                                                                                                                                                                              |
| gDNA specific primer | Zm00004b018833-F | CCACACTGAAACAGAAAGCAA  |                                                                                                                                                                                                                                              |
| gDNA specific primer | Zm00004b018833-R | GTGCATATGGCATCCAACAG   |                                                                                                                                                                                                                                              |

**Dataset S1 (separate file). Kernel size and karyotyping**

**Dataset S2 (separate file). Median of cis and trans genes**

**Dataset S3 (separate file). Median of cis and trans genes\_tetrasomy\_trisomy**

**Dataset S4 (separate file). KS and Bartlett's tests**

**Dataset S5 (separate file). Number of DE genes**

**Dataset S6 (separate file). Cis and trans effects**

**Dataset S7 (separate file). KS and Bartlett's tests of ribosomal genes in g1 & g2**

**Dataset S8 (separate file). Translocation combinations & leaf collection summary**

#### **SI References**

1. J.A. Birchler, J.R. Hart. Interaction of endosperm size factors in maize. *Genetics* **117**, 309-17 (1987).
2. X. Shi et al., Genomic imbalance determines positive and negative modulation of gene expression in diploid maize. *Plant Cell* **33**, 917–939 (2021)

How the deposited data were processed for this re-analysis (not part of the article)

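RNA-seq of leaves of 45-d-old W22 maize was analysed for 33 aneuploid combinations of 9 pairs of chromosome arms, with the diploid controls of each pair. Of 137 samples listed, 136 were assigned to a group from their titles, Dataset S1 and Dataset S8, and 1 plant with conflicting information was left unassigned. The assigned samples were 107 aneuploid plants and 29 controls. Whether a plant entered a mean is not recorded in the tables, so the numbers of plants are those of the sample list.

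The authors trimmed the reads with fastp, removed organelle reads, aligned the remainder with STAR to the W22 genome and the B chromosome, and ran Cuffdiff for each combination against the controls of its pair. The 9 deposited tables hold, for each comparison and gene, the 2 group means in FPKM and the authors' p-values and q-values. The versions of these programs and the library scaling of Cuffdiff are not named in the paper's text. There are 41448 genes per comparison, of which 40651 lie on chromosomes 1 to 10. A locus without an identifier (1 per comparison) was left out. As the tables hold no counts and no values per plant, the depth of each library and the spread between plants cannot be read from them (the paper gives an average number of reads per sample), and no counting error or replicate error was computed.

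Ratios of the aneuploid to the diploid mean were taken for genes whose 2 means summed to at least 1 FPKM, with no pseudocount and with genes at 0 in the diploid mean kept as infinite ratios. Genes on unplaced sequence and on the B chromosome were left out of *cis* and *trans*. The boundary of each arm was placed where the numbers of *cis* genes matched Dataset S5. Medians have 95% percentile intervals from 1000 bootstrap draws of genes. The spread of the log2 *trans* ratios was described by the IQR, percentiles, and the number of genes with a ratio above 8 or below 1/8. Differential expression was not tested anew. Genes with a q-value below 0.05 in the authors' deposited table were counted by direction among the genes past the filter.

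Double monosomies and double trisomies were compared within the 6 pairs that had both, with a two-sided exact sign-flip permutation test. Correlations between shifts were computed over combinations with exact permutation of the pairings, and adjusted by the Benjamini-Hochberg method. The *trans* ratio expected from library composition was computed from the share of the diploid FPKM on the varied arms, with *cis* genes at gene dosage, unchanged *trans* genes and a constant total. Genes of the B chromosome were counted at a mean of at least 1 FPKM.

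Genes named in the text were set by a rule before the data were examined. They are the 10 genes of the ddPCR measurements, whose identifiers and names *SI Appendix*, Table S2 gives, and for monosomy 3L+trisomy 4L the 2 *trans* genes with the highest and the 2 with the lowest ratio among those with a q-value below 0.05 in the authors' deposited table and a mean of at least 1 FPKM in both groups. The available gene reference is of another maize line and matched 0 identifiers, so identifiers are given as in the files.

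The steps were tested on simulated data with known medians and boundaries. In 3 simulated comparisons the largest error of 9 medians was 2.24%, and the largest error of a boundary was 0.0341% of the genes of the chromosome. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

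The alternatives were no filter, a sum of means of at least 10 FPKM, both means above 0.5 FPKM, pseudocounts of 0.1 and 1 FPKM, arm boundaries at the change point of the ratio, leaving out genes within 10 Mb of a boundary, dividing by the *trans* median, only genes with the authors' test status OK, leaving out genes at 0, q-values below 0.01, a fold change of 1.5 beside the q-value, the authors' p-values adjusted again over the genes past the filter, weighting by locus length, and leaving out each pair of arms for the *trans* medians. The alternative with no filter also left out genes at 0 in either group. A limit of ratios to between 1/6 and 6, the leaving out of each pair of arms for the differentially expressed genes and the leaving out of trisomy 1S+monosomy 9L were added after the data were examined.

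Ribosomal protein genes were not analysed here, since no list of their W22 identifiers is given in the text. The single-arm aneuploids, the ddPCR measurements and the transcriptome sizes were not analysed here.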

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

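All tests in this part were chosen after the results were seen.

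Within the 6 pairs of arms, the log2 *trans* median of the double monosomy exceeded that of the double trisomy by a mean of 0.16, higher in 6 of 6 pairs, so the 2 groups differ under the same controls. The first explanation weighed was library composition. If the FPKM are relative to a total, the loss or gain of expression from the varied arms moves all *trans* ratios the opposite way. The library scaling of Cuffdiff is not named, so this is an assumption. The mean difference expected from the arms' share of the diploid expression was also 0.16, and the observed minus the expected difference was 0.0014 on average (SD 0.11, n = 6 pairs, two-sided exact sign-flip permutation p = 0.969, above 0 in 2 of 6 pairs). This mean decides nothing, because the pairs go both ways, from -0.10 to 0.21. Without 6L+9S the observed mean was 0.12 against 0.16 expected, and the mean of the observed minus the expected difference was -0.04. In 6L+9S the observed difference exceeded the expected one by 0.21, and 3 double trisomies had a *trans* median with an interval wholly above 1 (1.01, 1.03 and 1.05), where library composition puts it below 1. The lowest of the 3, in 4L+5L, fell to 0.992 with a sum of means of at least 10 FPKM. These intervals cover genes and not plants, so the values do not exclude library composition. It cannot be told apart from a response of the plants, since the tables hold no spread between plants.

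One scaling factor per comparison would shift weakly and strongly expressed *trans* genes alike. With the *trans* genes divided into 5 groups by abundance, the lowest and the highest group had separate 95% intervals in 6 of 6 double monosomies and in 7 of 9 double trisomies. The direction was not the same throughout. The lowest group had the higher median in 5 of the 6 double monosomies, from 1.43 against 0.965 in 3L+4L to 1.06 against 1.01 in 3L+5L, and the lower one in 4L+6L, with 1.07 against 1.15. Of the 7 double trisomies it had the higher median in 5 and the lower in 1S+9L and 3L+5L. A few abundant genes taking the reads were tested with the most abundant 1% of *trans* genes, whose summed ratio was lower in the double monosomy in only 2 of 6 pairs. Over the 9 double trisomies, however, the *trans* median fell as this summed ratio rose, with a Pearson r of -0.83 (two-sided exact permutation p = 0.00655) and a Spearman rho of -0.883 (exact permutation p = 0.00308). Without the 2 farthest combinations r was -0.705 (n = 7, exact permutation p = 0.0859), so the relation rests in part on those. The inverse effect that the paper proposes stays open beside library composition as an explanation of the mean difference, and the values per transcriptome do not separate the 2.

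The percentage of *trans* genes with a q-value below 0.05 in the authors' deposited table was higher in the double monosomies by a mean of 13.4 percentage points, in 6 of 6 pairs. A larger number of plants gives smaller q-values for the same change, but the number of plants was no larger in the double monosomy in 4 of the 6 pairs. A shift of the whole distribution would leave the spread as it is, but the IQR of the *trans* log2 ratios was larger in the double monosomy in 6 of 6 pairs, by a mean of 0.26. Leaf mid-rib in the tissue, noted in Dataset S8 for some plants, was absent from the notes of both combinations in 5 pairs, which had the higher percentage in the double monosomy as well. Dataset S8 also notes which leaves were sampled for 3 of 3 plants of double monosomy 3L+4L, 3 of 3 of 3L+5L and 1 of 4 of 4L+5L, and for 0 plants of the double trisomies of the 6 pairs. In the 3 pairs without such a note the percentage was higher in the double monosomy in 3 of 3, by 8.22 to 13.1 percentage points, which argues against other leaves as the whole cause. The difference in IQR was larger in the 3 pairs with the note, with a mean of 0.35 (0.30 to 0.42) against 0.18 (0.12 to 0.29). With 3 pairs each, an effect of the leaves sampled on the size of the difference cannot be told apart from an effect of the arms. The spread between plants in each group enters the q-values and is not in the tables. A broader response of *trans* genes in double monosomies remains a hypothesis, which these tests leave open.

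The tables also hold 686 genes of the B chromosome, on which the paper reports no expression. A mean of at least 1 FPKM was reached by a median of 122 of them in the 9 double trisomies (104 to 129), 94 in the 15 combinations of a trisomy with a monosomy (82 to 112) and 25 in the 6 double monosomies (17 to 31). In the 5 controls with the fewest there were 5 to 7. Reads shared with genes of the other chromosomes would raise each control as well, but the highest number in these 5 was 7. The other 4 controls had 13 to 86. In Dataset S1, trisomic plants carry 2 B-A chromosomes and monosomic plants none, so a double trisomy has a larger number of B-A chromosomes than a trisomy with a monosomy. The median ratio of B genes below 45 Mb between these was 2.20 over 13 comparisons (1.59 to 2.70). This goes with the number of B-A chromosomes as the source for these genes. In the tetrasomy combinations, with 1 plant each, B gene expression did not rise throughout with the additional copy of an arm. The summed FPKM of all B genes was 427 against 661 in the double trisomy in 1L+5S, 776 against 905 in 4L+6L and 997 against 970 in 3L+5L. The number of B-A chromosomes does not explain the B genes from 90 Mb on. There the ratio had a median of 1.19 over 15 comparisons (0.78 to 2.82) and was below 1.5 in 11. In the double monosomies, 13 to 21 B genes from 90 Mb on and 1 to 3 below 45 Mb reached 1 FPKM, against 0 to 3 and 1 to 2 in the 5 controls with the fewest. In Dataset S1, trisomic and monosomic plants both carry 1 A-B chromosome per arm, and the A-B chromosomes are a candidate source of these genes. An equal number of A-B chromosomes leaves open the 2 highest ratios, 2.45 to trisomy 3L+monosomy 4L and 2.82 to monosomy 4L+trisomy 5L. The pair 1L+5S was taken apart after its values were seen. There the ratio was 0.926 to trisomy 1L+monosomy 5S, which the number of B-A chromosomes does not explain, and 3.14 to monosomy 1L+trisomy 5S.

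In the diploid control of 1L+5S, 13 B genes reached 1 FPKM, above the 5 to 7 of the controls with the fewest. Reads from the aneuploid libraries would bring genes from the whole B chromosome, but of the 27 genes from 30 Mb on that were expressed in double trisomy 1L+5S, 20 were at 0 in this control. Of the 29 such genes below 30 Mb, 23 reached 0.1 FPKM, against 3 of the 27. A small B chromosome in a control plant is a candidate explanation, and Dataset S1 lists a mini B chromosome in the karyotype of a control plant of this pair. No other biological explanation was tested.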

How the results depend on the processing

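The alternatives were chosen before the data were examined, except for the limit of ratios to between 1/6 and 6 and the leaving out of pairs for the differentially expressed genes and of trisomy 1S+monosomy 9L, which were chosen after seeing the data. No test of causes was made for these changes, and apart from where stated the cause was not tested.

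The difference in log2 *trans* median between double monosomies and double trisomies kept its direction in 6 of 6 pairs under other settings. Its mean was 0.14 with a sum of means of at least 10 FPKM, 0.17 without a filter and 0.15 with ratios between 1/6 and 6. The sign-flip permutation p stayed at 0.0312, the smallest that 6 pairs allow, so it adds nothing to the direction. The mean difference lay between 0.12 and 0.19 with each pair left out. The difference in the percentage of *trans* genes with low q-values lay between 9.50 percentage points with a q-value below 0.01 and 16.3 with p-values adjusted again, with the same p, and between 12.5 and 14.5 with each pair left out. The correlation of *cis* and *trans* shifts in double trisomies was 0.994 with a sum of means of at least 10 FPKM. Dividing by the *trans* median sets the *trans* shift to 0 and left a mean *cis* shift of -0.02, against -0.07.

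The *trans* median crossed 1 in 4 combinations when the sum of means had to reach 10 FPKM. It became 0.995 in double monosomy 4L+5L, 0.994 in trisomy 4L+monosomy 5L, 0.992 in double trisomy 4L+5L and 1.01 in trisomy 1L+monosomy 3L. In the last, whose interval contains 1, it was also above 1 without a filter (1.007) and with genes of status OK only (1.0006). The number of double trisomies below 1 was 7 with the stricter filter and 6 under the other alternatives run. Moving the boundary to the change point changed no median by more than 0.337%. Of the 33 *trans* medians, 18 others moved out of their interval without a filter, 22 with the stricter one and 8 with ratios between 1/6 and 6.

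A q-value below 0.01 lowered the totals of *trans* genes to 11405 in double trisomies, 17038 in double monosomies, 33730 in combinations of a trisomy with a monosomy and 4970 in tetrasomy combinations, and the totals of *cis* genes to 5671 in double trisomies and 2204 in tetrasomy combinations, since fewer genes pass a stricter threshold. The median IQR of double monosomies, 0.67, became 0.54 with a sum of means of at least 10 FPKM and 0.55 with a pseudocount of 1. The 9493 *trans* genes with ratios above 8 or below 1/8 became 2455 with that filter, 2576 with both means above 0.5 FPKM and 1701 with a pseudocount of 1, so these counts rest mostly on weakly expressed genes. The SD of the log2 *trans* median over the 15 combinations of a trisomy with a monosomy fell from 0.113 to 0.0836 without trisomy 1S+monosomy 9L, a level near the 0.0819 of the double monosomies.

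Among the 10 ddPCR genes, keeping only those outside both arms moved the median ratio across 1 in 3 of 33 combinations, to 0.996 in tetrasomy 3L+trisomy 5L, 0.974 in double trisomy 1S+9L and 1.02 in trisomy 4L+monosomy 5L.

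No paired analysis was possible because the tables hold group means only. For the same reason leaving out each plant in turn, a replicate block, and DESeq2 or edgeR fits were not run. The median interval covers genes, so the medians within a few percent of 1, 1.5 or 0.5 cannot be placed on a side with regard to the spread between plants.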

Differences from the paper's values

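Of the paper's medians, counts and numbers of differentially expressed genes that were also computed here, 0 differed by more than 1.5-fold with the settings chosen before the data were examined. The 99 medians of Dataset S2 and Dataset S3 differed from those here by up to 7.86%, with a median of 0.484%. With ratios limited to between 1/6 and 6, an alternative chosen after seeing the values, the 99 medians were within 0.00111% of the paper's. The 60 counts of up- and downregulated *trans* genes in Dataset S5 were equal to those counted here.

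The paper's text gives a larger number of double trisomies with a *trans* median below 1 than the 6 found here. Dataset S2 itself holds 6. With a sum of means of at least 10 FPKM the number here was 7.

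The paper states that all arms of the tetrasomy combinations had medians below gene dosage. Here trisomy 4L+tetrasomy 6L had 1.51 for 4L and 2.06 for 6L. Of the alternatives set before the data were examined, 4L fell below 1.5 without a filter (1.49), with a pseudocount of 0.1 (1.49) and after division by the *trans* median (1.47), and none brought 6L below 2. Division by the *trans* median also raised 1L in trisomy 1L+tetrasomy 5S from 1.44 to 1.504 and 5L in tetrasomy 3L+trisomy 5L from 1.43 to 1.503, and with it 3 of the 6 arms were below gene dosage, against 4 without it. With ratios between 1/6 and 6, chosen after seeing the values, the medians were 1.48 and 1.98.

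The paper states that the 3 tetrasomy combinations had the greater impact on gene expression. By the q-values of the authors' deposited table, the percentage of *trans* genes was lower than in the double trisomy in 1L+5S (21.3% against 30.1%) and 4L+6L (16.2% against 17.3%), and higher only in 3L+5L (10.2% against 8.22%). The number of plants enters the q-values, and each tetrasomy combination was 1 plant, against 4, 3 and 5 plants in the double trisomies. This percentage therefore cannot rank the combinations and does not count against the paper's statement. The IQR of the *trans* ratios was larger in 3 of 3.

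The paper singles out monosomy 3L+trisomy 4L for its range of expression. Here its IQR was 0.95, and trisomy 1S+monosomy 9L and trisomy 1L+tetrasomy 5S had 1.18 and 1.03. Leaf mid-rib is noted for 2 of 2 plants of trisomy 1S+monosomy 9L. For monosomy 3L+trisomy 4L it is noted for 1 plant, and the other is not listed in Dataset S8. The IQR does not describe the extremes of the range. The 99th percentile of the *trans* ratios was highest in monosomy 3L+trisomy 4L, at 35.1, against 8.39 and 22.2, which goes with the paper's statement. Double monosomy 4L+5L came near it, at 31.2, and had more genes with a ratio above 8, 492 against 472. The number of genes above 8 thus does not single out monosomy 3L+trisomy 4L. The 1st percentile was 0.0864 there, and lower only in trisomy 1S+monosomy 9L, at 0.0284. The paper also describes an apparent downward shift for many genes in monosomy 3L+trisomy 4L. Here the *trans* median was 1.04 and 46.3% of the *trans* genes had a ratio below 1. A ratio of 1/1.5 or less was found in 19.9% of them, and a ratio of 1.5 or more in 22.6%. The median describes all *trans* genes and does not count against lower expression of many of them.

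The Discussion of the paper states that *trans* medians of combinations of a trisomy with a monosomy shifted in the direction of the *cis* peaks, while its Results state that this was not always so. Here the trisomic arm and the *trans* genes were on the same side in 12 of 15 combinations, and the monosomic arm in 14.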

Other observations

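All tests in this part were chosen after the results were seen.

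In the double trisomies the SD over the 18 arms of log2 of the *cis* median over 1.5 fell from 0.0777 to 0.0181 after division by the *trans* median of the combination. A shift shared by *cis* and *trans* genes could account for most of the departure of the *cis* medians from 1.5. Such a shift may come from the scaling to a total or from a response of the plant, and this value does not separate them.

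In monosomy 3L+trisomy 4L the 4L genes had a median of 1.71 over the *trans* median, above the 1.5 of gene dosage. A segment of the arm with more copies would leave other parts near 1.5. Of 5 windows of 20 Mb, 4 had medians of 1.74 to 1.81 with intervals wholly above 1.5, and the window from 220 Mb had 1.53 (95% interval 1.42 to 1.68), which leaves this open. An additional copy of 4L in 1 of the plants would give 1.75 with 2 plants, and this may be so. With group means only, an additional copy of the arm or of segments of it cannot be told apart from a higher expression of 4L genes in both plants.

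The pair 1S+9L holds a plant whose title and karyotype name opposite combinations. If a plant of the opposite combination were in the mean of monosomy 1S+trisomy 9L with 4 plants, medians of 0.75 for 1S and 1.25 for 9L would be likely. The medians were 0.505 and 1.46.

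Dataset S8 notes leaf mid-rib for 9 plants of 6 combinations. In 4 of the 6 the IQR of the *trans* log2 ratios lay above the median of the combinations of the pair without such a note, and in 5 of the 6 above the median of all other combinations of the pair. Leaf mid-rib in the tissue could widen the ratios, but all 6 combinations include a monosomy, so the mid-rib and the aneuploidy cannot be told apart.

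The IQR of the *trans* log2 ratios was larger in the tetrasomy combination than in the double trisomy in 3 of 3 pairs. A single plant per combination may give a wider spread than a mean of several plants, and with 1 plant each, this cannot be told apart from an effect of the additional copy.

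Among the other controls, 86 B genes reached a mean of 1 FPKM in 1L+3L, 76 in 6L+9S and 46 in 5L+6L, the pairs for which Dataset S8 lists euploid plants with a translocation among the controls. The tetrasomy combinations had 92 to 121.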
